# Identification of miRNAs and their target genes in developing maize ears by combined small RNA and degradome sequencing

**DOI:** 10.1186/1471-2164-15-25

**Published:** 2014-01-14

**Authors:** Hongjun Liu, Cheng Qin, Zhe Chen, Tao Zuo, Xuerong Yang, Huangkai Zhou, Meng Xu, Shiliang Cao, Yaou Shen, Haijian Lin, Xiujing He, Yinchao Zhang, Lujiang Li, Haiping Ding, Thomas Lübberstedt, Zhiming Zhang, Guangtang Pan

## Abstract

**Background:**

In plants, microRNAs (miRNAs) are endogenous ~22 nt RNAs that play important regulatory roles in many aspects of plant biology, including metabolism, hormone response, epigenetic control of transposable elements, and stress response. Extensive studies of miRNAs have been performed in model plants such as rice and *Arabidopsis thaliana*. In maize, most miRNAs and their target genes were analyzed and identified by clearly different treatments, such as response to low nitrate, salt and drought stress. However, little is known about miRNAs involved in maize ear development. The objective of this study is to identify conserved and novel miRNAs and their target genes by combined small RNA and degradome sequencing at four inflorescence developmental stages.

**Results:**

We used deep-sequencing, miRNA microarray assays and computational methods to identify, profile, and describe conserved and non-conserved miRNAs at four ear developmental stages, which resulted in identification of 22 conserved and 21-maize-specific miRNA families together with their corresponding miRNA*. Comparison of miRNA expression in these developmental stages revealed 18 differentially expressed miRNA families. Finally, a total of 141 genes (251 transcripts) targeted by 102 small RNAs including 98 miRNAs and 4 ta-siRNAs were identified by genomic-scale high-throughput sequencing of miRNA cleaved mRNAs. Moreover, the differentially expressed miRNAs-mediated pathways that regulate the development of ears were discussed.

**Conclusions:**

This study confirmed 22 conserved miRNA families and discovered 26 novel miRNAs in maize. Moreover, we identified 141 target genes of known and new miRNAs and ta-siRNAs. Of these, 72 genes (117 transcripts) targeted by 62 differentially expressed miRNAs may attribute to the development of maize ears. Identification and characterization of these important classes of regulatory genes in maize may improve our understanding of molecular mechanisms controlling ear development.

## Background

Maize is one of the most productive crops worldwide, and is widely used as a model plant in genetics research [1]. Maize produces two distinct inflorescences, commonly referred to as the tassel and the ear. In this respect, it differs from other grasses such as rice and wheat. The tassel arises from the apex of the mature plant, while ears originate from axillary bud apices [2]. One obvious difference in morphology between the two inflorescences is the presence (tassel) or absence (ear) of a variable number of long branches originating at the base. In previous studies, the wide range of natural variation among different inbred lines was used to identify quantitative trait loci (QTL) underlying a variety of phenotypes by association mapping [3,4]. Several genes associated with maize ear development have been identified in genetic and molecular studies [2]. However, knowledge about maize ear development is still limited, and most of the genes involved in this process are still unknown.

In plants, small RNA-guided post-transcriptional regulatory mechanisms play important roles in many aspects of plant biology, including metabolism [5], hormone responses [6], epigenetic control of transposable elements [7], and responses to biotic stress [8] and abiotic stress [9]. The two main types of small RNAs are microRNAs (miRNAs) and small interfering RNAs (siRNAs) [10]. Over recent decades, many miRNA families have been discovered in plants, and have been shown to regulate more aspects of plant biology than siRNAs [5,11,12]. Published reports as well as publicly accessible miRNA datasets (miRBase, version 20, http://www.mirbase.org/) [13], mainly based on model plants, suggest that miRNAs in plants are complex and abundant [14-17]. Therefore, identification of miRNAs and their targets in diverse species has been a major focus in recent years.

So far, conserved miRNAs in maize have been identified by sequence homology analyses [18-20], and new miRNA sequences have been identified by traditional [21-23] or high-throughput [17,24-30] sequencing methods. These miRNA sequences can be found in miRBase databases [13]. Functional analysis has been carried out for only a few maize miRNAs, mainly in their role in flower development [21,31-36].

There are three main objectives of this study. The first objective is to identify conserved and novel miRNAs in maize ears at four different developmental stages. The second objective is to combine publically available *Arabidopsis thaliana*, *Oryza sativa*, *Sorghum bicolor*, and *Zea mays* miRNAs data with the new *Zea mays* miRNAs data to generate a miRNA microarray platform to analyze the dynamics of miRNA expression. Finally, to discover the targets of conserved and non-conserved miRNAs, we aimed to identify the remnants of small RNA-directed target cleavage by sequencing the 5′ ends of uncapped RNAs using a degradome sequencing approach.

## Results

### Overview over small RNA library sequencing

To study the involvement of regulatory miRNAs in the complex process of ear development, we profiled miRNA accumulation during ear development in the maize inbred line B73. We constructed a maize small RNA library using mixed RNAs obtained from ears at four different developmental stages. 

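The small RNA library was made from RNA of ears of 4 stages pooled before sequencing, so it is 1 library without a replicate and it does not tell the stages apart. The paper's results and the sample's stage label describe this mix, whereas the paper's methods word the pooling as done for each of the 4 stages. The authors trimmed adaptors, removed contaminated reads, collapsed identical reads and deposited each distinct sequence with its length and its count of reads, without normalization. The genome match came after that step and is not part of the deposited counts. Starting from these counts, reads were summed by length, and each miRNA of Table S4 was counted as the reads of its exact mature sequence. Abundances are also given in rpm, which are reads scaled to the whole library of 10663436 reads. A count of 3 reads, or 0.281 rpm, was taken as the smallest amount that this depth can show. Shares are given with 95% Wilson intervals and single miRNAs with 95% Clopper-Pearson intervals. Because reads amplified by PCR without molecular identifiers are not independent molecules, intervals and floors here and below cover counting error only. Counts depended on the setting: summed over loci, miR166 went from 49798 to 317023 reads and miR168 from 85395 to 170790 reads, and with the same first 18 nt miR159 went from 21 to 775 reads.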

Sequencing was conducted on the Illumina platform. We obtained more than 10.67 million raw clean reads, ranging from 18 nt to 30 nt in length. 

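In the deposited counts, 5156797 distinct sequences of 18 to 30 nt summed to 10663436 reads. Of the distinct sequences, 4180429 (81.1%) were read a single time, and the mean was 2.07 reads per distinct sequence. The most read sequence was TCGCTTGGTGCAGATCGGGAC, the mature miR168, with 85395 reads (0.801% of the library).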

After trimming adaptor sequences and removing contaminated reads, clean reads were aligned against the Maize B73 RefGen v2 working gene set using SOAP2 software [37]. We found that 7,981,459 (3,436,342 distinct) reads matched perfectly to the maize genome, representing 74.85% of total reads (66.64% of distinct reads). Of the distinct reads, 5.22% matched with non-coding RNAs in Rfam and NCBI Genbank databases; these non-coding RNAs included snoRNAs (0.01%), snRNAs (0.03%), tRNAs (0.15%), rRNAs (1.69%), and siRNAs (3.34%) (Additional file 1). The remaining reads were then used to identify conserved and new miRNAs. 

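Sequences of 20 to 24 nt made up 90.4% of the reads and 92.6% of the distinct sequences. Reads of 18 nt were 2.89% of the library, those of 19 nt were 3.73%, and those of 25 nt were 1.72%. The share then fell from 0.636% at 26 nt to 0.0178% at 30 nt.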

The length of these small RNAs ranged from 20 nt to 24 nt. Of these, the 24 nt category was the most abundant small RNA (48.55%) (Figure 1a), followed by 22 nt (14.18%) and 21 nt (8.78%). These were consistent with the typical lengths of plant mature small RNAs reported in other studies [14,27,38,39].

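Among all 10663436 deposited reads, the 24 nt class held 53.3% (95% interval 53.31% to 53.37%), the 22 nt class 15.6% (15.56% to 15.60%) and the 21 nt class 9.64% (9.63% to 9.66%). Counting each distinct sequence a single time gave 62.3%, 10.0% and 6.53%, and 23 nt then ranked above 22 nt with 10.2%. Within reads of 20 to 24 nt the shares were 59.0%, 17.2% and 10.7%. The 5′ base differed by length: 45.7% of the 24 nt reads began with A, whereas 36.3% of the 21 nt reads and 35.5% of the 22 nt reads began with U. Shares of reads matched to the genome were not analysed here.

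**Figure D1:**
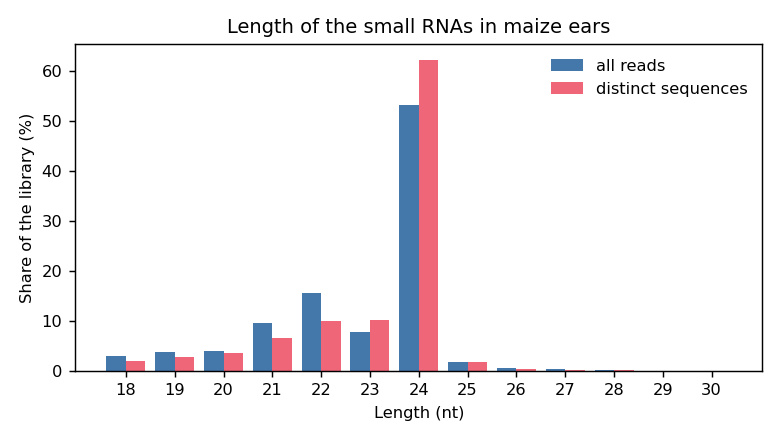
Share of reads and of distinct sequences (percent, vertical axis) for each length from 18 to 30 nt (horizontal axis) in the small RNA library. The 24 nt class is the largest by both measures, with 53.3% of the reads and 62.3% of the distinct sequences.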

**Figure 1:**
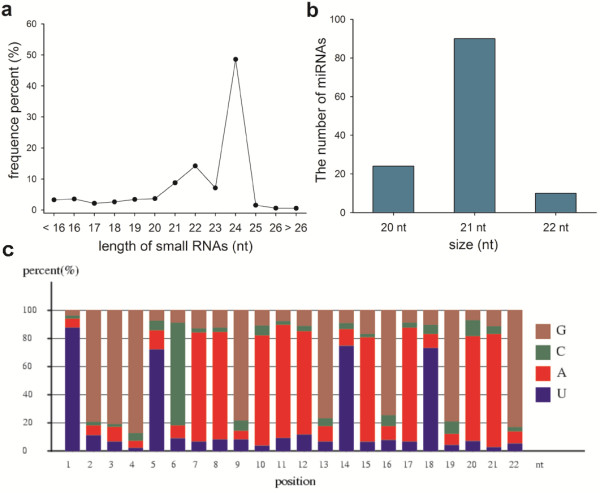
**Size distribution of small RNAs by deep sequencing and characterizations of maize miRNA. (a)** Size distribution of sequenced sRNAs in total RNA; **(b)** The composition of maize miRNAs of various lengths; **(c)** The relative nucleotide bias at each position of the miRNAs in total RNA.

### Computational identification of genuine miRNAs during maize ear development

To date, research on identifying conserved and novel miRNAs has used several standard methods and databases, including Rfam, GenBank, and miRBase. Because of their low expression levels and sequence depths, it is always difficult to predict miRNAs. Hence, we used a strict strategy with eight steps to predict and identify known and novel miRNAs based on the characteristic features of miRNAs specifically processed by Dicer-like proteins from canonical stem-loop regions of longer RNA precursors [40,41]. We used an integrated strategy combining high-throughput sequencing with bioinformatics analyses to identify miRNAs meeting all reported previously criteria (see “Methods”) [42].

As shown in the schematic diagram of the strategy (Additional file 2), our computational analysis generated 508 loci folded within typical stem-loop structures (Additional file 3). After excluding 38 loci that overlapped with protein-coding gene exons, 76 loci overlapping transposable elements and other repetitive elements, and 9 loci with free energy lower than −20 kcal/mol (Additional file 4), the remaining 385 loci were considered to be candidate miRNA genes. We used miRAlign to identify paralogs or orthologs of these 385 candidate miRNA genes by comparing their sequences with those of known miRNAs, as described previously [43]. 

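Table S4 lists 122 mature miRNAs of conserved and new families, which come down to 61 distinct sequences because many loci share a mature product. In the deposited library, 48 of the 61 had at least 1 read of the exact sequence and 57 had a read with the same first 18 nt. The median over the 61 was 10 exact reads.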

From this analysis, we detected 99 known miRNA genes encoding 96 mature miRNAs and three miRNA star (miRNA*) (Additional file 4). We also detected 64 novel miRNA* sequences (Additional file 5).

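The 64 listed miRNA* correspond to 47 distinct sequences. Exact reads were found for 23 of the 47, and reads with the same first 18 nt for 31. The median was 0 exact reads and the largest count was 131.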

In plants, it is difficult to identify new miRNAs, even when they have the characteristic hairpin feature, because of abundant inverted repeats that can also fold into dysfunctional hairpins [44,45]. Thus, we used additional strategies that were not based on phylogenetic conservation to identify non-conserved pre-miRNAs. We used MiPred (http://www.bioinf.seu.edu.cn/miRNA/) to distinguish pre-miRNAs from other similar segments in the maize genome. Among the remaining 286 candidate pre-miRNA-like hairpins, 52 were classified as pseudo-pre-miRNAs and 198 were not pre-miRNA-like hairpins. 

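The 26 new miRNAs correspond to 21 distinct mature sequences, which together had 3775 exact reads. Nearly all of these came from miRs6 (TGGGTCAAGAAAGTAGATGAAG), with 3588 reads or 95.0%. It was followed by miRs9 with 54 reads and miRs11 with 43 reads. No exact read was found for miRs10, miRs14 and miRs15, and 15 of the 21 sequences had fewer than 10 exact reads. Each of the 21 had reads when only the first 18 nt had to match.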

The other 36 loci, which encoded 26 non-redundant mature miRNAs (Table 1), were identified as maize-specific miRNA genes. Of these 26 miRNAs, 25 belonged to new families that have not been reported in plants (Additional file 4, Additional file 5). Here, we have designated them in the form of their zma-miR-specific-number, e.g., zma-miRs2. When several maize-specific miRNAs belonged to the same family, we named them in a similar manner to that used to name known mature miRNAs [15] (e.g. zma-miRs6a and zma-miRs6b). All of the new miRNA precursors had regular stem-loop structures. 

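The miRNA* listed for new miRNAs are zma-miRs6a* and zma-miRs6b*, which share 1 sequence, zma-miRs9* and zma-miRs11*. Exact reads numbered 0 for zma-miRs6a*/b*, 1 for zma-miRs9* and 0 for zma-miRs11*, all below the floor of 3 reads. With ends allowed to vary by up to 2 nt, zma-miRs6a*/b* had 6 reads, zma-miRs9* had 1 and zma-miRs11* had 0.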

We also detected four miRNA* (Additional file 3, Additional file 4, Additional file 5, Additional file 6), providing further evidence for the existence of this class of miRNAs in maize.

**Table 1:** Newly identified miRNAs

**miRNA**	**Sequence (5'-3′)**	**Ori**	**Size (nt)**	**Loci**	**miRNA abundance**	Sequence of cloned putative miRNA* (5′-3′)	miRNA* abundance	**Precursor location**
zma-miRs1a	GGUGAACCACCGGACAUCGCAC	5′	22	1	13	NO	0	Chr10:170455..170536:-
zma-miRs1b	GGUGAACCACCGGACAUCGCAC	3′	22	1	21	NO	0	Chr1:261835708..261835791:-
zma-miRs2	UUUGACCAAGUUUGUAGAAAA	5′	21	1	10	NO	0	Chr10:7112184..7112314:-
zma-miRs3	UAUACACUGUGGUUGUGGAUG	5′	21	1	64	NO	0	Chr10:140401501..140401631:-
zma-miRs4	UAGCCAAGCAUGAUUUGCCCGU	5′	22	1	7	NO	0	Chr1:297173995..297174083:+
zma-miRs5	UGAUGCCAUUCAUUAAUCUC	5′	20	3	16	NO	0	Chr1:16908651..16908718:-
zma-miRs6a	UGGGUCAAGAAAGUAGAUGAAG	5′	22	6	4439	UCAUGUAUUUCUUCAUCCAGG	6	Chr1:145766064..145766151:-
zma-miRs6b	UGGGUCAAGAAAGUAGAUGAAG	5′	22	2	4314	UCAUGUAUUUCUUCAUCCAGG	6	Chr8:65126597..65126681:+
zma-miRs7	UUGGAGGGGAUUGAGGGGGCUA	5′	22	1	13	NO	0	Chr2:160587100..160587178:-
zma-miRs8	UUGGAUUGGUUUAGAGUGGUU	5′	21	3	9	NO	0	Chr2:193765038..193765121:-
zma-miRs9	UUAGGCUCGGGGACUAUGGUG	5′	21	1	56	CCGUGGCUCCUGCUCCUGAUG	1	Chr3:37277918..37278069:+
zma-miRs10	AUCGGCUGAUCGUUUGGCCUG	5′	21	1	12	NO	0	Chr3:95960134..95960203:+
zma-miRs11	CGUGGAACUUCUUCGGCGUAG	5′	21	1	59	GUGCCGAAGAAGAACUUCCUGCA	2	Chr4:6987996..6988075:-
zma-miRs12	UGGCUGUGAUGACAAAAAGGU	5′	21	1	14	NO	0	Chr5:13726506..13726621:+
zma-miRs13	UGAGUUUAGGGACUGGGAUGG	3′	21	1	5	NO	0	Chr5:33732172..33732274:+
zma-miRs14	UGAAACUGUCACAGCAUGAUC	5′	21	1	6	NO	0	Chr5:7648838..7648949:-
zma-miRs15	UGUUCGGUUGCUCAGGAACGGU	5′	22	1	9	NO	0	Chr6:102874227..102874366:+
zma-miRs16	UUGCCAGGAGGAGGAUGGAGC	3′	21	1	65	NO	0	Chr9:7189032..7189100:+
zma-miRs17	UGAAAAGCUAGAACGAUUUAC	3′	21	1	9	NO	0	Chr9:33858898..33859002:-
zma-miRs18	GUACUACGGGUACUGCGAGC	3′	20	1	5	NO	0	Chr1:140132808..140132921:+
zma-miRs19a	UGGUUGACAUAUGGACCCCAC	5′	21	1	5	NO	0	Chr2:196666638..196666791:+
zma-miRs19b	UGGUUGACAUAUGGACCCCAC	5′	21	1	5	NO	0	Chr2:196666638..196666790:-
zma-miRs19c	UGGUUGACAUAUGGACCCCAC	5′	21	1	5	NO	0	Chr5:182646213..182646347:+
zma-miRs19d	UGGUUGACAUAUGGACCCCAC	5′	21	1	5	NO	0	Chr9:114976246..114976391:-
zma-miRs20	AGGGCUUGUUCGUUUUGGAGU	5′	21	1	35	NO	0	Chr4:41972777..41972854:-
zma-miRs21	GGUGUUGGUGCCUGUAGCGG	5′	20	1	7	NO	0	Chr7:6041852..6041939:+

^*^indicated miRNA star (miRNA*).

### Characterization of newly identified miRNAs in maize

As expected, approximately all 22 the conserved miRNA families in the small RNA library were identified in this study. However, we detected miRNA* sequences of zma-miR171h/k and zma-miR408b instead of their corresponding mature miRNA sequences (Additional file 5). 

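By exact mature reads, 19 of the 22 conserved families were present. No exact read was found for miR393 or miR395, which had 18 and 1 reads within 2 nt of both ends, and miR408 was represented only by its miRNA*. For miR395, 0 reads correspond to an upper 95% limit of 0.346 rpm, so an abundance below this limit was not excluded. The total over all 42 families, conserved and new, was 151834 reads, or 1.42% of the library.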

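The miRNA* shared by zma-miR171h and zma-miR171k had 0 exact reads and 3 reads with ends within 2 nt. For zma-miR408b*, 1 exact read was found, and its mature partner zma-miR408b had 0 exact reads and 1 read with the same first 18 nt. These counts are at or below the floor of 3 reads.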

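Exact reads numbered 274 for zma-miR160e, 31061 for the sequence shared by zma-miR166e and zma-miR166f, 0 for zma-miR169g and 127 for zma-miR172e. On its own precursor, zma-miR169g had 9 reads within 2 nt of both ends. The 667 reads that share its first 18 nt are shared with zma-miR169p, whose exact sequence had 606. The miRNA* had 0 exact reads for zma-miR160e*, 4 for zma-miR166e*, 1 for zma-miR166f* and 1 for zma-miR169g*. The counts of zma-miR166e* depended on its ends, as reads within 2 nt of both ends numbered 219, of which 172 were GGAATGTTGTCTGGCTCGAGG.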

We also identified five mature miRNAs (zma-miR160e, zma-miR166e/f, zma-miR169g, and zma-miR172e) previously predicted by similarity searches [18,20] and unexpectedly found their corresponding miRNA* sequences (zma-miR160e*, zma-miR166e*/f*, and zma-miR169g*), which were not available in miRBase. Besides the known miRNAs, we also identified 26 new miRNA candidates (Table 1, Additional file 6), and nine (zma-miRs1a/b, zma-miRs2, zma-miRs4, zma-miRs7, zma-miRs9, zma-miRs12, zma-miRs14, and zma-miRs17) were previously reported [27] (Additional file 5). 

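Aligned over 21 positions counted from the 5′ end, miRs4 (TAGCCAAGCATGATTTGCCCGT) differed from zma-miR169p (TAGCCAAGGATGACTTGCCGG) at 3 positions: G9C, C14T and G20C, with the miR169 base given first. In the library, miRs4 had 7 exact reads and zma-miR169p had 606.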

The sequence of miRs4 was similar to that of members of the miR169 family (Additional file 7), indicating that miRs4 may be a member of that family. Most of the new miRNAs could only be produced from one locus. However, zma-miRs6b and four other new miRNA genes (zma-miRs5, zma-miRs6a, zma-miRs8, and zma-miRs23) could be produced from two or more loci (Additional file 4). 

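The mature sequence is identical for zma-miRs6a and zma-miRs6b, so its 3588 exact reads cannot be divided between their loci. Counted for each of these 2 entries of Table S4, the same reads come to 7176, although Table 1 gives both names several loci.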

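Among the 21 distinct sequences of the new miRNAs, 13 were 21 nt long (61.9%, 95% Wilson interval 40.9% to 79.2%), 5 were 22 nt and 3 were 20 nt. Weighting each sequence by its exact reads reduced the 21 nt share to 4.00%, because the 22 nt miRs6 held 95.0% of the reads.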

Among the newly identified miRNAs, 21-nt miRNAs were the most abundant category (52.6%) (Figure 1b). 

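U stood at the 5′ end of 71.4% of the 21 distinct new miRNAs (95% Wilson interval 50.0% to 86.2%), and of 98.0% of their reads. At position 10 the distinct sequences had A in 19.0%, with U the most common base at 38.1%. At position 11 they had A in 14.3%, with C the most common base at 33.3%. Weighted by reads, A reached 95.6% at position 10 and 95.2% at position 11. These weighted shares rested on miRs6: at position 11, A fell to 2.67% when miRs6 was left out.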

Analysis of the nucleotide sequences of these miRNAs revealed that uridine (U) was the most common nucleotide at the 5′ end (>80%) (Figure 1c), and the 10th and 11th nucleotides, which match to the cleavage site of targets, were usually adenine (A). Also, U was the most common nucleotide at positions 21 and 22 in these miRNAs.

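At position 21, 22.2% of the 18 distinct sequences long enough to reach it had U, and G was the most common base with 38.9%. At position 22, 40.0% of 5 sequences had U (95% Wilson interval 11.8% to 76.9%). Weighted by reads, U made up 0.797% at position 21 and 0.194% at position 22. The base of miRs6 was the most common base by weighted reads at 22 of its 22 positions.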

Next, we conducted microarray assays to analyze expressions of the known and newly identified miRNAs during maize ear development. We detected transcripts of all of the conserved miRNAs and 20 out of 26 (76%) maize-specific miRNAs in the microarray experiment. Those that were undetected either had a low affinity to the chip probes or very low transcript levels (sequencing frequency <50) (Additional file 8). These results suggest that Solexa sequencing is a more specific and efficient tool than the miRNA microarray assay for identifying mature miRNAs. In our study, we detected six miRNA families (miR408/482/827/397/398/2118) in the microarray assay that were not present in the Solexa sequencing data (Additional file 8, Additional file 9). These miRNAs need to be further validated.

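For 3 of these families the mature sequence could be rebuilt from the stem-loop primers of Table S11 and looked up in the sequencing library. The miR827 sequence TTAGATGACCATCAGCAAACA had 2100 exact reads, or 197 rpm (95% Clopper-Pearson interval 189 to 206), and 2139 reads with the same first 18 nt. The miR398 and zma-miR408b sequences each had 0 exact reads and 1 read with the same first 18 nt. The sequences of miR482, miR397 and miR2118 and the microarray signals were not analysed here.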

Although we identified 122 miRNAs (96 conserved + 26 non-conserved) and 64 miRNA*s, they showed a diverse range of abundance, and only a few miRNA families dominated in the miRNA library and microarray assay data. 

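Counting exact reads of distinct mature sequences, the 2 largest families, miR168 and miR166, held 89.0% of all 151834 miRNA reads and the 6 largest held 98.5%. The share of the 2 largest was 86.0% with reads sharing the first 18 nt, 84.4% with reads within 2 nt of both ends and 87.0% with reads summed over loci. The paper states that a few miRNA families dominated both the library and the microarray data, and the latter were not analysed here.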

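Exact abundances in rpm were 8008 for miR168 (95% Clopper-Pearson interval 7955 to 8062), 4670 for miR166 (4629 to 4711), 479 for miR167 (466 to 493), 418 for miR156 (406 to 431), 336 for miRs6 (326 to 348) and 115 for miR164 (109 to 122). The corresponding exact reads were 85395 for miR168, 49798 for miR166, 5113 for miR167, 4462 for miR156, 3588 for miRs6 and 1230 for miR164. In the same count miR159 had 21 reads, or 1.97 rpm (1.22 to 3.01), and ranked 19 among the families. Its rank rose to 9 when reads needed to share only the first 18 nt, and to 17 with reads within 2 nt of both ends.

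**Figure D2:**
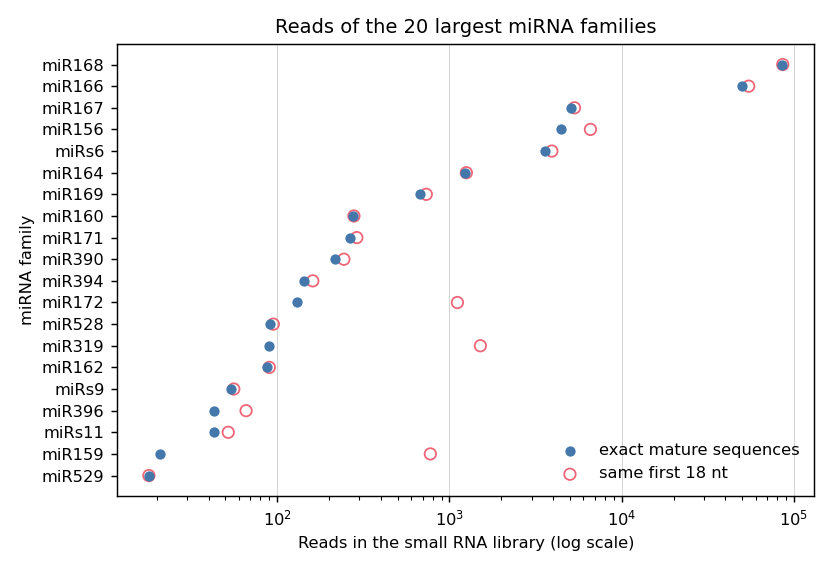
Reads (horizontal axis, logarithmic) of the 20 largest miRNA families (vertical axis) in the small RNA library, by exact mature sequence (filled points) and by the same first 18 nt (open circles). miR168 and miR166 lead with 85395 and 49798 exact reads, and miR159 moves from 21 to 775 reads.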

The six most abundantly expressed miRNA families were miR166, miR168, miR167, miR156, miR159, and miRs6. 

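Exact reads numbered 0 for miR395, 6 for miR399, 2 for miR2275, 1 for miRs12 and 5 for miRs19. In rpm, miR395 had an upper 95% limit of 0.346, miR399 had 0.563 (0.206 to 1.22) and miRs19 had 0.469 (0.152 to 1.09). With the same first 18 nt, miR399 had 15 reads and miRs12 had 15. The library pools the 4 stages and a single tissue, so these counts do not compare tissues.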

There were extremely low frequencies of miR395, miR399, miR2275, miRs12, and miRs19, possibly because these families are expressed in a tissue-specific manner. 

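Of the 47 distinct miRNA* sequences, 42 had fewer than 30 exact reads and 41 had fewer than 30 reads with the same first 18 nt. The 5 with 30 or more exact reads were zma-miR160b*, zma-miR166g*, zma-miR166m*, zma-miR171d* and zma-miR396a*. Of these 5, zma-miR396a* had 51 exact reads against 43 for its mature sequence, and the others had fewer than theirs. The median was 0 reads for miRNA* and 10 reads for mature sequences.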

Most of the miRNA*s showed very low transcript levels (sequencing frequency <30), much lower than those of their homoplastic miRNAs, consistent with previous findings [12]. 

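In the deposited counts, zma-miR408b had 0 exact reads and zma-miR408b* had 1. With reads sharing the first 18 nt, the counts were 1 for zma-miR408b and 2 for zma-miR408b*. Table S4 lists a frequency of 6 for zma-miR408b*, and reads over its whole arm could not be counted because no precursor sequence was found for it. In exact reads, a difference of 1 read is within counting error.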

The transcript level of zma-miR408b was lower than that of zma-miR408b*, and the mature product from the 3′ arm of the hairpin suggested that the 3′ arm may be functional.

### Expression profiles of known and newly identified miRNAs

To analyze miRNA expression during maize ear development, we analyzed the miRNA expression profiles of ear samples collected at four different developmental stages using microarray assays. Conserved mature miRNAs are generally conserved among plant species and are stably expressed in diverse tissues. However, when microarray technology is used to analyze expression, members of the same miRNA family with 1–3 nt sequence differences need to be normalized for further analyses because hybridization can occur between members of the same miRNA family across different species [46]. Hence, a total of 53 miRNAs, about 8.4% (53/632) of the probes on the microarray, were identified as putative differentially expressed miRNAs (*P = 0.01*) (Table 2). Of these, 45 miRNAs aligned with 59 members of 21 maize miRNA families, while the others corresponded to members of miRNA families from three other plant species, including rice (osa-miR156/162/164/168/396/529) *Arabidopsis* (ath-miR156/164/167) and sorghum (sbi-miR396). The results shown in Additional file 10: Figure S3 indicated that the differentially expressed miRNAs may be specially regulated in diverse pathways during ear development. A sample of 12 expressed miRNAs was randomly selected for validation by stem-loop qRT-PCR. The trends in the expression of these miRNAs detected by microarray experiments were consistent (7 miRNAs) or partially (5 miRNAs) consistent with those determined in stem-loop qRT-PCR analyses (Figure 2).

**Table 2:** The differentially expressed miRNA families and members

**miR family**	**Members of identified miRNAs**	**miR family members**	**signal (> 500)**
zma-miR156	zma-miR156a/j/k	zma-miR156a/b/c/d/e/f/g/h/i/l	no
	osa-miR156l	zma-miR156j	no
	ath-miR156g	zma-miR156k	no
zma-miR160	zma-miR160a	zma-miR160a/b/c/d/g/h	no
zma-miR162	zma-miR162	zma-miR162	no
	osa-miR162a/b		
zma-miR164	zma-miR164a/e/f/h	zma-miR164a/b/c/d/g	yes
	osa-miR164c/e	zma-miR164e	yes
	ath-miR164c	zma-miR164f	yes
		zma-miR164h	no
zma-miR167	zma-miR167a/e	zma-miR167a/b/c/d	yes
	ath-miR167c/d	zma-miR167e/f/g/h/i/j	yes
zma-miR168	zma-miR168a	zma-miR168a/b	yes
	osa-miR168a/b		
zma-miR171	zma-miR171b/c/d/g	zma-miR171b/d/e/i/j	no
		zma-miR171c	no
		zma-miR171g	no
zma-miR172	zma-miR172e	zma-miR172e	no
zma-miR319	zma-miR319a	zma-miR319a/b/c/d	yes
zma-miR390	zma-miR390a	zma-miR390a/b	no
zma-miR396	zma-miR396c	zma-miR396c/d	no
	osa-miR396f/g		
	sbi-miR396d		
zma-miR408	zma-miR408b*	zma-miR408b*	no
zma-miR528	zma-miR528a	zma-miR528a/b	yes
zma-miR529	zma-miR529	zma-miR529	no
	osa-miR529b		
zma-miR827	zma-miR827	zma-miR827	no
zma-miRs7	zma-miRs7	zma-miRs7	yes
zma-miRs9	zma-miRs9	zma-miRs9	no
zma-miRs16	zma-miRs16	zma-miRs16	no

^*^indicated miRNA star (miRNA*).

**Figure 2:**
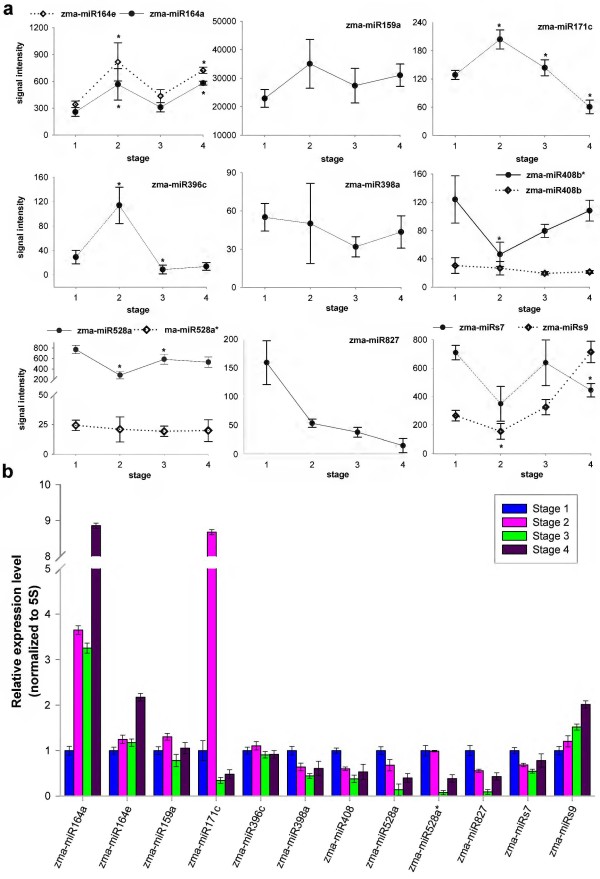
**Expression of 12 miRNAs in developmental ears in maize.** The expression pattern of 12 miRNAs detected by microarray experiment **(a)** and stem-loop quantitative Real-Time PCR (qRT-PCR) **(b)**. Stages 1, 2, 3, and 4 represent stage I, stage II, stage III, and stage IV, respectively. *indicated the significant difference in adjacent two developmental stages (one-way ANOVA and Fisher′s LSD, p < 0.01, n = 4). The blue, pink, green, and purple bars in graph b depicted the stem-loop qRT-PCR relative expression level ± standard error of three replicates for each miRNA in the four developmental stages of maize ears, respectively.

### Target prediction of conserved and non-conserved miRNAs by degradome sequencing

To identify small RNA targets at a global level in maize, we used the recently developed degradome library sequencing technology [47,48]. We generated four libraries from maize ears at different developmental stages (I-IV) as described above. 

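The degradome data are 1 library for each of stages I to IV, without replicates, so stage and library cannot be told apart and no p-value was computed across stages. Poly(A) RNA was ligated to a 5′ adapter with an MmeI site, amplified, digested with MmeI, ligated to another adapter and amplified again, which leaves tags of about 20 nt from the 5′ ends of uncapped RNAs. The authors removed adaptors and tags of low quality, collapsed identical tags and deposited each distinct tag with its count, without normalization. From these counts, the cleavage sites listed in Table S8 were sought without a genome or transcripts. A site was called located when tags from a single 5′ start paired with the family's miRNA over nucleotides 1 to 10, within the listed alignment score, and their summed reads equalled the listed abundance in every listed stage. Cleavage reads are the reads of tags of 20 nt or more that share the first 20 nt of the located tag, and rpm are reads scaled to all tags of the library. The smallest amount shown is 3 reads, or 0.220, 0.164, 0.317 and 0.357 rpm in stages I, II, III and IV. Intervals are 95% Clopper-Pearson intervals for reads at sites and 95% Wilson intervals for shares.
Of the 160 combinations of family, gene and listed reads, 61 were located, in 52 of the 132 target genes and at 45 distinct tags. Another 62 had several possible starts, 23 had too many tags with the listed reads, 10 had no miRNA sequence, and 4 with a single start were set aside because more than 20 of 100 shuffled miRNA sets gave one too. For the located combinations, 3.70% of the shuffled miRNA sets also gave a single start. Because the listed reads were used to find a site, the located set favours sites with many reads: 58 of the 83 combinations with 20 or more listed reads were located. Of the 132 genes, 92 matched a symbol in the gene table.
Reads at located sites depended most on which tag lengths were counted. Counts of the located tag and its 5′ parts of 18 nt or more leave out tags that run past it or have another 3′ sequence. In stage II, these counts summed to 24585 against 3575 in tags of 20 nt or more, and 85.5% of the former were in tags of 18 to 19 nt. Stage I changed least, from 1366 reads in tags of 20 nt or more to 1528 in the located tag and its 5′ parts of 18 nt or more.
In each library, tags of 18 nt began mainly at starts where 1 particular pair of bases followed nucleotide 18, as read from longer tags of the same start. The pair was TG in stages I and II, TT in stage III and AC in stage IV, and starts with that pair held 94.2%, 98.3%, 93.7% and 88.7% of the 18 nt reads with known bases in stages I, II, III and IV. At starts with other pairs, 18 nt tags made up 0.590%, 0.214%, 0.614% and 0.660% of the reads.

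**Figure D3:**
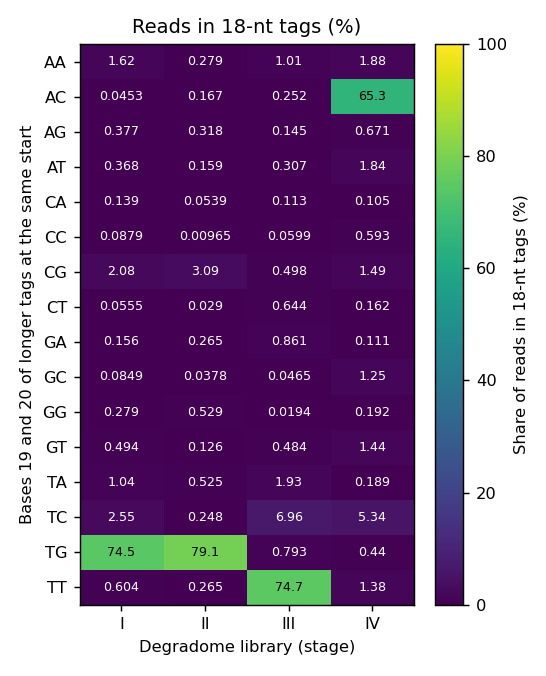
Share of reads in 18 nt tags (percent) at starts grouped by the 2 bases that follow nucleotide 18, for the degradome libraries of stages I to IV. TG stands out in stages I and II (74.5% and 79.1%), TT in stage III (74.7%) and AC in stage IV (65.3%).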

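The deposited counts sum to 13638690, 18257616, 9477595 and 8393209 reads for stages I, II, III and IV, over 1706149, 2887536, 682164 and 2490241 distinct sequences. Tags ran from 18 to 44 nt. Those of exactly 20 nt made up 42.7%, 41.1%, 40.2% and 40.4% of the reads in stages I, II, III and IV, and those of 20 to 21 nt made up 72.9%, 74.9%, 71.2% and 55.2%. Tags of 18 to 19 nt held 26.3%, 24.6%, 27.9% and 44.7%. Distinct tags were read 7.99, 6.32, 13.9 and 3.37 times on average in stages I, II, III and IV. With every library drawn down to 8393209 reads, the expected numbers of distinct sequences were 1531310 in stage I, 2194280 in stage II, 667395 in stage III and 2490240 in stage IV.

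**Figure D4:**
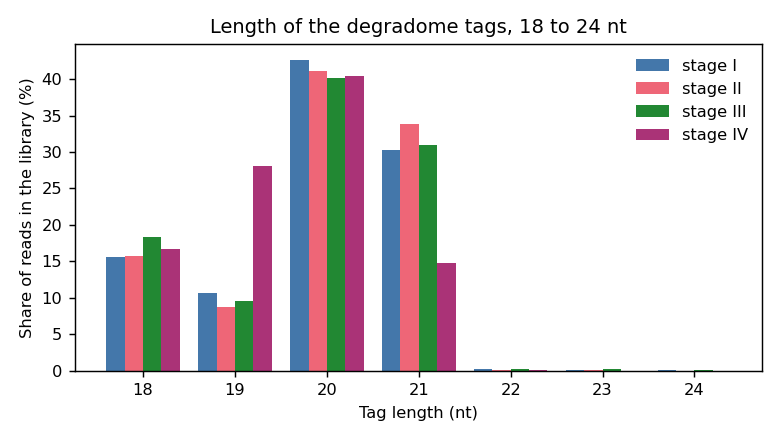
Share of reads (percent, vertical axis) by tag length from 18 to 24 nt (horizontal axis) in the degradome libraries of stages I to IV. The 20 nt class is the largest in each library, between 40.2% and 42.7%, and tags of 18 to 19 nt reach 44.7% in stage IV.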

High-throughput sequencing yielded 13,638,690 (1,706,149 distinct), 18,257,616 (2,887,536 distinct), 9,477,595 (682,164 distinct), and 8,393,209 (2,490,241 distinct) 20-nt sequences representing the 5′ ends of uncapped, poly-adenylated RNAs for stages I to IV, respectively. The total number of signatures matching to the genome was 10,596,420 for stage I, 14,571,419 for stage II, 7,415,394 for stage III, and 6,524,350 for stage IV. The number of distinct sequences in the four libraries matching to the genome was 1,123,608 (66%) for stage I, 1,995,882 (69%) for stage II, 423,065 (62%) for stage III, and 1,746,858 (70%) for stage IV. The number of signatures that matched to only one location in the genome was relatively high: 825,904 (74%) for stage I, 1,521,543 (76%) for stage II, 317,671 (75%) for stage III, and 1,318,724 (70%) for stage IV, suggesting that 20-nt signatures are sufficient to identify their origin in the maize genome. Of these, 973,186 (87%), 1,816,631 (91%), 382,792 (90%) and 1,580,297 (90%) distinct signatures for stage I, II, III, and IV, respectively, could be mapped to annotated maize gene models (B73 RefGen_v2). A small proportion of the distinct signatures (0.8%, 0.7%, 0.9%, and 0.7% for stage I, II, III, and IV, respectively) could also be mapped to the maize chloroplast or mitochondrial genomes. The number of distinct signatures matching to rRNAs, tRNAs, small nucleolar RNAs (snRNAs) or small nuclear RNAs was 10,101 (0.9%) for stage I, 9,596 (0.5%) for stage II, 4,521 (1.1%) for stage III, and 11,572 (0.7%) for stage IV. These were removed before subsequent analyses (Additional file 10). Similarly, we removed the sequences matching to repeats/transposons that were revealed by searches against the repeat database (http://www.girinst.org/server/RepBase/). Interestingly, a significant proportion of distinct signatures from the four libraries matched to introns and intergenic regions, similar to the findings of previous transcript profiling analyses [47,48].

Based on previous studies, a characteristic scenario of miRNA-guided slicing is that the cleavage takes place precisely between the 10th and 11th nt from the 5′ end of miRNA in the complementary region of the target transcript [47-51]. 

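The position of the cut was examined with 62 miRNA sequences, which have 49 different first 10 bases, by counting tag starts whose first bases were the perfect complement of miRNA nucleotides 1 to 10. At the position between nucleotides 10 and 11, such starts numbered 96, 181, 46 and 109 in stages I, II, III and IV. The means for 100 sets of miRNAs shuffled with their dinucleotides kept were 86.3, 165.8, 35.3 and 104 starts, and 28, 26, 9 and 38 of the 100 sets reached the real number. With plain shuffles of single bases, 2, 0, 0 and 2 of the 100 sets did. Each of the 62 sequences was shuffled on its own, so a shuffled set could hold more different first 10 bases than the real 49. This tends to raise the shuffled counts here and below. A large number of sets reaching the real count therefore does not show that the real starts arose by chance. Limited to starts with 10 or more reads, the counts were 15, 19, 25 and 10, against dinucleotide means of 11.3, 16.4, 16.1 and 4.13, and 21, 30, 4 and 1 of the 100 sets reached them. Among offsets of -10 to 0 nt from this position, it had the most starts in stages II and IV only. In stage I, offsets -9 and -10 had 109 and 100 starts, below their dinucleotide means of 123 and 116. In stage III, offset -5 had 48 starts against a mean of 32.

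**Figure D5:**
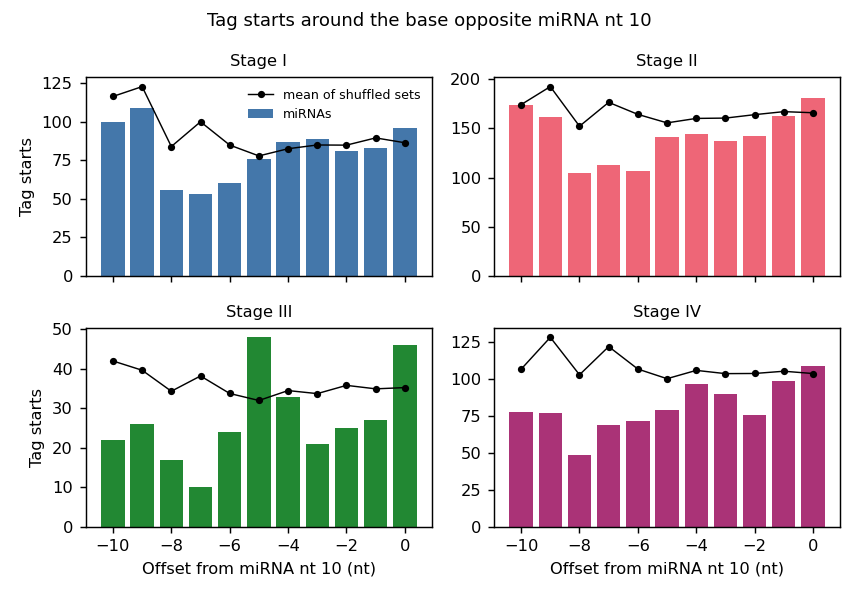
Number of tag starts (vertical axis) by offset in nt from the base opposite miRNA nucleotide 10 (horizontal axis) in stages I to IV, for the real miRNAs and for the mean of 100 dinucleotide shuffles. At offset 0 the real counts are 96, 181, 46 and 109, against shuffled means of 86.3, 165.8, 35.3 and 104. Shuffled sets could hold more different first 10 bases than the real miRNAs, which tends to raise their means.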

We used CleaveLand pipeline [52] to identify sliced miRNA targets in the maize transcriptome. Various sequenced tags were plotted on each of the target transcripts (Additional file 11). The cleaved target transcripts were categorized into five classes (categories 0, 1, 2, 3, and 4) as reported previously for *Arabidopsis*[47], grapevine [49], rice [51], and soybean [50].

For conserved miRNAs and ta-siRNAs, 120 target genes (234 transcripts) were identified in ears at the four stages of development (Table 3, Figure 3 Additional file 12). 

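In Table S8, 118 target genes belong to conserved miRNAs and 14 to non-conserved miRNAs, with 4 genes in both groups. Another 4 genes are targets of ta-siRNAs, which makes 132 genes. Of the 132, 51 were listed in stage I, 66 in stage II, 72 in stage III and 65 in stage IV. The 45 tags located for 52 of these genes had 1366, 3575, 1332 and 2815 reads of 20 nt or more in stages I, II, III and IV. In rpm these were 100.2 (95% interval 94.9 to 106), 196 (189 to 202), 141 (133 to 148) and 335 (323 to 348). Counted in tags of exactly 20 nt, the reads were 780, 1867, 880 and 2721.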

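The 3 targets with the most cleavage reads at the 45 located tags were counted in tags of 20 nt or more. In stage I these were the miR169 targets GRMZM2G091964 with 416 reads (30.5 rpm, 95% interval 27.6 to 33.6), GRMZM5G857944 (NF-YA13) with 389 reads (28.5, 25.8 to 31.5) and GRMZM5G829103 with 78 reads (5.72, 4.52 to 7.14). In stage II, GRMZM2G091964 had 773 reads (42.3 rpm, 39.4 to 45.4), GRMZM5G857944 had 417 reads (22.8, 20.7 to 25.1), and a tag shared by the miR171 targets GRMZM2G037792, GRMZM2G418899 and GRMZM5G825321 had 407 reads (22.3, 20.2 to 24.6). Stage III was led by GRMZM5G857944 with 202 reads (21.3 rpm, 18.5 to 24.5), GRMZM5G829103 with 123 reads (13.0, 10.8 to 15.5) and the miR156 target GRMZM2G067624 (sbp29) with 103 reads (10.9, 8.87 to 13.2). The largest counts of stage IV belonged to the miR396 targets GRMZM2G018414 (GRF13) with 895 reads (107 rpm, 99.8 to 114) and GRMZM2G033612 (GRF8) with 637 reads (75.9, 70.1 to 82.0), and to a tag shared by the miR319 targets GRMZM2G089361 and GRMZM2G115516 with 264 reads (31.5, 27.8 to 35.5). Counting the located tag and its 5′ parts of 18 nt or more changed the order in stage II, where GRMZM2G165488 had 11217 reads and GRMZM5G829103 had 9617, and in stage IV, where the miR167 target GRMZM2G078274 (ARF3) had 739. Whether a read count is high for its transcript needs the other tags of that transcript, which were not used here.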

Reads associated with most of these miRNA targets were over-represented (Additional file 11). However, only 15% of the miRNA targets (19 out of 127) were identified in all four stages. 

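A recount of Table S8 gave 19 of 128 target genes of miRNAs in all 4 stages (14.8%, 95% Wilson interval 9.71% to 22.0%). Of the 52 genes with a located tag, 22 (42.3%, 29.9% to 55.8%) had cleavage reads of 20 nt or more in all 4 libraries, against 18 of the same 52 (34.6%) listed there. By stage, 34, 46, 38 and 39 of the 52 genes had such reads in stages I, II, III and IV. Requiring 2 reads or more reduced the share in all 4 to 34.6%, drawing every library down to the smallest gave 40.3%, and tags of exactly 20 nt gave 25.0%.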

The targets were classified into categories 0–4 based on the abundance of degradome tags indicative of miRNA-mediated cleavage. In stage I, II, III, and IV, there were 5, 19, 7, and 20 targets classified as category 0 (where miRNA-guided cleavage remnants were the most abundantly recovered species) [53]. 

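In Table S8, 5, 19, 13 and 23 genes carried category 0 in stages I, II, III and IV. Here and below, a gene counts once in each stage, by its lowest category over all its lines. Targets of non-conserved miRNAs and of ta-siRNAs are included. Their median listed abundance was 13 reads in stage I, 169 in stage II, 45 in stage III and 123 in stage IV. The located tags of category 0 genes had medians of 13, 169, 23 and 43.5 reads of 20 nt or more in stages I, II, III and IV.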

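Category 1 was the lowest category of 5, 2, 21 and 6 genes in stages I, II, III and IV, with median listed abundances of 6, 114, 33 and 3.5 reads. Over the 4 stages this made 34 entries. Limited to tags at no more than 20 transcript positions, 16 entries remained, and at an alignment score of at most 4, 6 remained.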

There were 5, 2, 20, and 3 targets in stage I, II, III, and IV, respectively, classified as category 1 (where the abundance of cleavage products was equal to the maximum, and there was more than one maximum position on the transcript). 

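For category 2, the recount gave 24, 29, 28 and 21 genes in stages I, II, III and IV, with median listed abundances of 16.5, 12, 36 and 5 reads. The largest listed abundances were 416, 259, 123 and 194 reads.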

In stage I, II, III, and IV, there were 22, 28, 27, and 20 targets classified as category 2 (where the abundance of cleavage sequences was less than the maximum but greater than the median for the transcript). 

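Genes with category 3 as their lowest category numbered 10, 8, 10 and 3 in stages I, II, III and IV. Genes that have category 3 on some lines and a lower category on others are not among them. Their listed abundances were low throughout, with medians of 5, 3, 11 and 3 reads and a largest value of 15 reads in stage III.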

In stage I, II, III, and IV there were 10, 7, 13 and 5 target transcripts classified as category 3 (where the total abundance of degradome sequences at the cleavage site was equal to or less than the median for the transcript). All other transcripts were classified as category 4 (where only one raw read matched the 5′ end of a slicing remnant). 

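All 124 lines of Table S8 in category 4 list an abundance of 1 read, which is below the floor of 3 reads. Transcripts and miRNAs of a family are listed separately, and category 4 was the lowest category in 27 entries of gene and stage.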

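Category 4 was the lowest category of 7 genes in stage I, 8 in stage II, 0 in stage III and 12 in stage IV. With at least 2 reads required, 0 remained in each stage.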

Only 4, 8, 0, and 9 targets in stage I, II, III, and IV, respectively, were in category 4. Among the identified targets, category 2 was the most abundant category among the four degradome libraries (Tables 3, 4 and Additional file 11).

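Summed over the 4 stages and counted by lowest category, Table S8 lists 102 entries of gene and stage in category 2, 60 in category 0, 34 in category 1, 31 in category 3 and 27 in category 4. In this sum, category 2 stayed the largest at an alignment score of at most 4, with at least 2 reads, and with tags at no more than 20 transcript positions. By stage, it was the largest in stages I to III. Stage IV had 23 genes in category 0 and 21 in category 2, or 18 and 21 at a score of at most 4. Categories were taken from the table, because they rest on all tags of a transcript, and transcripts were not used here.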

**Table 3:** Conserved maize miRNA targets identified by degradome sequencing in this study

**miRNA**^**a**^	**Target gene**	**Location of the target site**	**Repeat normalized read abundance (category)**^**b**^				**Target gene annotation**^**c**^	**Other degradome evidence**	**5′-RACE or genetic experiment**
			**I**	**II**	**III**	**IV**			
miR156	GRMZM2G156621	CDS	2.50 (3)	3.50 (2)	39.00 (2)		SBP-box transcription factor^#^	[26]	N
miR156	GRMZM2G067624	3′-UTR	18.00 (2)	46.50 (2)	51.50 (2)	97.00 (2)	SBP-box transcription factor^#^	[26,28]	N
miR156	GRMZM2G163813	CDS/3′-UTR	3.33 (2)	17.67 (2)			SBP-box transcription factor^#^	[26,28]	N
miR156	GRMZM2G113779	3′-UTR	18.00 (2)	4.00 (2)	86.00 (2)	352.00 (0)	SBP-box transcription factor	[28]	N
miR156	GRMZM2G126827	CDS	2.50 (3)	3.50 (2)	39.00 (2)		SBP-box transcription factor^#^	[26]	N
miR156	GRMZM2G318882	5′-UTR	0.03 (1)				SBP-box transcriptionfactor	N	N
miR156	GRMZM2G136158	CDS	0.03 (1)				SBP-box transcription factor	N	N
miR156	GRMZM2G460544	CDS			2.00 (3)		SBP-box transcription factor^#^	[26,28]	N
miR156	GRMZM5G878561	CDS			6.50 (3)	7.50 (0)	SBP-box transcription factor	[26]	N
miR156	GRMZM2G307588	CDS			2.00 (3)		SBP-box transcription factor^#^	[26,28]	N
miR156	GRMZM2G371033	CDS			6.50 (1)	7.50 (0)	SBP-box transcription factor	[26]	N
miR156	GRMZM2G160917	CDS/3′-UTR			2.00 (3)		SBP-box transcription factor^#^	[26,28]	N
miR156	GRMZM2G126018	CDS			2.00 (2)		SBP-box transcription factor#	[28]	N
miR159	GRMZM2G139688	CDS	76.00 (2)	169.00 (0)	86.00 (2)	3.00 (2)	MYB domain transcription factor^#^	[26,28]	N
miR159	GRMZM2G038195	CDS	2.5 (2)		5.50 (2)		Metallophosphoesterase^#^	N	N
miR159	GRMZM2G093789	CDS		0.67 (3)			MYB domain transcription factor^#^	[28]	N
miR159	GRMZM2G167088	CDS		2.00 (2)		0.33 (4)	MYB domain transcription factor^#^	N	N
miR159	GRMZM2G416652	CDS		2.00 (2)		0.33 (4)	Homeodomain-like#	N	N
miR159	GRMZM2G028054	CDS		24.00 (2)			MYB domain transcription factor^#^	[26,28]	N
miR159	GRMZM2G075064	CDS		0.67 (2)			MYB domain transcription factor^#^	N	N
miR159	GRMZM2G423833	CDS		0.67 (3)			MYB domain transcription factor^#^	[28]	N
miR159	GRMZM2G089361	CDS				1.33 (3)	TCP Transcription factor^#^	[26]	N
miR159	GRMZM2G387828	CDS				4.00 (1)	unknown	N	N
miR160	GRMZM2G005284	CDS	2.00 (1)	2.00 (2)			Auxin response factor^#^	N	N
miR160	AC207656.3_FGT002	CDS	6.50 (0)	18.00 (2)			Auxin response factor^#^	[26]	N
miR160	GRMZM2G159399	CDS	8.5 (2)	23.00 (2)		1.00 (4)	Auxin response factor^#^	[26,28]	N
miR160	GRMZM5G808366	CDS	10.00 (0)	3.00 (2)	32.00 (1)		Auxin response factor	N	N
miR160	GRMZM2G153233	CDS	24.00 (0)	68.00 (0)	37.00 (0)	1.00 (4)	Auxin response factor^#^	[26,28]	N
miR160	GRMZM2G390641	CDS		2.33 (0)	5.00 (2)		Auxin response factor^#^	[26]	N
miR160	GRMZM2G081406	CDS		2.33 (3)	5.00 (3)		Auxin response factor^#^	[26,28]	N
miR162	GRMZM2G040762	CDS				1.00 (4)	DICER-LIKE1	N	N
miR164	GRMZM2G457630	5′-UTR		2.50 (0)			No apical meristem (NAM) protein	N	N
miR164	GRMZM2G370846	3′-UTR			2.33 (1)		No apical meristem (NAM) protein	N	N
miR164	GRMZM2G370850	3′-UTR			2.33 (1)		No apical meristem (NAM) protein	N	N
miR164	GRMZM2G393433	CDS			2.50 (3)		Helix-loop-helix DNA-binding^#^	[28]	N
miR164	GRMZM2G163975	CDS	-	-	2.50 (1)	-	Helix-loop-helix DNA-binding^#^	N	N
miR166	GRMZM2G109987	CDS	0.6 (3)	2.40 (2)	15.80 (2)	27.80 (2)	bZIP transcription factor (rld1)^#^	[28]	N
miR166	GRMZM2G042250	CDS		2.00 (2)	15.75 (2)	17.00 (2)	bZIP transcription factor (rld2)^#^	[28]	N
miR166	GRMZM2G469551	CDS			25.50 (2)	28.00 (0)	bZIP transcription factor^#^	[26]	N
miR166	GRMZM2G123644	CDS				0.60 (2)	unknown	[26]	N
miR166	GRMZM2G336718	CDS				0.60 (2)	unknown	[26]	N
miR166	GRMZM2G055957	3′-UTR				9.50 (0)	unknown	[26,28]	N
miR166	GRMZM2G178102	CDS				0.60 (3)	bZIP transcription factor^#^	[26,28]	N
miR166	GRMZM2G003509	CDS				0.60 (2)	bZIP transcription factor^#^	[26,28]	N
miR167	GRMZM2G028980	CDS		77.00 (0)			Auxin response factor^#^	[26]	N
miR167	GRMZM2G089640	CDS		74.00 (0)		40.50 (0)	Auxin response factor^#^	[26,30]	N
miR167	GRMZM2G078274	CDS			6.60 (2)	147.80 (0)	Auxin response factor^#^	[26,30]	N
miR167	GRMZM2G475882	CDS			6.60 (2)		Auxin response factor^#^	[26,28]	N
miR169	GRMZM5G829103	3′-UTR	32.00 (2)	1923.40 (0)	24.60 (2)	3.40 (2)	CCAAT-binding transcription factor	[26,28]	N
miR169	GRMZM2G165488	3′-UTR	7.25 (2)	2804.25 (0)	8.25 (2)	1.25 (2)	CCAAT-binding transcription factor^#^	[26,28,30]	[30]
miR169	GRMZM2G037630	3′-UTR	12.00 (2)	13.00 (2)		2.00 (2)	CCAAT-binding transcription factor	[26,28]	N
miR169	GRMZM2G000686	3′-UTR	3.60 (2)	21.80 (0)	2.70 (2)	0.10 (4)	CCAAT-binding transcription factor^#^	[26,28]	N
miR169	GRMZM5G853836	3′-UTR	21.00 (2)	50.00 (2)	27.50 (2)		unknown	[26,28]	N
miR169	GRMZM5G857944	3′-UTR	129.67 (0)	139.00 (0)	67.33 (0)	16.00 (0)	CCAAT-binding transcription factor	[26,28]	N
miR169	GRMZM2G038303	3′-UTR	17.00 (2)	4.00 (2)	23.00 (0)	12.00 (0)	CCAAT-binding transcription factor^#^	[28,30]	N
miR169	GRMZM5G849099	3′-UTR	4.00 (2)				unknown	N	N
miR169	GRMZM2G409430	CDS	3.50 (0)				unknown	N	N
miR169	GRMZM2G091964	3′-UTR	138.67 (2)	257.33 (0)	27.00 (2)	99.33 (0)	CCAAT-binding transcription factor^#^	[26,28,30]	[30]
miR169	GRMZM2G078124	CDS/3′-UTR		1.00 (2)			Molluscan rhodopsin C-terminal tail^#^	[28,30]	[30]
miR171	GRMZM2G418899	CDS	1.80 (2)	80.40 (0)	4.60 (2)	0.60 (2)	GRAS transcription factor^#^	[26,29]	N
miR171	GRMZM2G037792	CDS	1.80 (3)	80.40 (0)	4.60 (3)	0.60 (3)	GRAS transcription factor^#^	[26,28,29]	[25]
miR171	GRMZM5G825321	CDS	1.80 (2)	80.40 (0)	4.60 (3)	0.60 (2)	GRAS transcription factor	[26,28]	N
miR171	GRMZM2G110579	CDS	0.33 (4)	35.67 (2)	2.67 (3)	1.67 (2)	GRAS transcription factor	[26,28]	N
miR171	GRMZM2G098800	CDS	1.80 (2)	29.67 (0)	2.67 (3)	1.67 (2)	GRAS transcription factor^#^	[26,28,29]	N
miR172	GRMZM2G176175	CDS	1.40 (3)	9.20 (0)	6.40 (0)	1.80 (0)	AP2 transcription factor (sid1)^#*^	[28,30]	[32,33]
miR172	GRMZM5G862109	CDS/3′-UTR	1.40 (3)	80.20 (2)	8.73 (2)	1.80 (2)	AP2 transcription factor (ids1)^#*^	[28]	[32,33]
miR172	GRMZM2G138676	CDS	0.20 (4)				AP2 transcription factor	N	N
miR172	GRMZM2G174784	CDS/3′-UTR	1.00 (3)	3.00 (2)	15.00 (2)		AP2 transcription factor^#^	[28]	N
miR172	GRMZM2G076602	CDS		10.00 (0)	13.00 (0)		AP2 transcription factor^#^	[30]	N
miR172	GRMZM5G879527	3′-UTR				2.50 (0)	AP2 transcription factor	N	N
miR172	GRMZM2G160730	3′-UTR				0.50 (4)	Glossy15^#*^	[28,30]	[36]
miR319	GRMZM2G412073	CDS	4.00 (3)				unknown^#^	N	N
miR319	GRMZM2G028054	CDS	5.00 (2)	2.00 (2)		7.33 (2)	MYB domain transcription factor^#^	[26,28]	N
miR319	GRMZM2G180568	CDS		3.00 (0)	17.00 (1)		unknown	N	N
miR319	GRMZM2G020805	CDS		1.00 (4)			unknown	[26,28]	N
miR319	GRMZM2G089361	CDS		5.00 (2)	8.33 (0)	88.00 (0)	TCP Transcription factor^#^	[26,28,30]	N
miR319	GRMZM2G115516	CDS		5.00 (2)	8.33 (2)	88.00 (0)	TCP Transcription factor^#^	[26,28]	N
miR319	GRMZM2G109843	CDS				53.33 (0)	MYB domain transcription factor	[30]	N
miR319	GRMZM2G056612	CDS				70.33 (0)	TCP Transcription factor	N	N
miR319	GRMZM2G015037	CDS				0.33 (4)	MYB domain transcription factor	[26]	N
miR319	AC205574.3_FG006	CDS				0.33 (4)	TCP Transcription factor	[28]	N
miR390	GRMZM2G124744	3′-UTR		35.33 (0)			Inorganic pyrophosphatase	[28]	N
miR390	GRMZM2G155490	3′-UTR			56.00 (0)		unknown^#^	N	N
miR390	GRMZM5G806469	3′-UTR			13.00 (2)		unknown	[28]	N
miR390	GRMZM2G304745	CDS			16.00 (1)		Leucine-rich repeat^#^	N	N
miR393	GRMZM2G135978	CDS		7.00 (2)	10.00 (2)		Transport inhibitor response 1-like	[26,28]	N
miR394	GRMZM2G119650	CDS	3.00 (3)	20.00 (2)		3.00 (2)	Cyclin-like F-box^#^	[26]	[28]
miR394	GRMZM2G064954	CDS		18.00 (2)	14.00 (2)	13.00 (2)	Cyclin-like F-box^#^	[26,30]	N
miR395	GRMZM2G149952	CDS		1.00 (4)			ATP-sulfurylase^#^	[26,28,30]	N
miR396	GRMZM2G018414	CDS	2.50 (2)			447.50 (0)	Glutamine-Leucine-Glutamine^#^	N	N
miR396	GRMZM2G099862	CDS	5.00 (2)		2.25 (3)	30.75 (0)	Glutamine-Leucine-Glutamine^#^	[30]	N
miR396	GRMZM2G098594	CDS	1.00 (2)			0.33 (3)	Glutamine-Leucine-Glutamine^#^	N	N
miR396	GRMZM2G119359	CDS	1.00 (3)			0.33 (3)	Glutamine-Leucine-Glutamine	N	N
miR396	GRMZM2G478709	CDS	8.00 (2)	0.50 (4)	4.00 (3)		SKI-interacting protein SKIP^#^	N	N
miR396	GRMZM2G124566	CDS		0.33 (4)			Growth-regulating factor^#^	N	N
miR396	GRMZM2G045977	CDS		0.33 (4)			Growth-regulating factor^#^	N	N
miR396	GRMZM2G041223	CDS		0.33 (4)			Putative growth-regulating factor 6^#^	[30]	N
miR396	GRMZM2G129147	CDS		0.33 (4)			Growth-regulating factor (GDF5)^#^	[30]	N
miR396	GRMZM2G178261	CDS		0.50 (3)			Growth-regulating factor 1 (GDF1)^#^	[28,30]	N
miR396	GRMZM2G443903	CDS		0.50 (3)			K Homology^#^	[30]	N
miR396	GRMZM2G033612	CDS			16.00 (2)	637.00 (0)	Glutamine-Leucine-Glutamine	N	N
miR397	GRMZM2G094699	CDS			5.00 (2)		unknown	N	N
miR398	AC234183.1_FGT002	CDS				17.00 (0)	unknown	N	N
miR399	GRMZM2G153087	CDS	1.00 (4)				PHD finger protein	N	N
miR399	GRMZM2G082384	CDS			2.25 (3)		Mrp, conserved site;ATPase-like	N	N
miR529	GRMZM2G318882	5′-UTR	0.03 (1)				SBP-box transcription factor	N	N
miR529	GRMZM2G136158	CDS	0.03 (1)	0.04 (1)	0.01 (1)	0.001 (1)	SBP-box transcription factor	N	N
miR529	GRMZM2G031501	5′-UTR	0.20 (4)				unknown	[26,30]	N
miR529	GRMZM5G878561	CDS		1.50 (3)		1.50 (2)	SBP-box transcription factor	[26]	N
miR529	GRMZM2G031983	5′-UTR		0.04 (1)	0.01 (1)		SBP-box transcription factor	N	N
miR529	GRMZM2G371033	CDS		1.50 (3)		1.50 (2)	SBP-box transcription factor	[26]	N
miR529	GRMZM2G163813	CDS/3′-UTR		0.33 (4)			SBP-box transcription factor^#^	[26]	N
miR529	GRMZM2G149022	CDS			0.01 (1)		unknown	N	N
miR529	GRMZM2G084947	5′-UTR			0.01 (1)		unknown	N	N
miR529	GRMZM2G169121	3′-UTR			0.01 (1)		unknown	N	N
miR529	GRMZM2G062052	5′-UTR			0.01 (1)		ZCN19 protein	N	N
miR529	GRMZM2G148074	5′-UTR			0.01 (1)		Transcription factor, K-box	N	N
miR529	GRMZM2G031870	5′-UTR			0.01 (1)		SBP-box transcription factor	N	N
miR529	GRMZM2G096234	3′-UTR			0.01 (1)		Non-specific lipid-transfer protein	N	N
miR529	GRMZM2G141955	5′-UTR			0.01 (1)		SBP-box transcription factor	N	N
miR529	AC233899.1_FGT004	5′-UTR			0.01 (1)		homeodomain-leucine zipper transcription factor	N	N
miR529	GRMZM2G165355	CDS			0.01 (1)		zinc finger protein 7	N	N
miR529	GRMZM2G131280	3′-UTR				0.001 (1)	SBP-box transcription factor	N	N
TAS3	GRMZM2G056120	CDS	0.50 (3)	1.25 (3)	11.25 (2)	5.00 (2)	DNA binding	N	N
TAS3	GRMZM5G874163	3′-UTR	0.50 (3)	1.58 (2)	11.25 (2)	5.00 (2)	DNA binding	N	N
TAS3	GRMZM2G437460	CDS		11.00 (2)	8.50 (2)	0.50 (4)	Auxin response factor	N	N
TAS3	GRMZM2G030710	CDS			1287.00 (0)	1.00 (4)	DNA binding	N	N

^a^MiRNA data from miRBase 19.0. ^b^Calculation based on the method in Addo-Quaye *et al.*[47],. ^c^Gene annotations fromB73 RefGen_v2 (release 5b. 60 in February 2011). ^*^validated in Zhai et al; Zhao et al. [28,30], ^#^Predicted by Zhang *et al*. [17]. Abbreviation: tpm, transcripts per million; CDS, coding sequence; UTR, untranslated region; siRNA, small interfering RNA.

**Figure 3:**
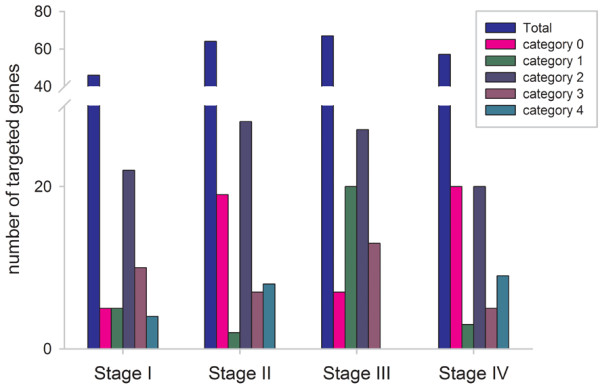
Summary of cleaved miRNA target categories found with degradome analyses in four developmental stages of maize ears.

**Table 4:** Non-conserved maize miRNA targets identified by degradome sequencing in this study

**miRNA**^**a**^	**Target gene**	**Location of the target site**	**Repeat normalized read abundance (category)**^**b**^				**Target gene annotation**^**c**^	**Other degradome evidence**	**5′-RACE or genetic experiment**
			**I**	**II**	**III**	**IV**			
miR2275	GRMZM2G044004	3′-UTR	0.33 (4)				nucleic acid binding protein	N	N
miR2275	GRMZM2G154532	5′-UTR/CDS				0.57 (2)	NAD dependent epimerase/dehydratase family protein	N	N
miR2275	GRMZM2G329532	CDS				1.00 (1)	unknown	N	N
miR2118	GRMZM2G066406	5′-UTR			16.00 (1)	2.00 (1)	unknown	N	N
miR2118	GRMZM2G031788	CDS				2.00 (1)	unknown	N	N
miRs4	GRMZM2G078124	CDS/3′-UTR		1.00 (2)			Molluscan rhodopsin C-terminal tail	N	N
miRs4	GRMZM5G829103	3′-UTR		1923.40 (0)			CCAAT-binding transcription factor^#^	[26,28]	N
miRs4	GRMZM2G165488	3′-UTR		2804.25 (0)			CCAAT-binding transcription factor^#^	[26,28]	N
miRs4	GRMZM2G000686	3′-UTR		21.80 (0)			CCAAT-binding transcription factor^#^	[26,28]	N
miRs9	GRMZM2G467356	CDS				12.00 (0)	Ferredoxin	N	N
miRs14	GRMZM2G079683	3′-UTR	1.00 (4)				unknown	N	N
miRs15	GRMZM2G091189	3′-UTR		0.33 (4)			transcription factor	N	N
miRs17	GRMZM2G160041	CDS	0.25 (4)			1.75 (0)	DNA binding protein	N	N
miRs17	GRMZM2G085550	3′-UTR			5.00 (1)		unknown	N	N

^a^MiRNA data from miRBase 19.0. ^b^Calculation based on the method in Addo-Quaye et al. [47], ^c^Gene annotations fromB73 RefGen_v2 (release 5b. 60 in February 2011). ^#^Predicted by Zhang et al. [17]. *Abbreviation*: tpm, transcripts per million; CDS, coding sequence; UTR, untranslated region; siRNA, small interfering RNA.

We identified target genes for almost all of the 22 conserved miRNA families. The conserved miRNAs were able to target various numbers of genes, ranging from 1 to 18. Among the conserved miRNA families, zma-miR156 and zma-miR529 had the highest number of gene targets. zma-miR156 targeted 13 unique genes including *SPL* genes and zma-miR529 targeted 18 unique genes including *ZCN19* (a possible maize FT ortholog) (Table 3), indicating that these two families might play key roles in ear development [31,54]. 

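The recount of Table S8 gave 13 genes for miR156 and 18 for miR529. For 14 of the 18 miR529 genes, the listed reads were those of a single repeat tag, with TCTCTCTCTCTCTCTCTCTC as its first 20 nt, which had 83, 114, 33 and 4 reads together with its 5′ parts of 18 nt or more in stages I, II, III and IV. In the table, listed reads divided by repeat-normalized reads give 2894 to 3059 transcript positions for this tag. Among the 13 miR156 genes, 2 had these reads. With tags at no more than 20 transcript positions, 4 genes remained for miR529 and 11 for miR156. The same counts resulted from an alignment score of at most 4. Tags were located for 7 of the miR156 genes and for 0 of the miR529 genes, and the miR156 tags had 55, 107, 205 and 234 reads of 20 nt or more in stages I, II, III and IV.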

Most of the conserved miRNAs targeted multiple gene loci. Their gene targets were members of different families of transcription factors, such as SBP-box transcription factor, AUXIN RESPONSE FACTOR (ARF), TCP, MYB, bZIP, AP2, and GRAS. We also identified 57 new target genes of conserved miRNAs in maize (Table 3). Among the 127 miRNA target genes, 67 (53%) had been predicted previously [17], 56 (44%) cross-validated with other degradome libraries prepared from plants under different stress conditions [25,28-30], and 8 have been validated by 5′-RACE and/or genetic experiments [25,28,30,32,33,36]. The targets of conserved miRNAs were highly abundant in the four sequenced target libraries, and were often classified as category 0, 1, or 2 targets (Table 3, Additional file 11). 

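Of the 118 conserved target genes, 92 (78.0%) had a category of 0, 1 or 2 in at least 1 stage, and of the 14 non-conserved target genes 11 (78.6%) did. The odds ratio was 0.965 (Fisher's exact test, two-sided, p = 1). All 4 miRs4 target genes are also miR169 targets and are counted in both groups, so the groups are not independent. Without the targets of miRs4, the non-conserved share was 7 of 10 (70.0%), with an odds ratio of 1.52 (Fisher's exact test, two-sided, p = 0.694). The median of the largest listed abundance of each gene was 17 reads for conserved and 5.5 reads for non-conserved targets.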

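Tags were located for 8 of the 12 target genes of miR169, and together they had 972, 1503, 506 and 90 reads of 20 nt or more in stages I, II, III and IV. The largest were GRMZM2G091964 with 416, 773, 81 and 5 reads and GRMZM5G857944 with 389, 417, 202 and 48 reads. GRMZM5G829103 had 78, 45, 123 and 17 reads and GRMZM2G165488 (NF-YA11) had 15, 17, 33 and 5 reads. Counting the located tag and its 5′ parts of 18 nt or more raised the miR169 total from 90 to 383 reads in stage IV, where GRMZM2G091964 went from 5 to 298, and it raised GRMZM2G165488 and GRMZM5G829103 in stages I and II. GRMZM2G165488 then had 29, 11217, 33 and 5 reads and GRMZM5G829103 had 160, 9617, 123 and 17 reads in stages I, II, III and IV. In stage II, 99.8% of the reads at GRMZM2G165488 and 99.5% at GRMZM5G829103 were in tags of 18 nt, against 48.3% and 51.3% in stage I.

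**Figure D6:**
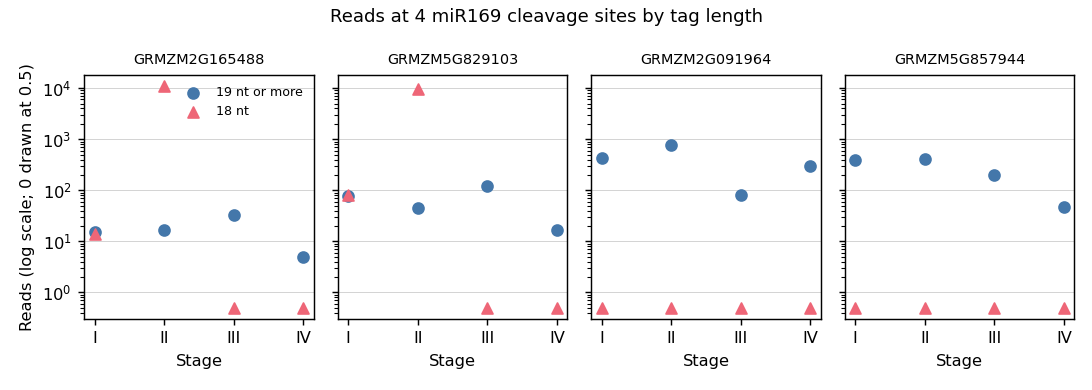
Reads (vertical axis, logarithmic, with 0 drawn at 0.5) in tags of 18 nt (triangles) and of 19 nt or more (circles) at 4 miR169 sites in stages I to IV (horizontal axis). In stage II the 18 nt tags hold 99.8% of the reads at GRMZM2G165488 and 99.5% at GRMZM5G829103.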

For instance, miR169 targeted seven different *CCAAT*-binding transcription factors in the four stages (category 0 or 2) with very high abundance, but it also guided the slicing of three other non-conserved targets with very low abundance. Interestingly, some target transcripts were regulated by pairs of miRNAs: both miR156 and miR529 targeted five members of the same *SBP* family, and the miR159/319 pair regulated three *MYB* domain transcription factors. This result suggested that there is complex regulation of these genes by these miRNA pairs, consistent with the findings of a previous study [49] (Table 3).

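In Table S8, miR156 and miR529 shared 5 target genes: GRMZM2G136158, GRMZM2G163813 (sbp19), GRMZM2G318882, GRMZM2G371033 (sbp18) and GRMZM5G878561. miR159 and miR319 shared 2 genes, GRMZM2G028054 and GRMZM2G089361, which the paper annotates as MYB and TCP.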

Out of 26 non-conserved zma-miRNAs including 21 new miRNAs with four corresponding miRNA*, we identified targets for only seven miRNAs (miR2118, miR2775, miRs4, miRs9, miRs14, miRs15 and miRs17). 

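Of the 21 distinct new miRNA sequences, exact reads in the small RNA library numbered 7 for miRs4, 54 for miRs9, 0 for miRs14, 0 for miRs15 and 6 for miRs17. Table S8 lists 14 target genes for non-conserved miRNAs: 2 for miR2118, 3 for miR2275, 4 for miRs4, 1 for miRs9, 1 for miRs14, 1 for miRs15 and 2 for miRs17. Tags were located for 3 of these genes, all of them targets of miRs4.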

We used absolute numbers to plot the cleavages on target mRNAs; this was referred to as a target plot (t-plot) by German *et al.*[48]. Except for miRs4, the targets mostly belonged to category 2 or 4 with very low abundance, which differed from the targets of conserved miRNAs (Tables 3, 4). 

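Without the targets of miRs4, the 10 non-conserved target genes had a median largest abundance of 3.5 listed reads (range 1 to 16), and 5 of them had at most 3 reads. The 118 conserved target genes had a median of 17 listed reads (range 1 to 11217), and 25 of them had at most 3 reads. No tag could be located for the 10 non-conserved genes, so their cleavage reads were not counted in the libraries.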

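Table S8 gives miRs4 the targets GRMZM2G000686, GRMZM2G078124, GRMZM2G165488 and GRMZM5G829103, all 4 of which are also listed for miR169. Tags were located for 3 of them and had 129, 281, 183 and 23 reads of 20 nt or more in stages I, II, III and IV. A tag start does not tell which of the miRNAs guided the cut.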

Four identified targets of miRs4 (category 0 or 2) were the same as those of miR169, providing further evidence that miRs4 is a member of the miR169 family.

### GO analysis of targets regulated by differentially expressed miRNAs

In our study, we predicted 72 genes (117 transcripts) for 62 differentially expressed miRNAs from 11 miRNA families. More than 90% of these miRNAs had putative functions (Tables 2, 3 and Additional file 13). 73% of these differentially expressed miRNA families played an important role in post-transcriptional regulation by targeting mRNAs encoding transcription factors in *SBP*, *ARF*, *GRAS*, and *AP2* families (Tables 2, 3 and Additional file 13). GO analysis revealed that the target genes were involved in a wide spectrum of regulatory functions and biological processes including regulation of transcription, DNA binding, response to hormone stimulus, nucleic acid metabolic process, gene expression, cellular macromolecule synthesis, and cellular nitrogen compound metabolism. This was consistent with the fact that the small RNA and the degradome libraries for miRNA sequence analysis were constructed from developing maize ears (Additional file 14). In addition, a specific feature of our study was that we found more genes in families involved in metabolic process, biological regulation, cellular biosynthetic process, and nucleic acid binding function at the later stages of maize ear development (Table 2, Additional file 14). The accumulation of dry matter such as starch and saccharides is the main event in ear development, and a large number of target genes may participate in this pathway. The differentially expressed miRNAs may regulate expression of these target genes to control ear development and biomass yield in maize.

## Discussion

Small RNAs play important roles in gene regulation in plants [12]. In this study, we have annotated miRNA genes based on the complete assembly of the maize genome. In total, 98 known miRNAs and 26 new miRNAs were identified in maize ears by deep sequencing. This confirmed previous results reported by Zhang et al. [17]. These newly identified miRNAs may belong to lineage-specific families, and showed little or no expression at the miRNA level. We identified 62 miRNAs as differentially expressed miRNAs by microarray assays.

The recently reported high-throughput experimental approach [47,48] allowed us to create a detailed miRNA: target interaction atlas for maize. 

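A recount of Table S8 gave 132 target genes and 245 transcripts, of which 128 genes were targets of miRNAs and 4 of ta-siRNAs. At an alignment score of at most 4, 100 genes remained, and with at least 2 reads 115 remained. With tags at no more than 20 transcript positions there were 118.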

In the current work, we identified a total of 131 genes (245 transcripts) targeted by 102 small RNAs including 98 miRNAs and 4 ta-siRNAs (Tables 3, 4 and Additional file 12). Among the 131 genes, 54 were cross-validated in other degradome libraries [25,28-30], by 5′-RACE, and/or by genetic experiments [17,25,30,32,36], showing that degradome sequencing is a powerful tool for identifying targets regulated by miRNAs. Surprisingly, most highly conserved miRNAs were detectable in maize ears at all four developmental stages (Additional file 8), but sliced targets were not detected at all stages (Additional file 12). It is possible that the differentially expressed miRNAs regulate both the spatial pattern and the level of target mRNA expression, as previously demonstrated in some cases [55,56]. It is equally possible that this represents a limitation of degradome sequencing. 

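For the 52 genes with a located tag, 55 combinations of gene and stage are not listed in Table S8. In 16 of these 55, in 9 genes, the located tag or its 5′ parts of 18 nt or more had reads, and in 11 they had 10 or more. In 17 of the 55, tags of 20 nt or more with the same first 20 nt had reads, including tags with another 3′ sequence. Most reads of this kind were at GRMZM2G078274 (ARF3), with 44 reads in stage I and 334 in stage II, and GRMZM2G089640, with 70 reads in stage I. Of the 153 listed combinations, 140 had reads of 20 nt or more. The small RNA library pools the stages, so it does not show at which stages a miRNA was present. For targets missing in some stages, the paper proposes either regulation by miRNAs that differ between stages or a limit of degradome sequencing.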

Results can be affected by many unpredictable factors such as ligation efficiency, PCR bias, etc. There were 127 target genes of 22 conserved miRNA families. Among the target genes, 72.4% encoded transcription factors (Table 3). These targets were not only conserved families, such as *SBP*, *MYB*, *ARF*, *bZIP* (basic-leucine Zipper), *NAC*, *GRAS*, *AP2*, and *TCP* transcription factor gene families, but also non-conserved genes encoding metallophosphoesterase, *DICER-LIKE1,* No Apical Meristem (*NAM*) proteins, and *PHD* finger proteins. The conserved targets may participate in maize ear development. We also identified 13 genes targeted by non-conserved miRNAs. 

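The 14 genes listed for non-conserved miRNAs in Table S8 had a median largest abundance of 5.5 listed reads, and 6 of them had at most 3 reads. Targets of miRs4 made up 4 of the 14 and included the largest value, 11217 reads.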

One *ARF* gene and three DNA-binding transcription factor genes cleaved by ta-siRNAs were also identified (Table 4). The conserved miRNAs silenced more targets than did maize-specific miRNAs. It is possible that conserved miRNAs play a crucial role in post-transcriptional regulation in different plant species [12]. However, maize-specific miRNAs may function only to regulate gene expression during gramineae- or maize-specific biological processes. Although conserved miRNAs mainly regulate genes encoding transcription factors, maize-specific miRNAs are considered to be young miRNAs that have evolved recently, and are often expressed at lower levels than conserved miRNAs [39,57].

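GL15 (GRMZM2G160730) is listed for miR172 in stage IV only, with 1 read and category 4. A single read is below the floor of 3 reads, and so many tags had 1 read that the site could not be located.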

Previous studies showed that miR156 and miR172 function throughout flower development from the earliest stages (floral induction, stage I) to very late stages (floral organ cell-type specification, stage IV) [31-34]. miR156a-l probably targets several SPL genes during the juvenile-to-adult phase transition in maize (Figure 4a, Tables 2 and 3), and is postulated to indirectly activate miR172 via *SPL*[31]. miR172 has been shown to negatively regulate GL15 (Table 3), which promotes maintenance of the juvenile state [31]. The levels of miR156 and miR172 are conflicting during phase transition (Figure 4b). Meanwhile, miR172e likely controls *IDS1* and *SID1*, which are responsible for maize spikelet sex determination and meristem cell fate [32-34], by both translational repression and mRNA degradation (Table 3; Figure 4a). 

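The located tags of IDS1 (GRMZM5G862109) and SID1 (GRMZM2G176175) share their first 20 nt, TCAGGATTCTCTACCGCCGC, so reads of that length cannot be divided between the genes. Tags of 20 nt or more with this start had 7, 261, 39 and 9 reads in stages I, II, III and IV.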

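Table S8 lists 6 target genes for miR164, with abundances of 1 to 10 reads in stages I to III. None of their sites could be located at a single start, so their cleavage reads were not counted. For GRMZM2G393433 (nam1), 3 different starts had the 5 reads listed in stage III.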

Beyond miR156 and miR172, miR164 targets genes encoding *NAM* proteins, and may be involved in regulating ear development (Table 3), similar to how miR164 is postulated to regulate *NAC*-domain targets in Arabidopsis [58]. 

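In Table S8, 10 genes are listed for miR159 and 10 for miR319, 2 of them for both. Tags were located for 1 miR159 gene, with 76, 169, 86 and 3 reads of 20 nt or more in stages I, II, III and IV. For 6 miR319 genes, located tags had 22, 43, 47 and 340 reads. The gene GRMZM2G115516 (TCP5) shared its tag with GRMZM2G089361, so these genes could not be told apart.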

Although most miRNA families appear to target a single class of targets, the miR159/319 family regulates both *MYB* and *TCP* transcription factors, which may control petal morphogenesis as previously reported [59].

**Figure 4:**
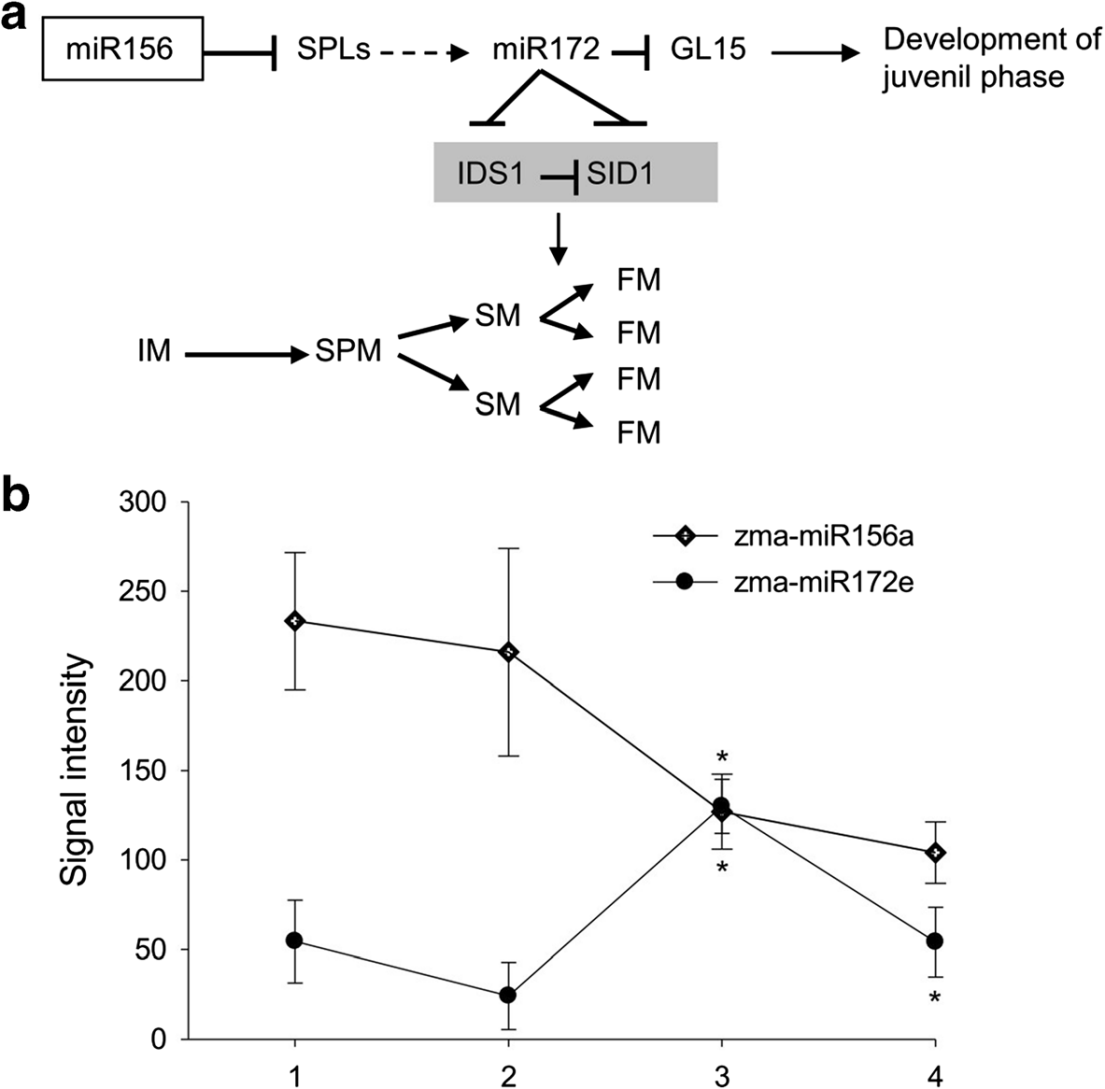
**miR156 and miR172 in maize flower development (Adapted from Poethig (2009). (a)** The development of the maize ear (female inflorescence) and the juvenile phase regulated by miR156 and miR172. In the ear, the inflorescence meristem (IM, stage I) directly gives rise to spikelet pair meristems (SPM, stage II). SPMs give rise to two spikelet meristems (SM, stage III), which subsequently form two floral meristems (FM, stage IV). miR172 and its targets *IDS1* and *SID1* function to influence the SM to FM conversion. *IDS1* is also a negative regulator of its homolog *SID1*. Both *IDS1* and *SID1* are positive regulators of the SM to FM transition. **(b)** The expression pattern of zma-miR156a and zma-miR172e. * indicated the significant difference in adjacent two developmental stages (one-way ANOVA and Fisher’s *LSD*, *p* < 0.01, *n* = 4).

Some miRNAs have been shown to be involved the signaling pathway that mediates responses to the phytohormone auxin. For example, miR167 targets four *AUXIN RESPONSE FACTOR* (*ARF*) genes, and miR160 targets six *ARF* genes. In addition to the miRNAs mentioned above, one miRNA family (miR162) targets a gene central to miRNA genesis; the differentially expressed zma-miR162 targets *DICER-LIKE1* (*DCL1*), a homolog of *DCL1* in *Arabidopsis* that is required for miRNA accumulation [60]. 

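Table S8 lists 4 target genes for miR167 and 7 for miR160. Tags were located for 3 of the miR167 genes and had 120, 707, 59 and 199 reads of 20 nt or more in stages I, II, III and IV. For miR160, tags were located for all 7 genes and had 28, 80, 37 and 2 reads. Counting the located tag and its 5′ parts of 18 nt or more, miR167 sites reached 917 reads in stage IV.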

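DCL1 (GRMZM2G040762) is listed for miR162 in stage IV only, with 1 read and category 4, and its site could not be located because too many tags had 1 read. The mature miR162 had 87 exact reads in the small RNA library, or 8.16 rpm (95% Clopper-Pearson interval 6.53 to 10.1).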

In summary, genome-wide identification of all targets provided useful information to explore the functions of miRNAs in maize.

## Conclusions

In this study, we have confirmed the expression of conserved, known non-conserved and new maize miRNAs using high-throughput approaches to better understand the role of miRNAs in developmental maize ears. Besides, we have identified 131 target genes of both known and new miRNAs and ta-siRNAs using recently developed tools for the global identification of miRNA targets. Specifically, 72 genes (117 transcripts) targeted by 62 differentially expressed miRNAs from 11 miRNA families may play important roles in ear development in maize. Maize represents a model for cultivated crop plants. As these characters are quite different for other model plants (e.g. Arabidopsis and Medicago), we expect to discover new roles of miRNAs in post-transcriptional regulation. We also provided some evidence of the important function of miRNAs in regulating developmental process. Identification and characterization of this important class of regulatory genes in maize may improve our understanding of molecular mechanism controlling maize ear development.

## Methods

### Plant materials and RNA isolation

Seed of maize inbred lineB73 was first sterilized and germinated in an incubator, then grown in a controlled environment at 28°C/21°C (day/night) under a 16-h day/8-h night photoperiod with a relative humidity of 70%. Ear development can be divided into four stages: the growth point elongation phase, spikelet differentiation phase, the floret primordium differentiation phase and floret organ differentiation phase. Plant materials (ears) were collected as described previously [48]. Briefly, ears were manually collected at the four developmental stages according to the plant features (number of visible leaves, leaf age index, and number of unfolded and folded leaves) combined with microscopic observation. All the samples were harvested and immediately frozen in liquid nitrogen and stored at −80°C. The total RNA from each sample was then isolated using Trizol (Invitrogen, Carlsbad, CA) according to the manufacturer’s instructions.

### Small RNA library preparation and sequencing

The total RNAs were pooled for each of four developmental stages for Solexa sequencing. After small RNA cloning, the sequencing procedures were conducted as described previously [61]. In brief, sequencing was performed as follows: approximate 100 ug of total RNA was purified by polyacrylamide gel electrophoresis (PAGE), to enrich for molecules in the range of 18–30nt, and ligated with adapters to the 5′ and 3′ terminals of the RNA. Then, small RNA molecules were used as templates for cDNA synthesis. In total, 18 PCR cycles and agarose gels were used for amplification and fragments of around 90 nt including both small RNA and adaptors, separately. The purified DNA was used Solexa sequence analysis performed by the Illumina platform. Digital-quality data were generated from the image files produced by the sequencer. After quality control using common pipeline, clean reads were directly used for further bioinformatics analysis.

### Degradome library construction

Small cDNA libraries using the sliced ends of poly adenylated transcripts from maize ears of four developmental stages were constructed according to previous reports [47,48]. By using the Oligotex kit (Qiagen, location), 200 μg of total RNA was used for extracting poly (A) RNA, which were ligated with an RNA adapter consisting of a *MmeI* recognition site in its 3′ end. After ligation, first-strand cDNA was generated using oligod (T) and the PCR product was amplified using five PCR cycles. The PCR product was purified and digested with *MmeI*. The digested PCR product was then ligated to a double-stranded DNA oligonucleotide with degenerate nucleotides at the 5′-or 3′-ends. The ligation product was further gel purified and amplified using 10 PCR cycles. The final PCR product was purified and sequenced using Illumina’s sequencing by synthesis (SBS) sequencing technology.

### MiRNA microarray assays

MiRNA microarray assays of different developmental stages were performed by LC Sciences (Houston, TX, USA). The custom μparaflo™ microfluidic chip contained 632 unique plant miRNAs of release version 18, representing 1,187 miRNAs (including miRNA*) from 4 plant species (http://microrna.sanger.ac.uk/) [13], and 26 additional unique miRNAs of maize identified by Solexa sequencing, representing 26 novel miRNAs. Each chip contained four repetitions of each probe. In total, the 1,215 miRNAs were composed of 224, 496, 148 and 347 miRNAs from *Arabidopsis thaliana*, *Oryza sativa*, *Sorghum bicolor* and *Zea mays*, separately. RNA labeling, microarray hybridization, array scanning, and data’s analysis were performed essentially as previously described [46].

### Bioinformatics analysis of sequencing data

Both small RNA reads and degradome reads were generated by Illumina Genome Analyzer II. As for the small RNA library, the data were processed and analyzed as previously described by Wang *et al.*[27] and Zhang *et al.*[17]. In brief, unique reads ranging from18-25 nt were collected and mapped to the maize genome (B73 RefGen_v2 (release 5b. 60 in February 2011)) reference sequences [62] by SOAP2 [37]. After removing sequences matching non-coding rRNAs, tRNAs, snRNAs and snoRNAs in the Rfam and NCBI Genbank databases, the matched Solexa reads that were extracted 250 nt of the sequence flanking the genomic sequences were used for RNA secondary structure prediction, which was performed by mFold 3.5 [63] and analyzed by MIREAP (https://sourceforge.net/projects/mireap/) to identify new candidates using default settings. The candidate miRNA list was further trimmed based on the criteria as described [17,42]. Based on the hairpin structure of the pre-miRNA, the corresponding miRNA star sequence was also identified.

Degradome reads were filtered using custom Perl script. The remaining distinct 20–21 nt sequences that perfectly matched maize contigs were collected for further analysis. The 15 nt upstream and 5′ end of the reads that mapped to maize contigs were extracted to generate 30-sequence tags, which were used to align to newly identified miRNAs and miRBase (Release19.0, August, 2012) using the Cleave and pipeline [52]. Alignments were collected as candidate targets if they fulfilled the criteria as described before [50].

GO functional enrichment analysis of all candidate targets during different developmental stages was carried out using Blast2GO (version 2.3.5, http://www.blast2go.org/) and GO annotations were performed using AgriGO (http://bioinfo.cau.edu.cn/agriGO/). KEGG pathway analyses of differentially expressed genes were performed using Cytoscape software (version 2.6.2) (http://www.cytoscape.org/) with the ClueGO plugin (http://www.ici.upmc.fr/cluego/cluegoDownload.shtml) [64].

### Stem-loop quantitative real-time PCR (qRT-PCR) analysis

Validations of 13 randomly selected mature miRNAs were carried out by stem-loop reverse transcription-PCR (RT–PCR) (Additional file 15). Total RNA (200 ng) was used to initiate the reverse transcription reaction. Primers for the stem–loop RT-PCR were designed using methods as described by Chen *et al.*[65] and Varkonyi-Gasic *et al.*[66]. The stem-loop RT-PCR was using the Applied Bio systems 7500 Real-Time PCR System (Applied Bio systems, Foster City, CA). All primers were listed in Additional file 12: Table S8. All reactions were run in triplicate. 5S rRNAs was used as the internal control for stem–loop RT-PCR [67].

### Data access

The RNA sequencing data have been deposited in the NCBI under the accession number GSE47837.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

HL, GP, TL and ZZ designed the study. HL, CQ, ZC, TZ, XY, SC, HZ, XH, YS, YZ, and MX performed the analyses. HL, CQ, TZ, XY, TL, ZZ, and GP drafted the manuscript. All of the authors critically revised and provided final approval of this manuscript.

## Supplementary Material

Additional file 1: Table S1 Summary of reads that match various RNAs. Click here for file

Additional file 2: Figure S1 Step-by-step schematic representation of the strategy for maize miRNAs discovery and validation. Click here for file

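Table S2 gives the program's predicted hairpins, with the counts of the reads that lie on them. Of the 580 counts that could be looked up by sequence, 580 equalled the count of that sequence in the deposited library.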

Additional file 3: Table S2 MIREAP output. Click here for file

Additional file 4: Table S3 MIREAP summary, miRAlign output and MiPred output. Click here for file

Additional file 5: Table S4 The mature sequences of maize miRNAs and their cloning frequencies. 

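Table S4 gives a cloning frequency for each locus. Exact reads of the mature sequence equalled it for 8 of the 122 mature miRNAs, reads with the same first 18 nt for 21, and reads within 2 nt of both ends for 42. Reads on the precursor strand that cover the middle base of the mature sequence, a count chosen after the values had been seen, equalled it for 98 of the 122 mature miRNAs and for 53 of the 63 miRNA* with a precursor sequence.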

Click here for file

Additional file 6: Table S5 The detailed precursor sequences and exact genome locations of all maize miRNAs. Click here for file

Additional file 7: Figure S2 The sequence conservation of mature miRNAs between members of known miR169 family and miRs4. Click here for file

Additional file 8: Table S6 Statistic test results of miRNA microarray during ear development. Click here for file

Additional file 9: Figure S3 Clustering of differently expressed miRNA members during the process of ear development in maize. M-1, M-2, M-3 and M-4 represent stage I, stage II, stage III and stage IV, respectively. Click here for file

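Table S7 sorts the distinct degradome sequences by the kind of RNA they match. Counted against the precursor sequences of Table S3, distinct tags lying wholly on a miRNA precursor numbered 83, 159, 45 and 120 in stages I, II, III and IV. Among tags of 20 to 21 nt there were 52, 116, 28 and 68. The reads of all lengths on precursors were 77.5, 165.5, 158.8 and 152 rpm. Matches to other kinds of RNA need the genome and were not analysed here.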

Additional file 10: Table S7 Summary statistics of 3′ RNA ends sequenced from maize. Click here for file

Additional file 11: Figure S4 T-plots for some miRNA and ta-siRNA targets in four developmental stages of maize ears. Click here for file

Additional file 12: Table S8 Cleaved miRNA and ta-siRNA targets in four developmental stages of maize ears. 

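Table S8 has a line for each miRNA, transcript, site and stage, with the reads at the site, its category, its alignment score, and the reads divided by the number of positions that the tag matches. For 160 combinations of family, gene and listed reads, a start whose tag and its 5′ parts of 18 nt or more sum to the listed reads was sought among the deposited tags, and 61 were located.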

Click here for file

Additional file 13: Table S9 List of targets regulated by differentially expressed miRNAs in four developmental stages of maize ears. Click here for file

Additional file 14: Table S10 Functional classification of targets regulated by differentially expressed miRNAs based on Gene Ontology (GO). Click here for file

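Table S11 gives stem-loop primers from which a mature miRNA sequence can be put together, since the forward primer carries its 5′ part and the stem-loop primer its 3′ end. Where Table S4 lists the same miRNA, 8 of 8 sequences rebuilt in this way were the listed ones. The miR827 sequence used for the library count was rebuilt from these primers.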

Additional file 15: Table S11 Primers of stem-loop qRT-PCR assay used for 12 randomly selected miRNAs in this study. Click here for file

# Supplementary material for: Identification of miRNAs and their target genes in developing maize ears by combined small RNA and degradome sequencing
**Source:** BMC Genomics. 2014 Jan 14;15:25. doi: 10.1186/1471-2164-15-25
**Supplement:** Additional file 2: Figure S1 — Step-by-step schematic representation of the strategy for maize miRNAs discovery and validation.

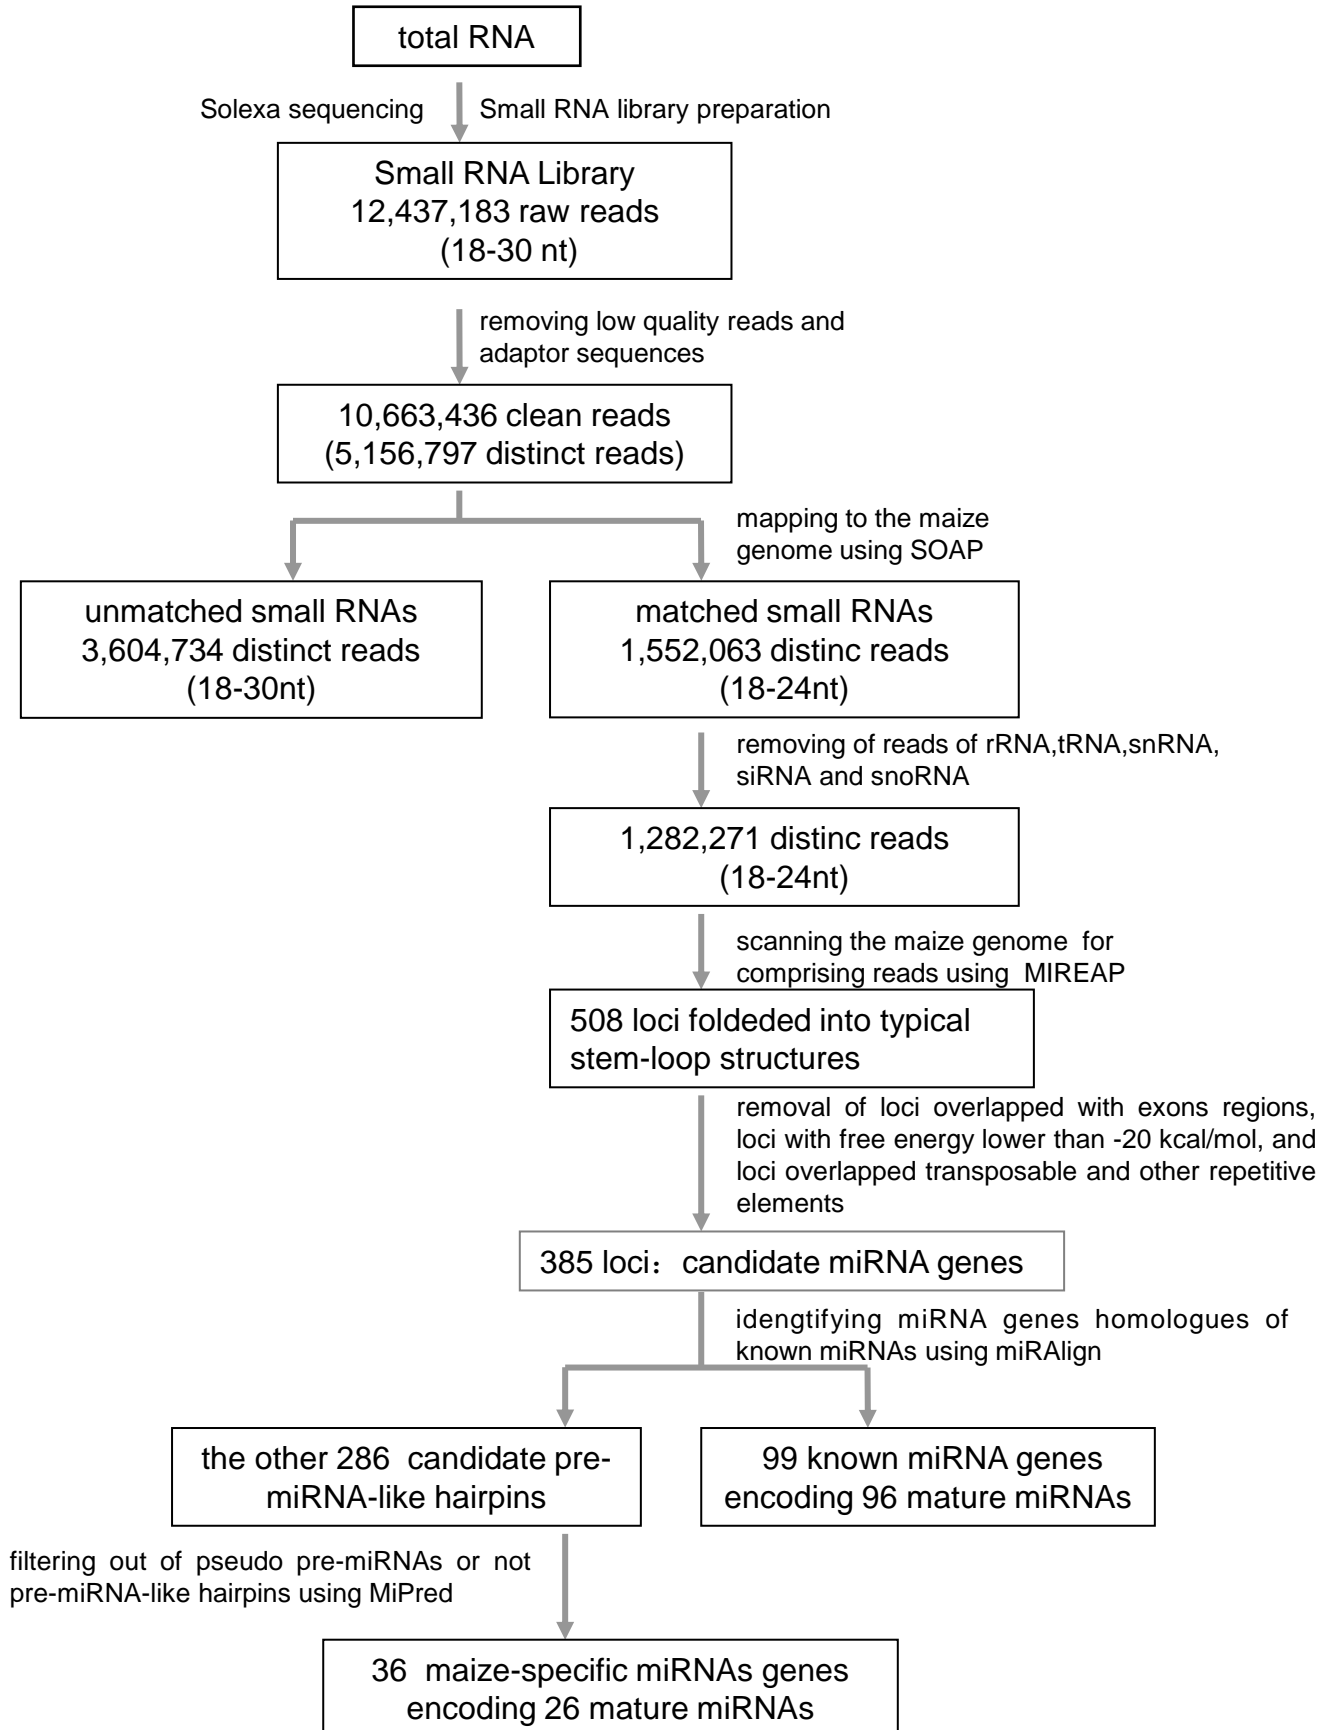

**Fig. S1. Step-by-step schematic representation of the strategy for maize miRNAs discovery and validation.**

# Supplementary material for: Identification of miRNAs and their target genes in developing maize ears by combined small RNA and degradome sequencing
**Source:** BMC Genomics. 2014 Jan 14;15:25. doi: 10.1186/1471-2164-15-25
**Supplement:** Additional file 9: Figure S3 — Clustering of differently expressed miRNA members during the process of ear development in maize. M-1, M-2, M-3 and M-4 represent stage I, stage II, stage III and stage IV, respectively.

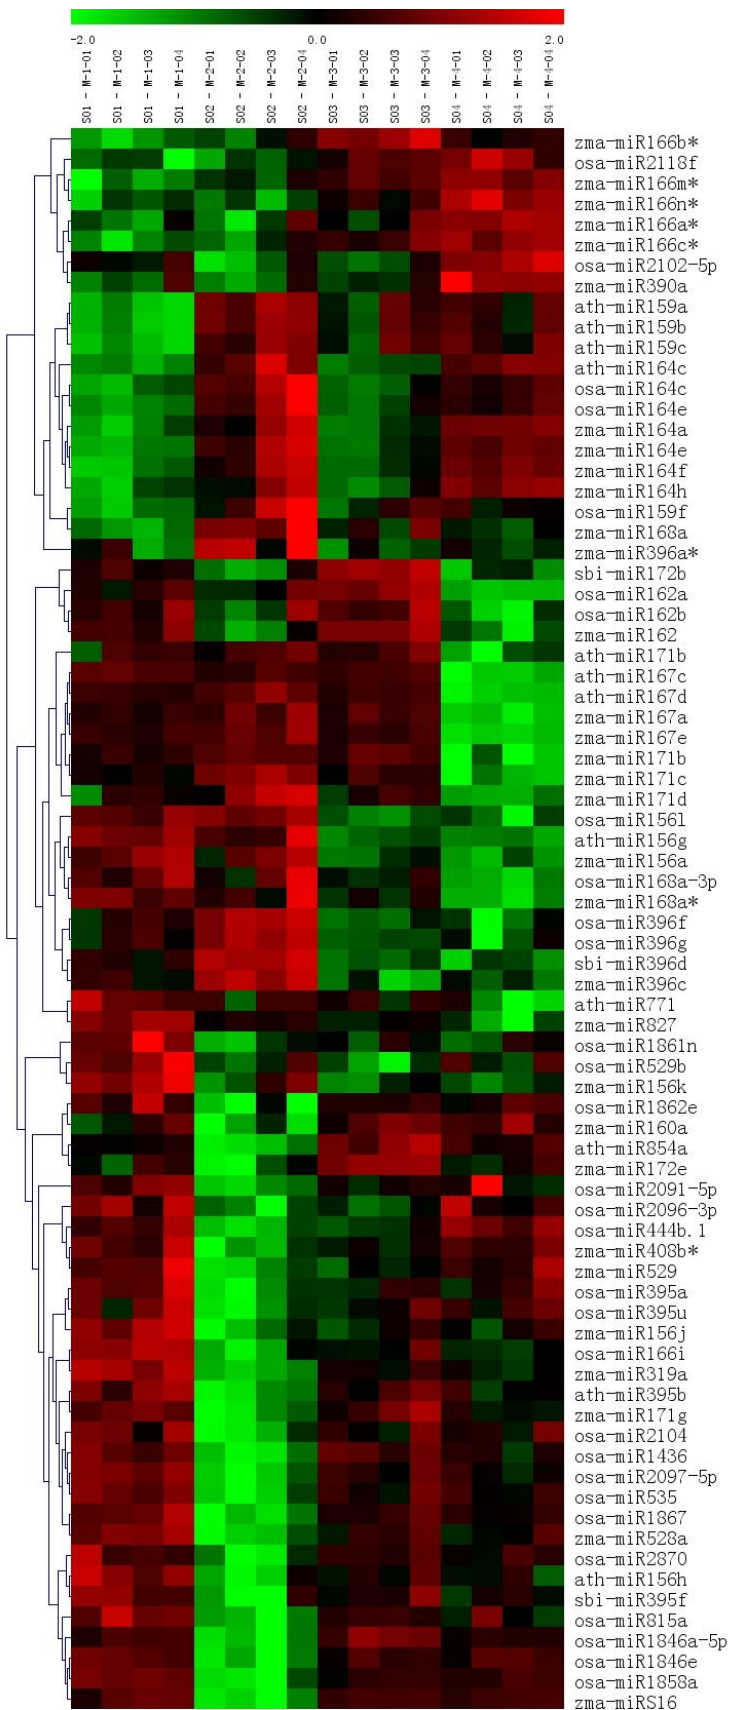

**Fig. S3.** Clustering of differently expressed miRNA members during the process of ear development in maize. M-1, M-2, M-3 and M-4 represent stage I, stage II, stage III and stage IV, respectively.

# Supplementary material for: Identification of miRNAs and their target genes in developing maize ears by combined small RNA and degradome sequencing
**Source:** BMC Genomics. 2014 Jan 14;15:25. doi: 10.1186/1471-2164-15-25

**zma-miR156a slicing GRMZM2G113779\_T01 at nt 329**

alignment score=2 , category=0 , p=0.0232494647988248

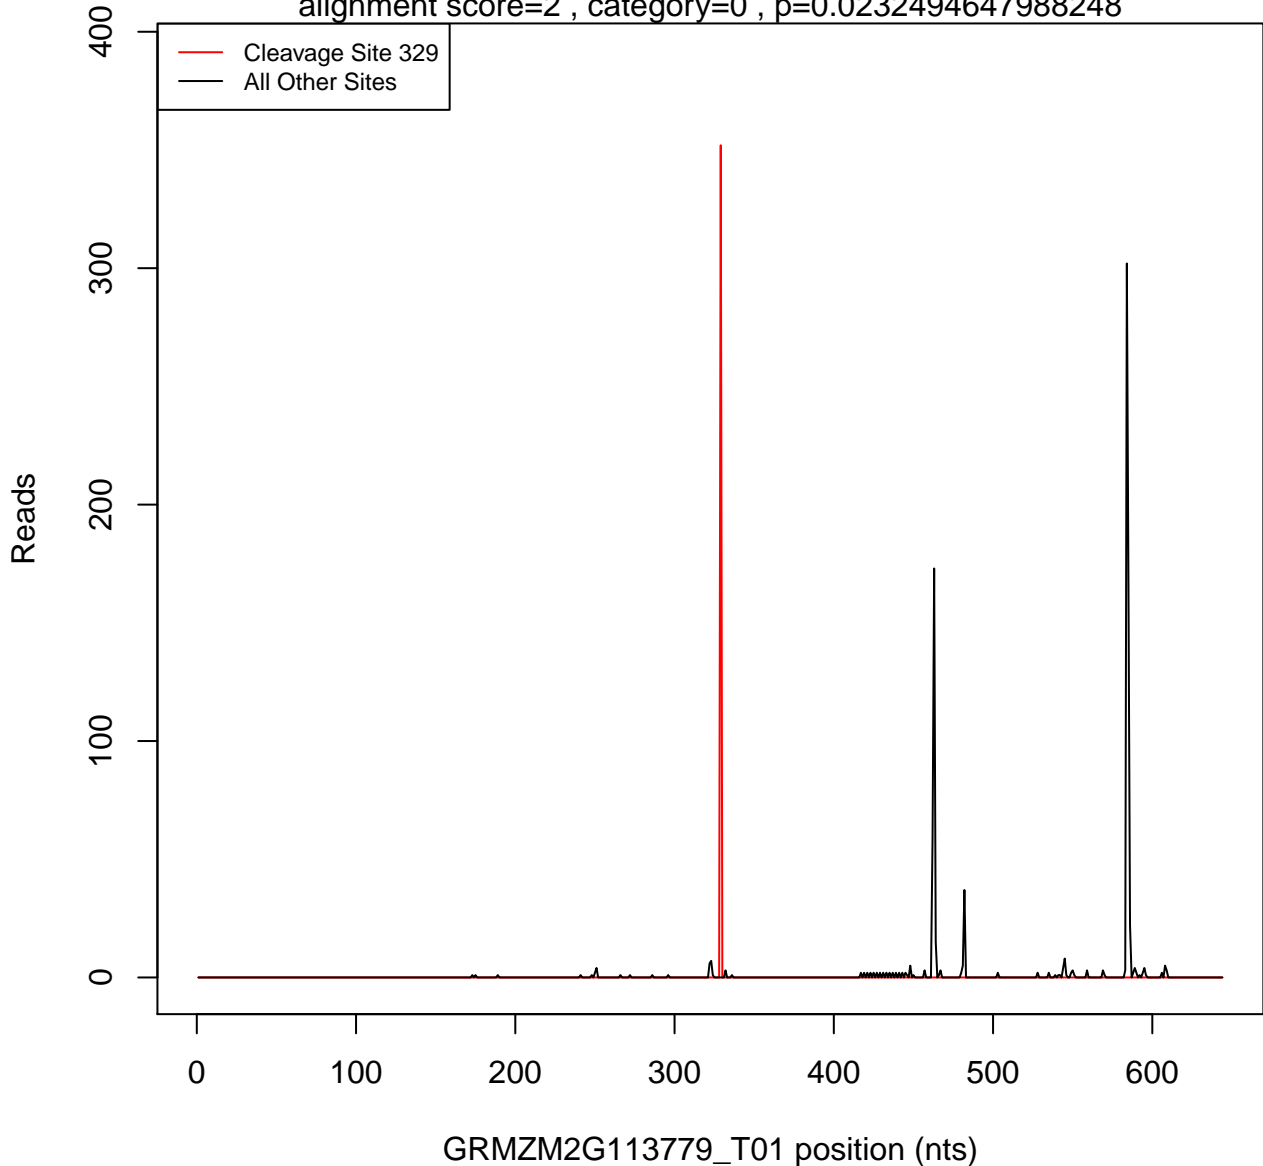

**zma-miR156b slicing GRMZM2G113779\_T01 at nt 329**

alignment score=2 , category=0 , p=0.0232494647988248

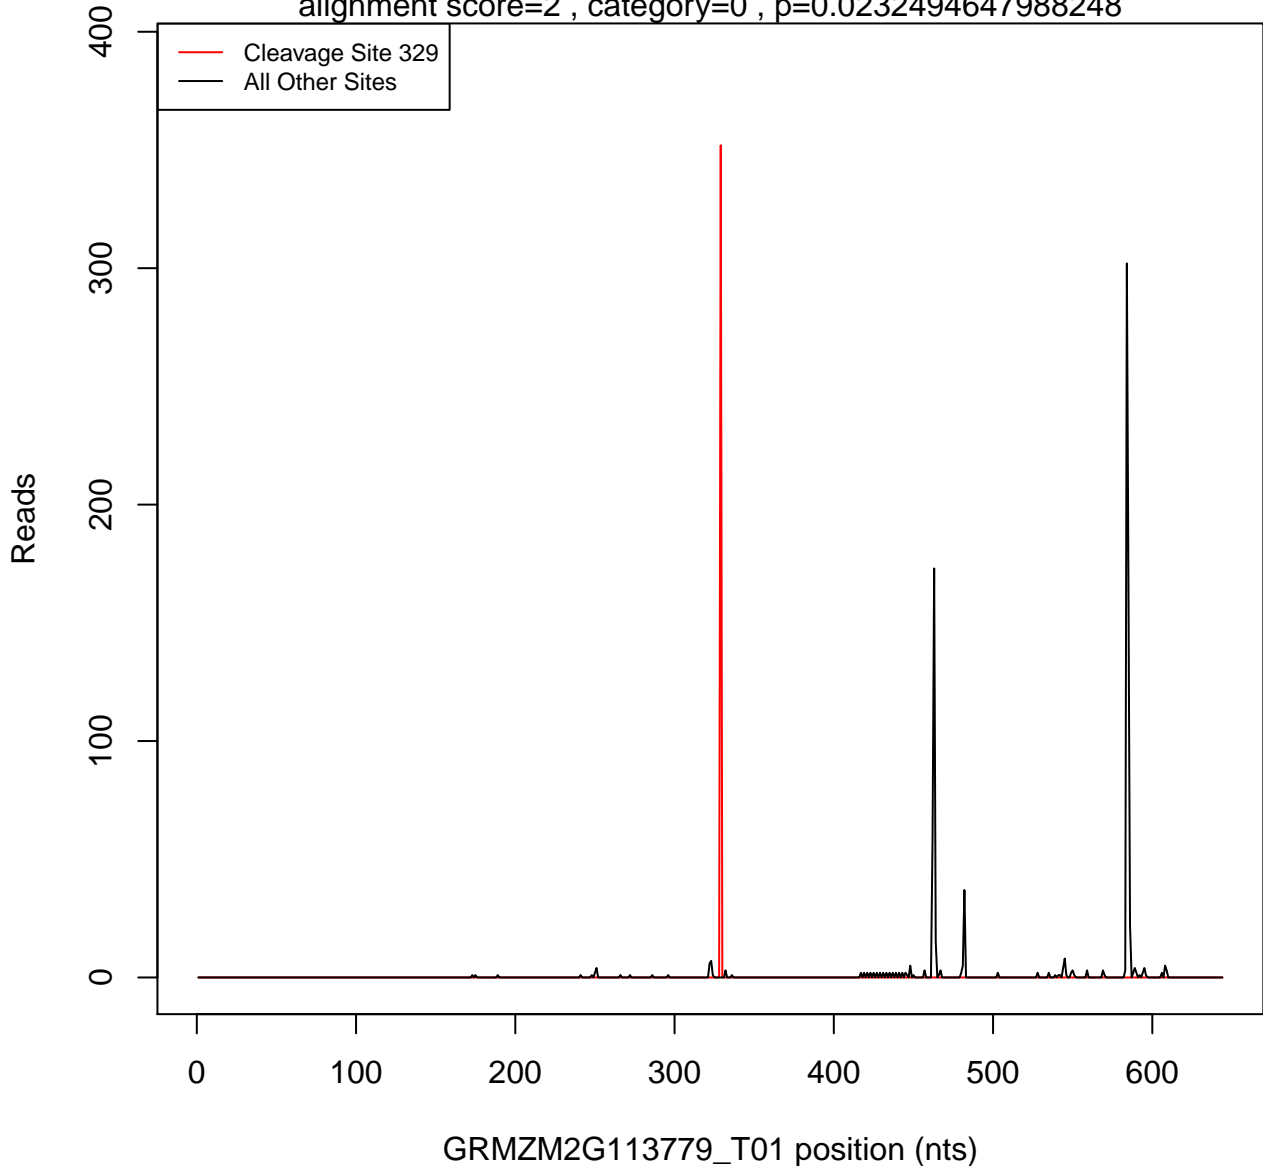

# zma-miR156c slicing GRMZM2G113779\_T01 at nt 329

alignment score=2 , category=0 , p=0.0232494647988248

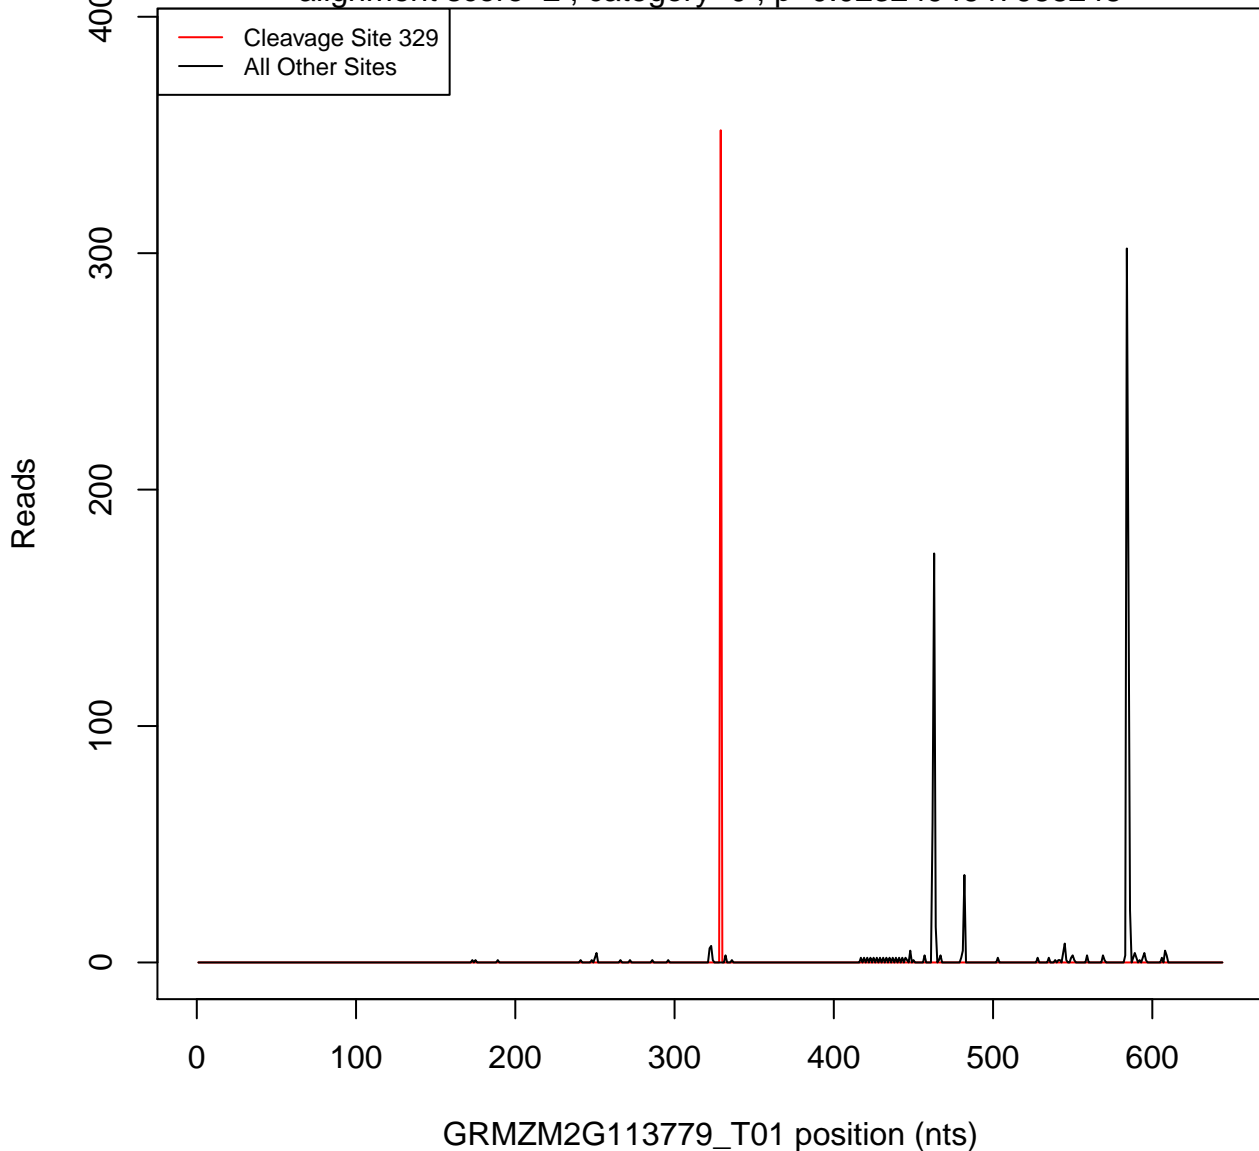

# zma-miR156e slicing GRMZM2G113779\_T01 at nt 329

alignment score=2 , category=0 , p=0.0232494647988248

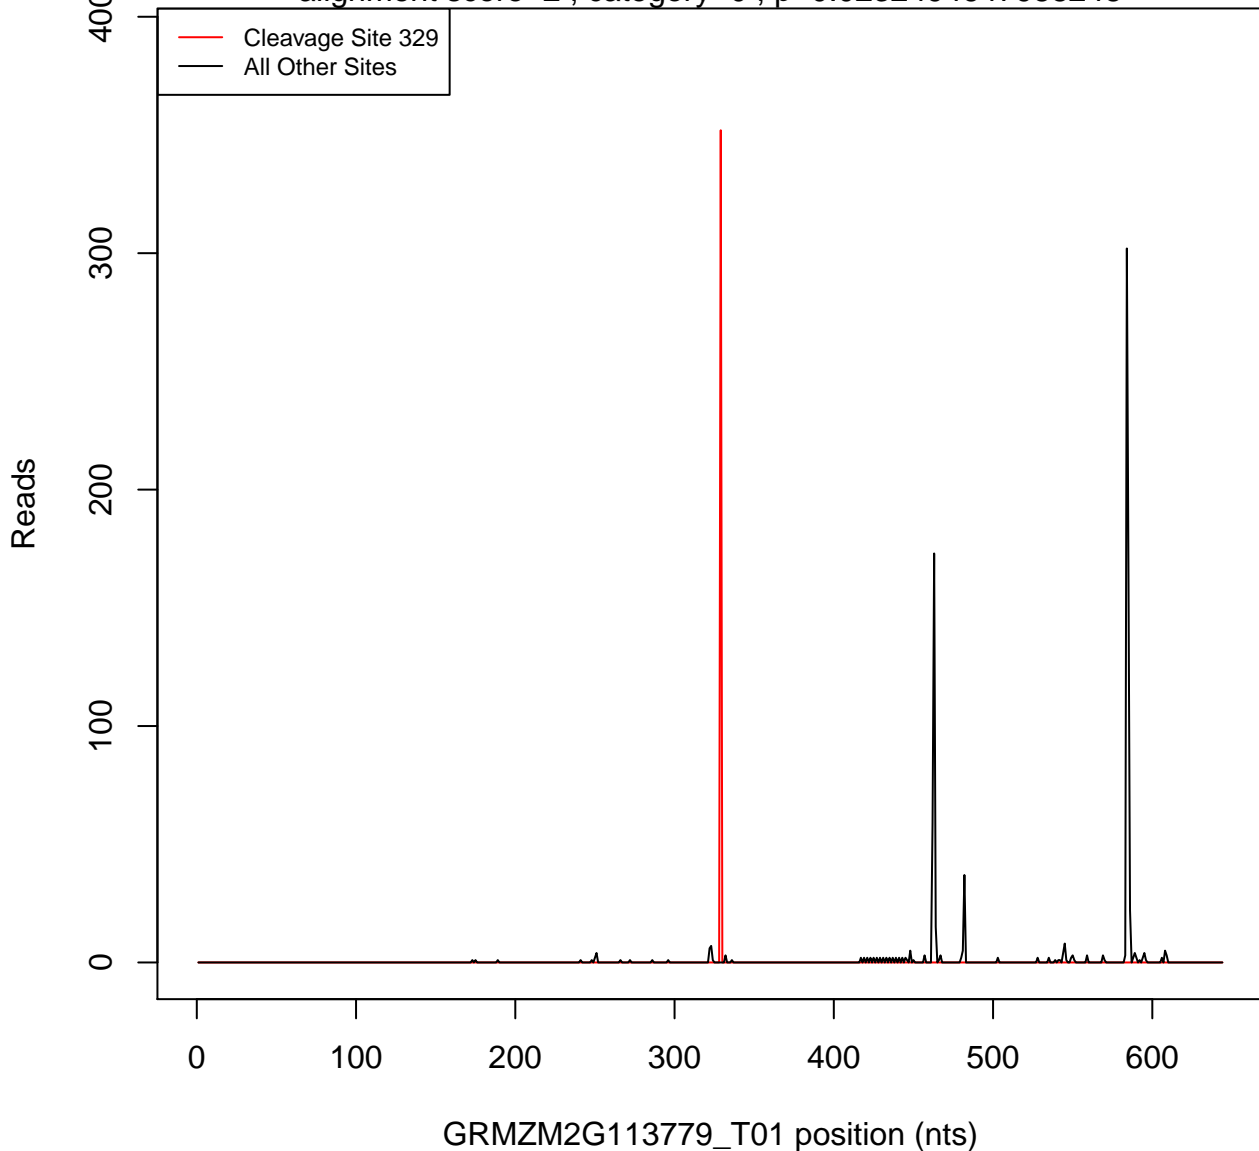

# zma-miR156h slicing GRMZM2G113779\_T01 at nt 329

alignment score=2 , category=0 , p=0.0232494647988248

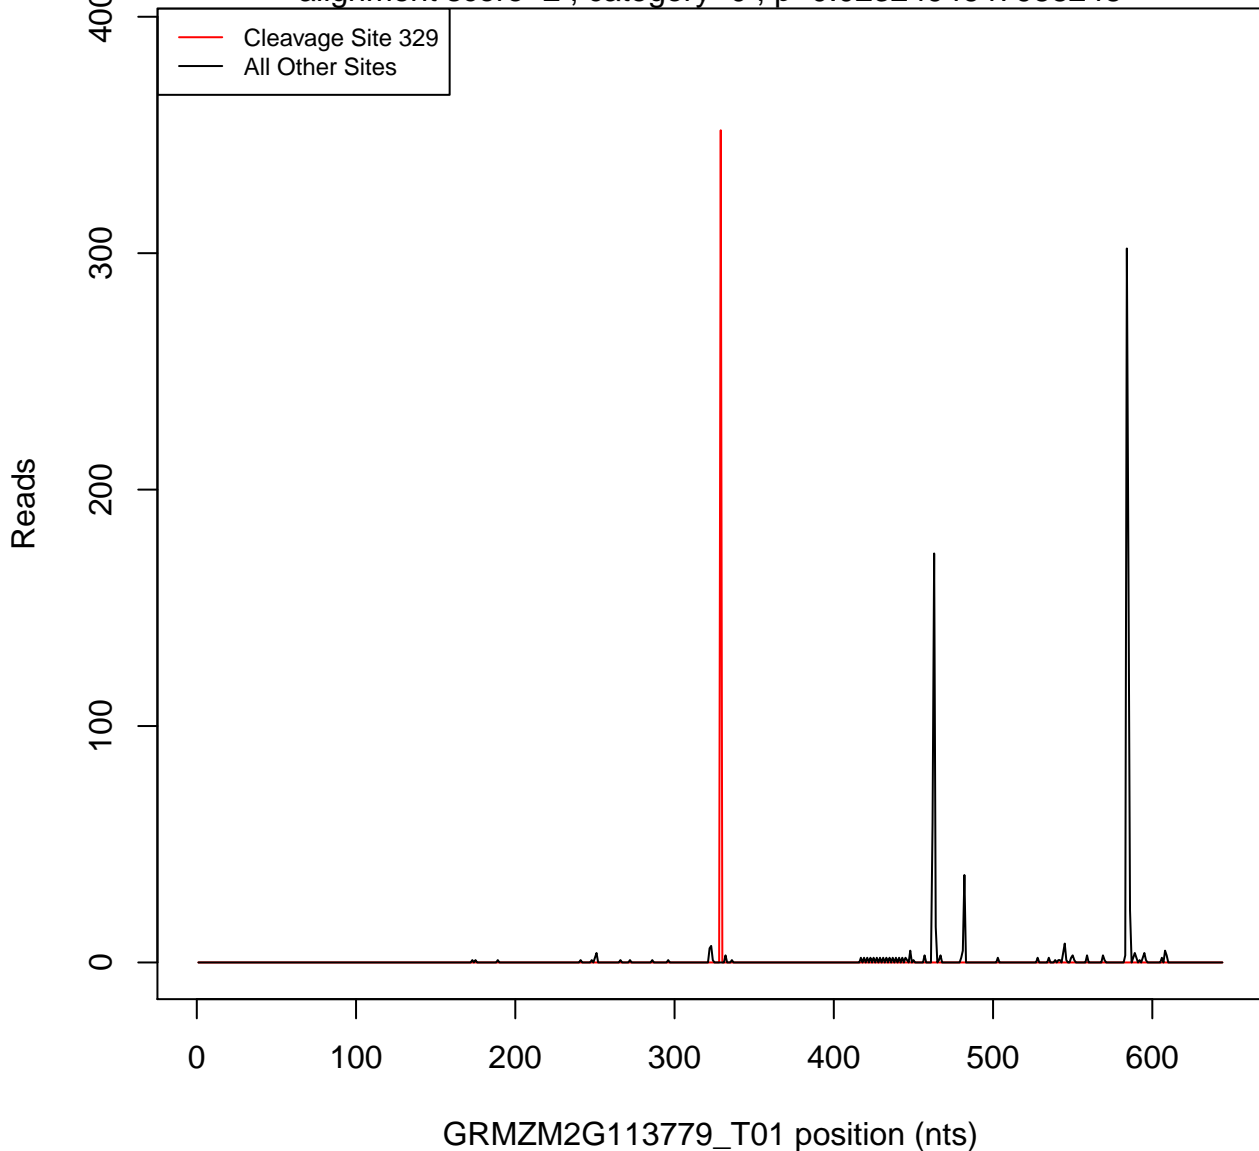

# zma-miR156i slicing GRMZM2G113779\_T01 at nt 329

alignment score=2 , category=0 , p=0.0232494647988248

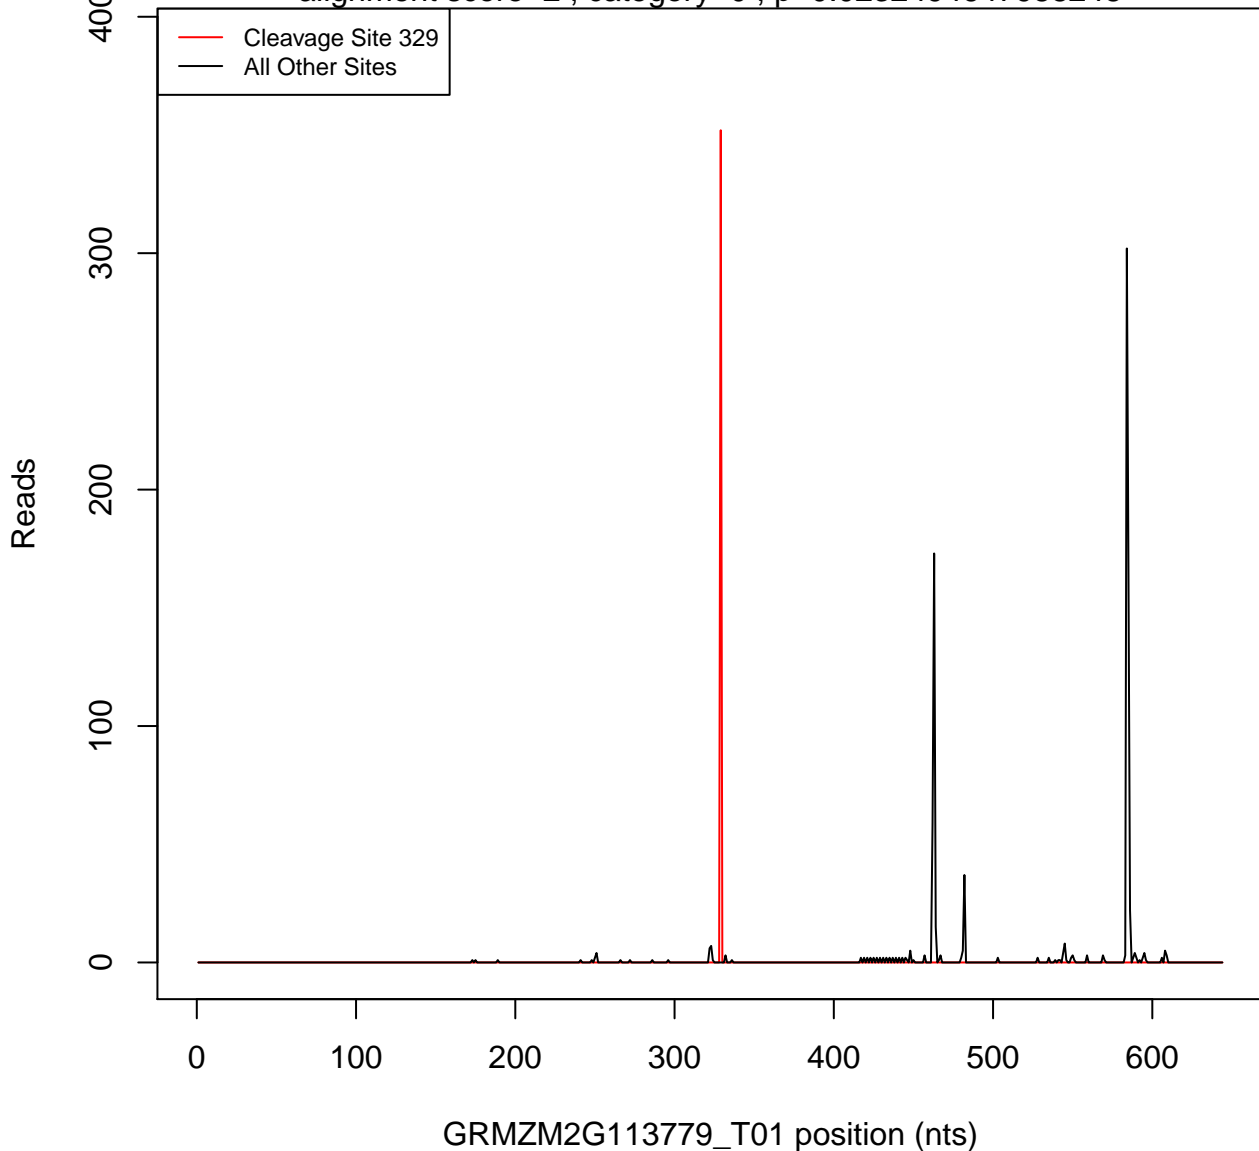

# zma-miR156j slicing GRMZM2G113779\_T01 at nt 329

alignment score=2 , category=0 , p=0.0232494647988248

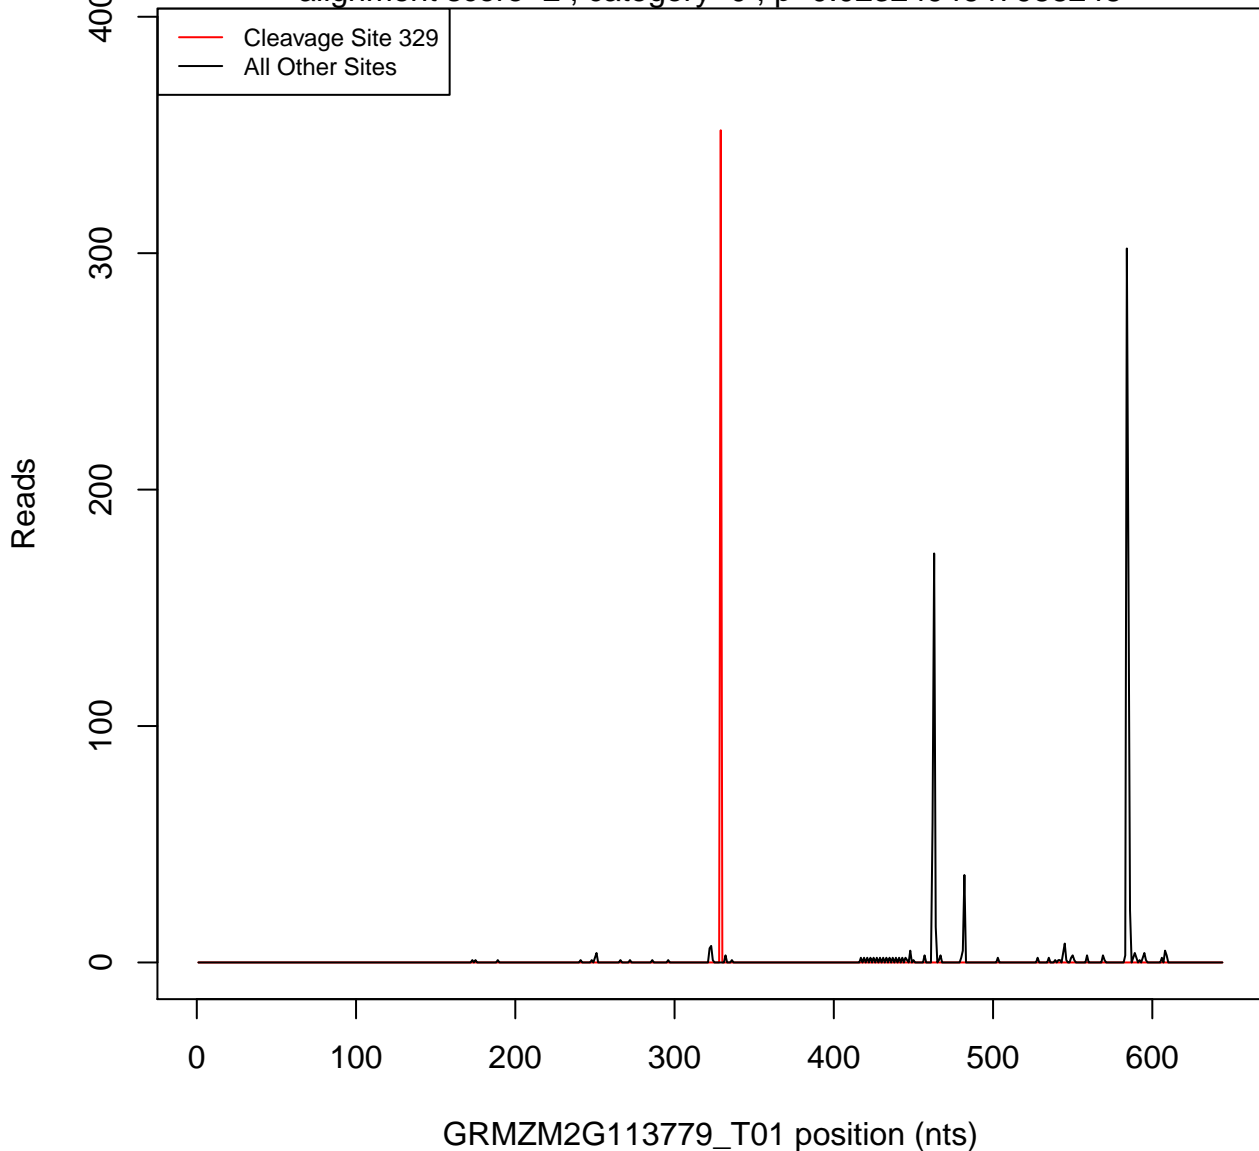

**zma-miR156a slicing GRMZM2G371033\_T01 at nt 600**

alignment score=1 , category=1 , p=0.0436656913029809

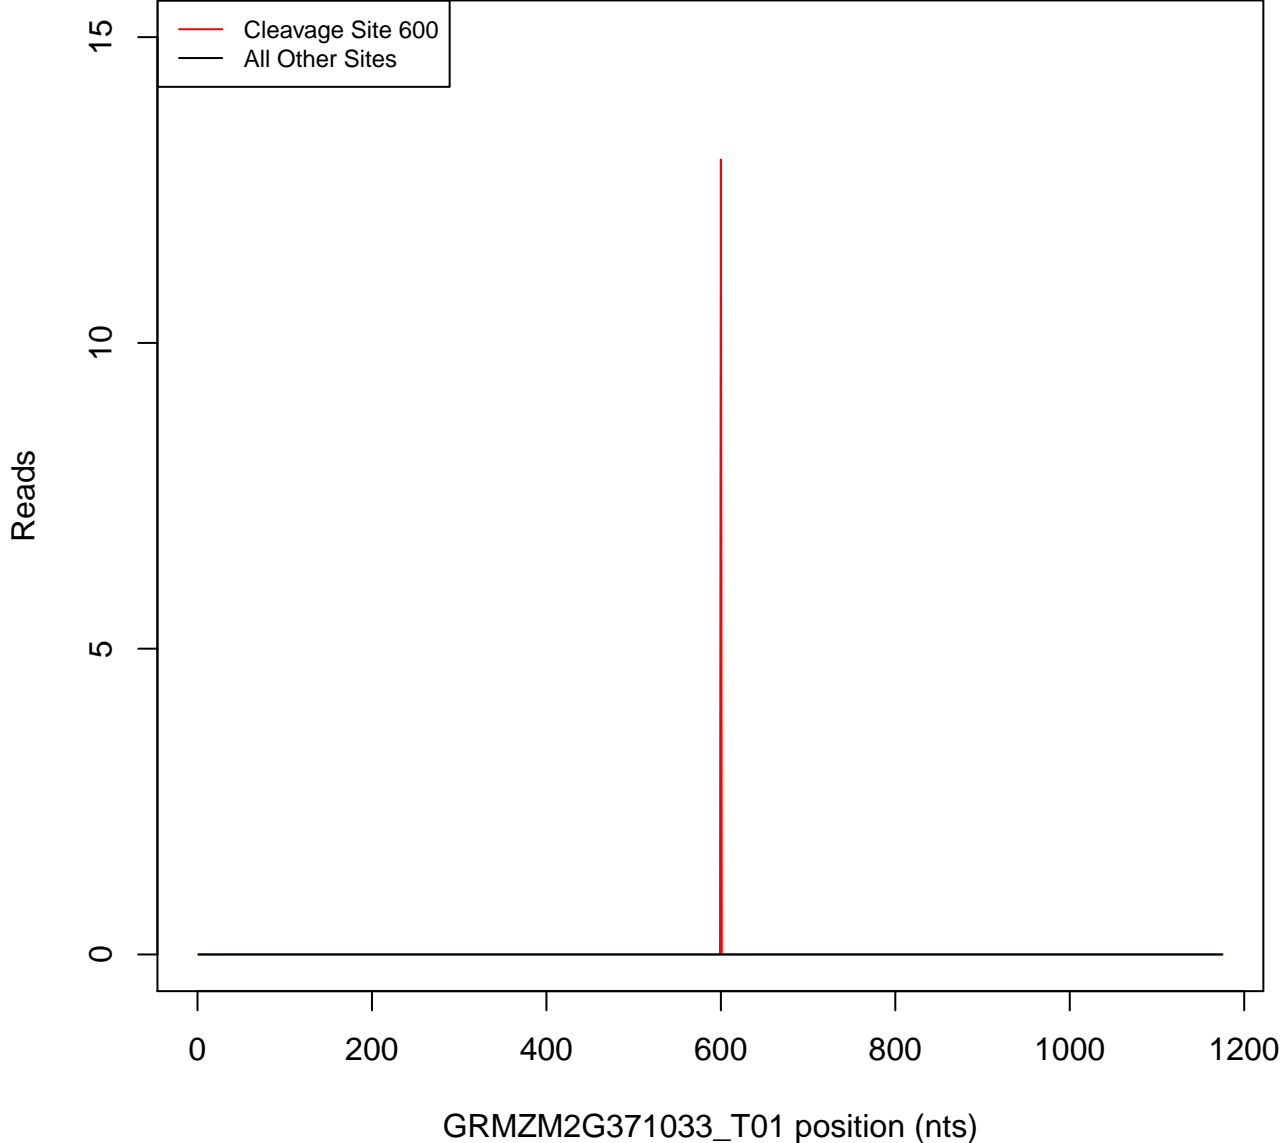

**zma-miR156b slicing GRMZM2G371033\_T01 at nt 600**

alignment score=1 , category=1 , p=0.0436656913029809

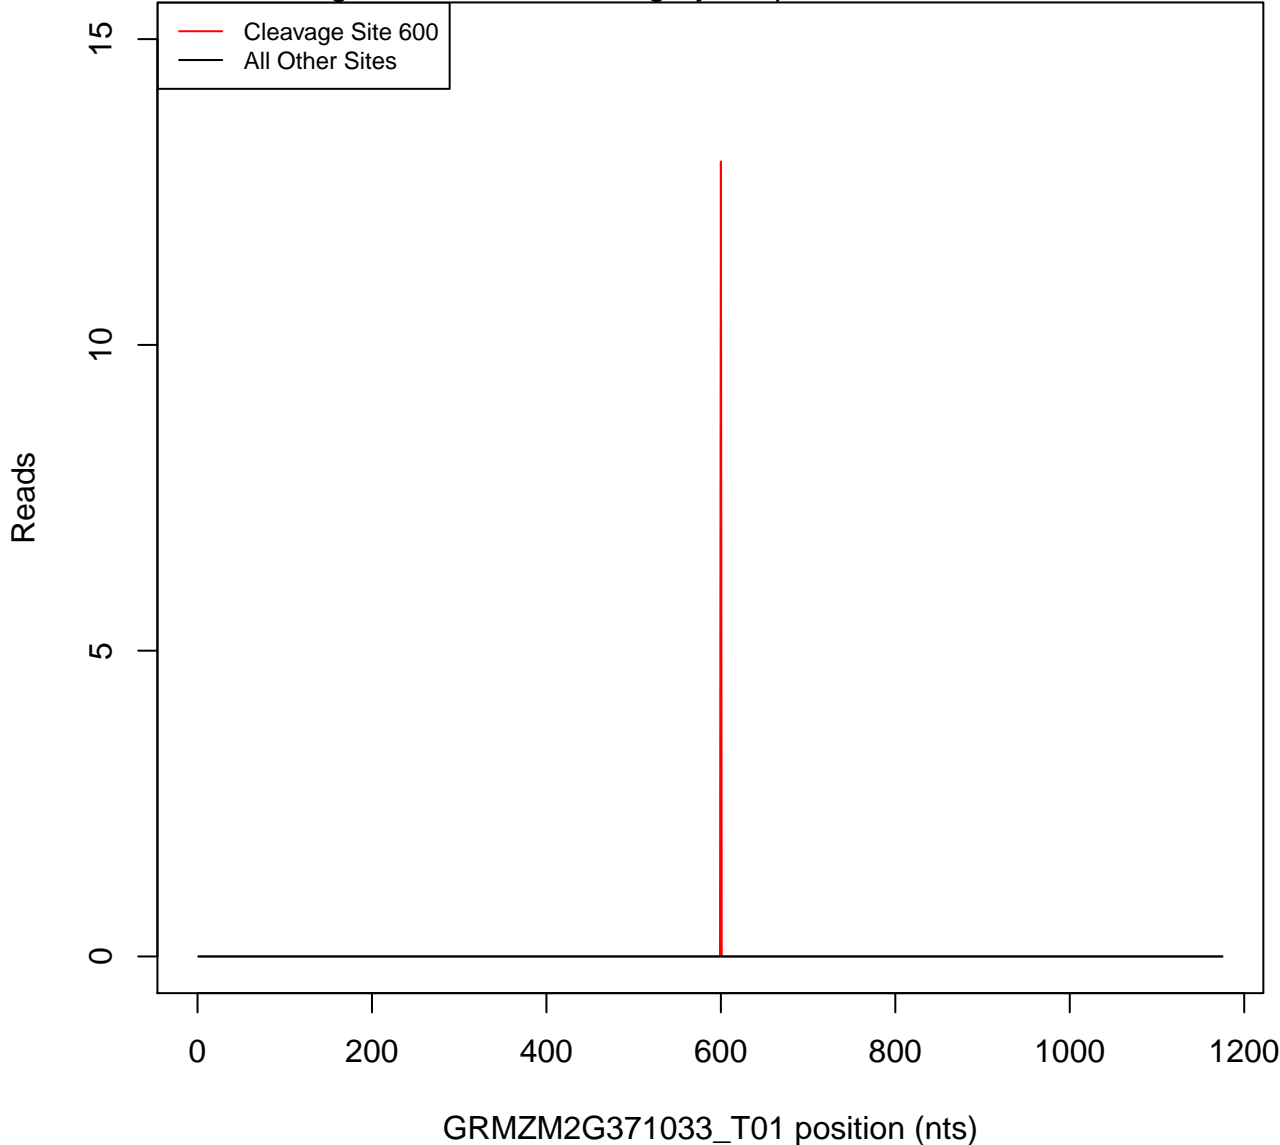

**zma-miR156c slicing GRMZM2G371033\_T01 at nt 600**

alignment score=1 , category=1 , p=0.0436656913029809

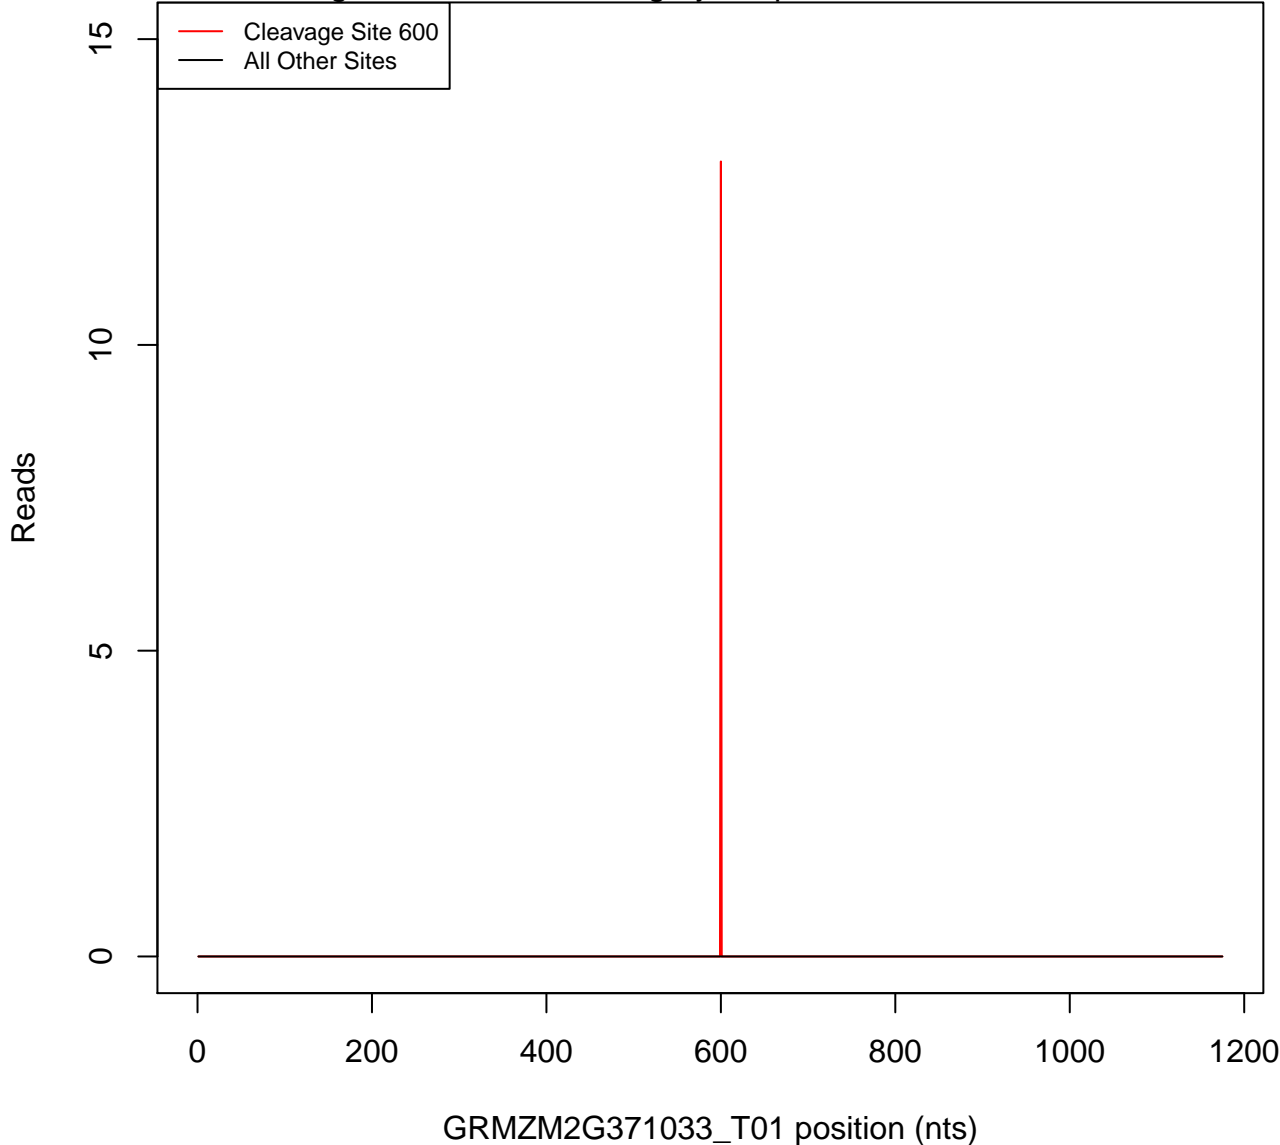

**zma-miR156e slicing GRMZM2G371033\_T01 at nt 600**

alignment score=1 , category=1 , p=0.0436656913029809

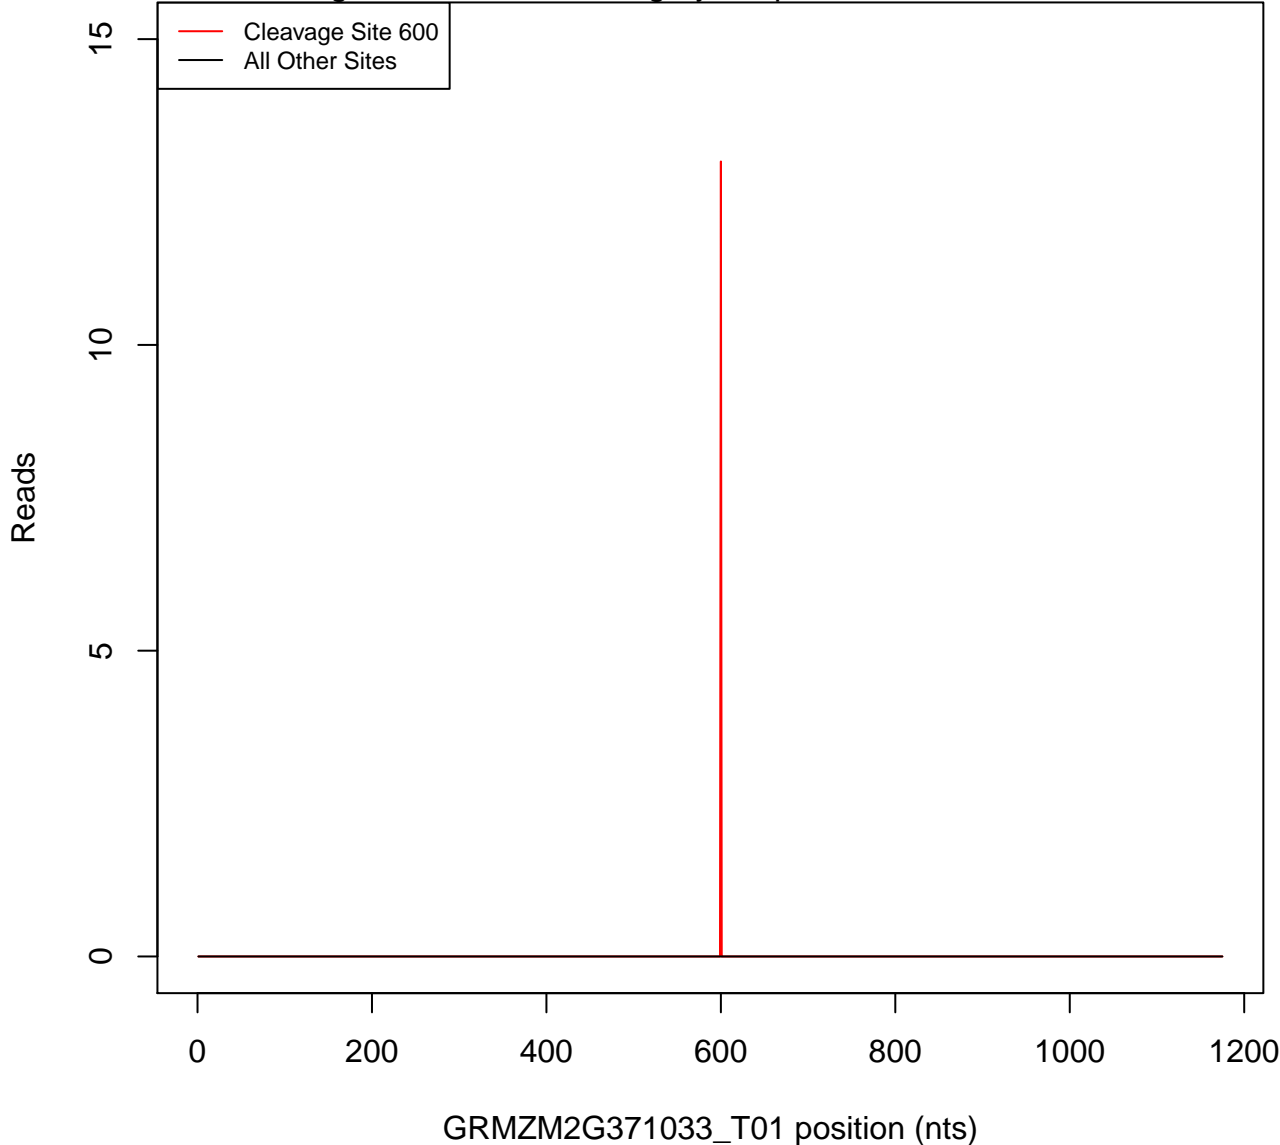

**zma-miR156h slicing GRMZM2G371033\_T01 at nt 600**

alignment score=1 , category=1 , p=0.0436656913029809

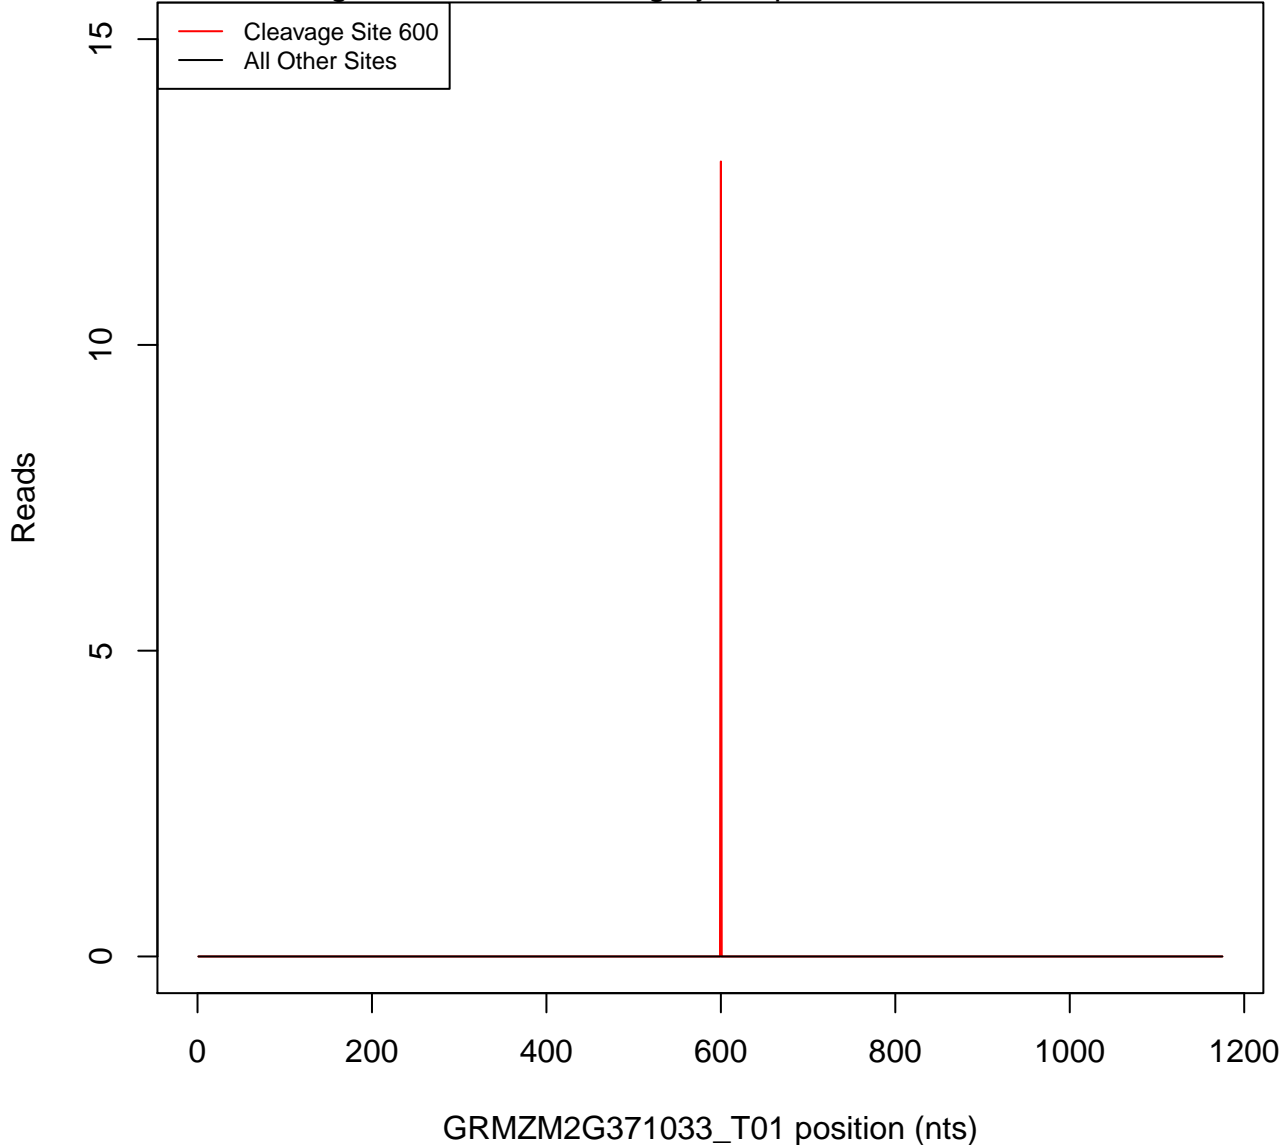

# zma-miR156i slicing GRMZM2G371033\_T01 at nt 600

alignment score=1 , category=1 , p=0.0436656913029809

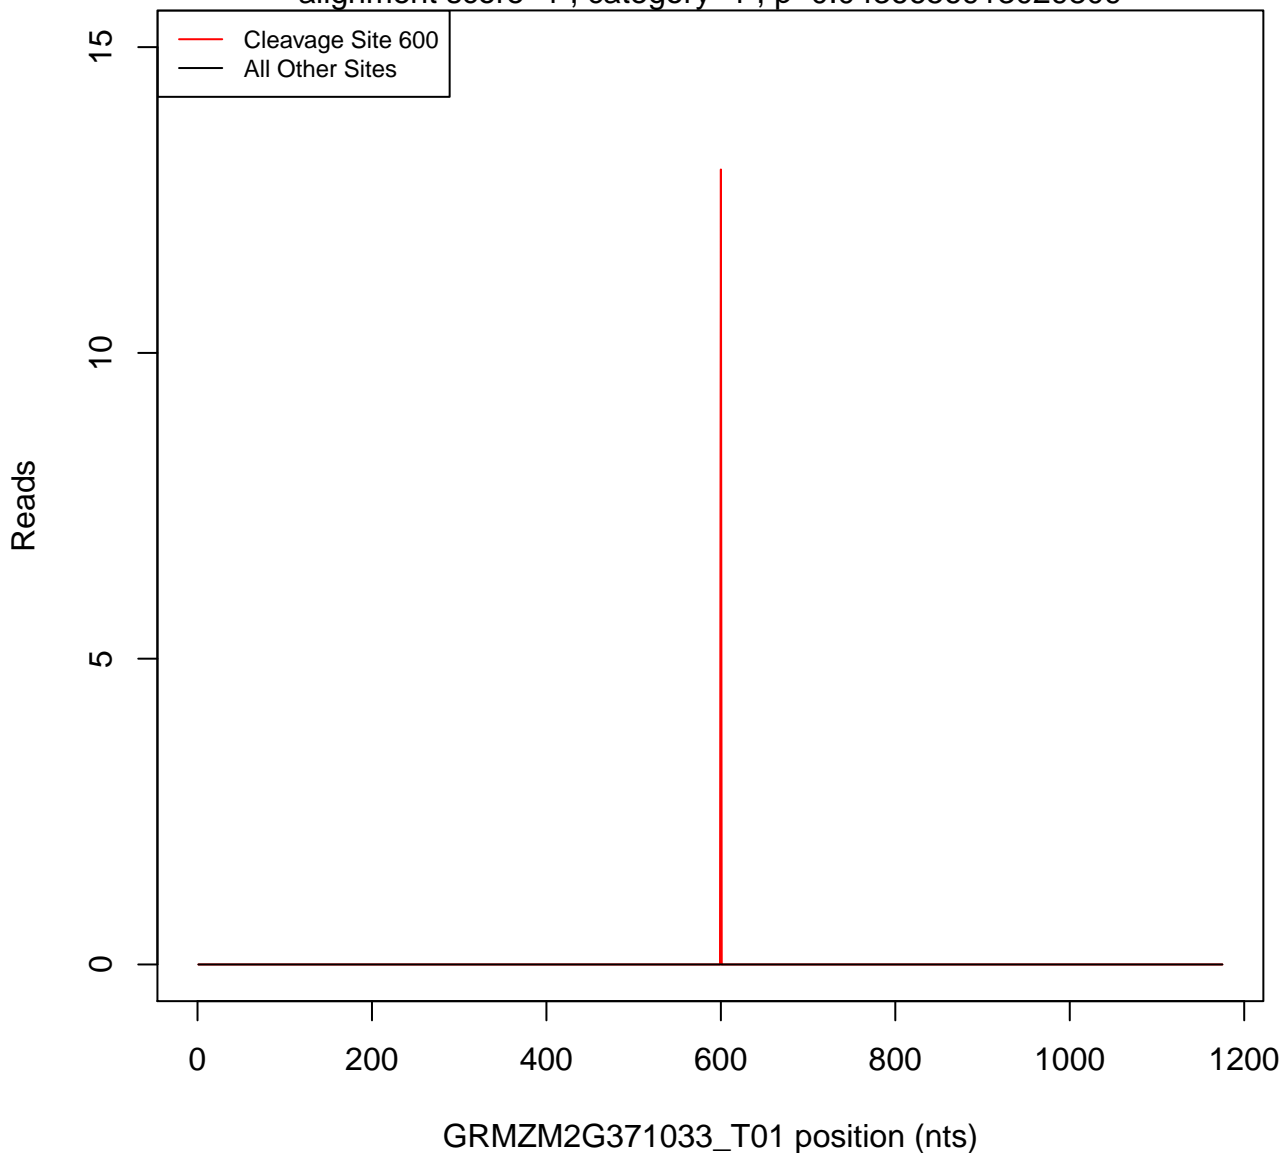

# zma-miR156j slicing GRMZM2G371033\_T01 at nt 600

alignment score=0 , category=1 , p=0.0254293917557853

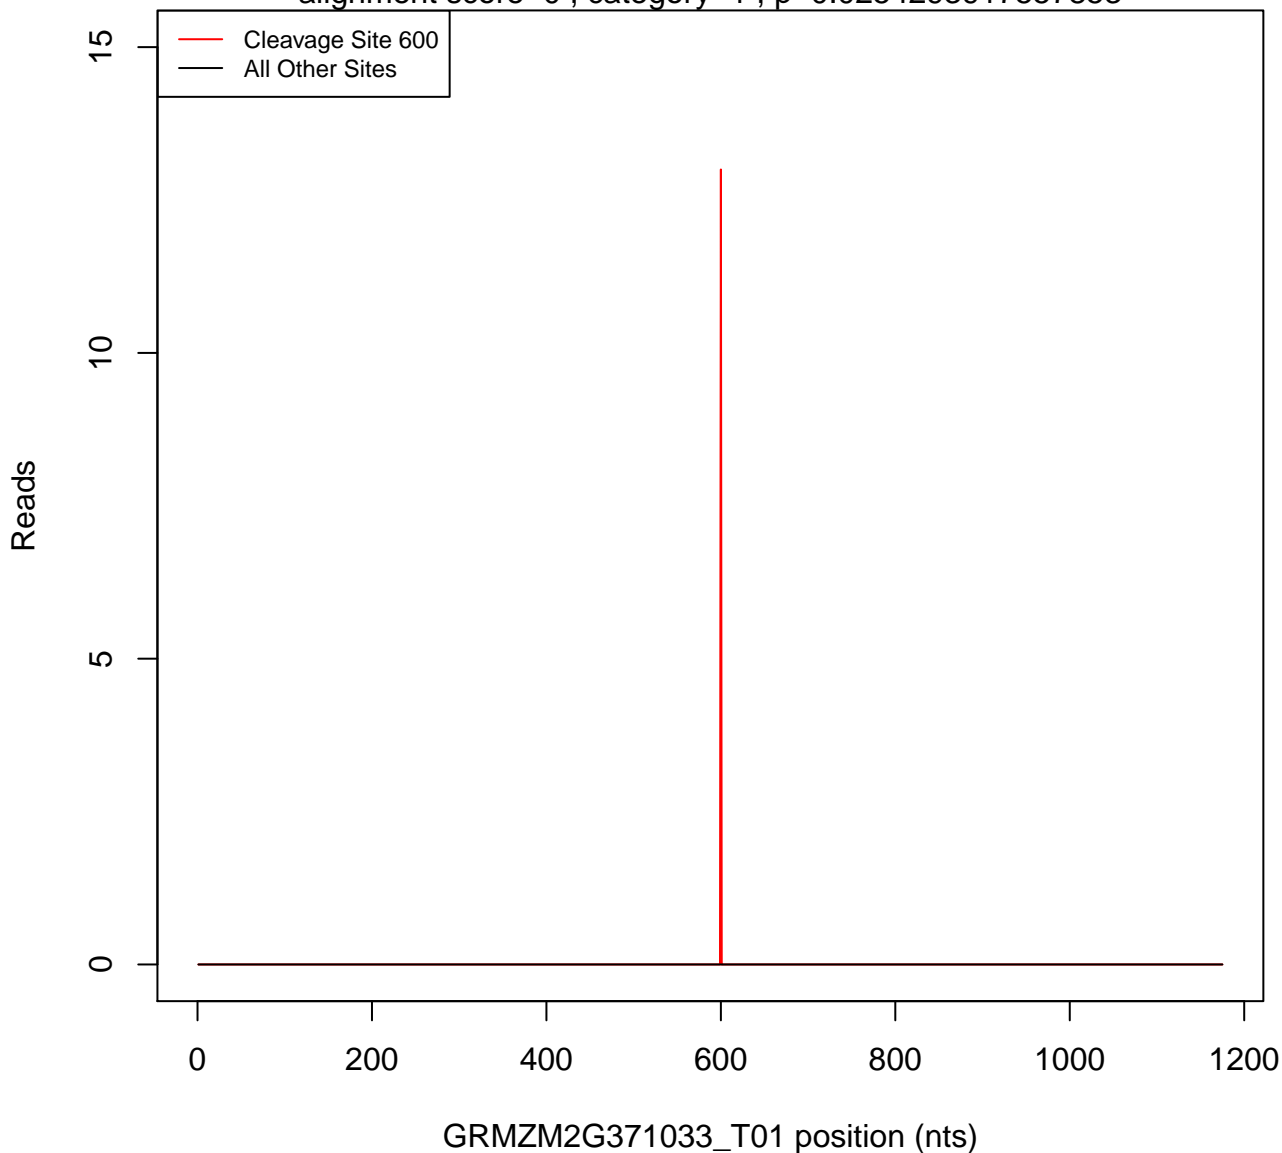

# zma-miR159b slicing GRMZM2G139688\_T01 at nt 1410

alignment score=3.5 , category=0 , p=0.0305285267538185

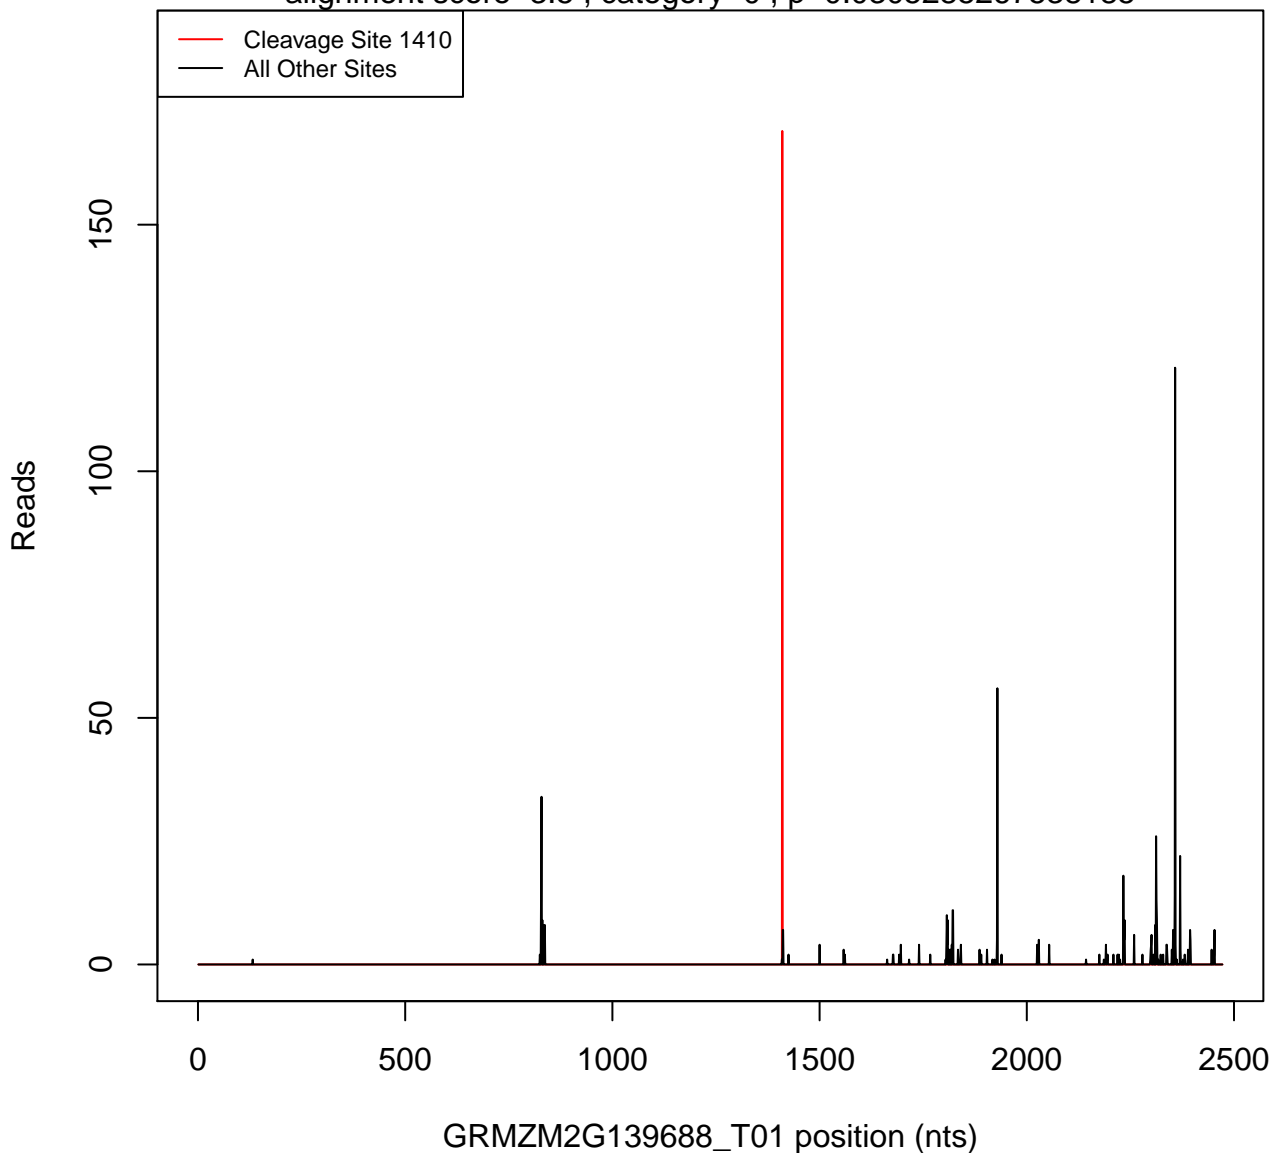

# zma-miR160a slicing AC207656.3\_FGT002 at nt 1361

alignment score=1 , category=0 , p=0.0346550302180042

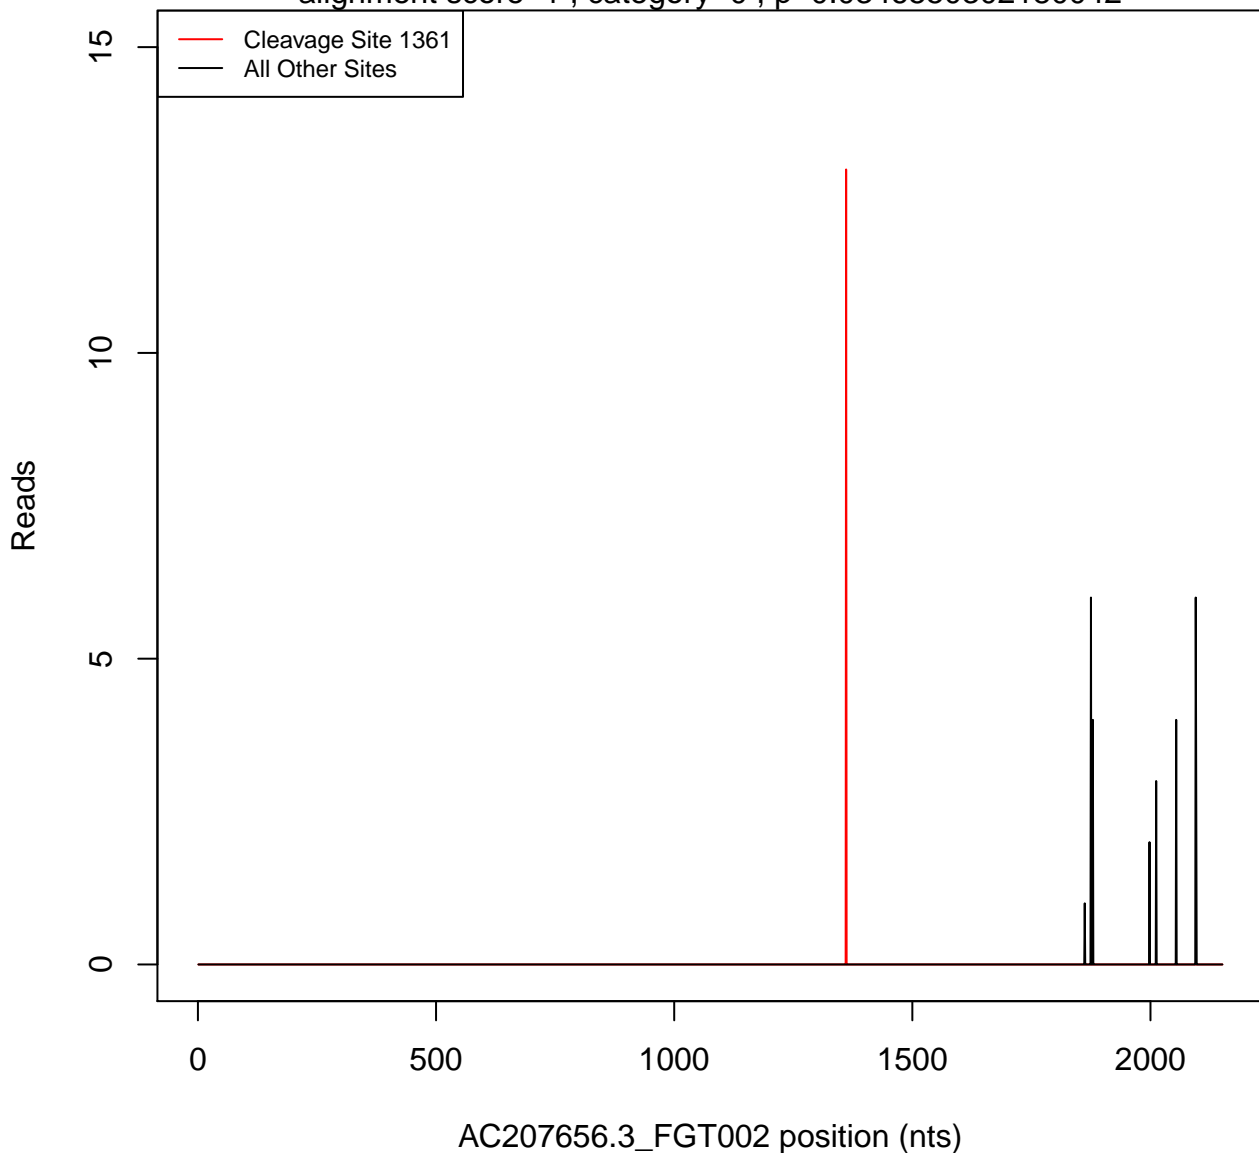

# zma-miR160d slicing AC207656.3\_FGT002 at nt 1361

alignment score=1 , category=0 , p=0.0346550302180042

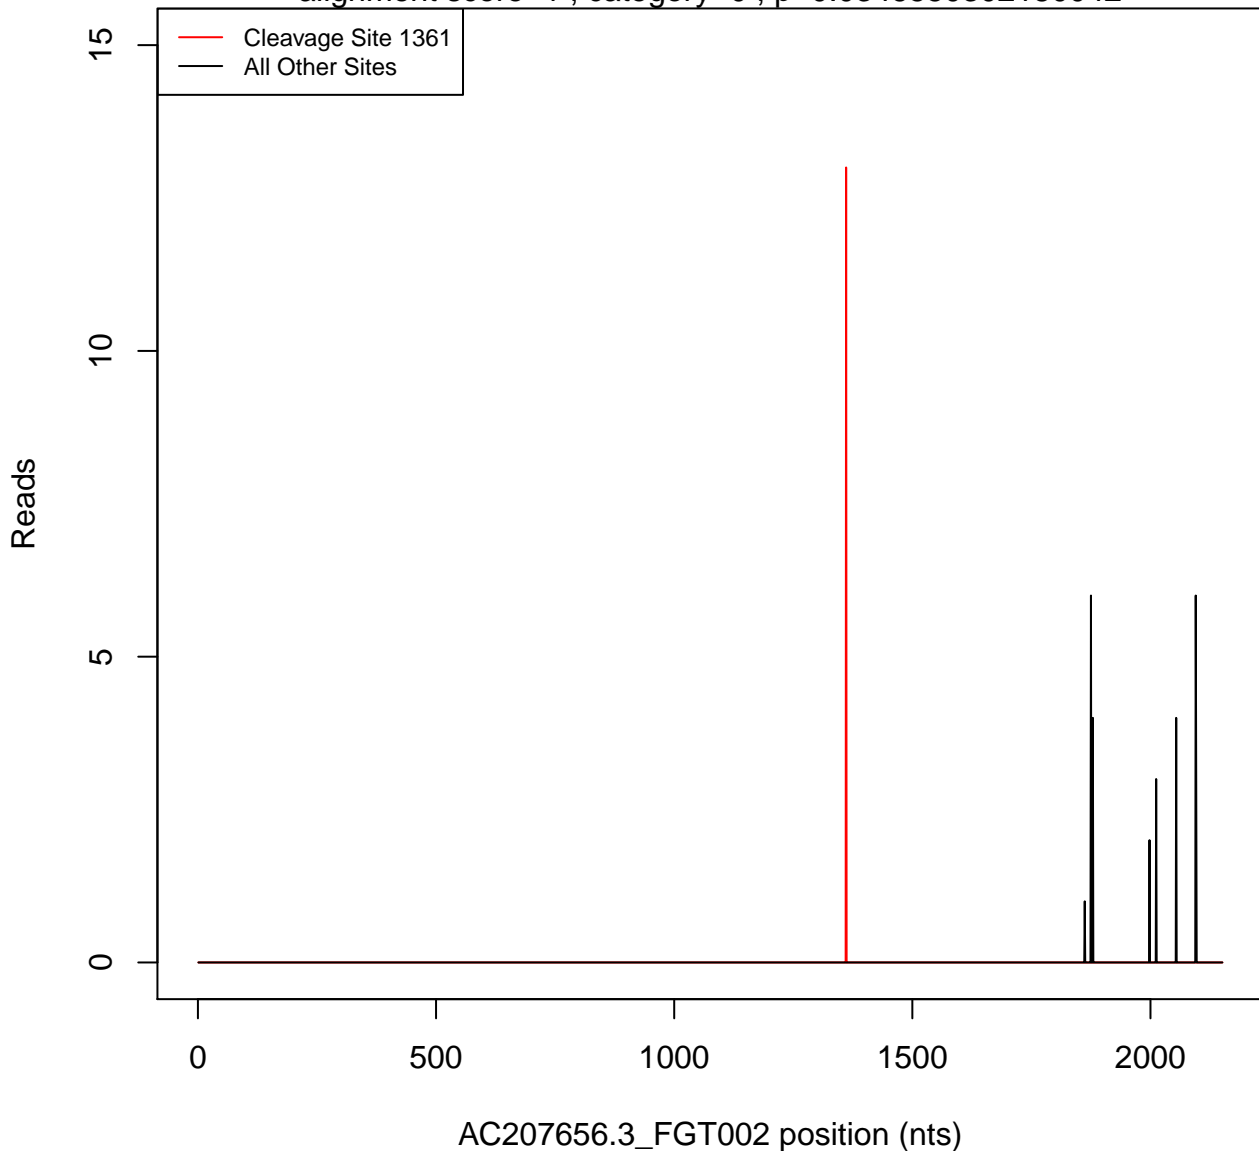

# zma-miR160a slicing GRMZM2G005284\_T01 at nt 1418

alignment score=1 , category=1 , p=0.00867703001537523

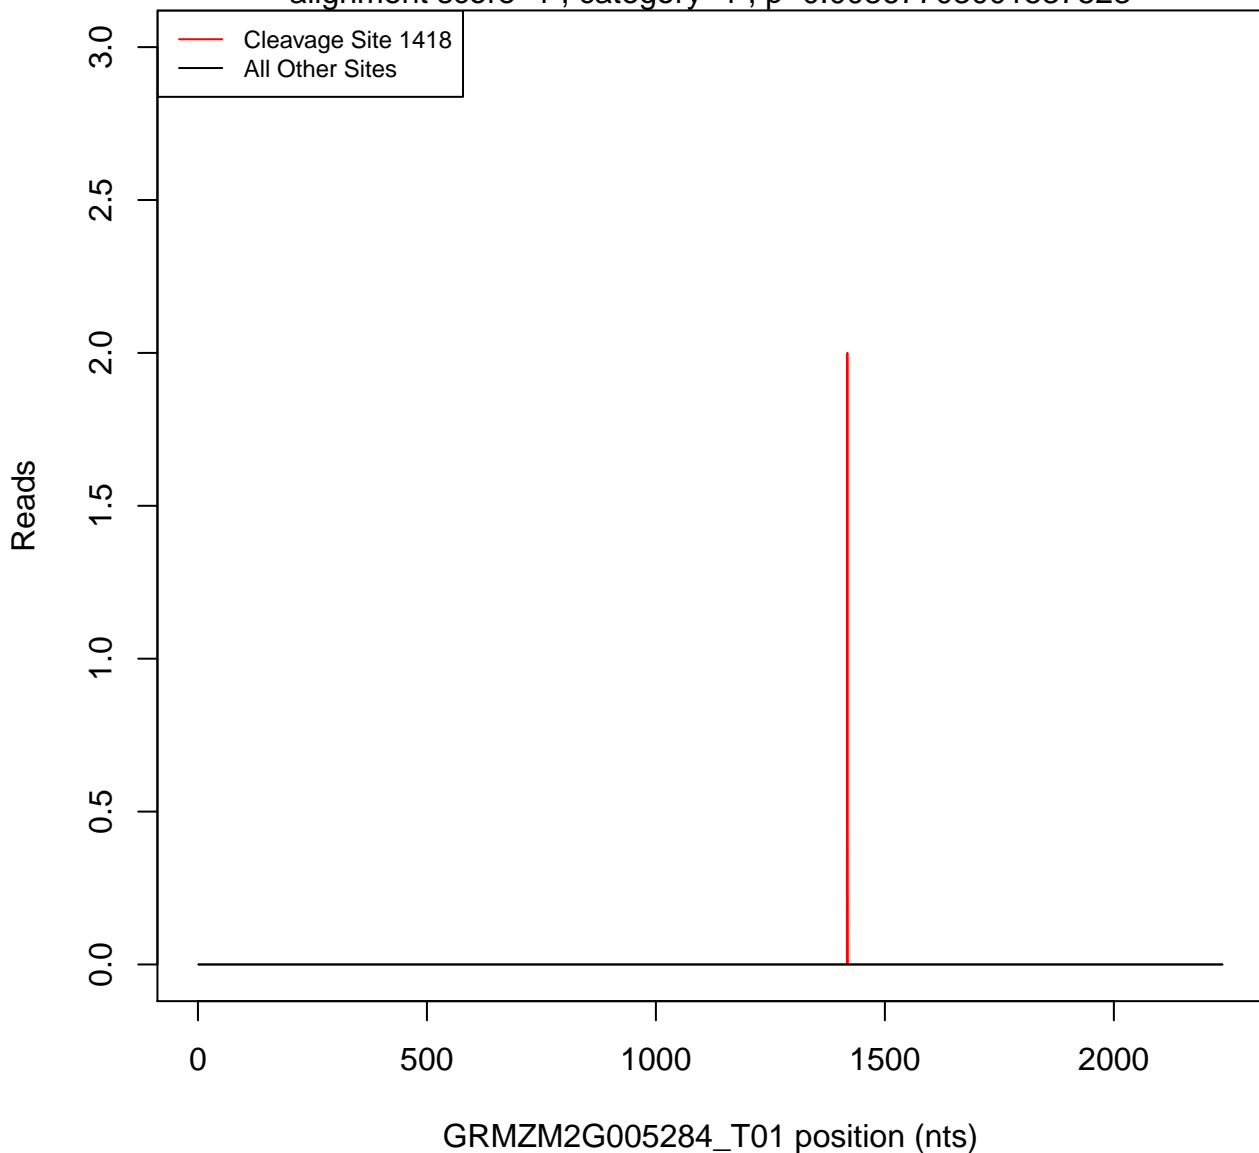

# zma-miR160d slicing GRMZM2G005284\_T01 at nt 1418

alignment score=1 , category=1 , p=0.00867703001537523

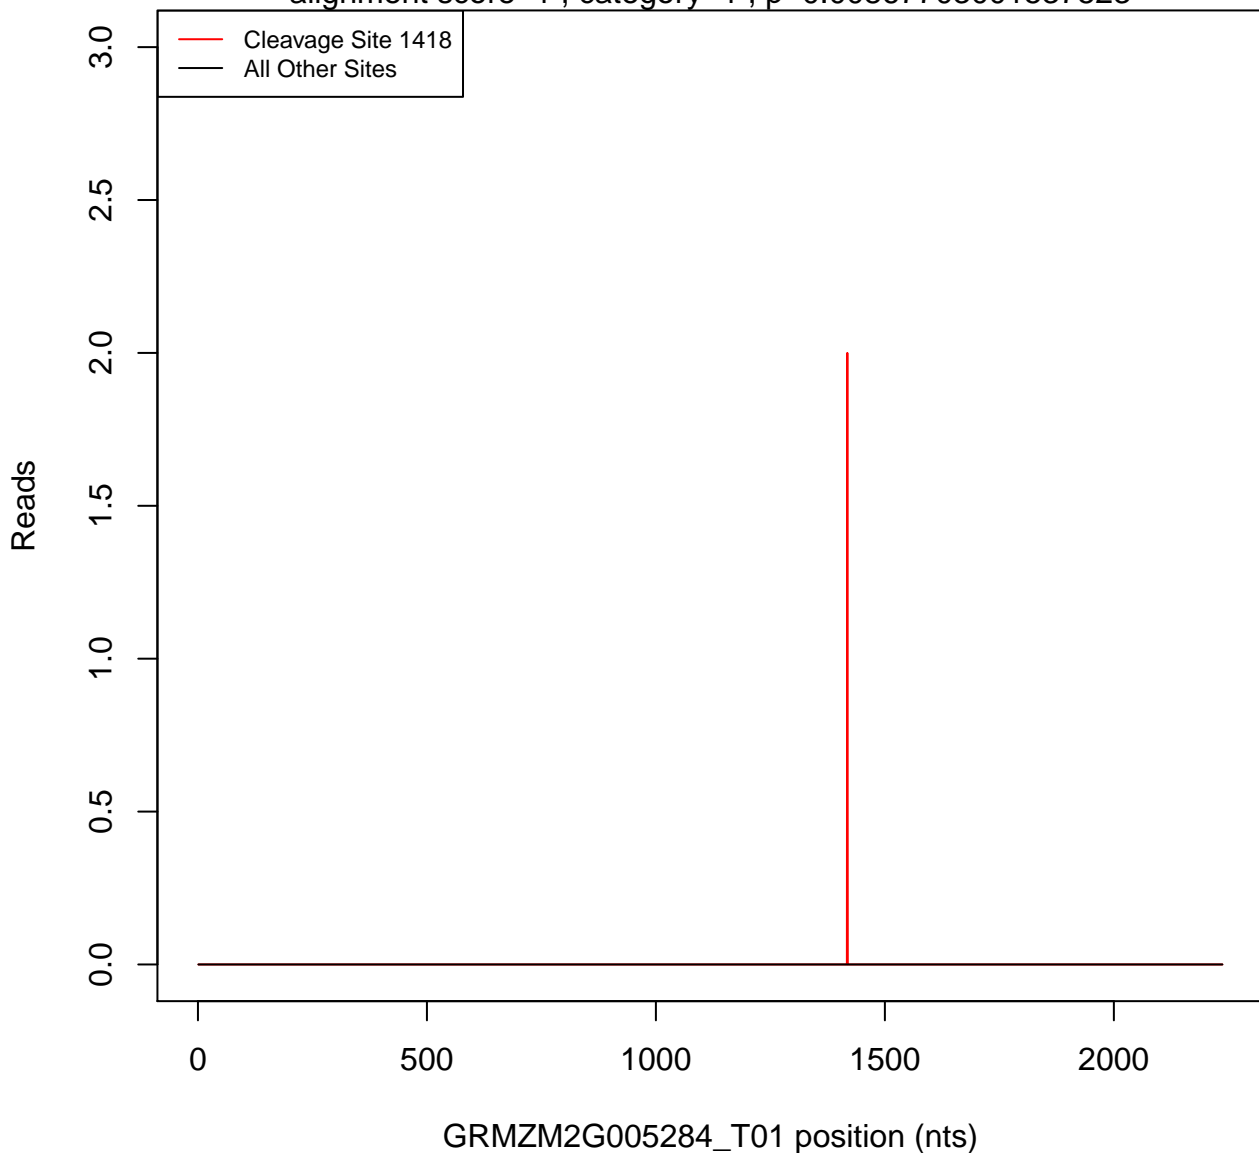

# zma-miR160a slicing GRMZM2G081406\_T01 at nt 1510

alignment score=2 , category=3 , p=0.0432613657541212

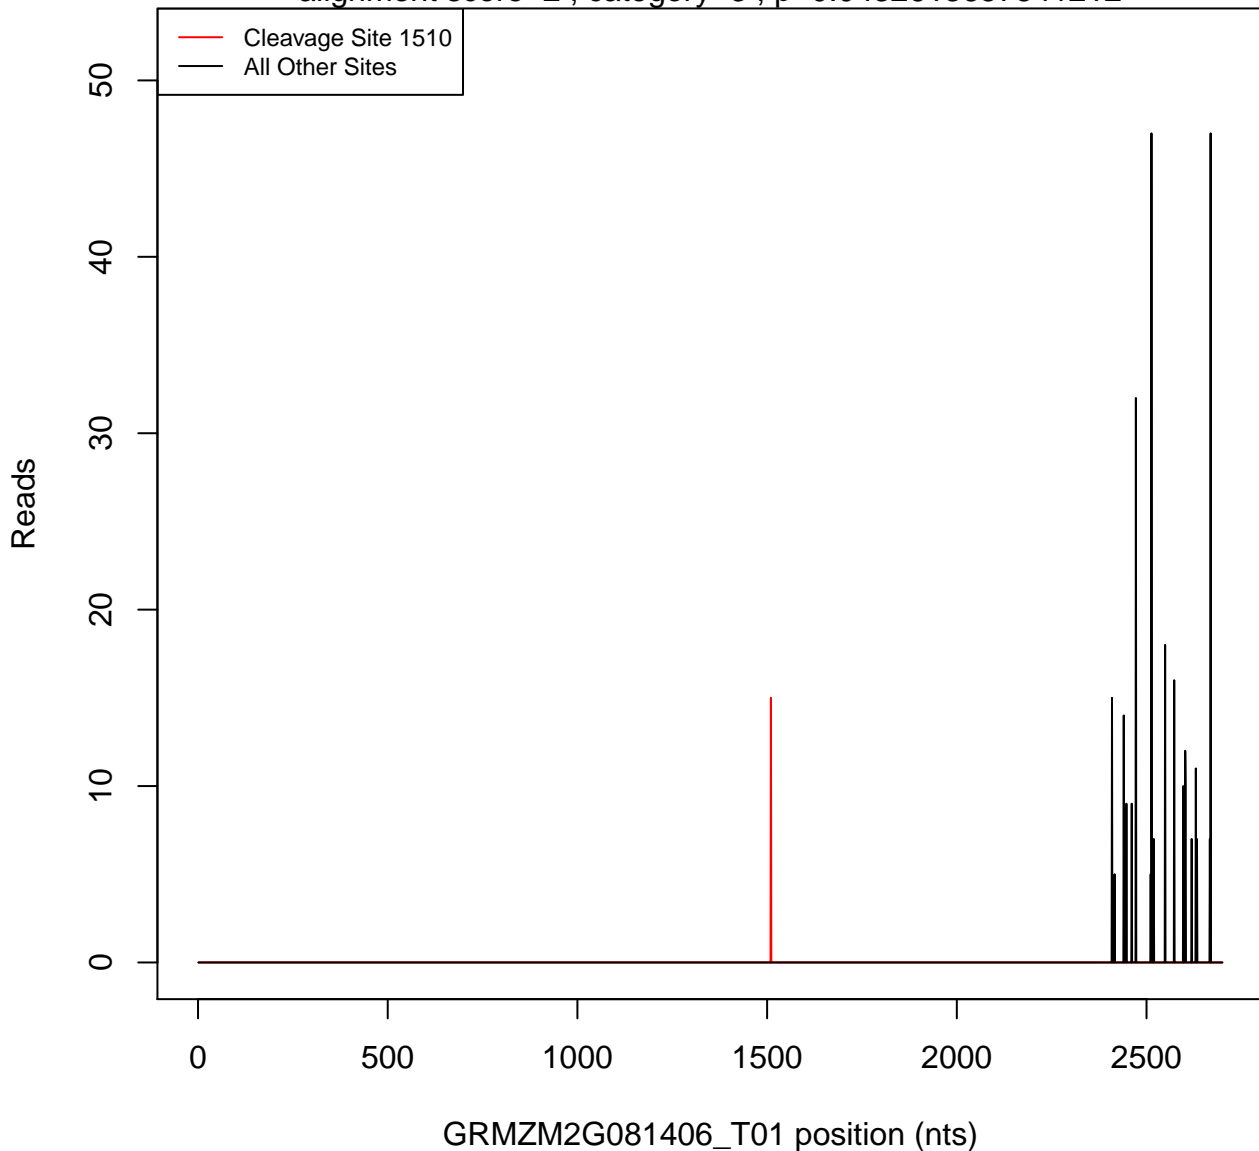

# zma-miR160d slicing GRMZM2G081406\_T01 at nt 1510

alignment score=2 , category=3 , p=0.0432613657541212

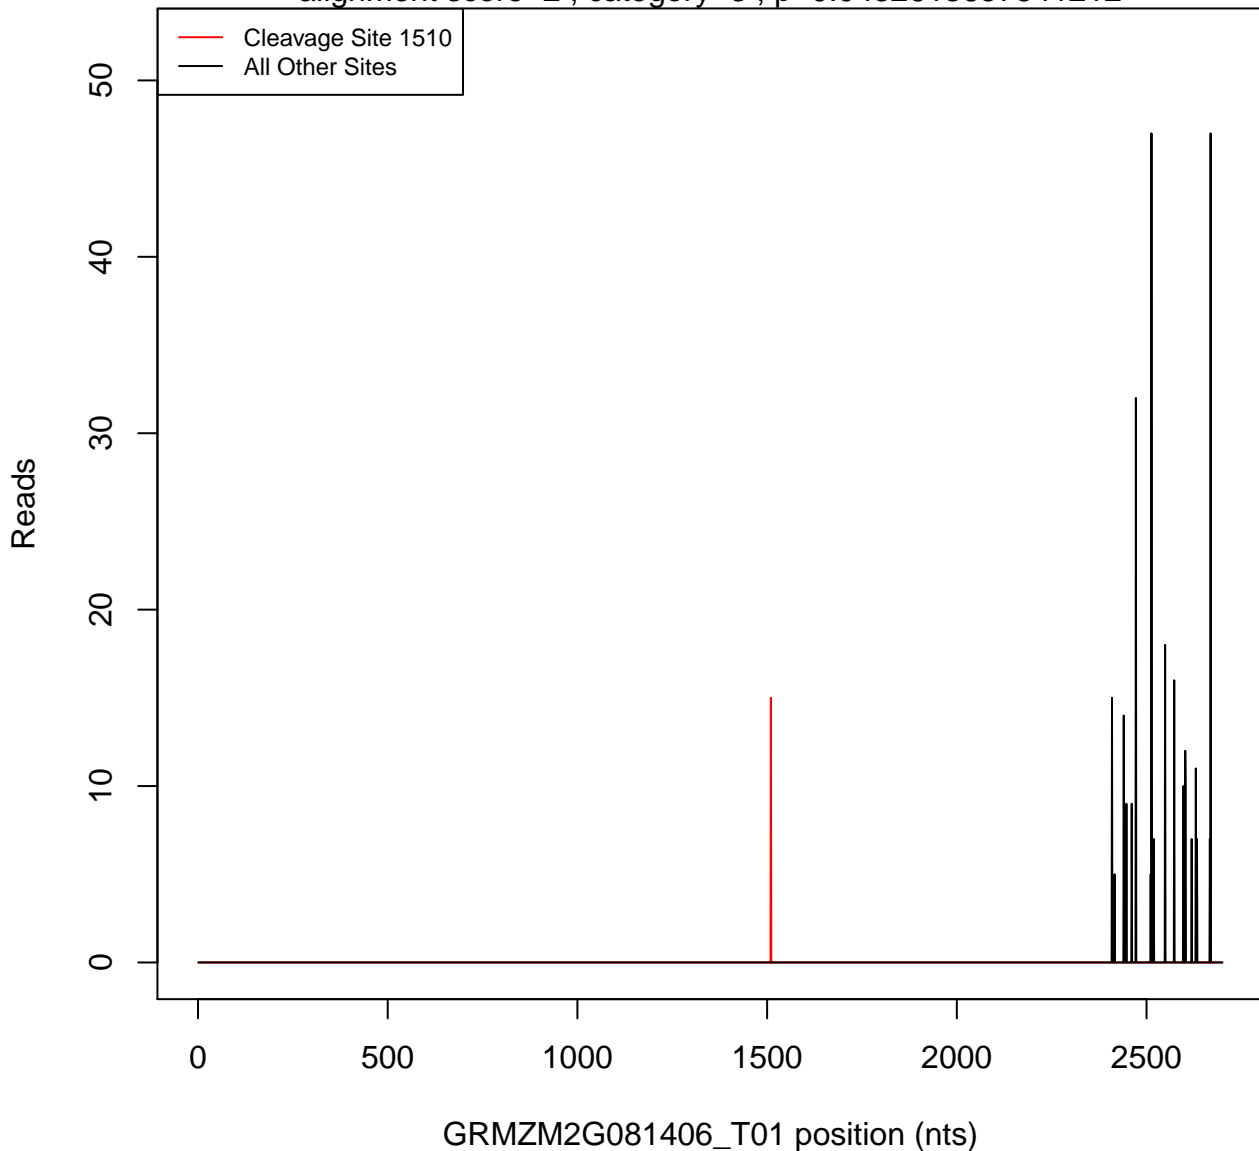

# zma-miR160a slicing GRMZM2G153233\_T01 at nt 1663

alignment score=1 , category=0 , p=0.0303410246744644

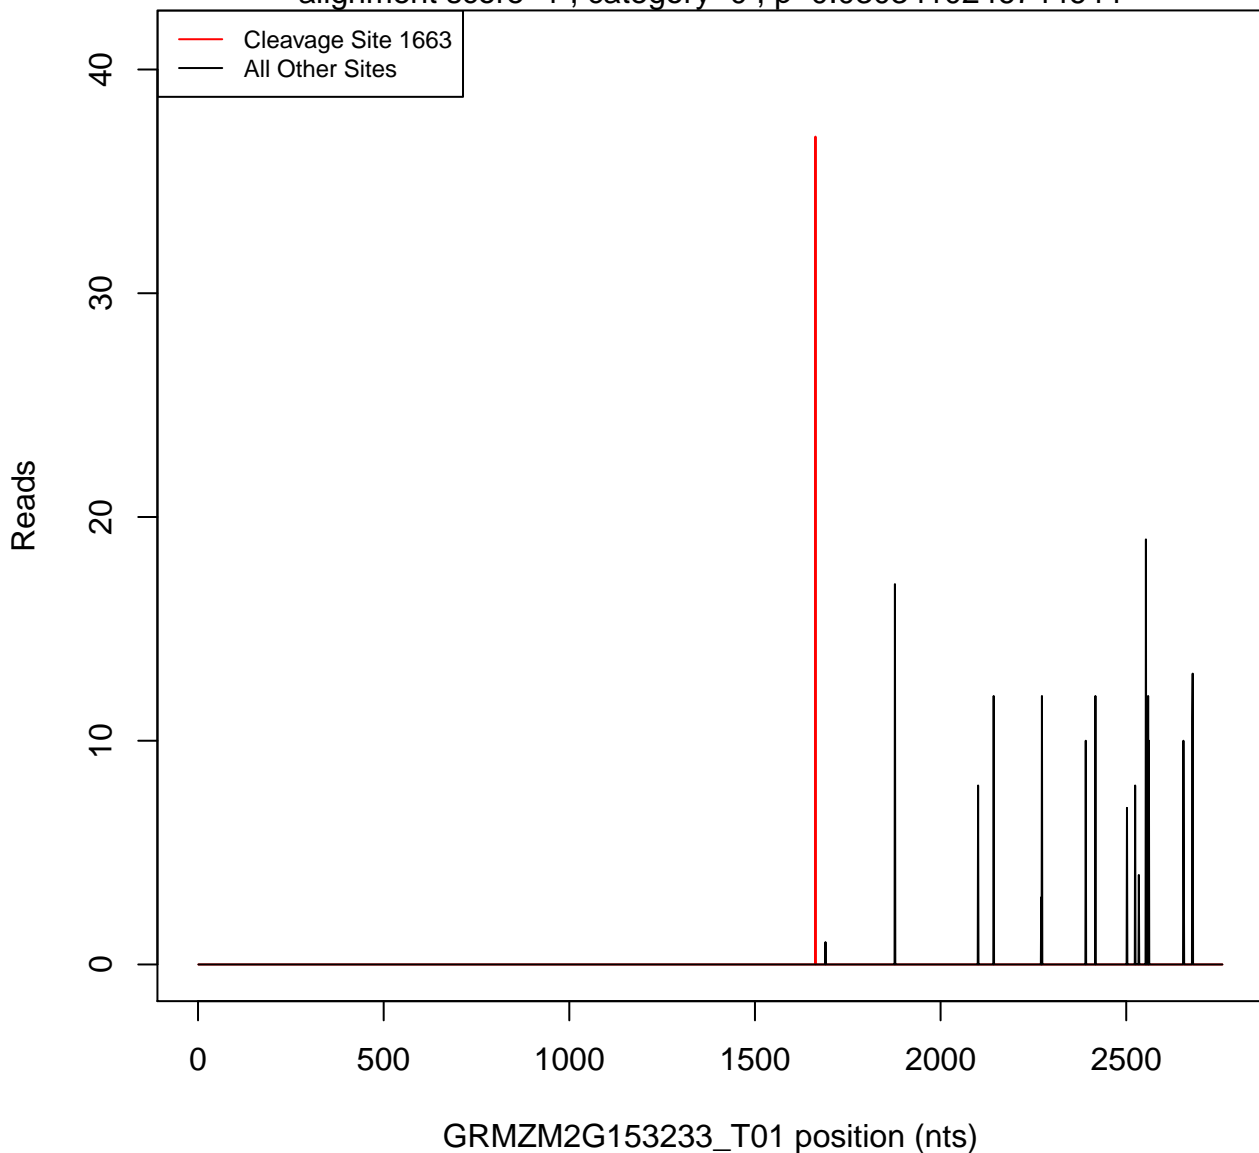

# zma-miR160d slicing GRMZM2G153233\_T01 at nt 1663

alignment score=1 , category=0 , p=0.0303410246744644

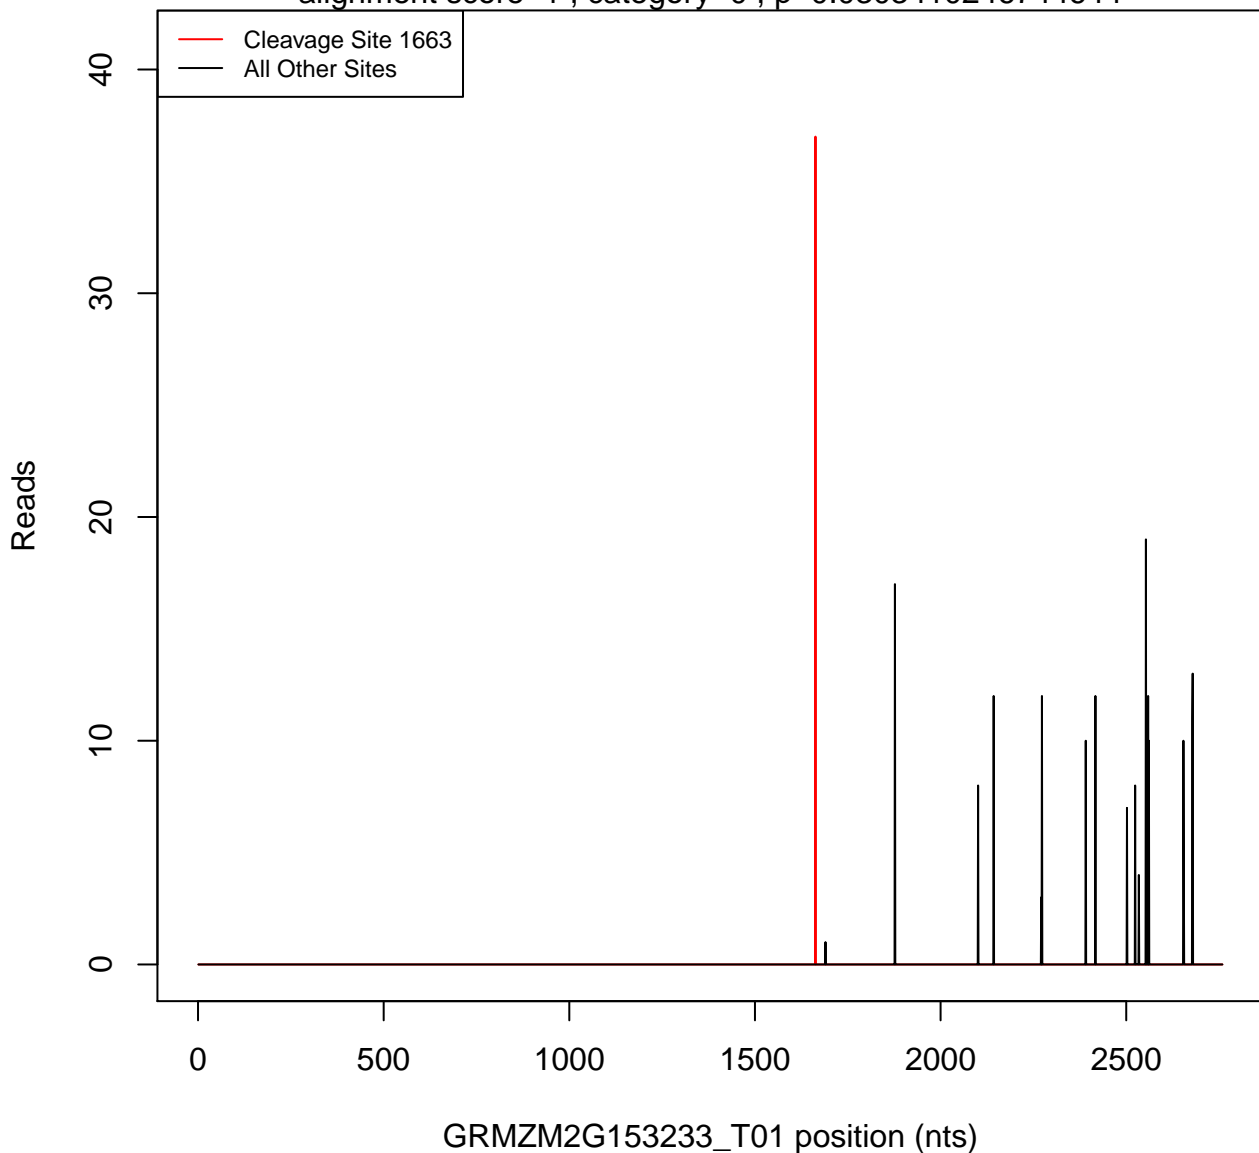

# zma-miR160a slicing GRMZM2G390641\_T01 at nt 1801

alignment score=1 , category=0 , p=0.0370814055139441

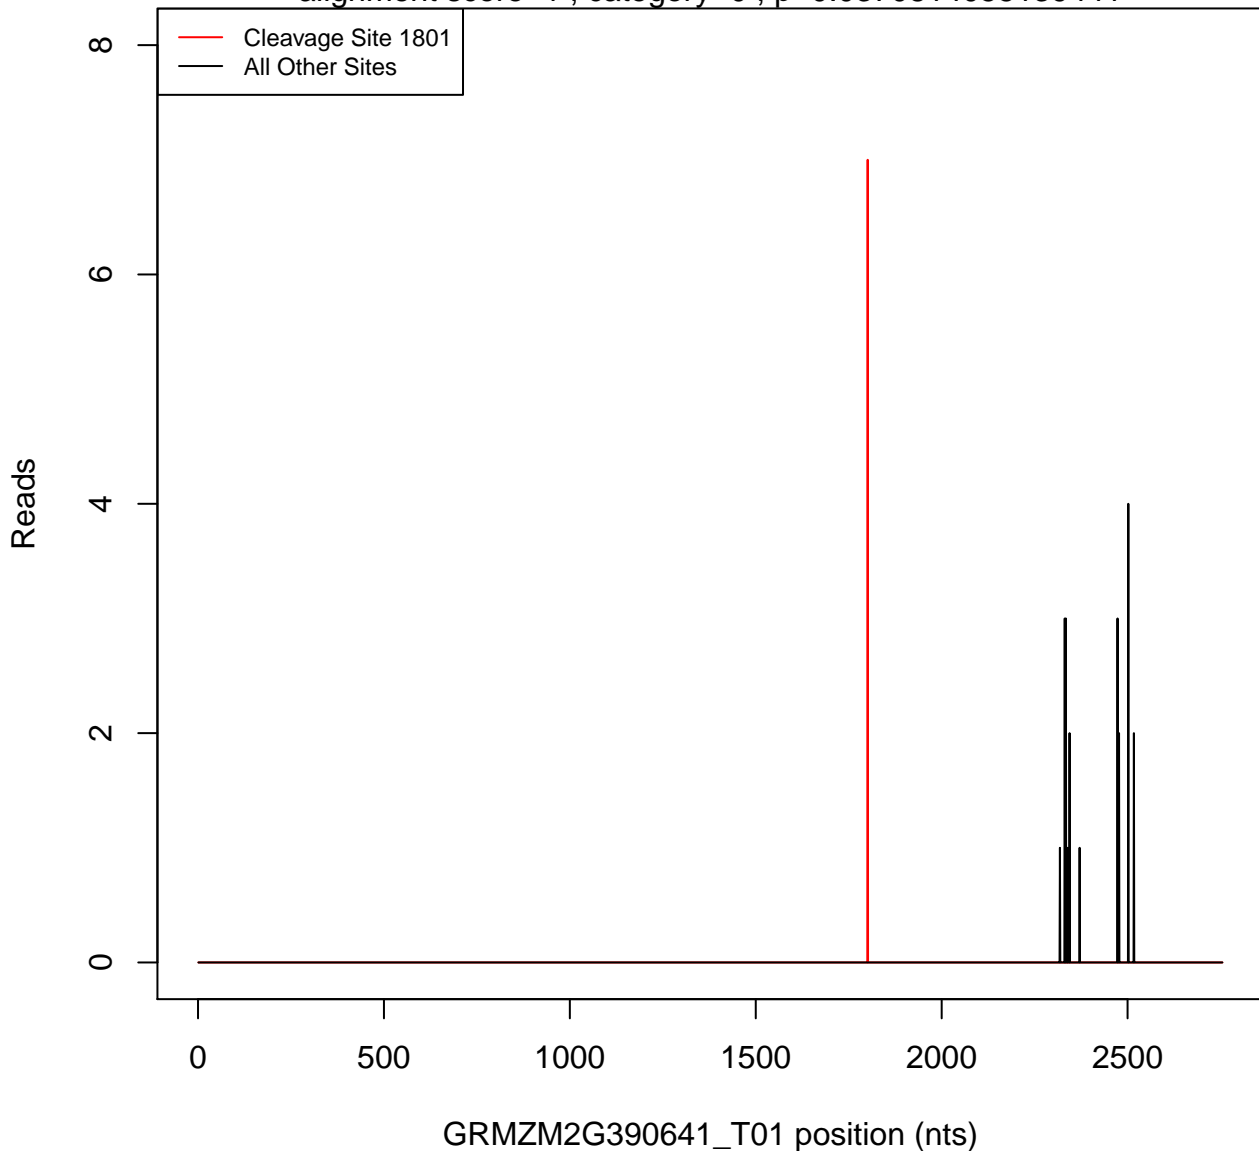

# zma-miR160d slicing GRMZM2G390641\_T01 at nt 1801

alignment score=1 , category=0 , p=0.0370814055139441

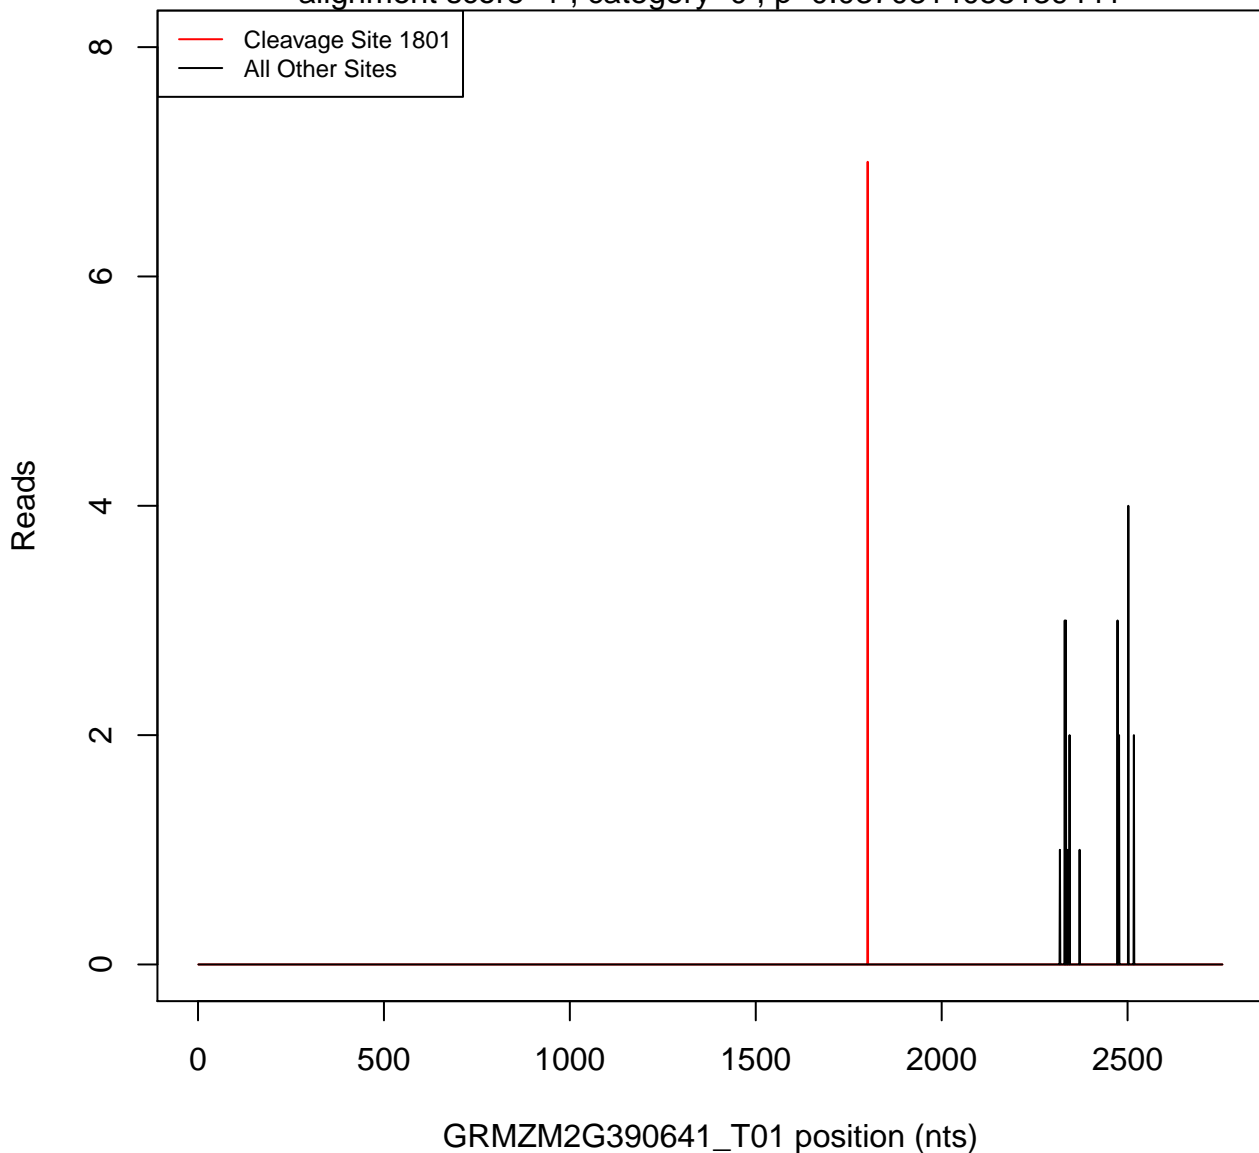

# zma-miR160a slicing GRMZM2G390641\_T02 at nt 1701

alignment score=1 , category=0 , p=0.0370814055139441

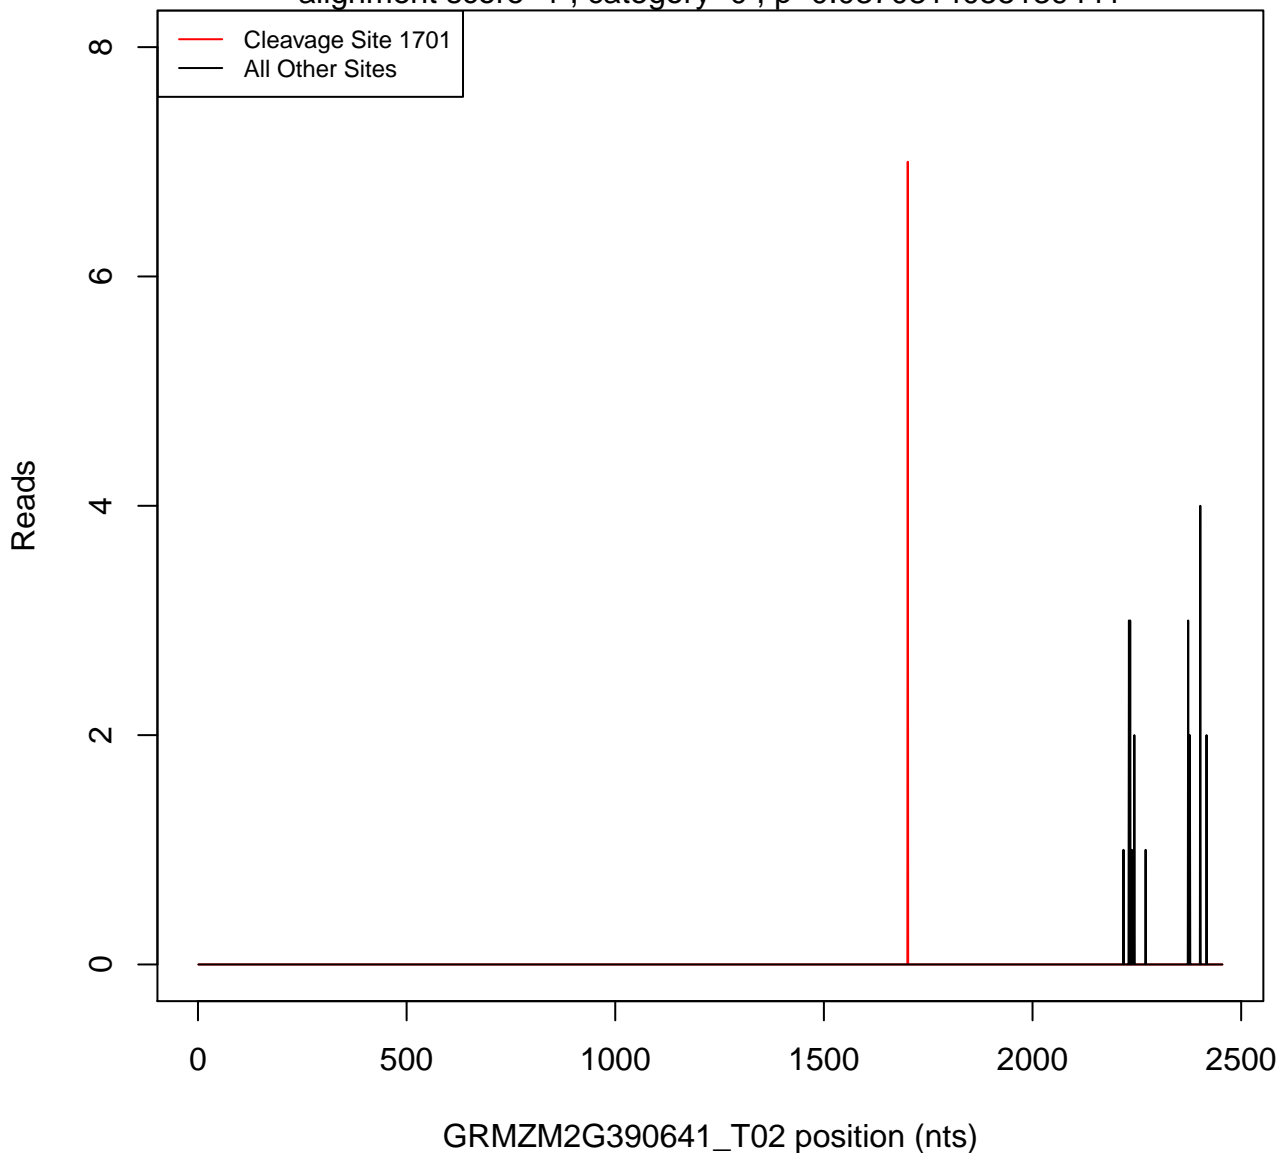

# zma-miR160d slicing GRMZM2G390641\_T02 at nt 1701

alignment score=1 , category=0 , p=0.0370814055139441

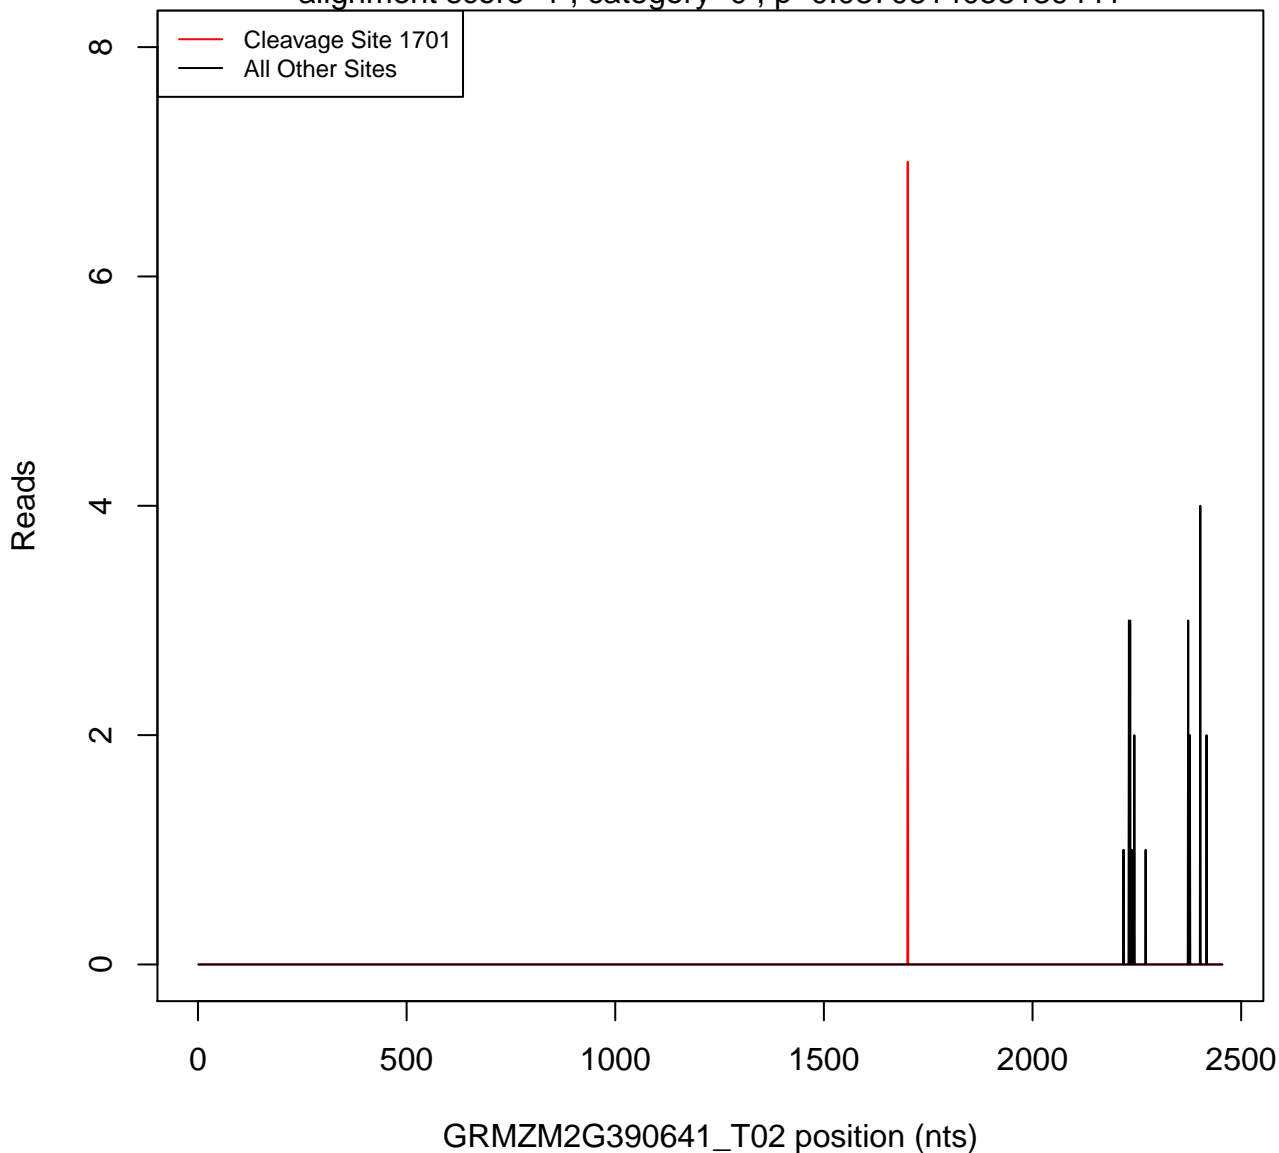

# zma-miR160a slicing GRMZM5G808366\_T01 at nt 1306

alignment score=1.5 , category=1 , p=0.00121142124980345

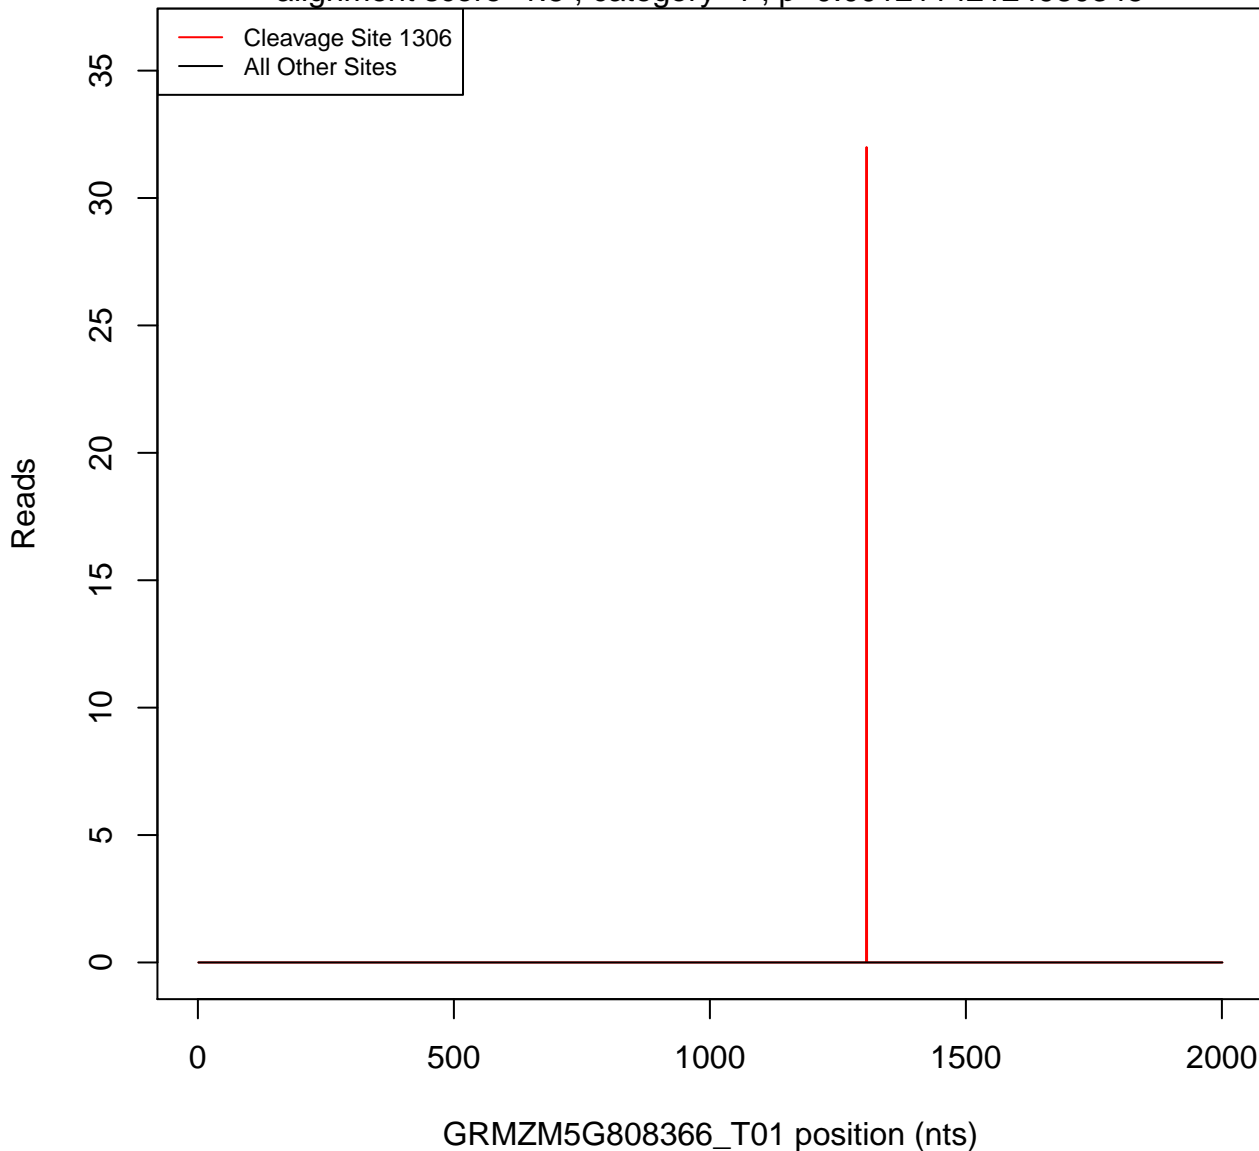

# zma-miR160d slicing GRMZM5G808366\_T01 at nt 1306

alignment score=1.5 , category=1 , p=0.00121142124980345

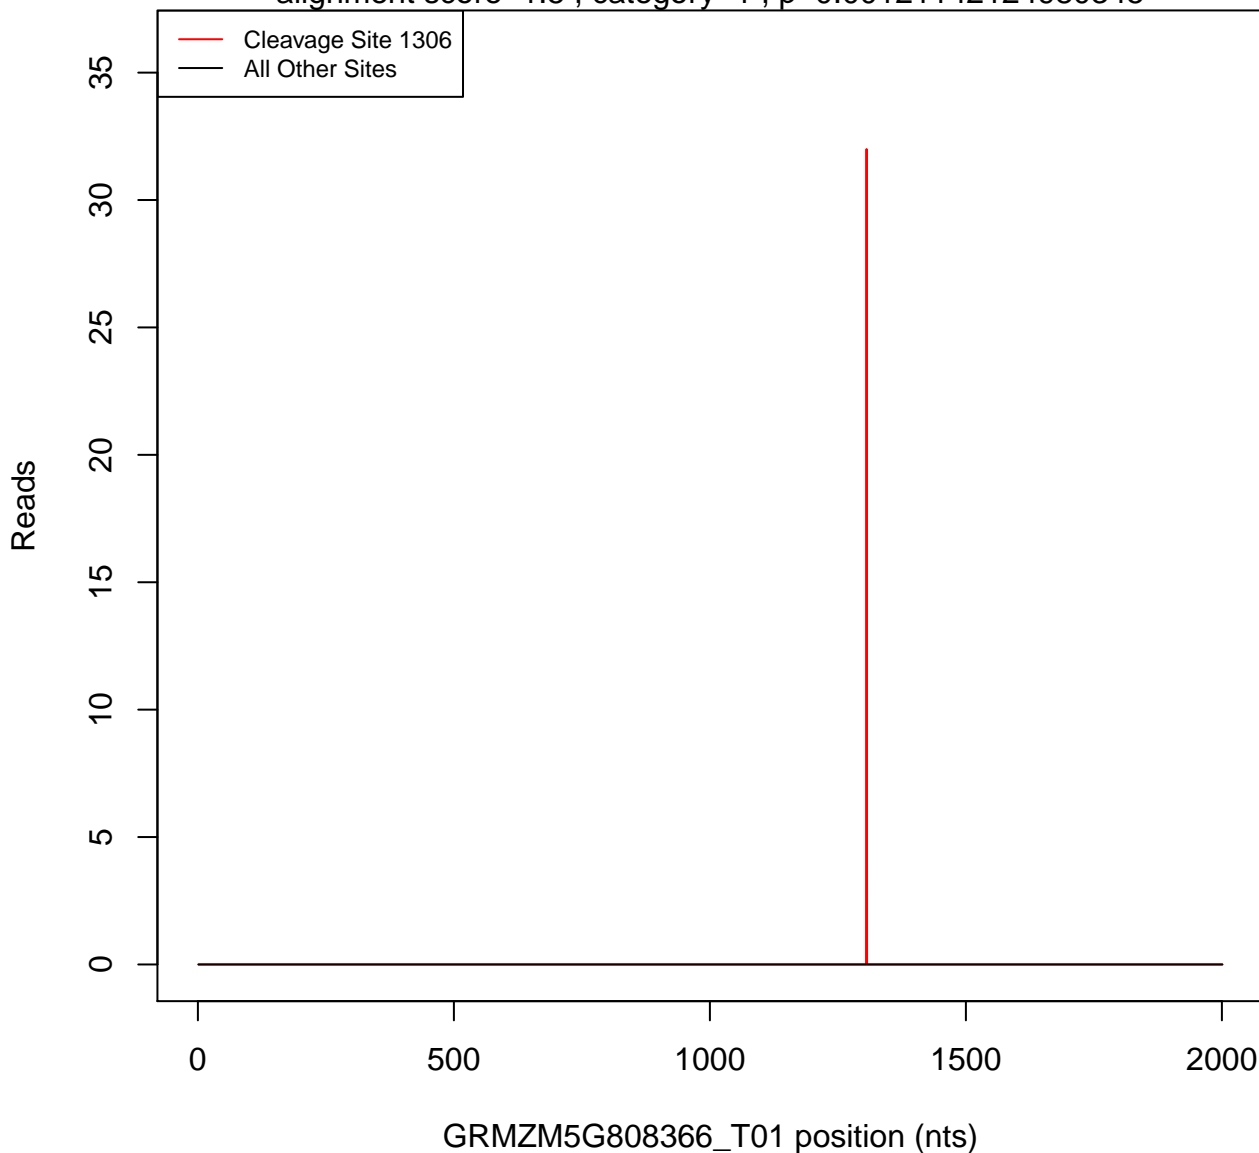

# zma-miR167b slicing GRMZM2G028980\_T01 at nt 3267

alignment score=5 , category=0 , p=0.0426628942319343

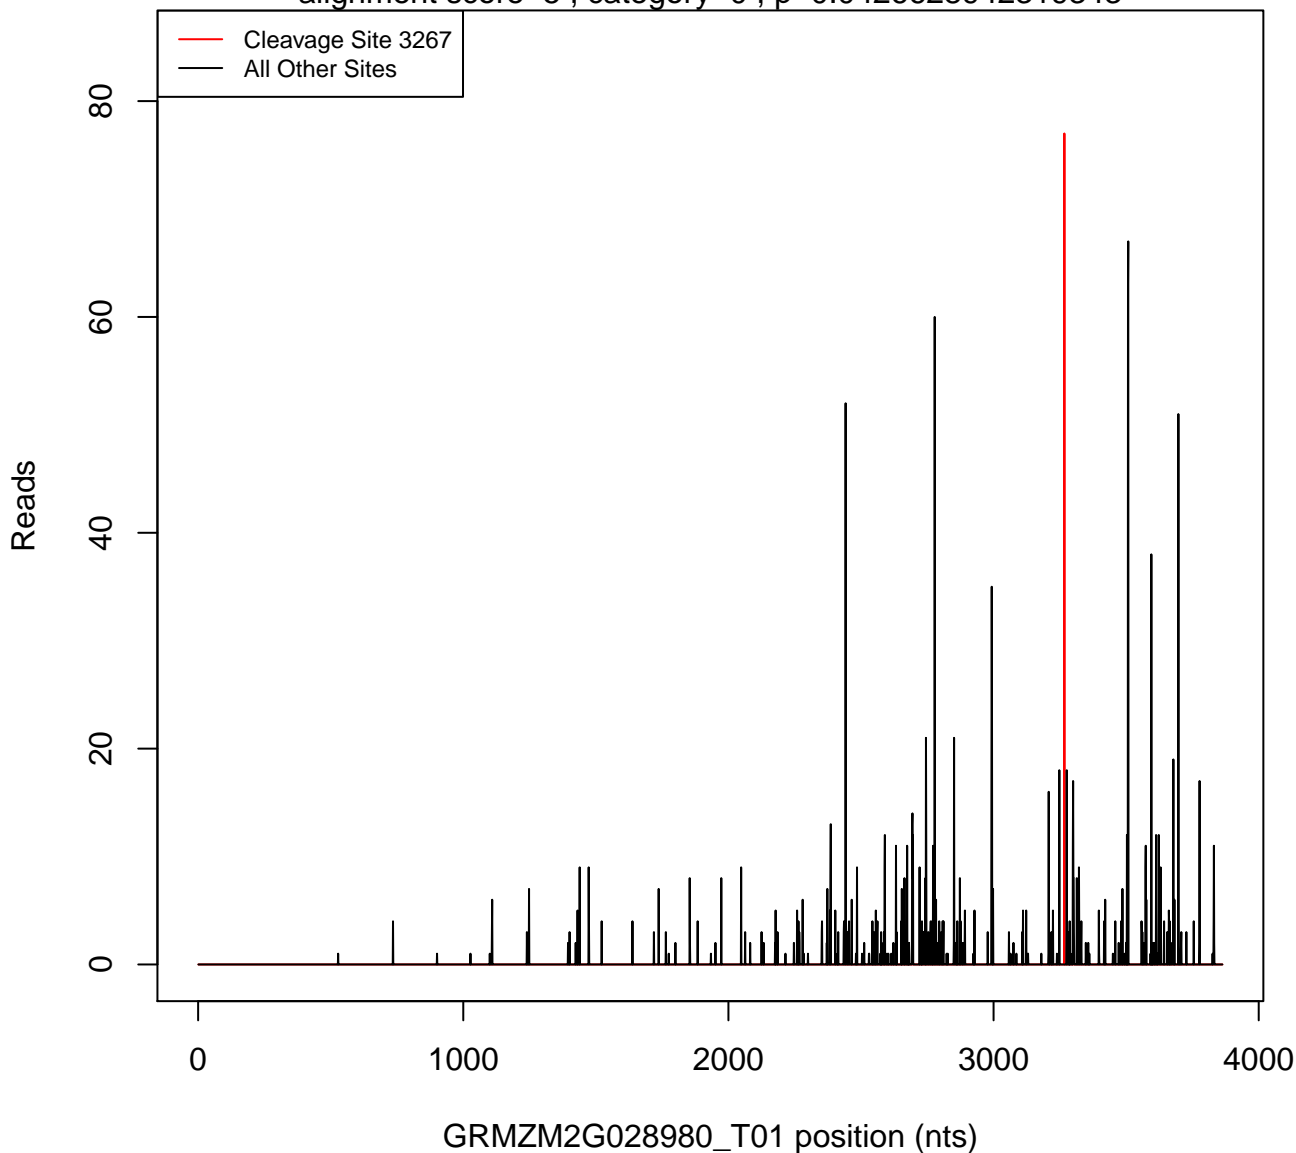

# zma-miR167d slicing GRMZM2G028980\_T01 at nt 3267

alignment score=5 , category=0 , p=0.0426628942319343

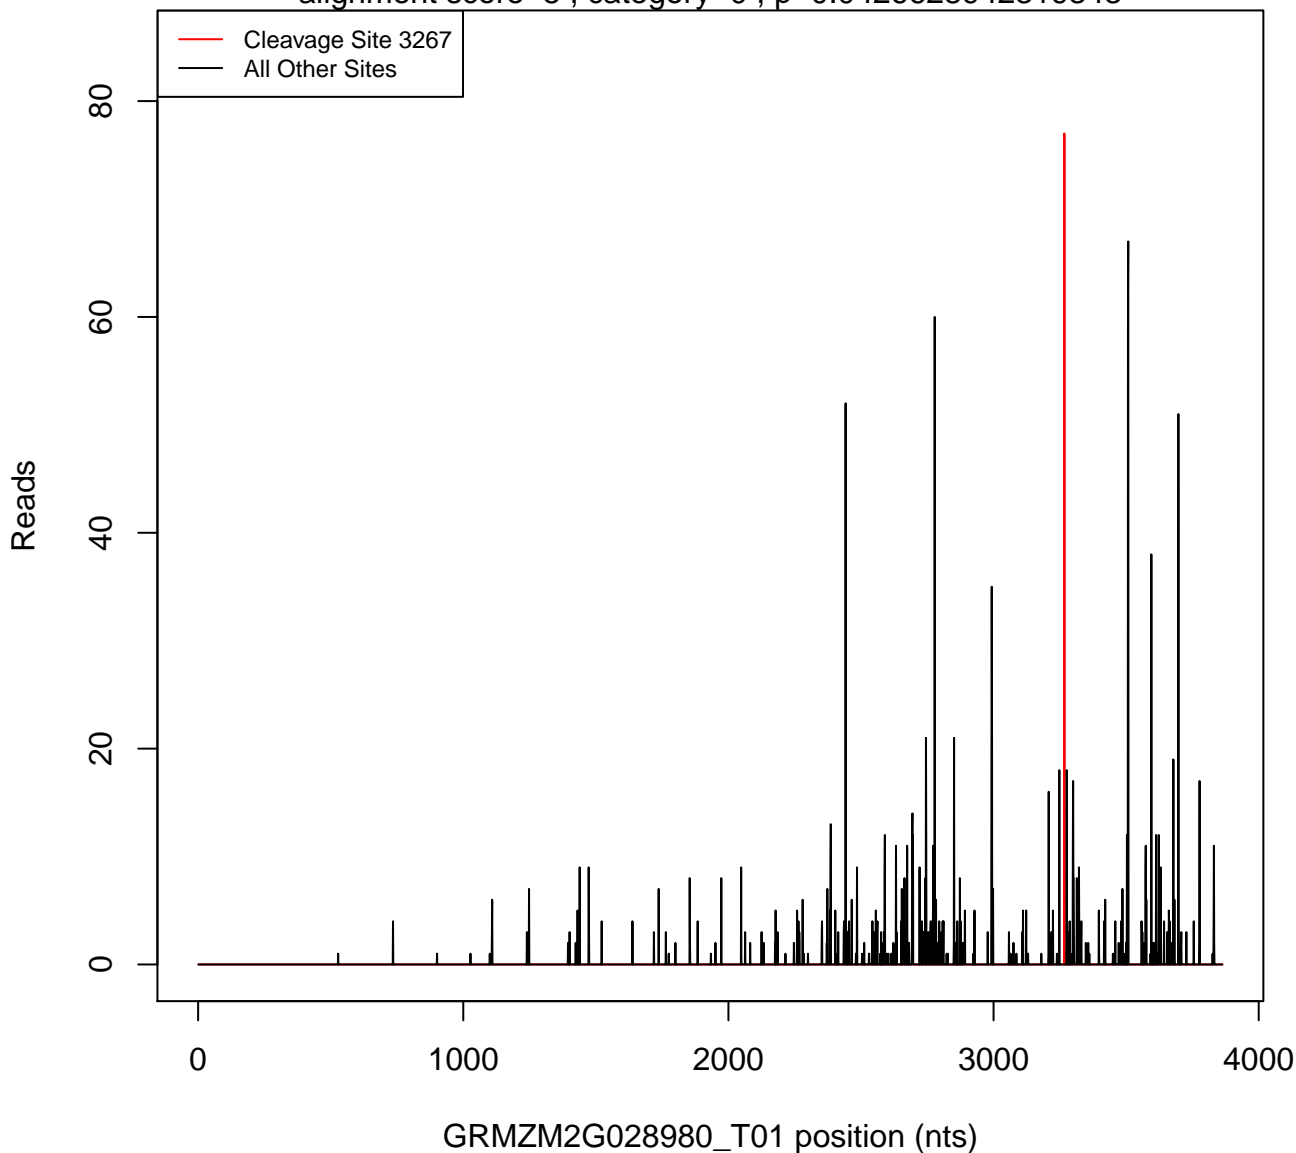

# zma-miR167b slicing GRMZM2G078274\_T03 at nt 2542

alignment score=4 , category=0 , p=0.0294958814878686

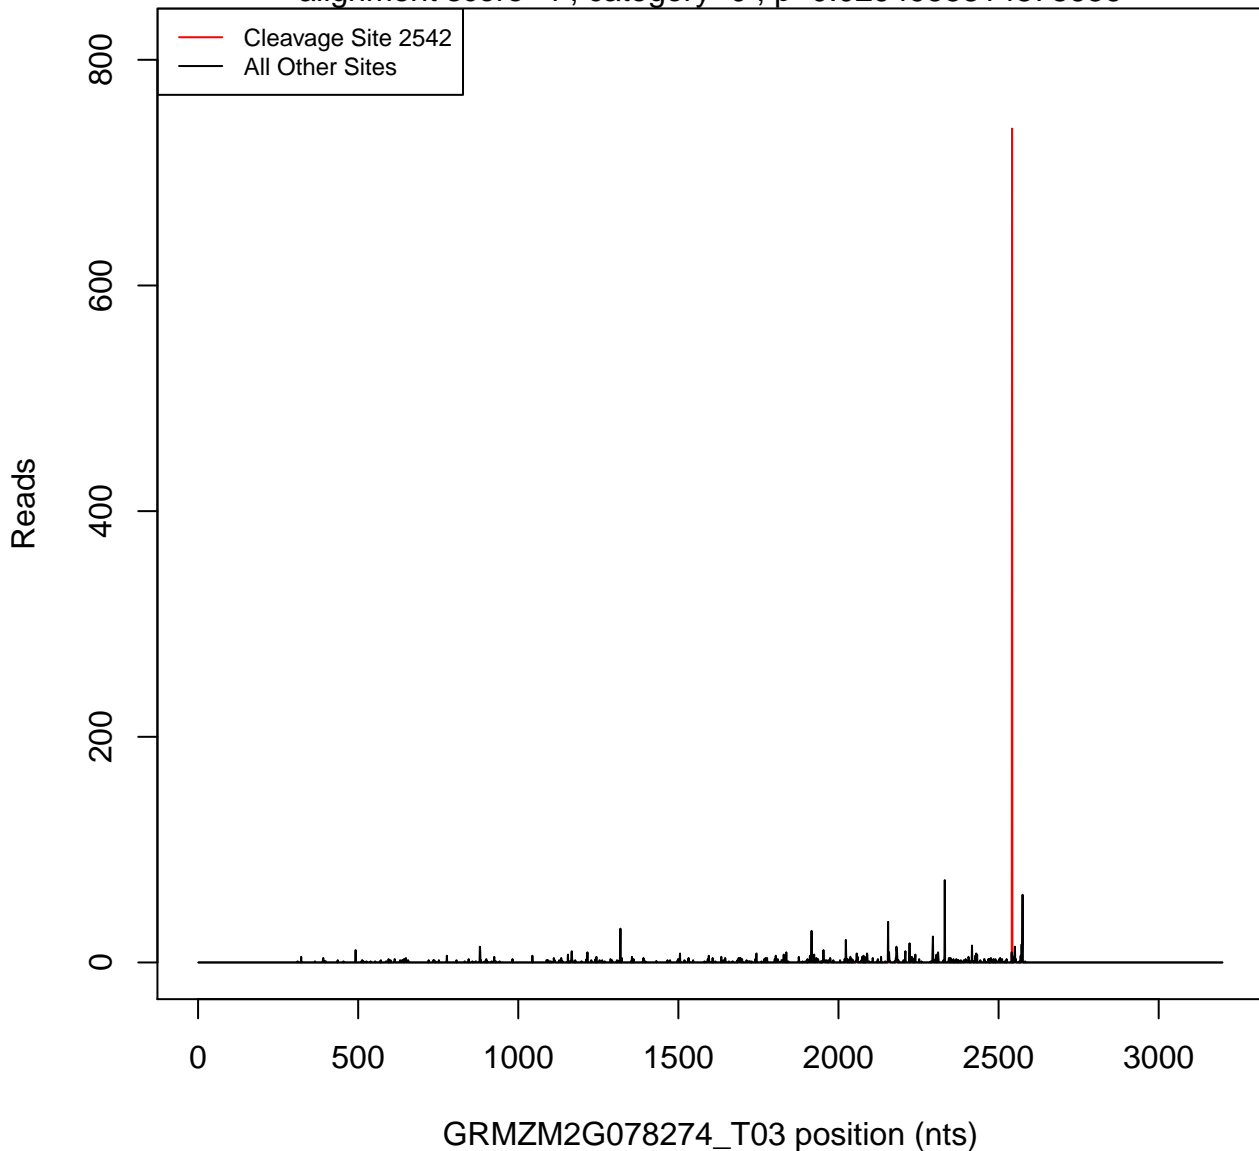

# zma-miR167d slicing GRMZM2G078274\_T03 at nt 2542

alignment score=4 , category=0 , p=0.0294958814878686

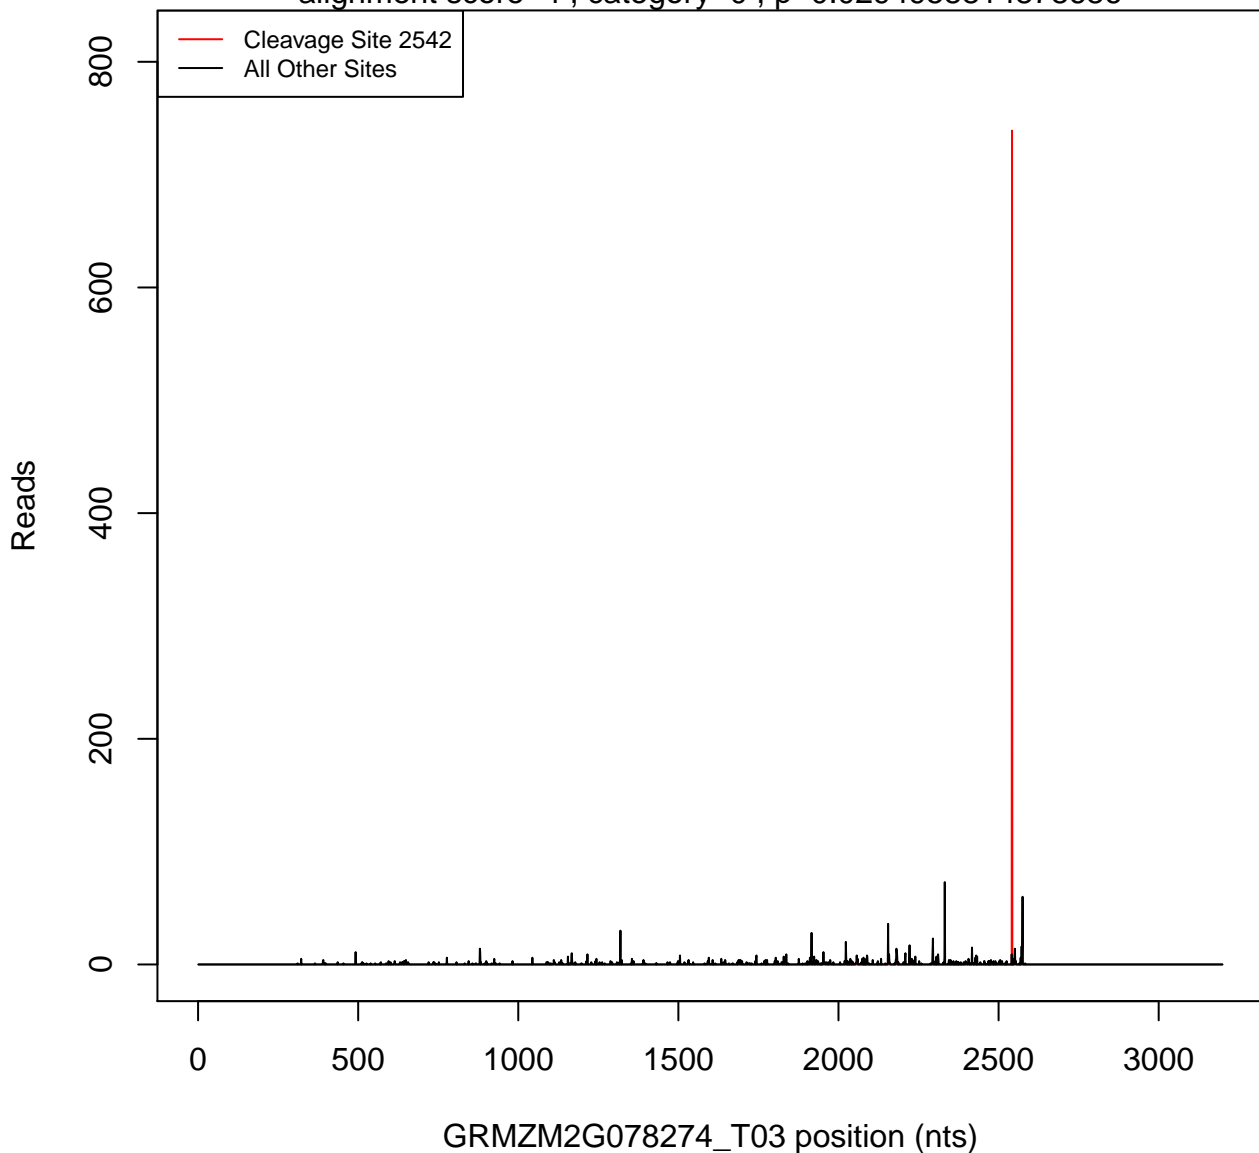

# zma-miR167e slicing GRMZM2G078274\_T03 at nt 2542

alignment score=4.5 , category=0 , p=0.0352898246874978

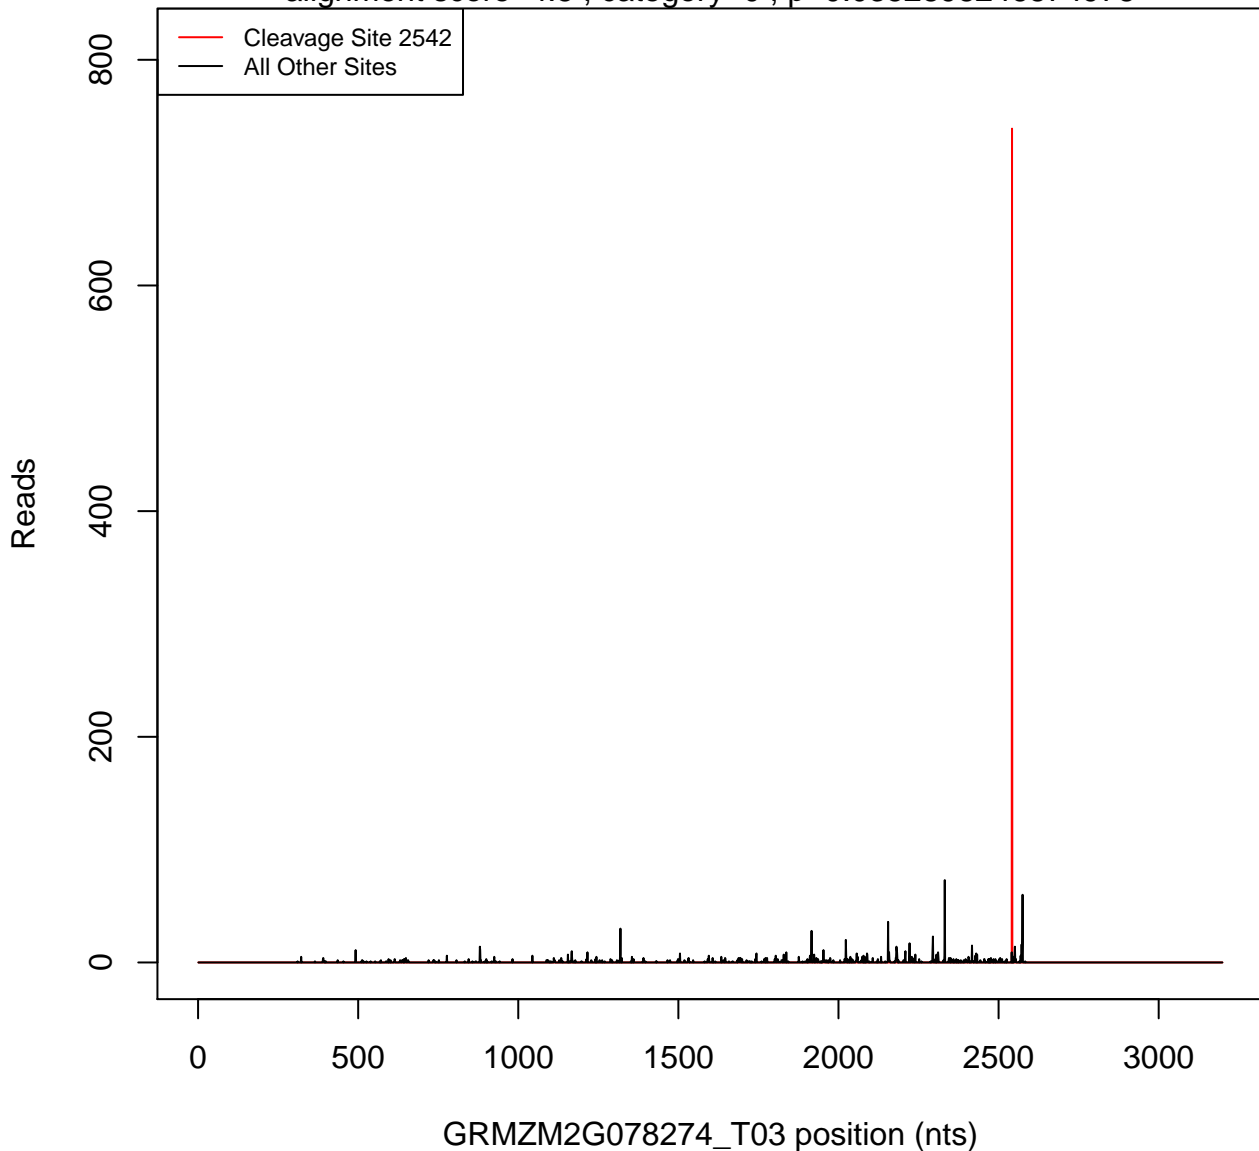

# zma-miR167f slicing GRMZM2G078274\_T03 at nt 2542

alignment score=4.5 , category=0 , p=0.0352898246874978

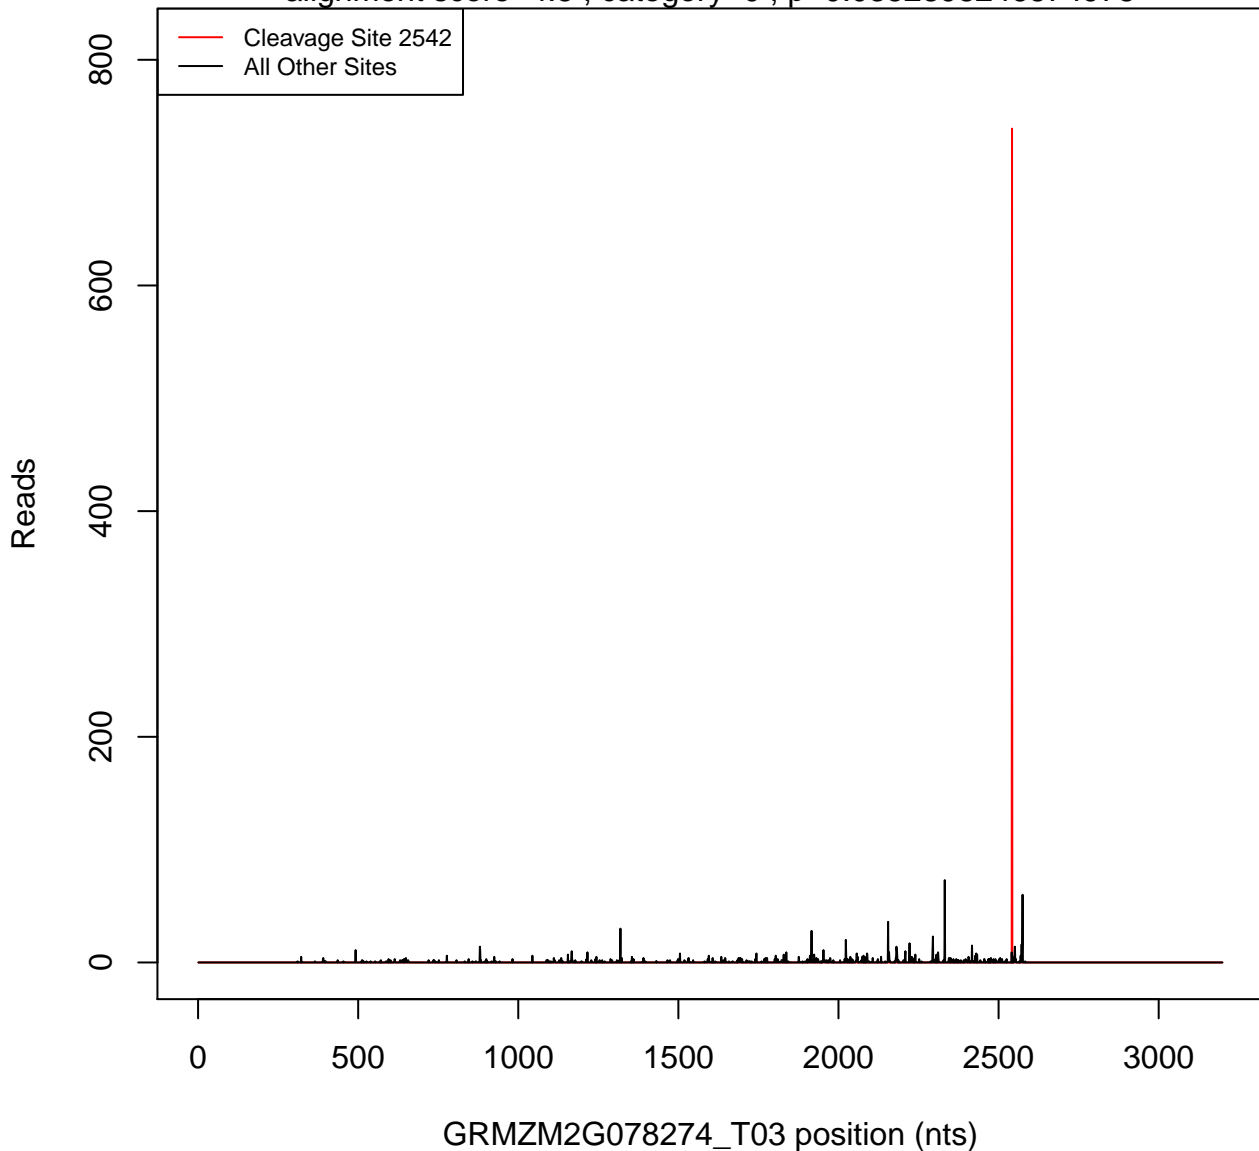

# zma-miR167b slicing GRMZM2G089640\_T01 at nt 1889

alignment score=5 , category=0 , p=0.0377623423440272

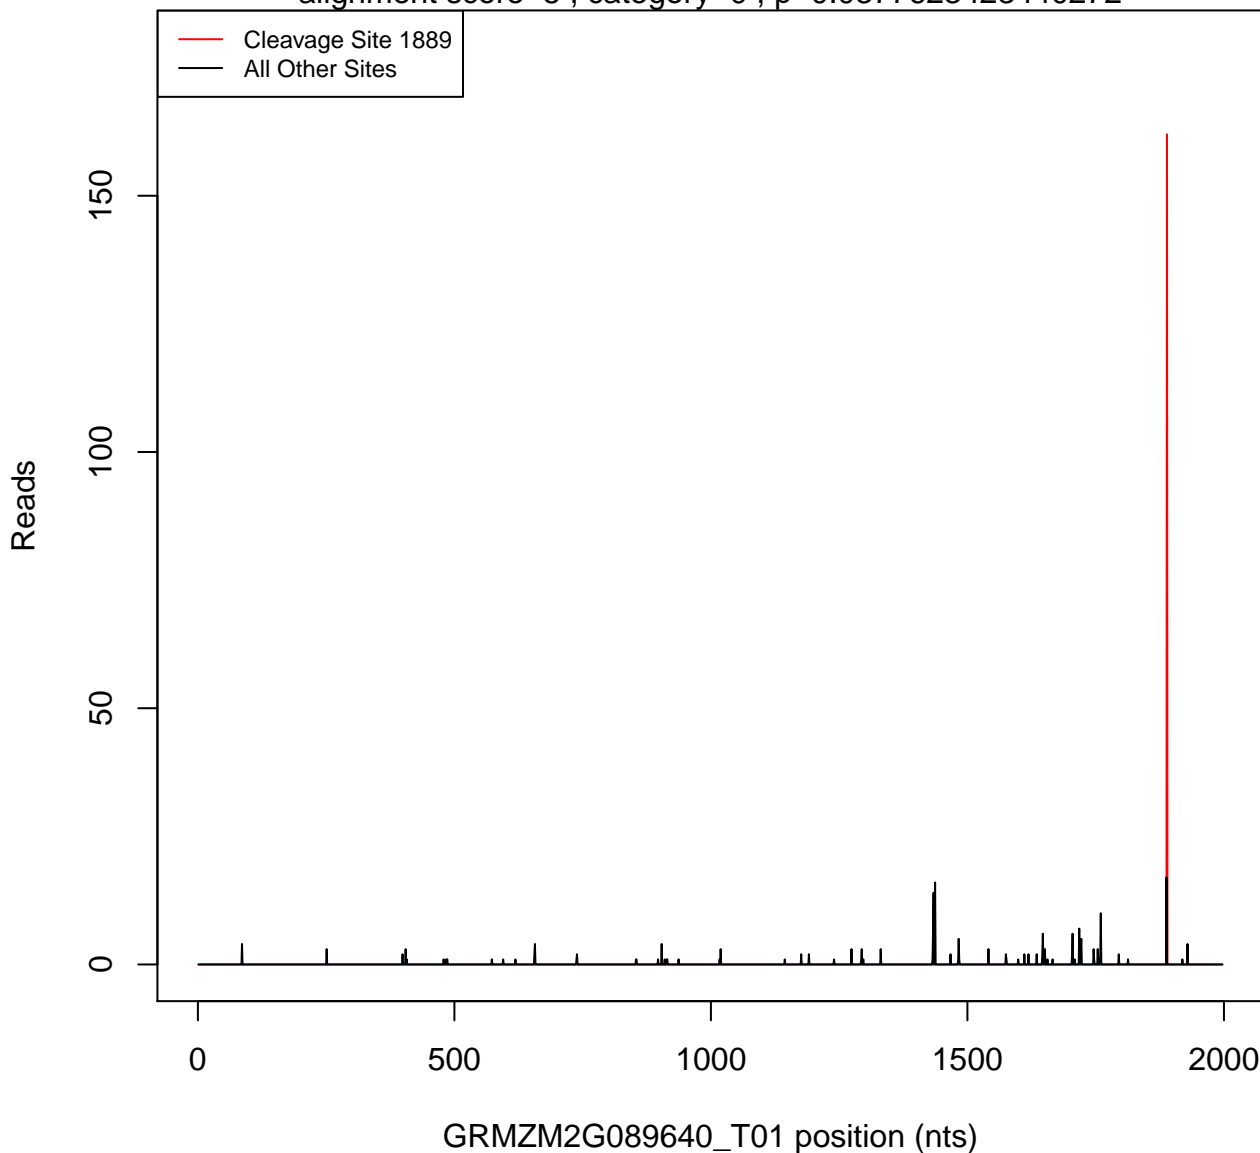

# zma-miR167d slicing GRMZM2G089640\_T01 at nt 1889

alignment score=5 , category=0 , p=0.0377623423440272

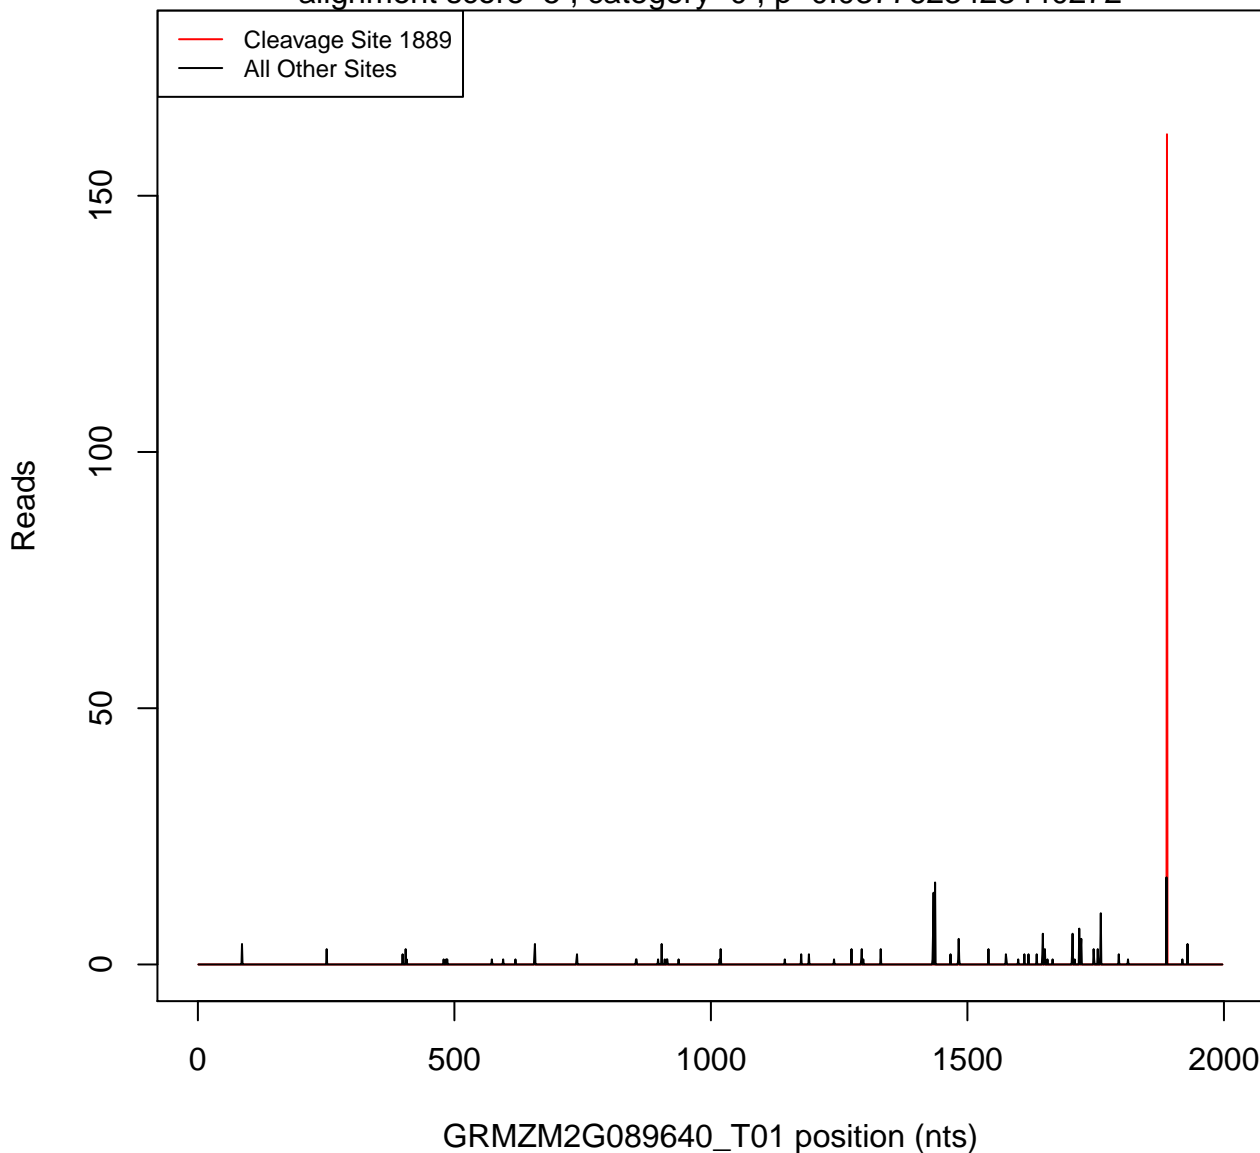

# zma-miR169c slicing GRMZM2G000686\_T01 at nt 2131

alignment score=2.5 , category=0 , p=0.0472894129903429

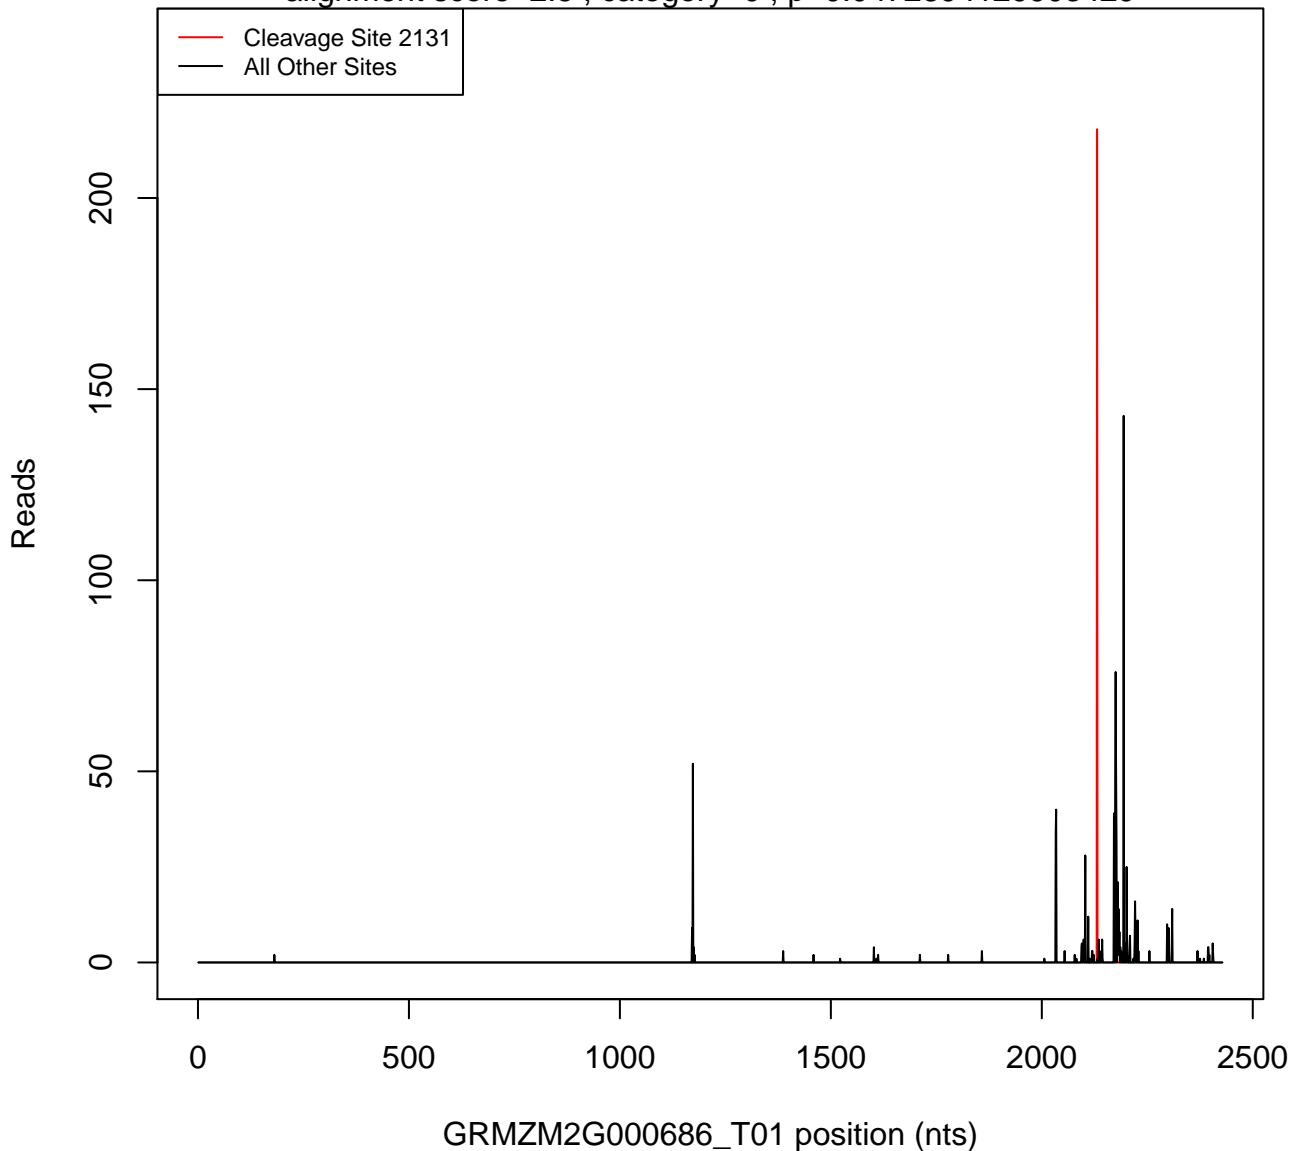

**zma-miR169c slicing GRMZM2G000686\_T02 at nt 1021**

alignment score=2.5 , category=0 , p=0.0472894129903429

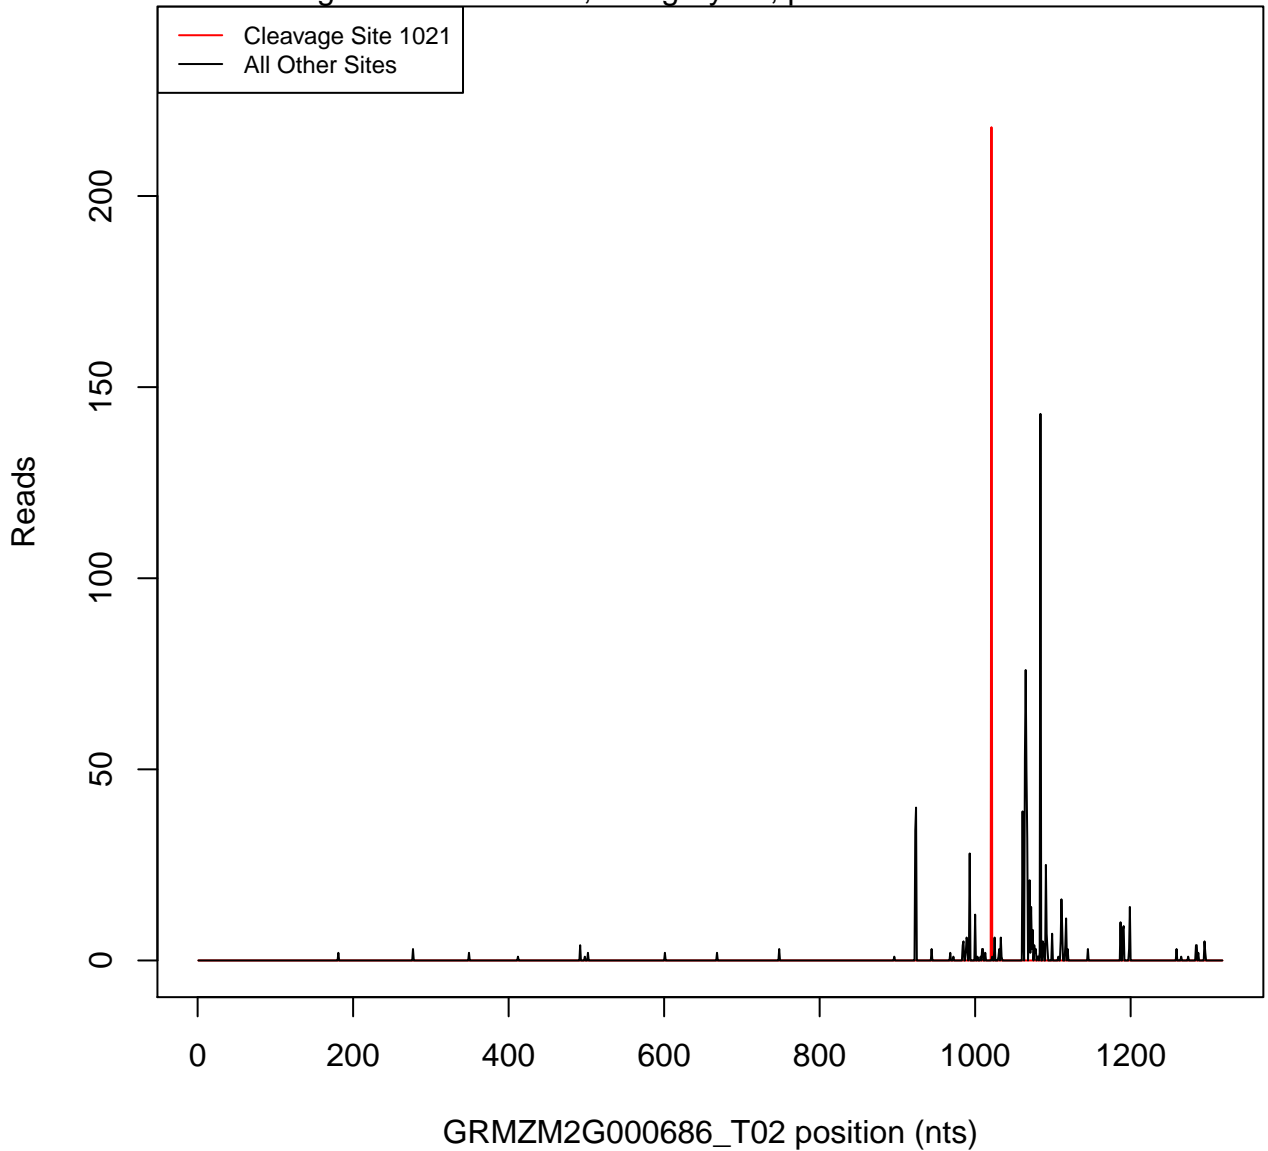

# zma-miR169c slicing GRMZM2G000686\_T03 at nt 1017

alignment score=2.5 , category=0 , p=0.0472894129903429

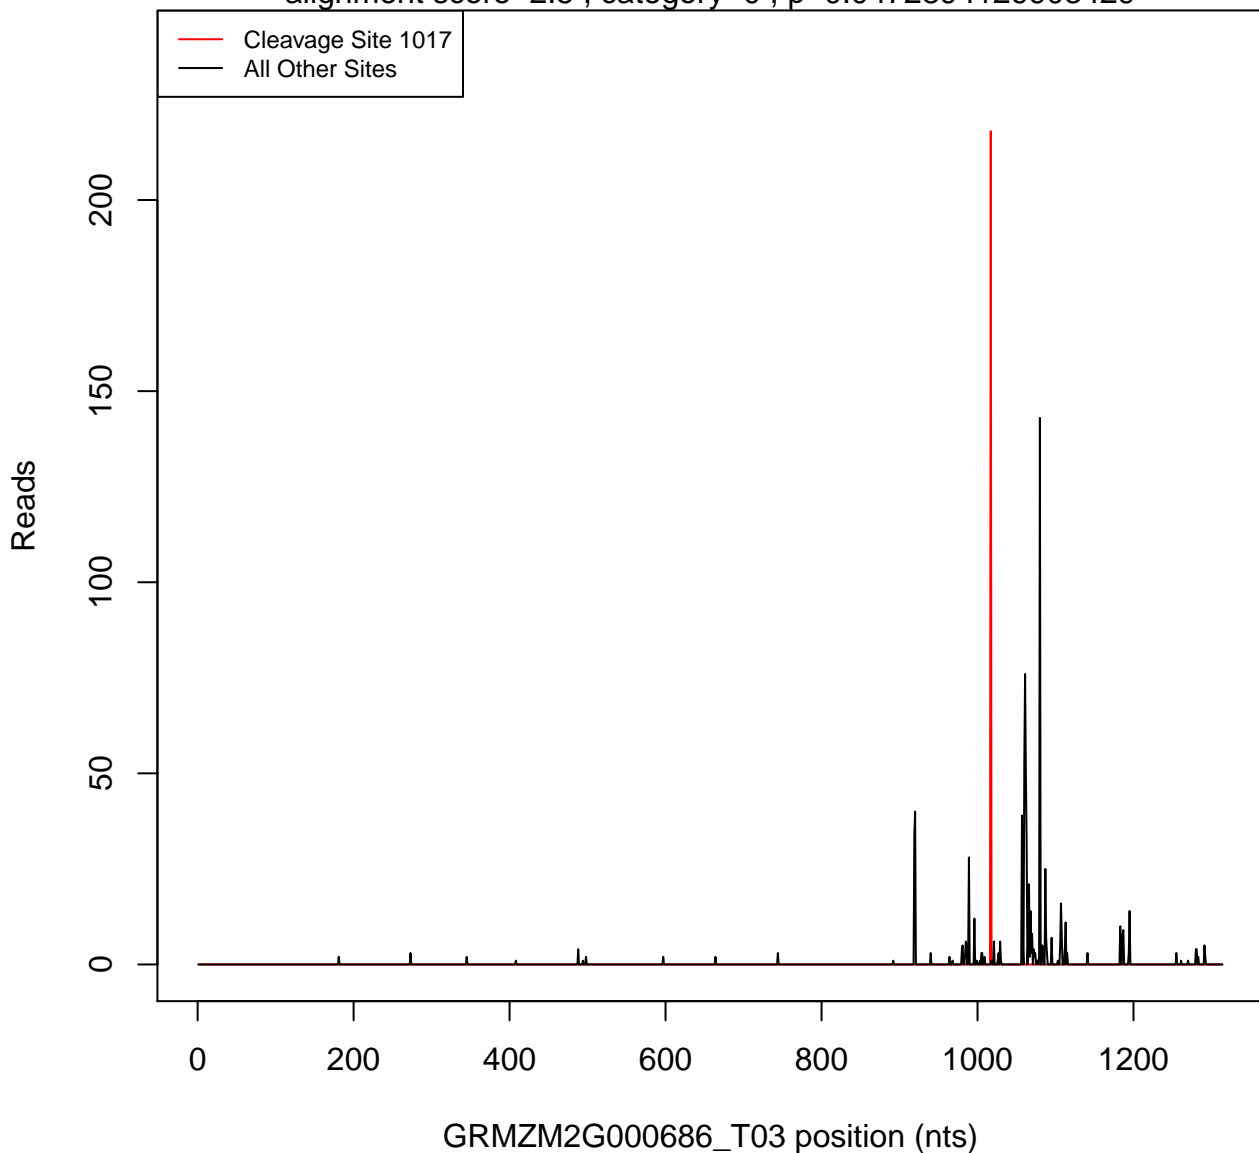

# zma-miR169c slicing GRMZM2G000686\_T04 at nt 973

alignment score=2.5 , category=0 , p=0.0472894129903429

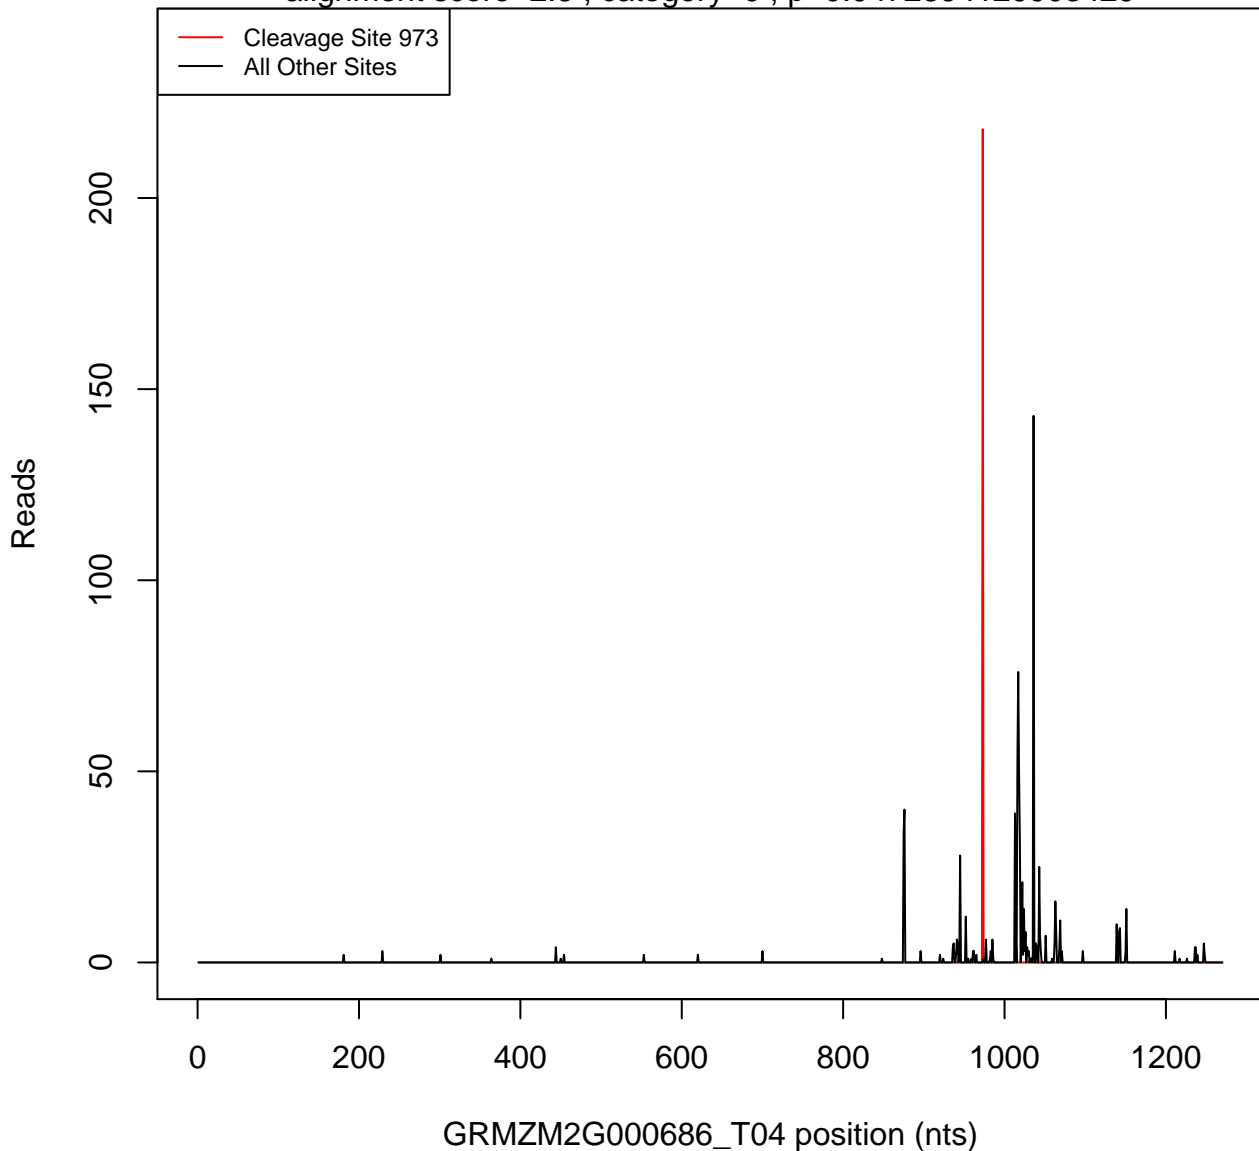

# zma-miR169c slicing GRMZM2G000686\_T05 at nt 945

alignment score=2.5 , category=0 , p=0.0472894129903429

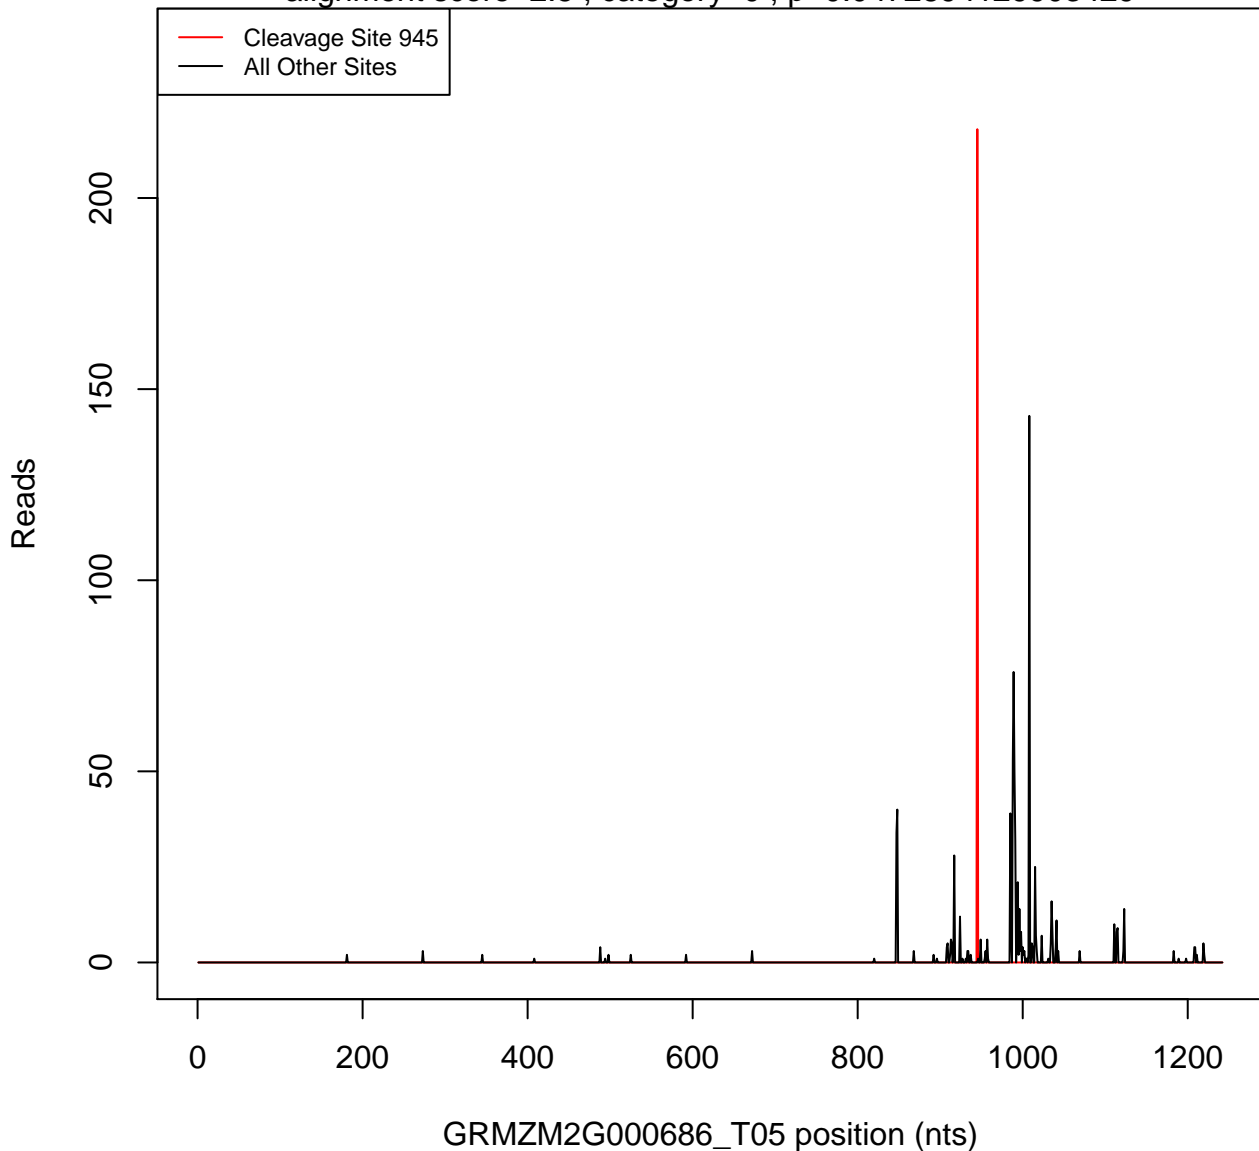

# zma-miR169c slicing GRMZM2G000686\_T06 at nt 901

alignment score=2.5 , category=0 , p=0.0472894129903429

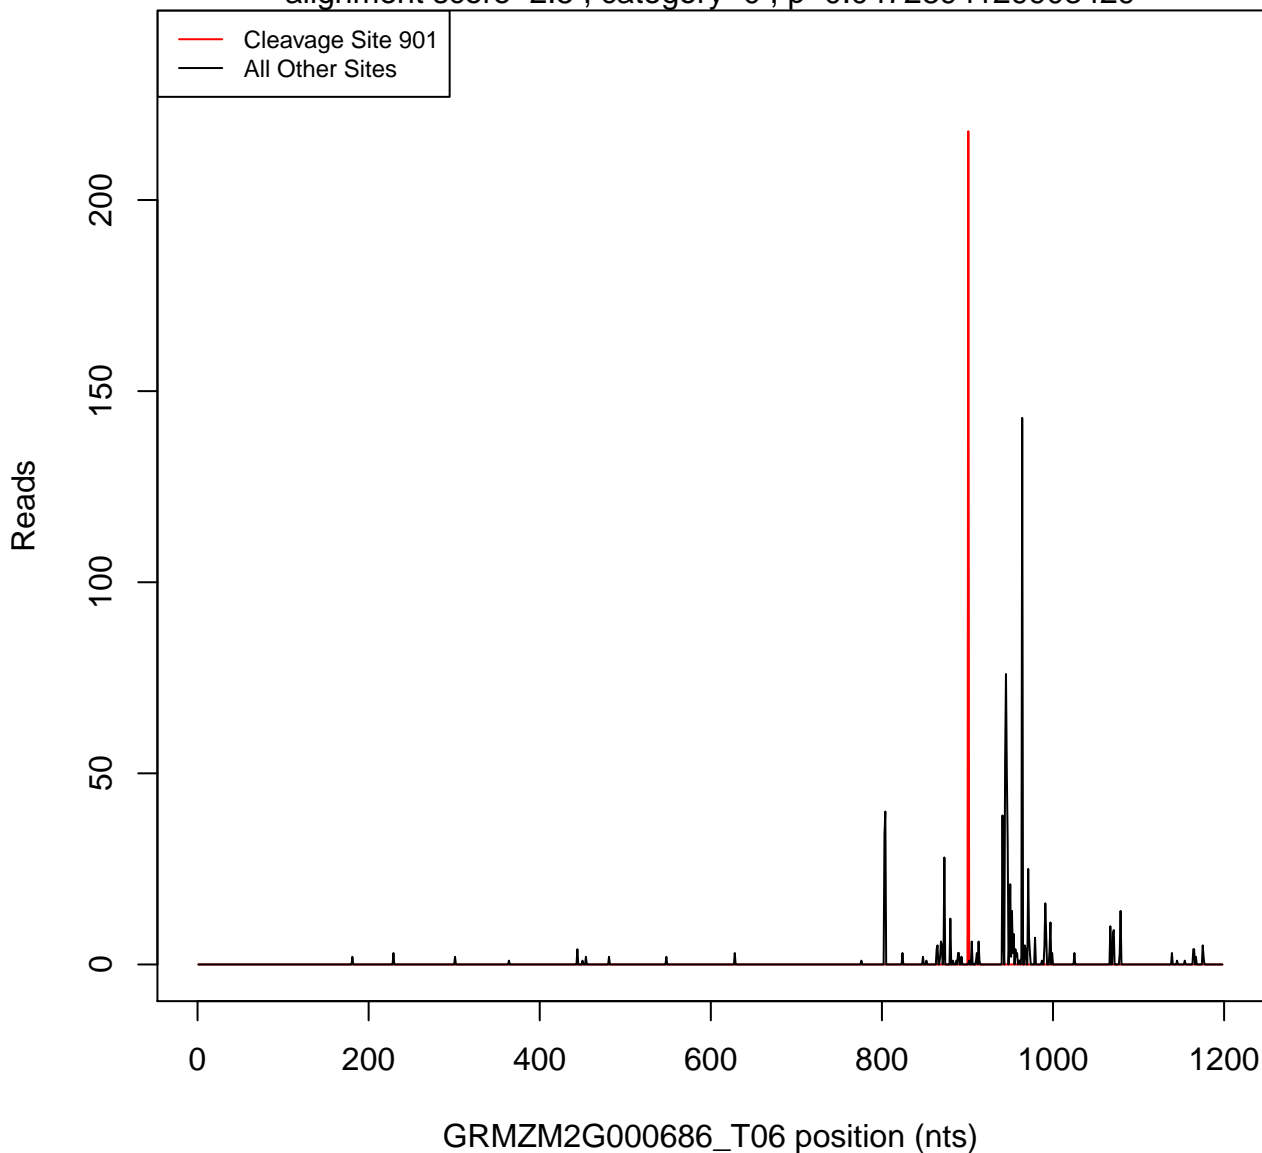

# zma-miR169c slicing GRMZM2G000686\_T07 at nt 1385

alignment score=2.5 , category=0 , p=0.0472894129903429

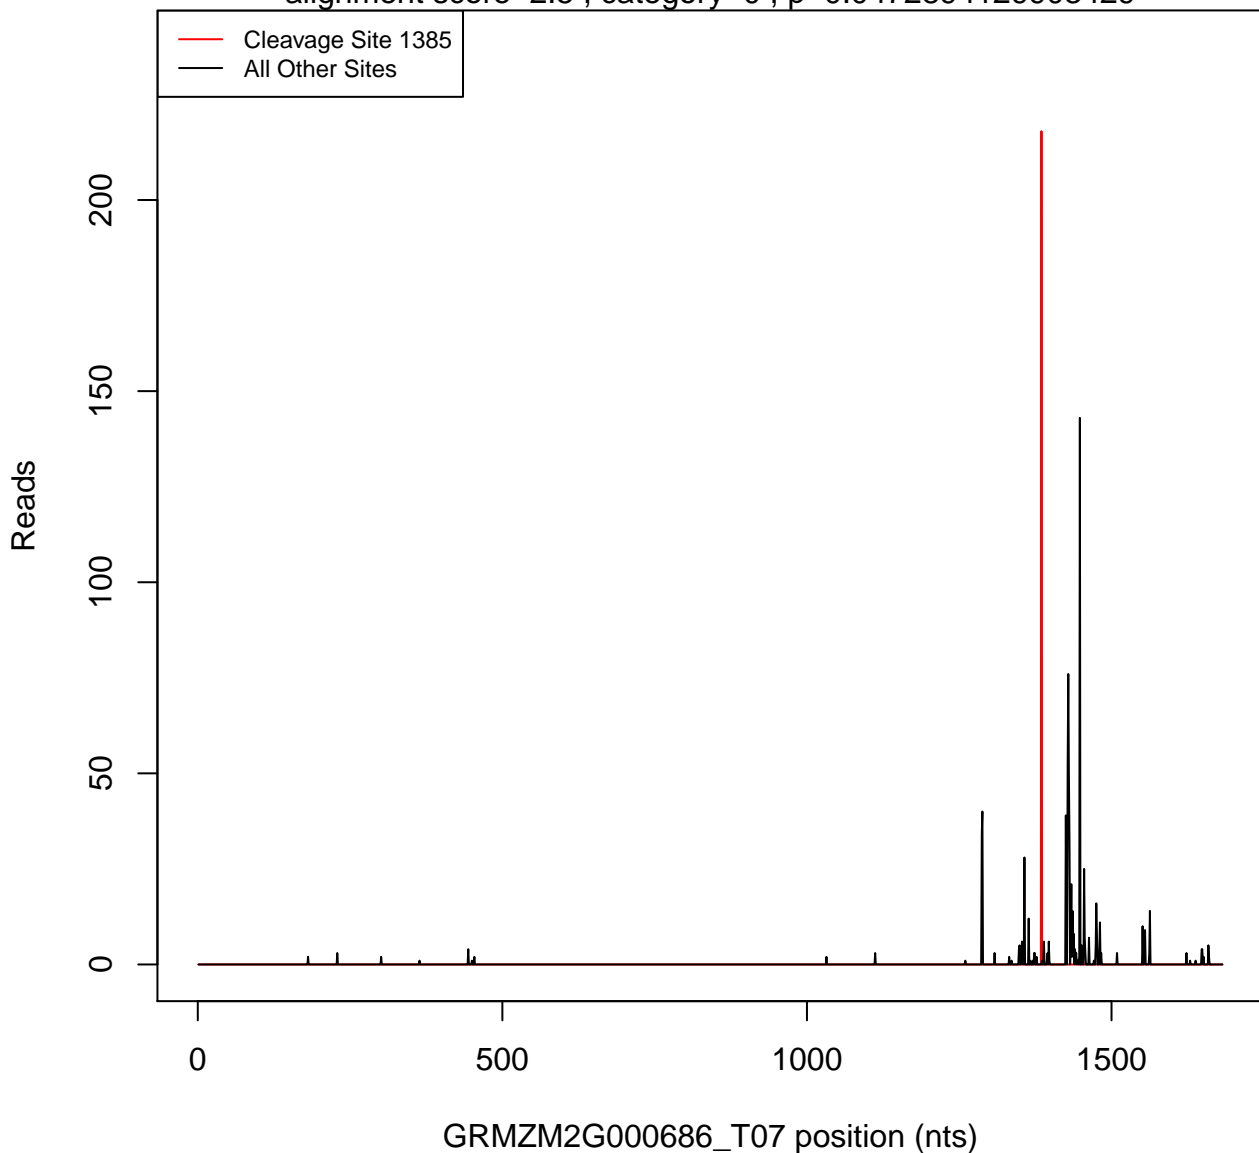

# zma-miR169c slicing GRMZM2G000686\_T08 at nt 1117

alignment score=2.5 , category=0 , p=0.0472894129903429

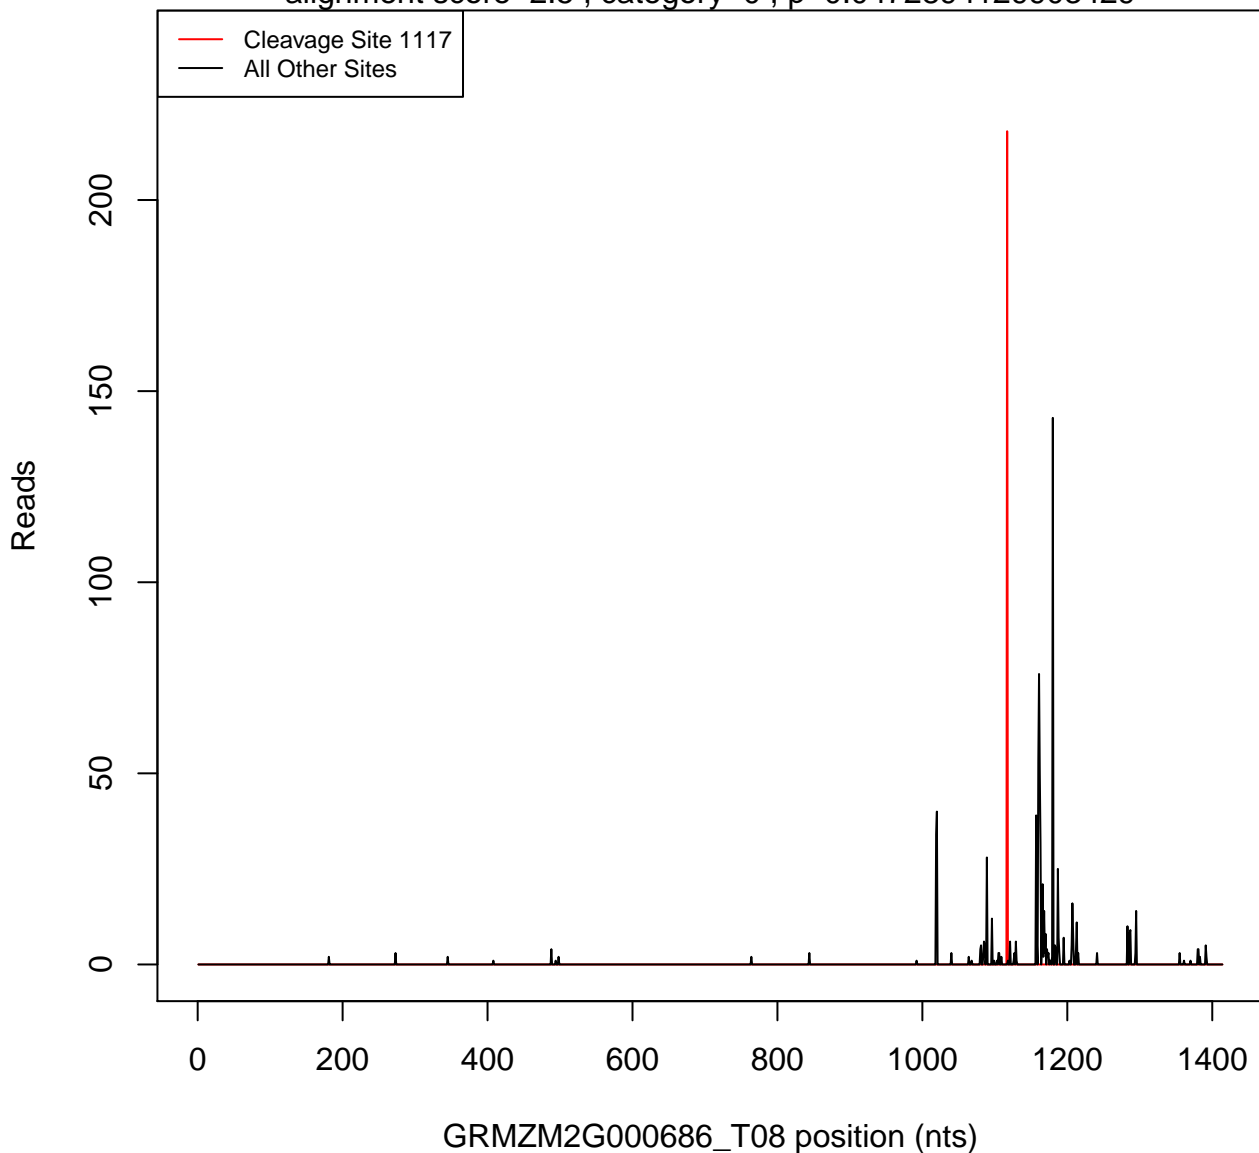

# zma-miR169c slicing GRMZM2G000686\_T09 at nt 1002

alignment score=2.5 , category=0 , p=0.0472894129903429

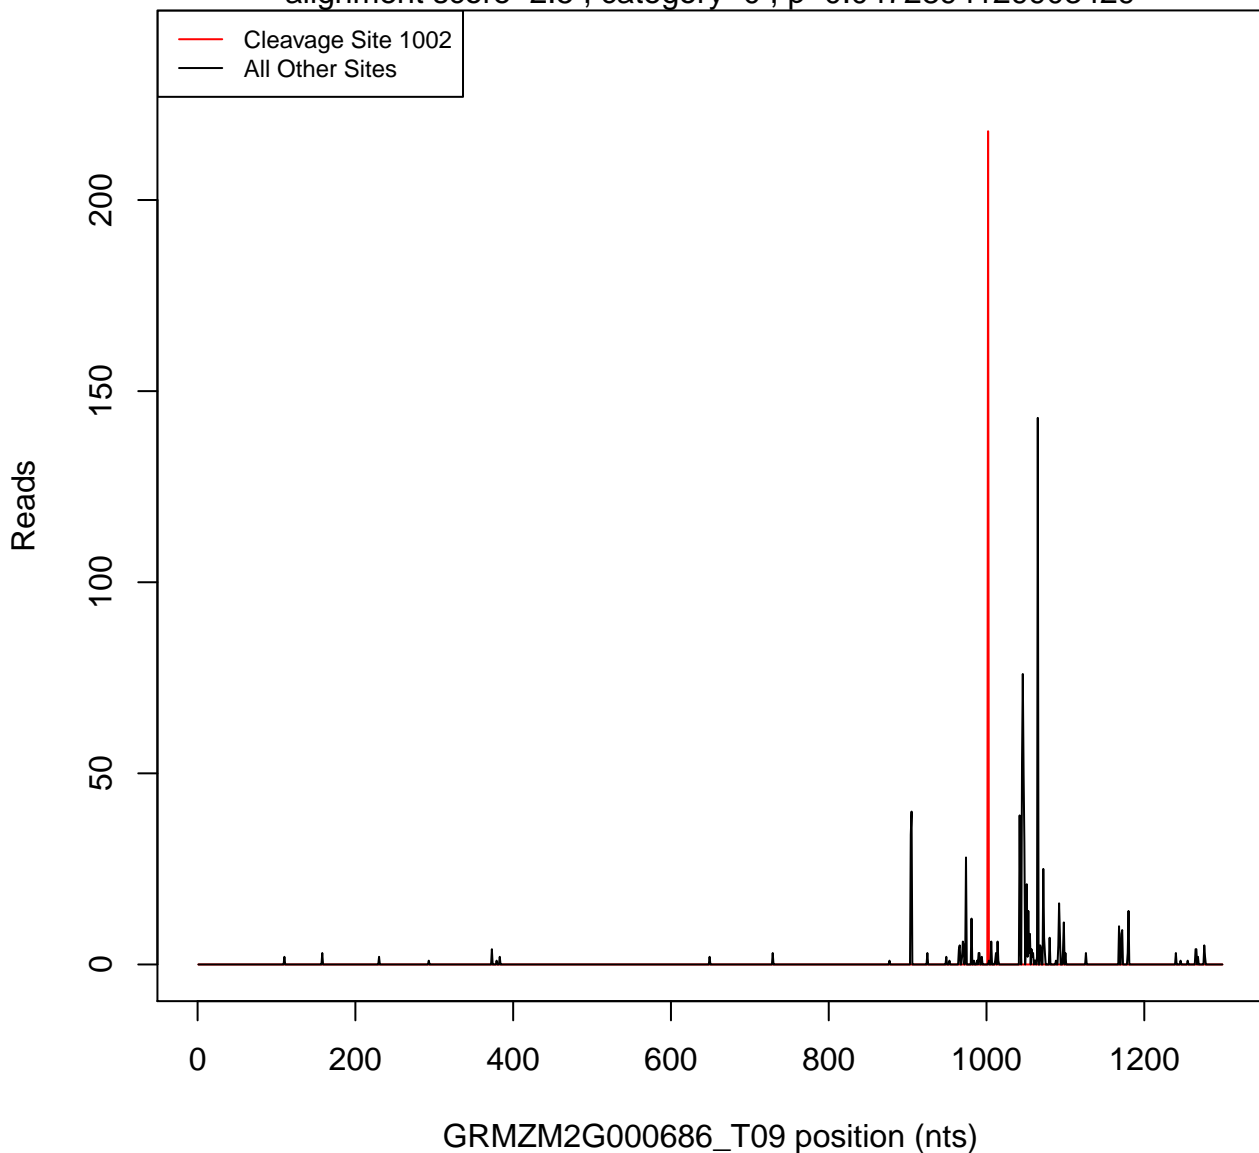

# zma-miR169c slicing GRMZM2G000686\_T10 at nt 1311

alignment score=2.5 , category=0 , p=0.0472894129903429

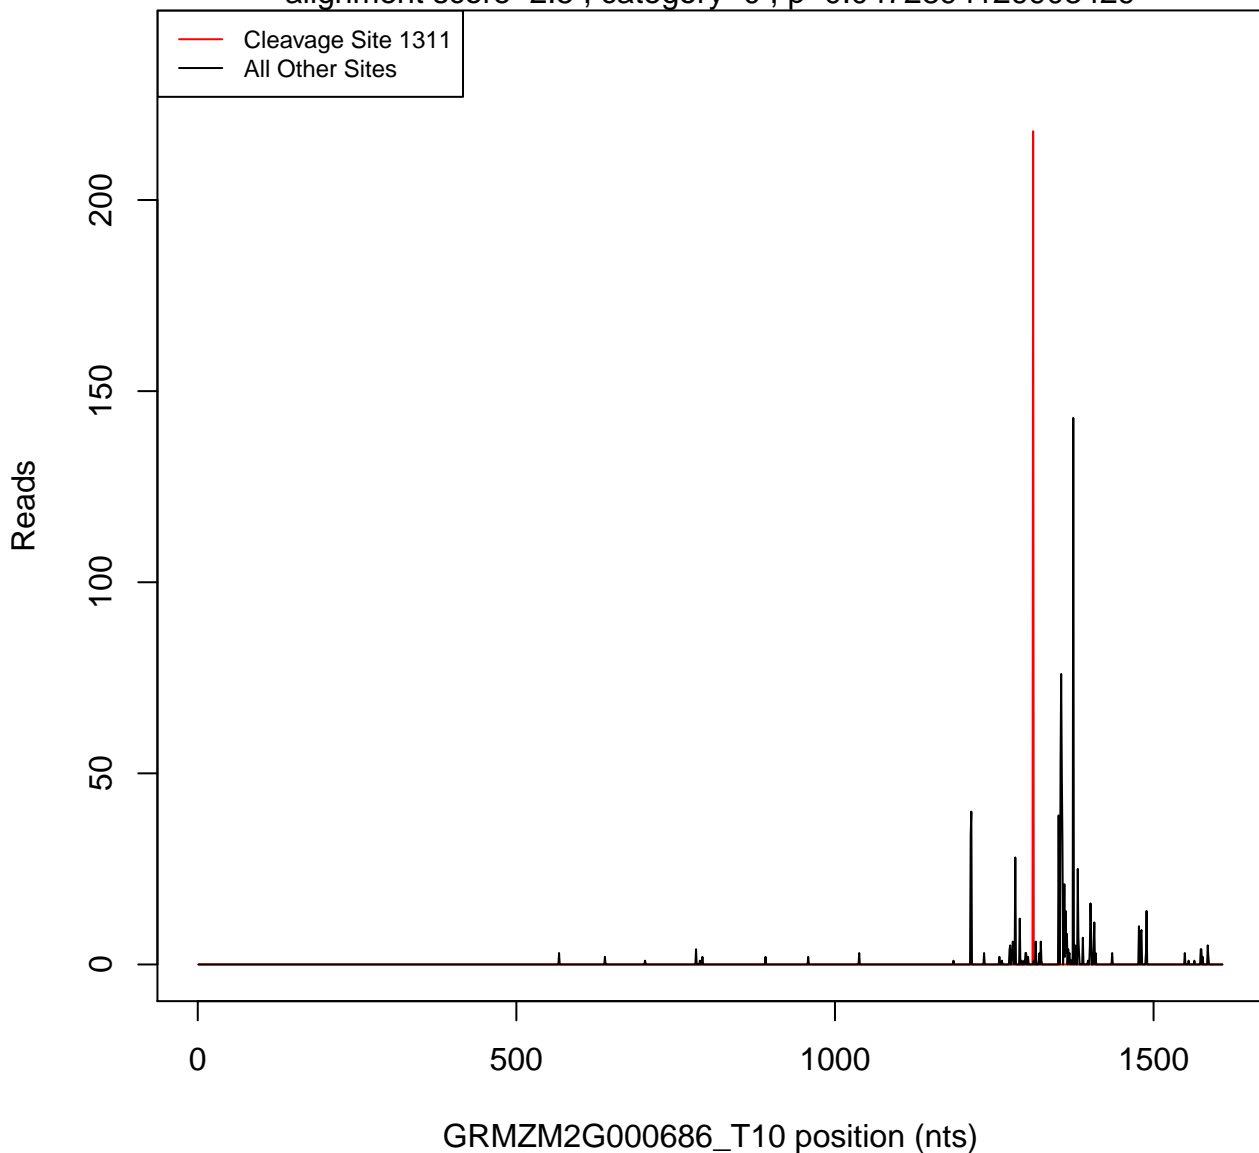

# zma-miR169f slicing GRMZM2G038303\_T01 at nt 1176

alignment score=3.5 , category=0 , p=0.0102125114430511

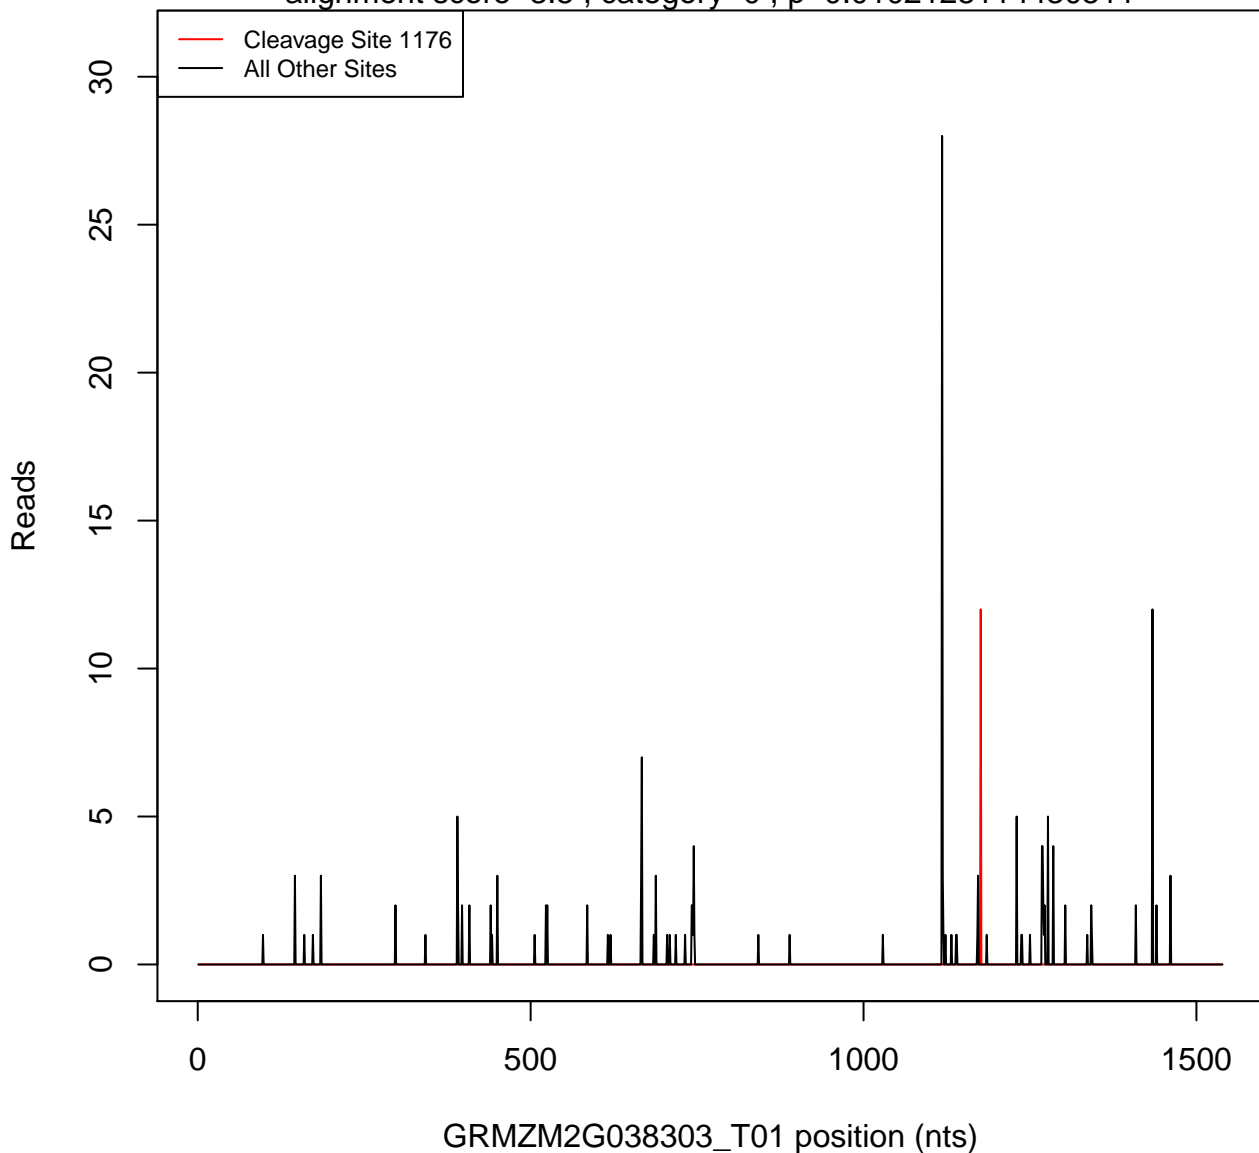

# zma-miR169h slicing GRMZM2G038303\_T01 at nt 1176

alignment score=3.5 , category=0 , p=0.0102125114430511

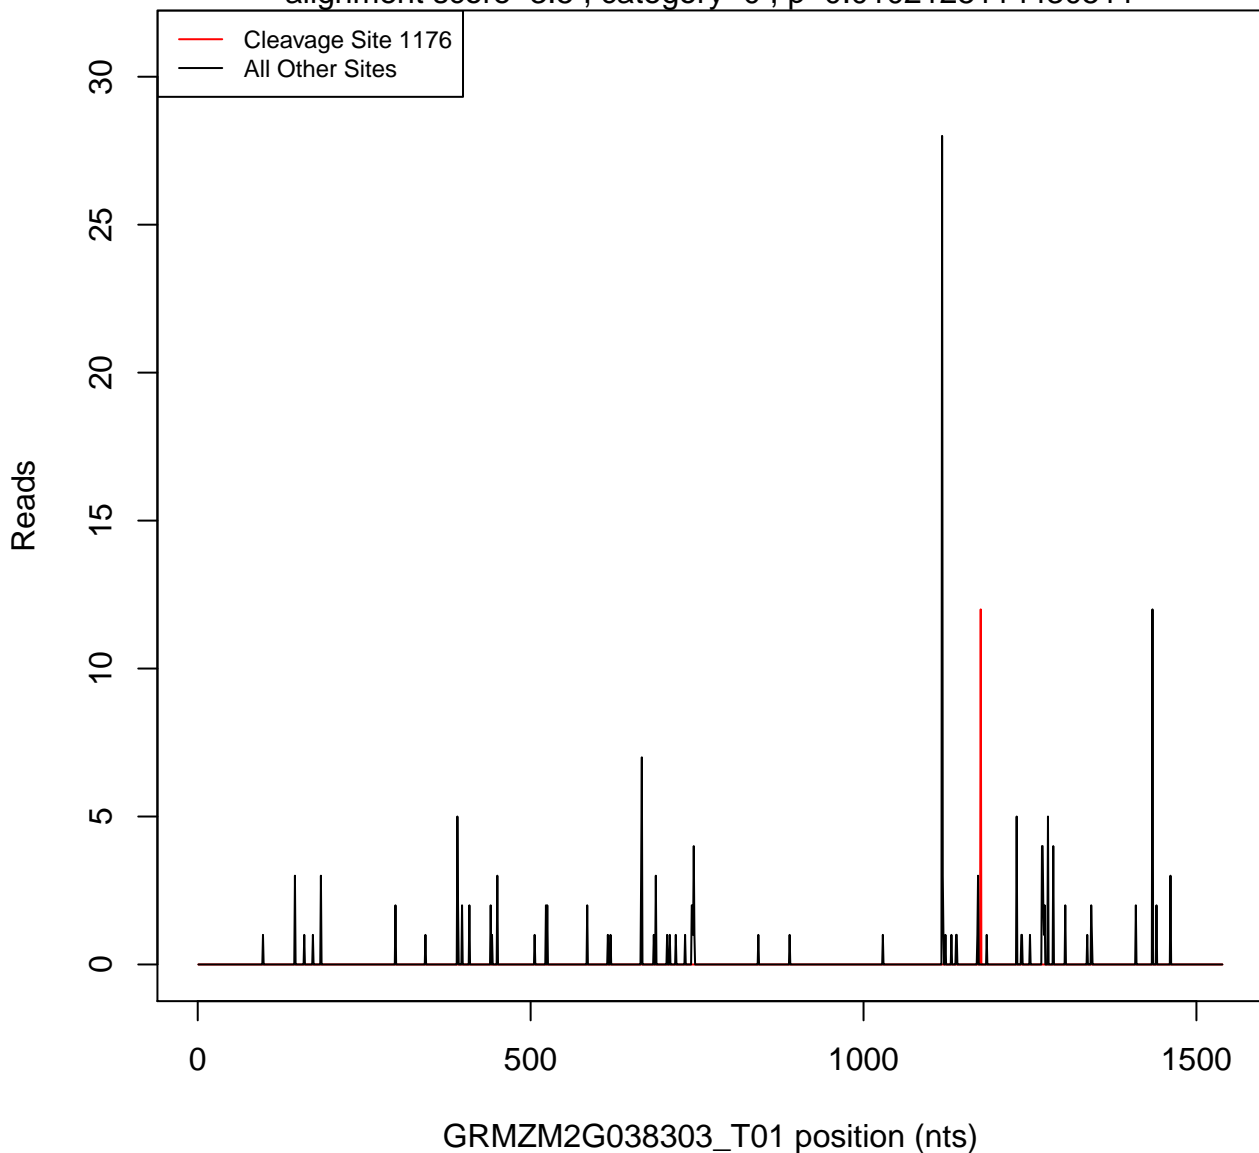

# zma-miR169i slicing GRMZM2G038303\_T01 at nt 1176

alignment score=4 , category=0 , p=0.0178033927402812

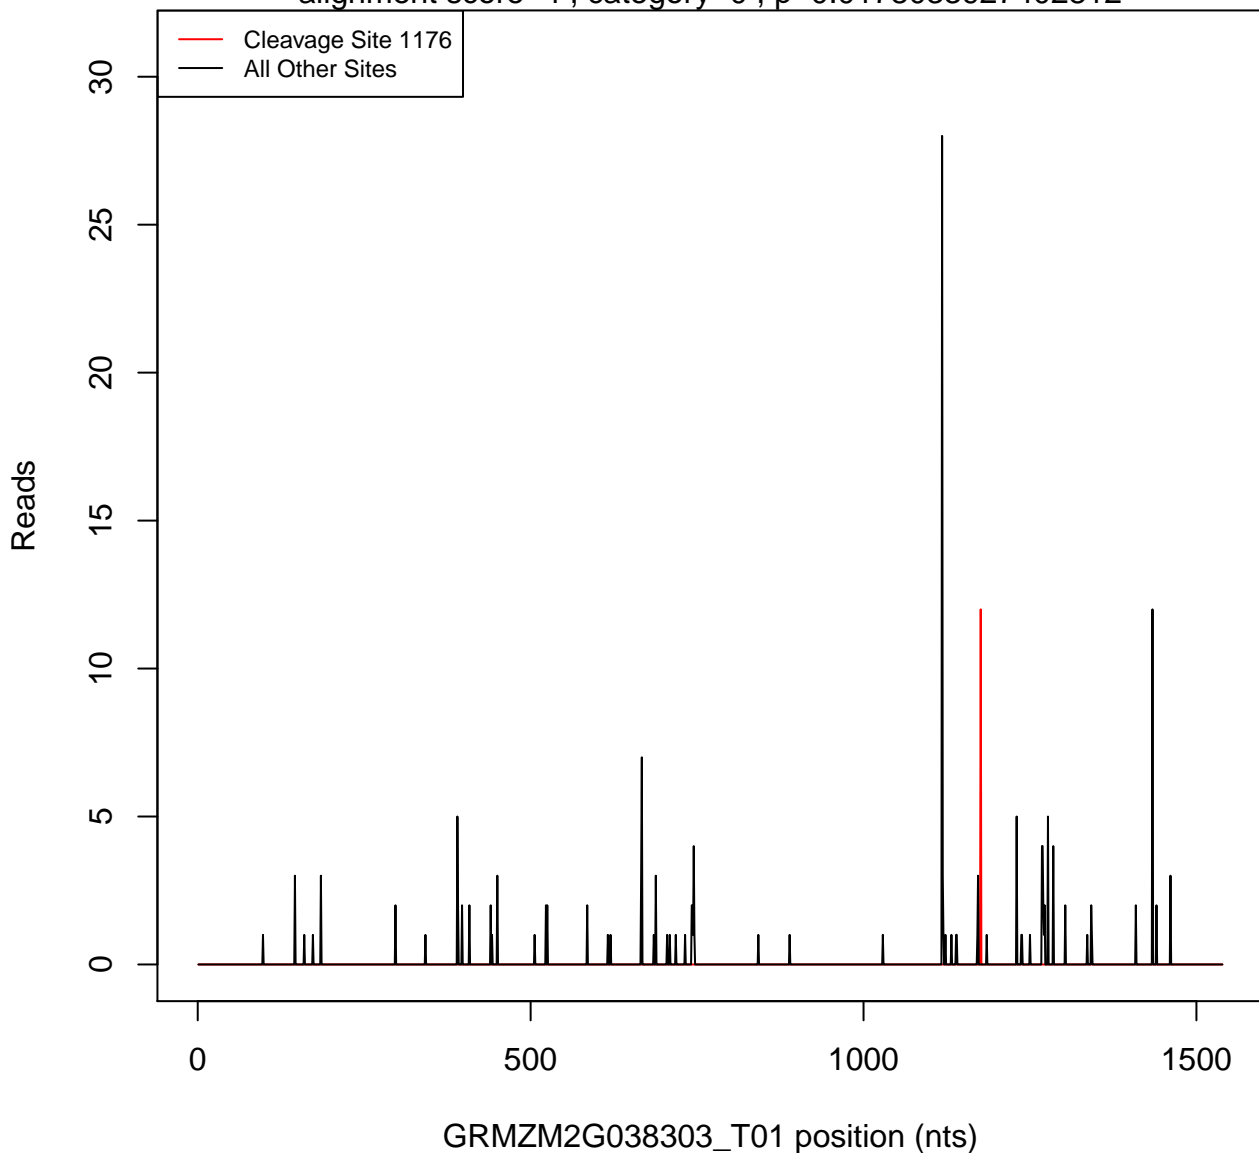

# zma-miR169j slicing GRMZM2G038303\_T01 at nt 1176

alignment score=4 , category=0 , p=0.0178033927402812

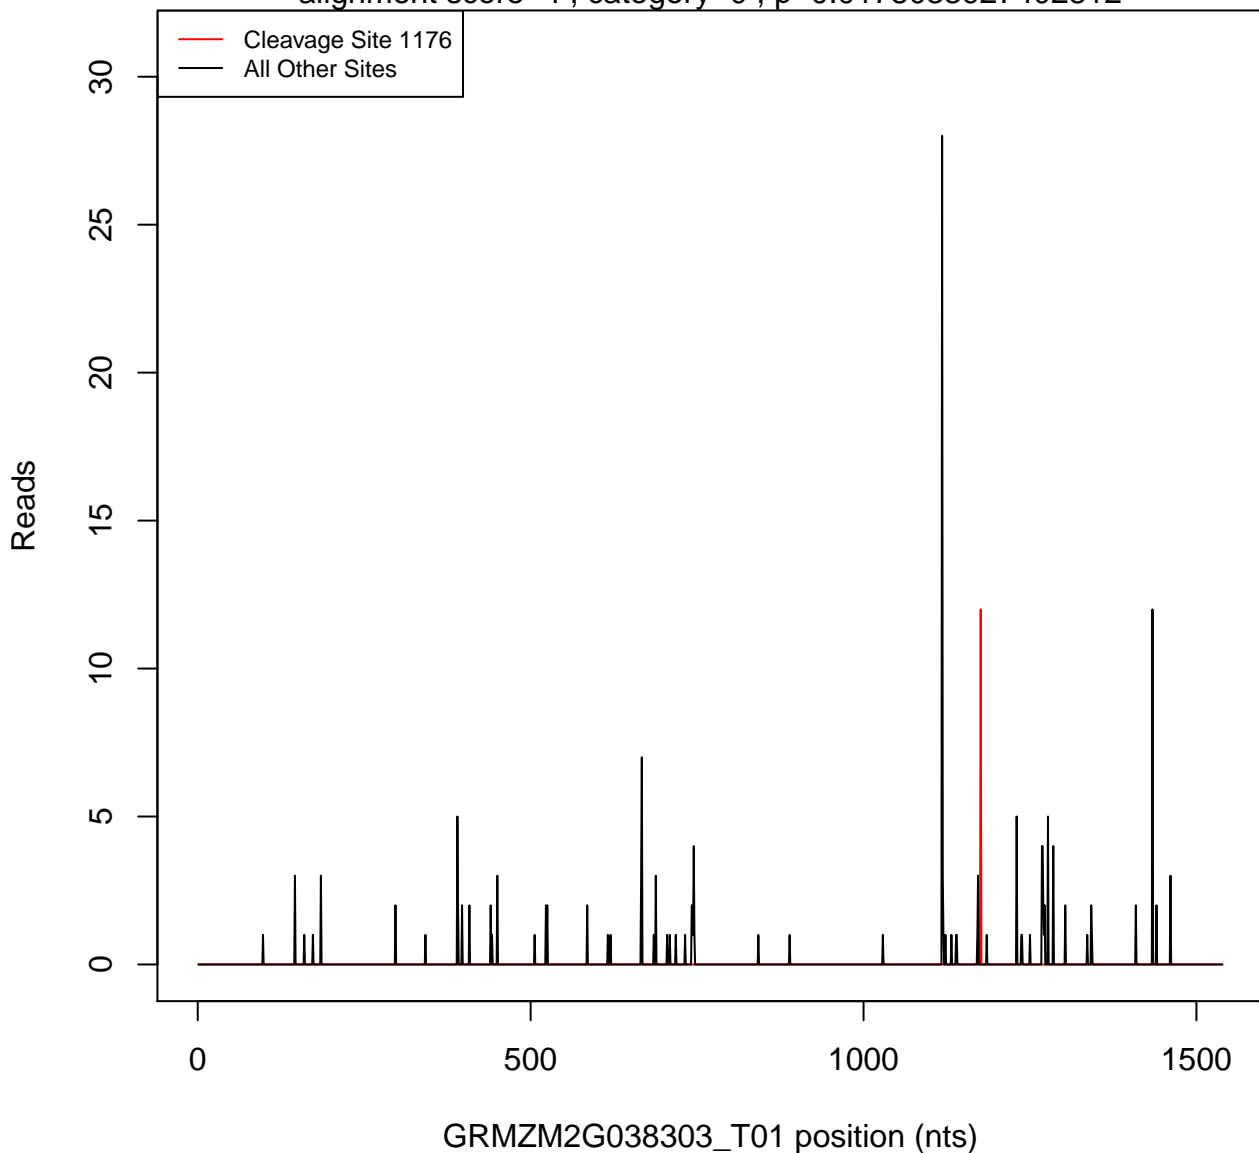

# zma-miR169k slicing GRMZM2G038303\_T01 at nt 1176

alignment score=4 , category=0 , p=0.0178033927402812

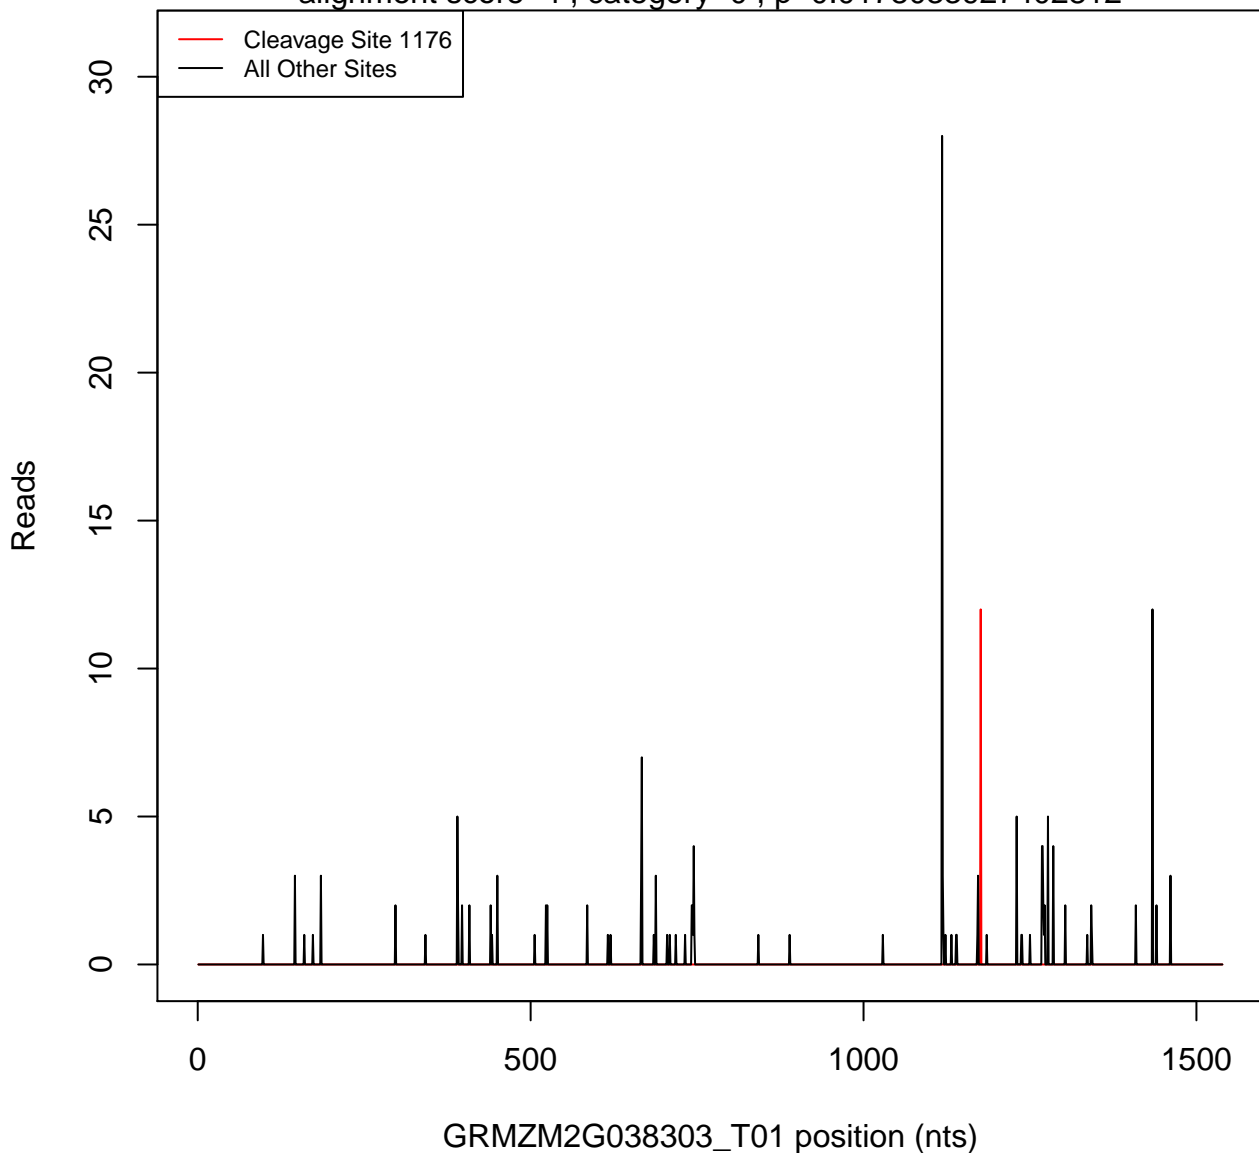

# zma-miR169c slicing GRMZM2G091964\_T01 at nt 1329

alignment score=4 , category=0 , p=0.0119044279537972

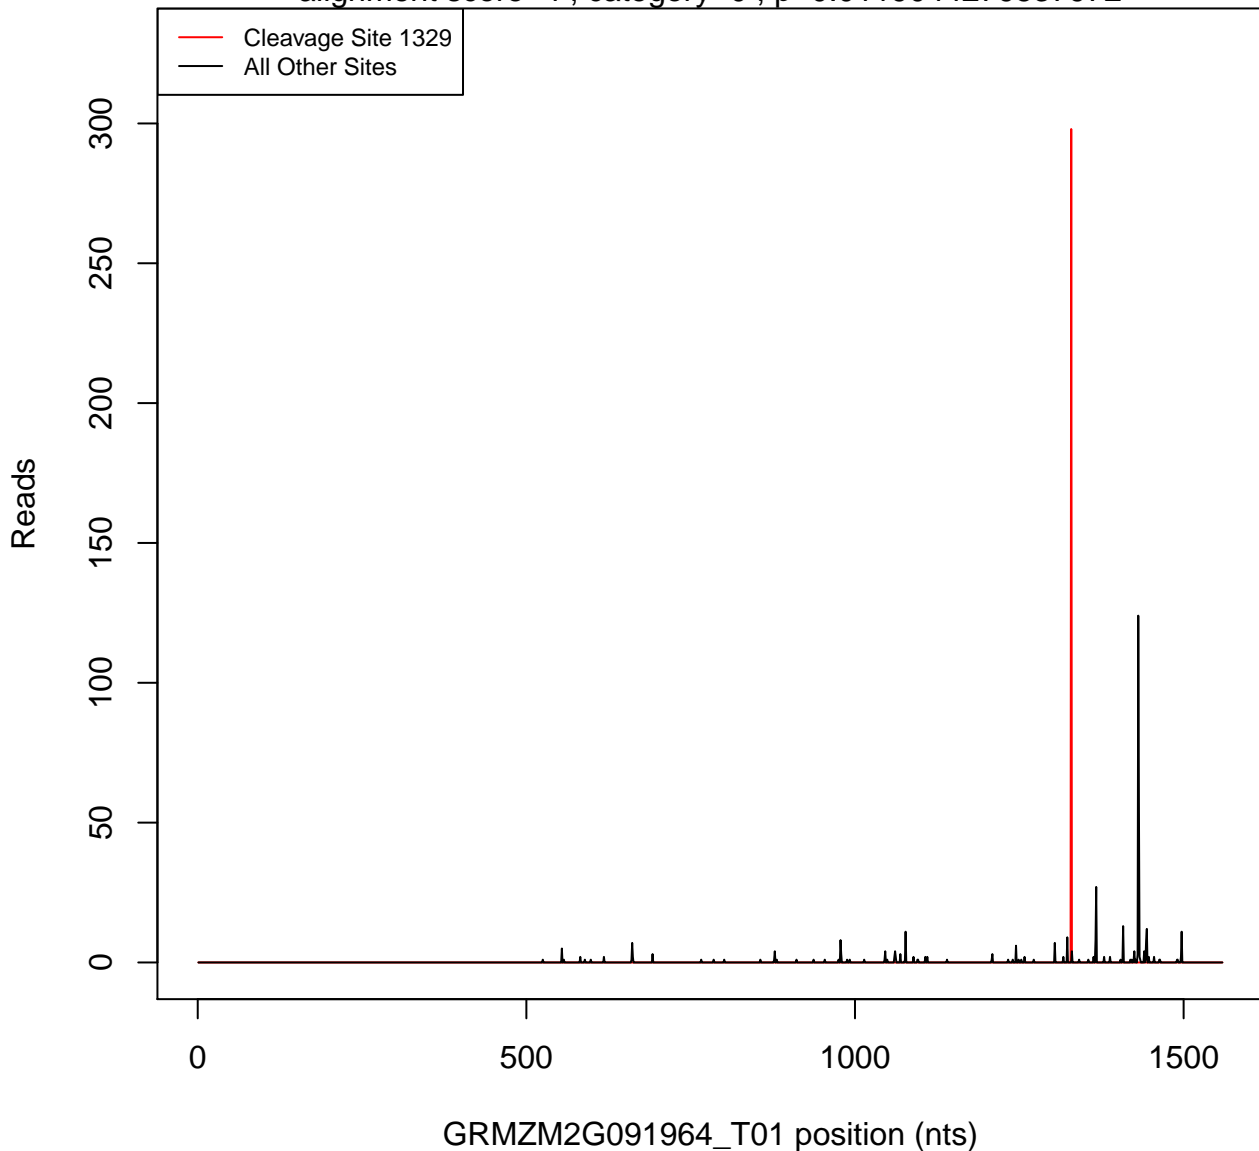

# zma-miR169f slicing GRMZM2G091964\_T01 at nt 1329

alignment score=4 , category=0 , p=0.0467741474658006

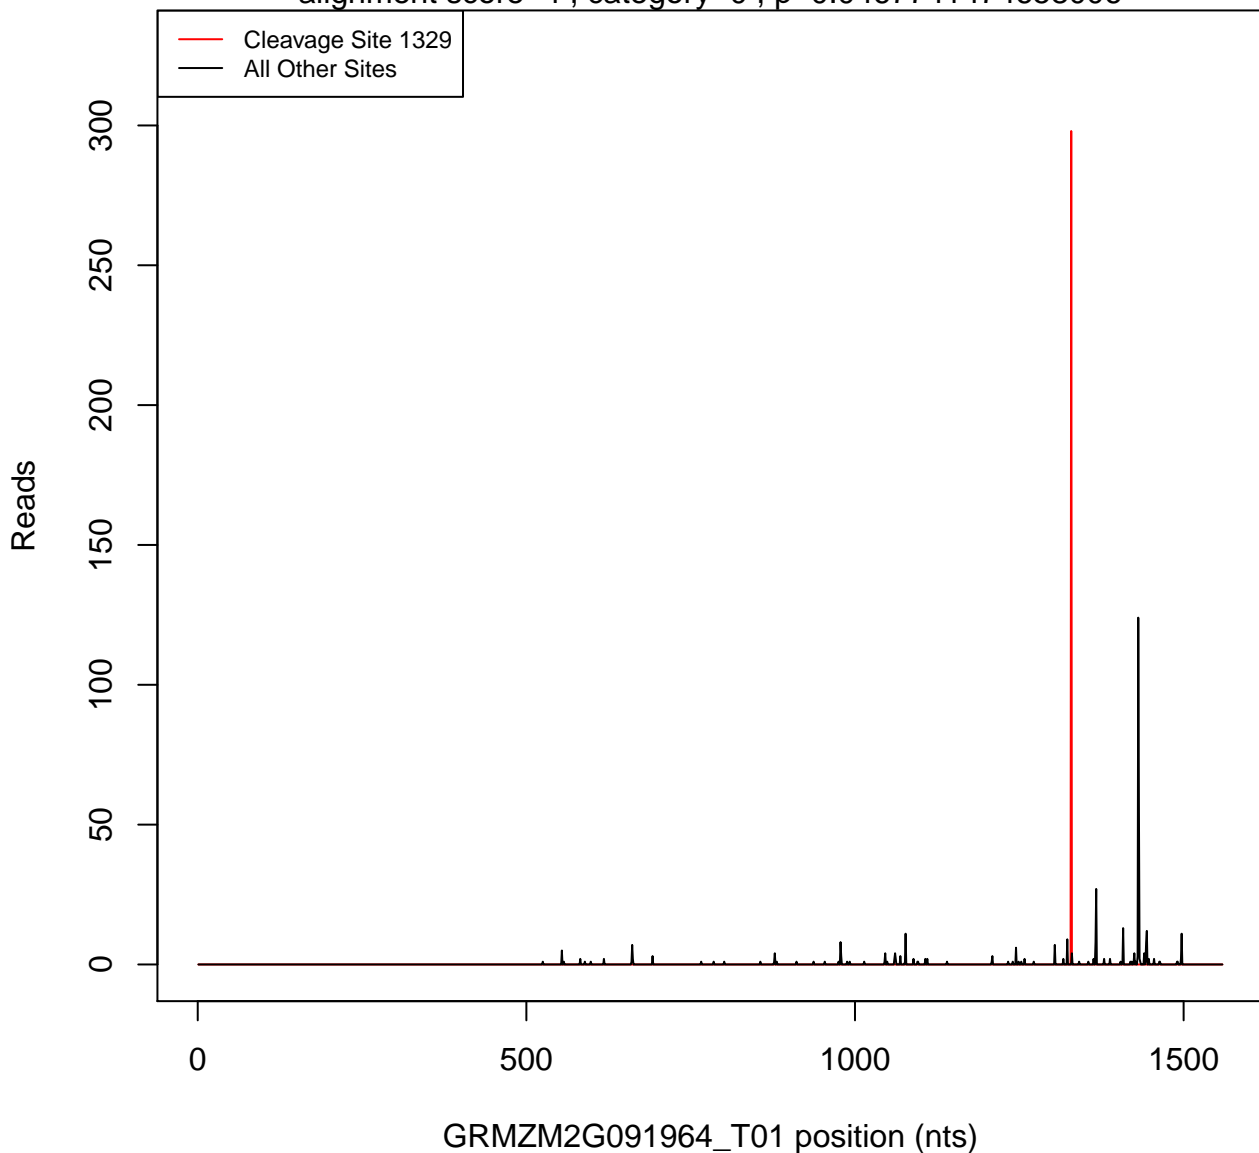

# zma-miR169h slicing GRMZM2G091964\_T01 at nt 1329

alignment score=4 , category=0 , p=0.0467741474658006

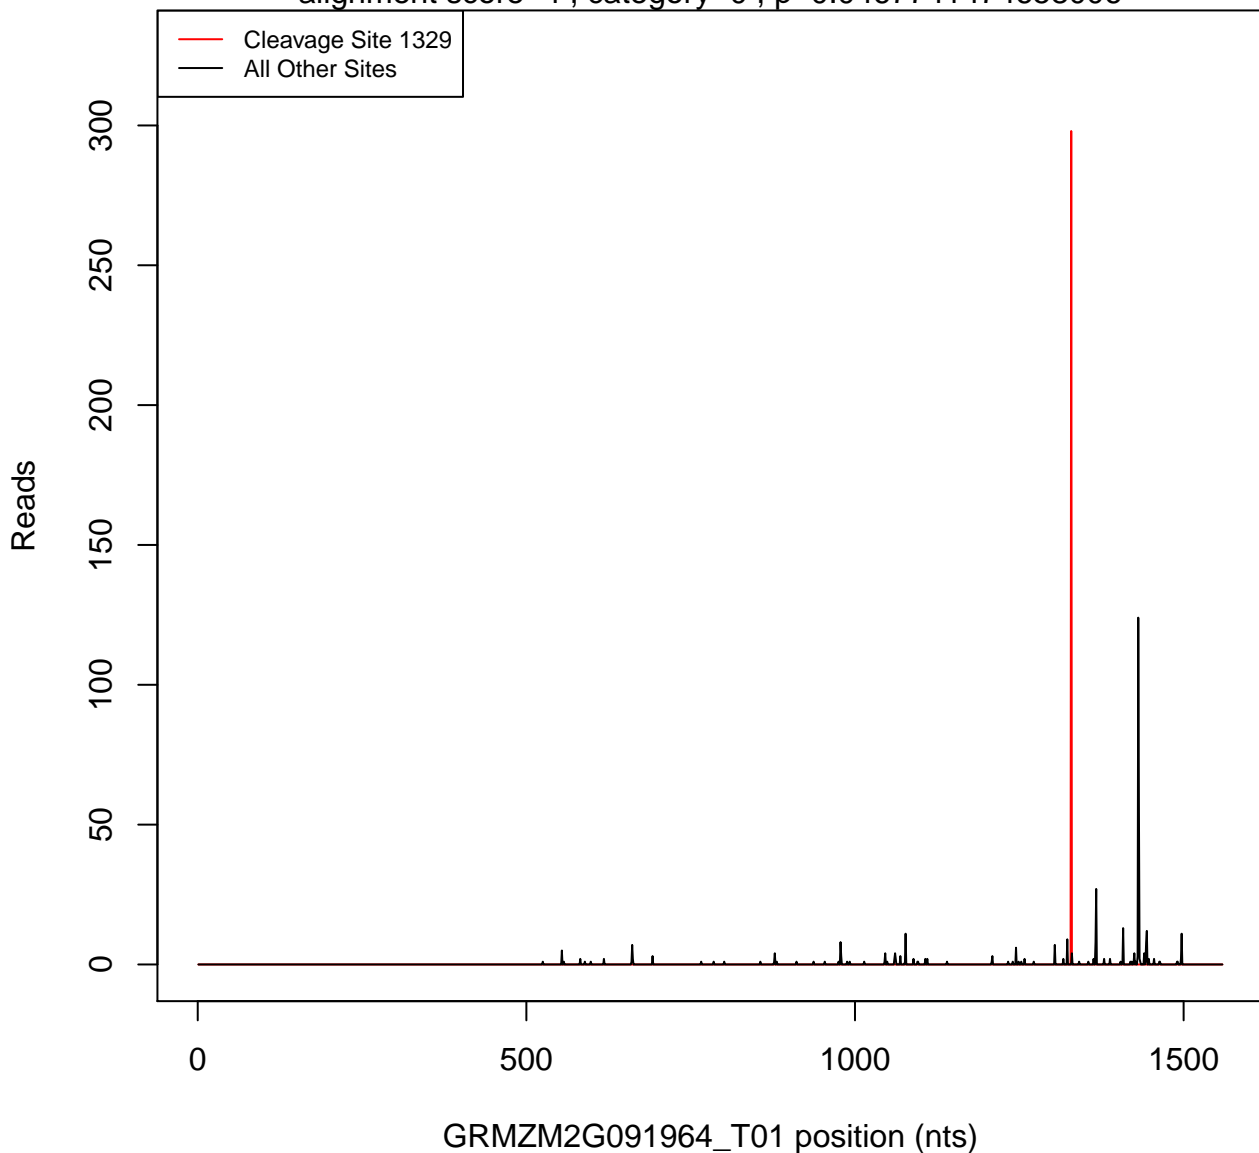

# zma-miR169c slicing GRMZM2G091964\_T02 at nt 1326

alignment score=4 , category=0 , p=0.0119044279537972

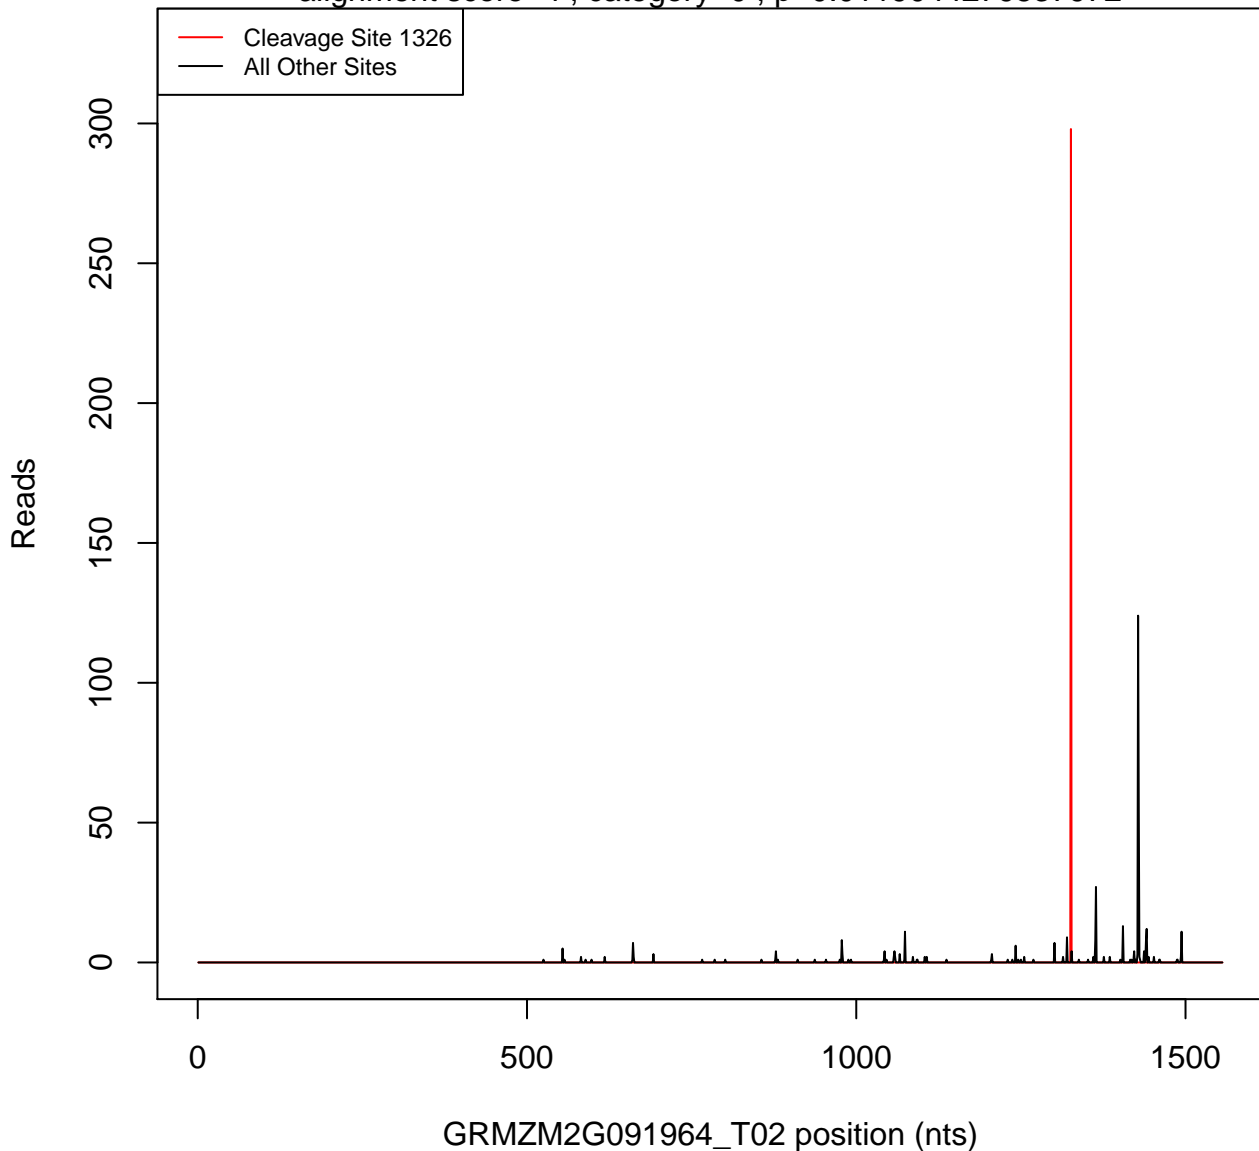

# zma-miR169f slicing GRMZM2G091964\_T02 at nt 1326

alignment score=4 , category=0 , p=0.0467741474658006

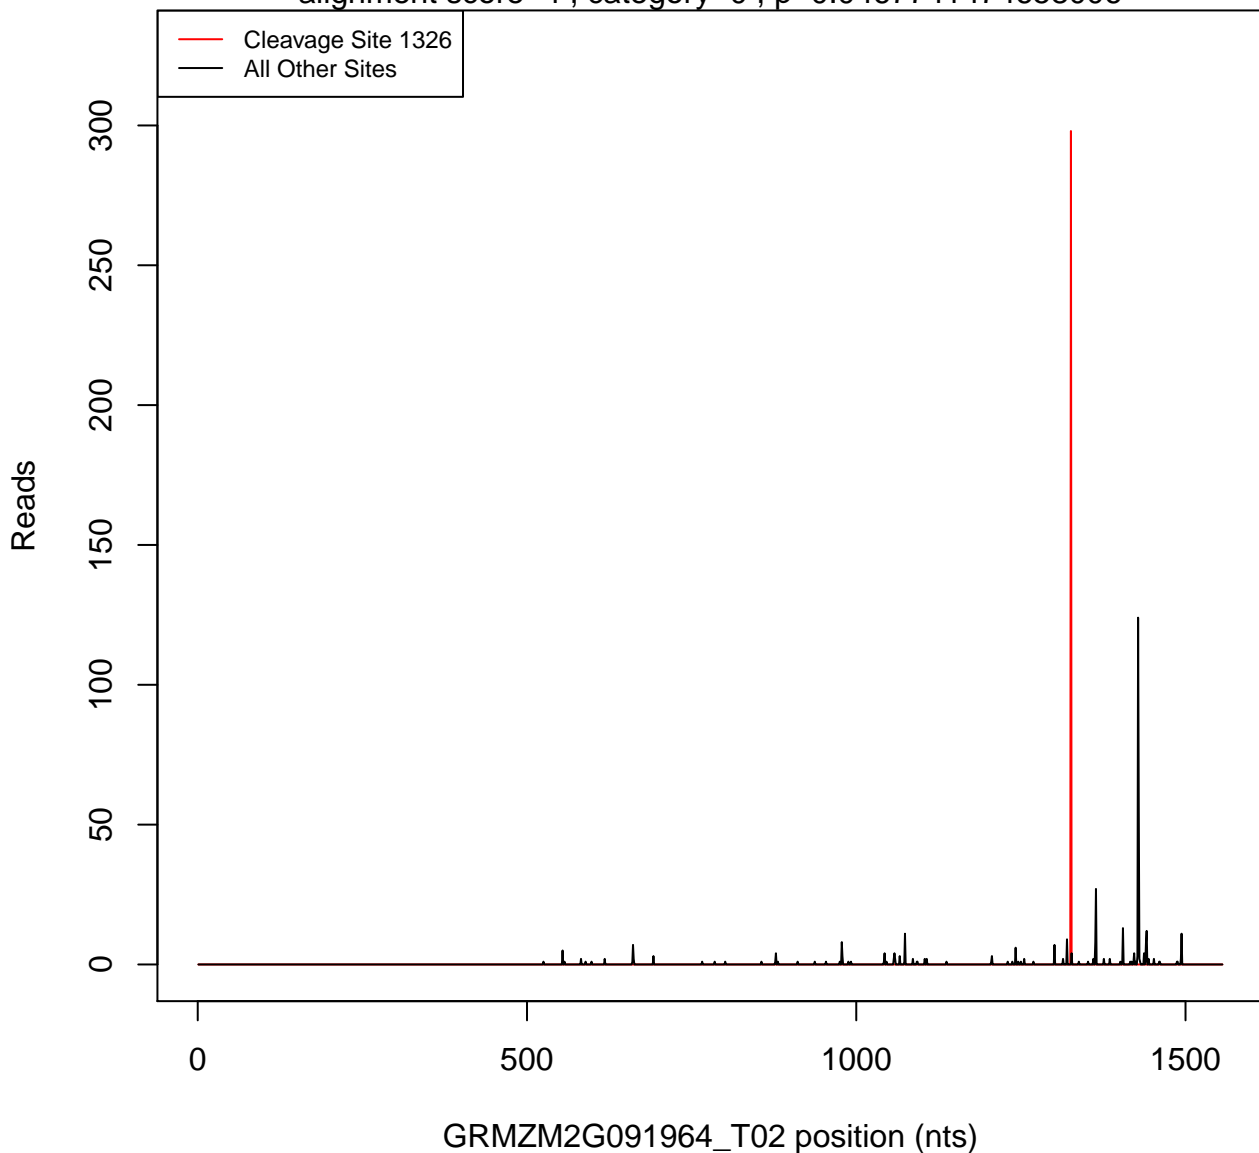

# zma-miR169h slicing GRMZM2G091964\_T02 at nt 1326

alignment score=4 , category=0 , p=0.0467741474658006

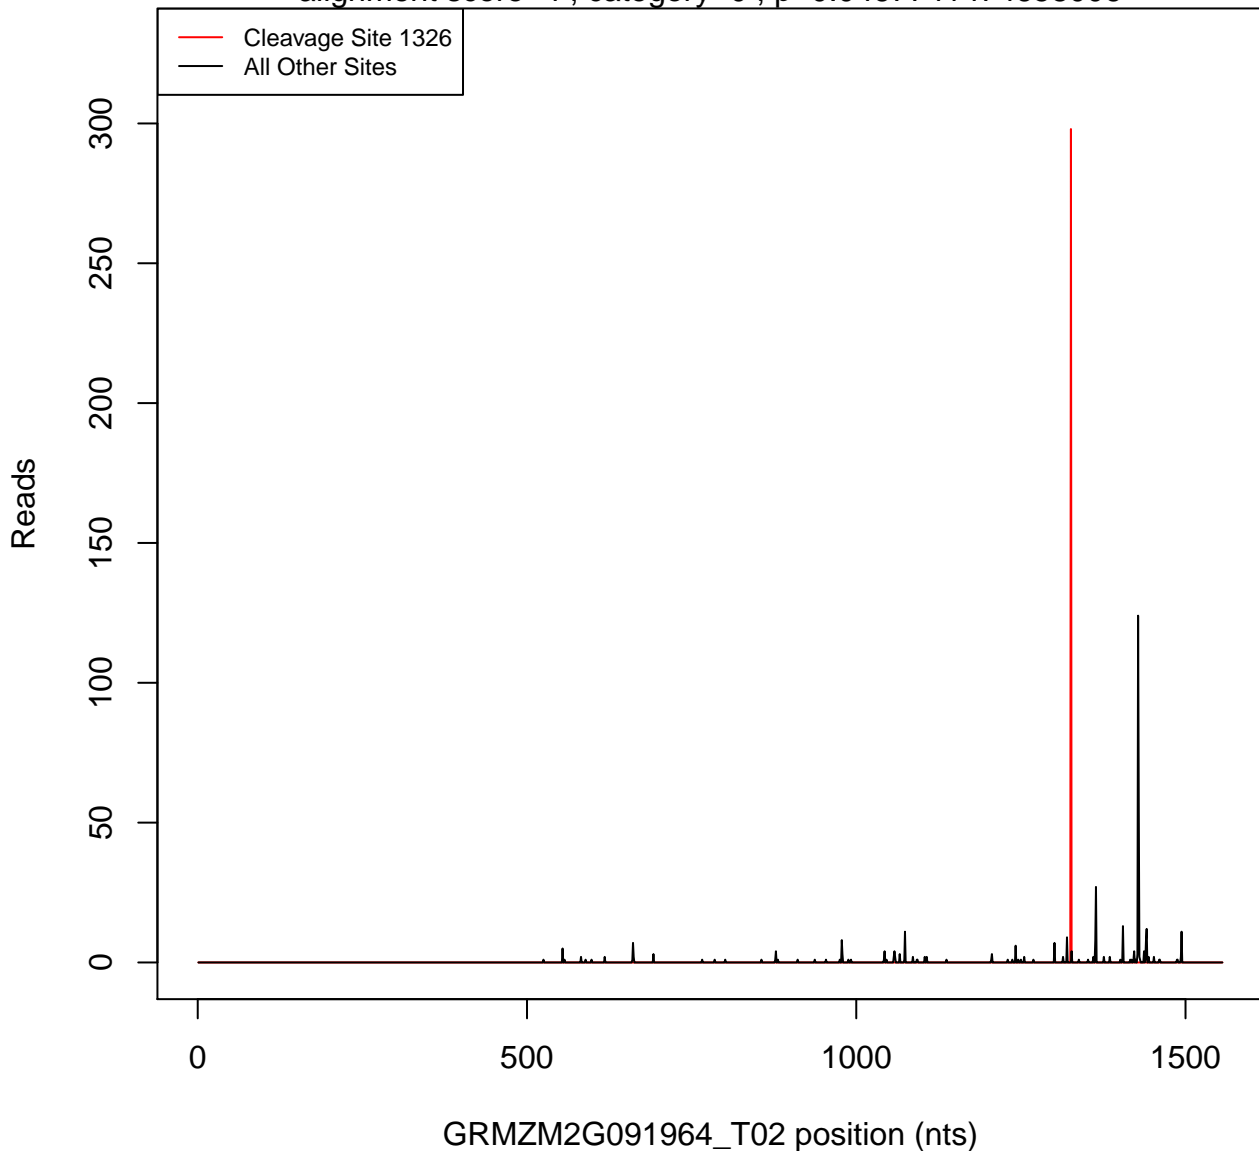

# zma-miR169c slicing GRMZM2G091964\_T03 at nt 1441

alignment score=4 , category=0 , p=0.0119044279537972

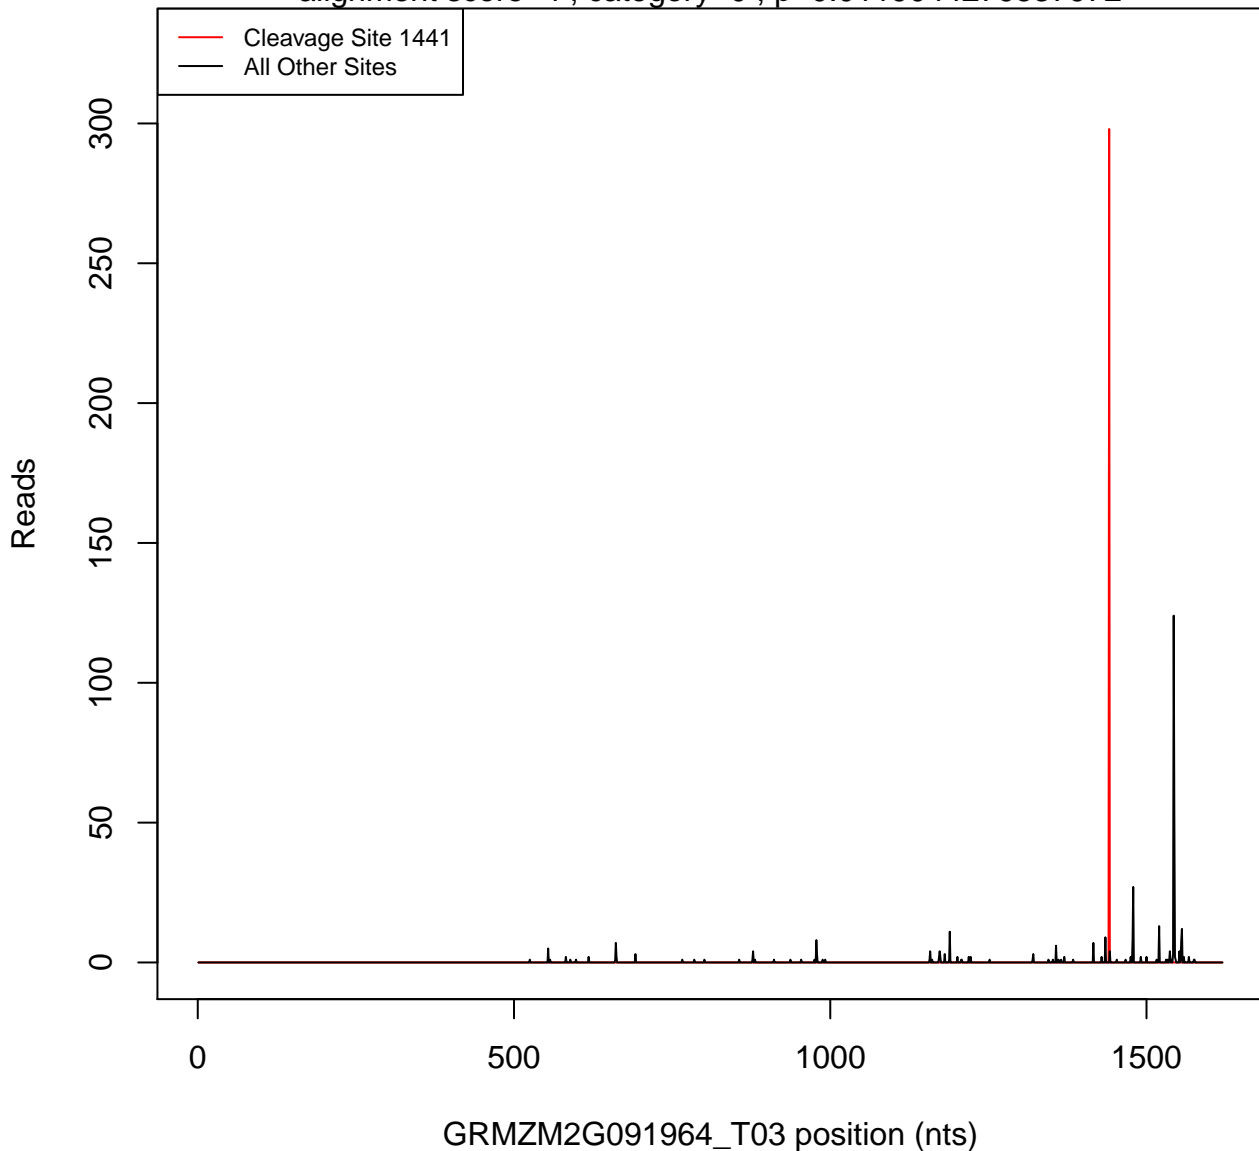

# zma-miR169f slicing GRMZM2G091964\_T03 at nt 1441

alignment score=4 , category=0 , p=0.0467741474658006

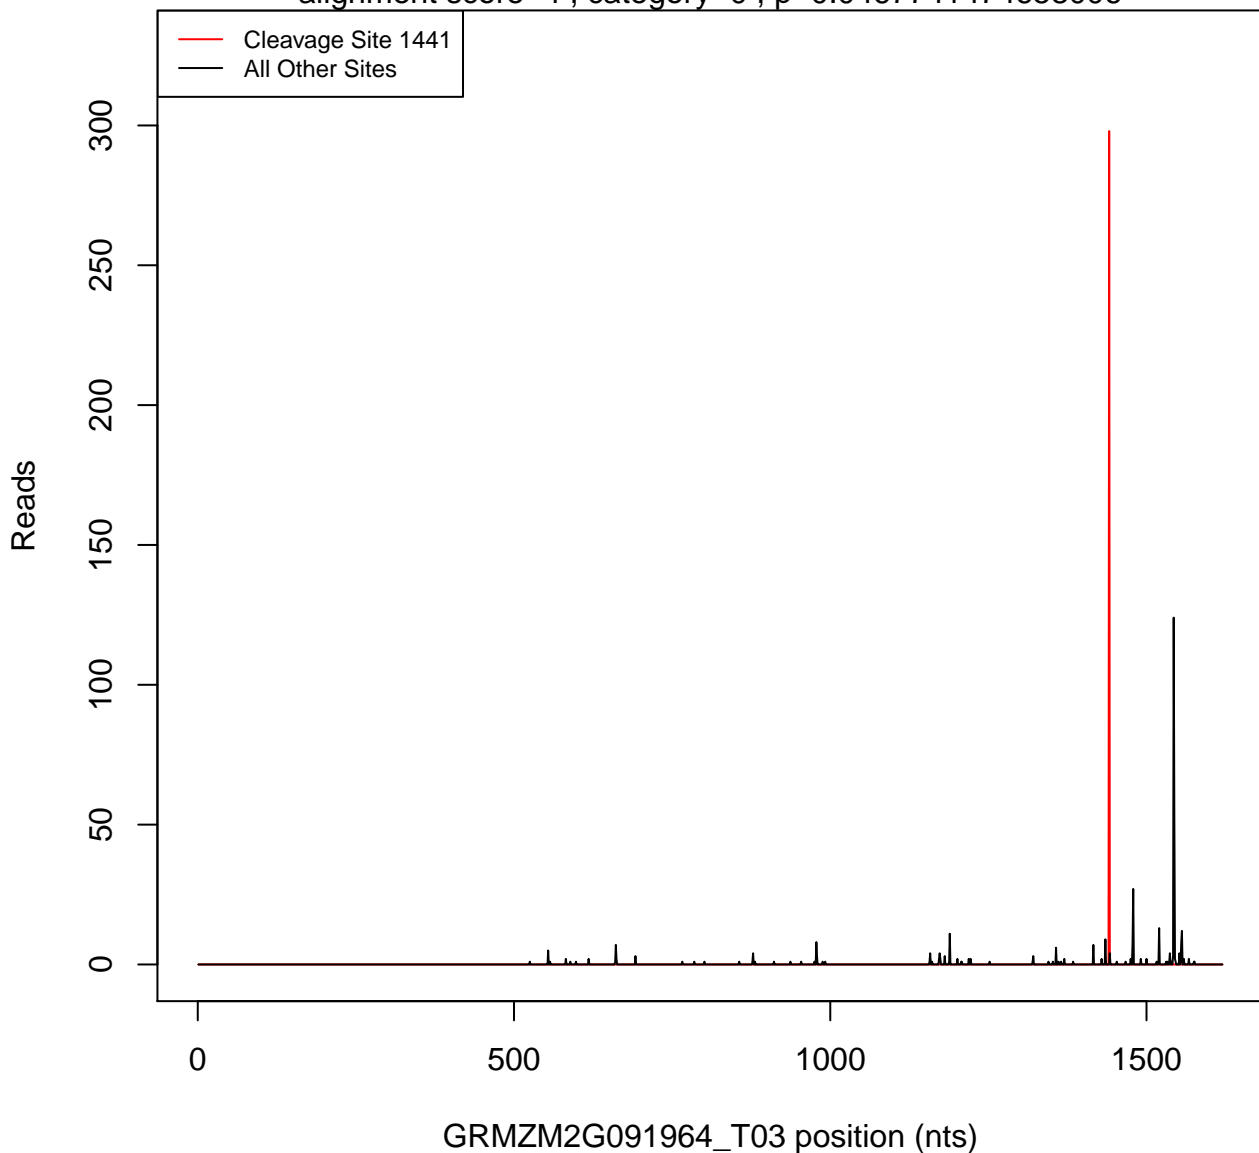

# zma-miR169h slicing GRMZM2G091964\_T03 at nt 1441

alignment score=4 , category=0 , p=0.0467741474658006

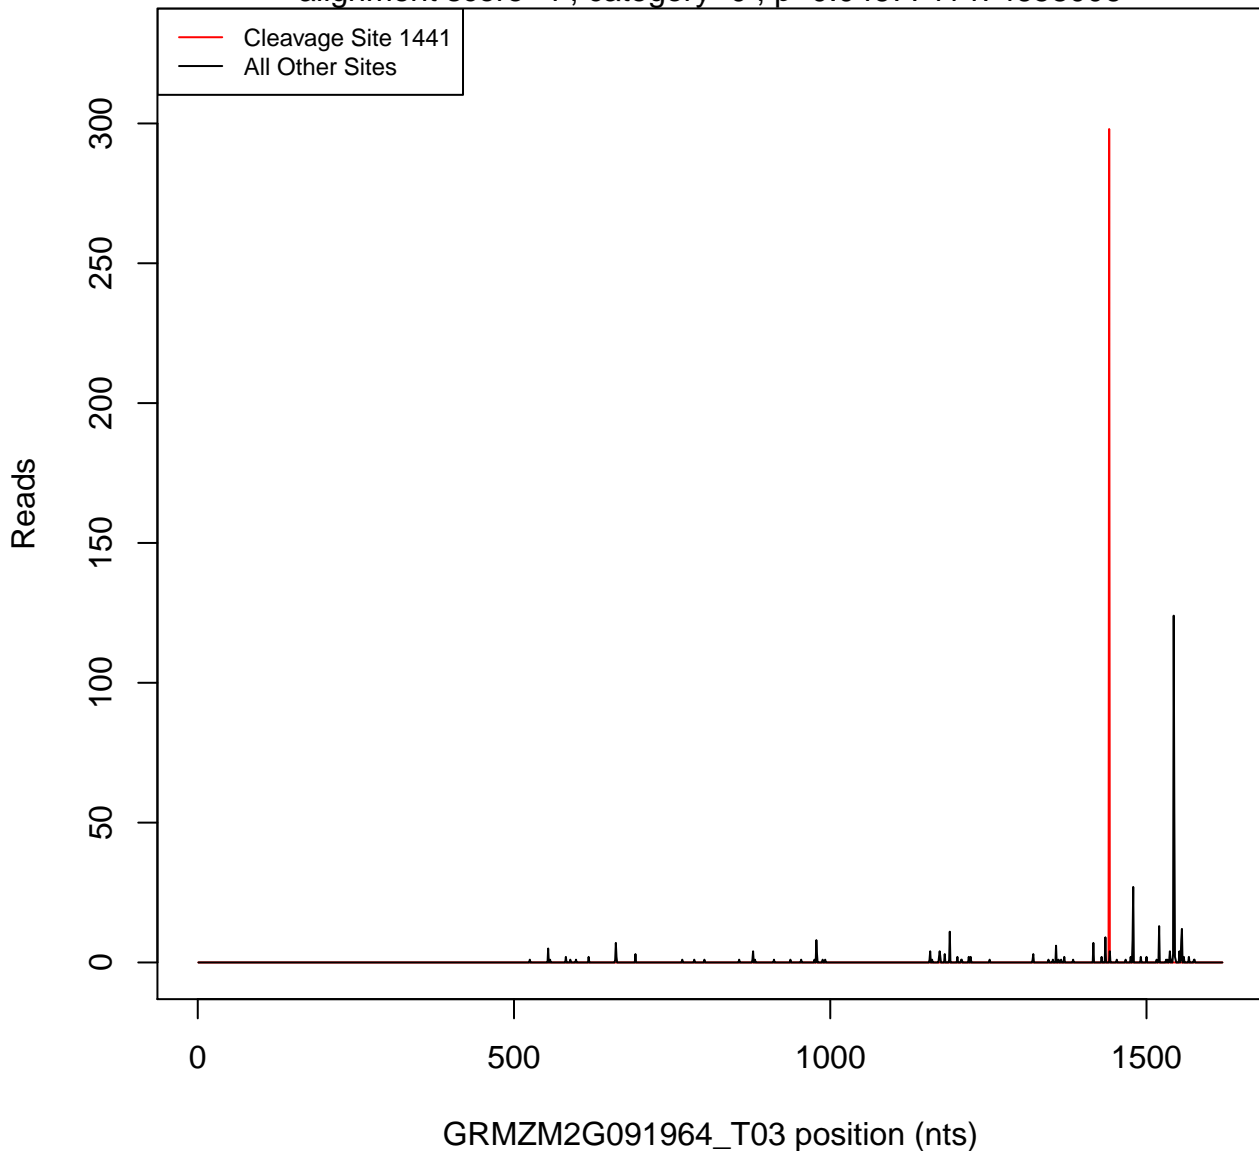

# zma-miR396c slicing GRMZM2G098594\_T06 at nt 578

alignment score=1 , category=1 , p=0.0398536020610909

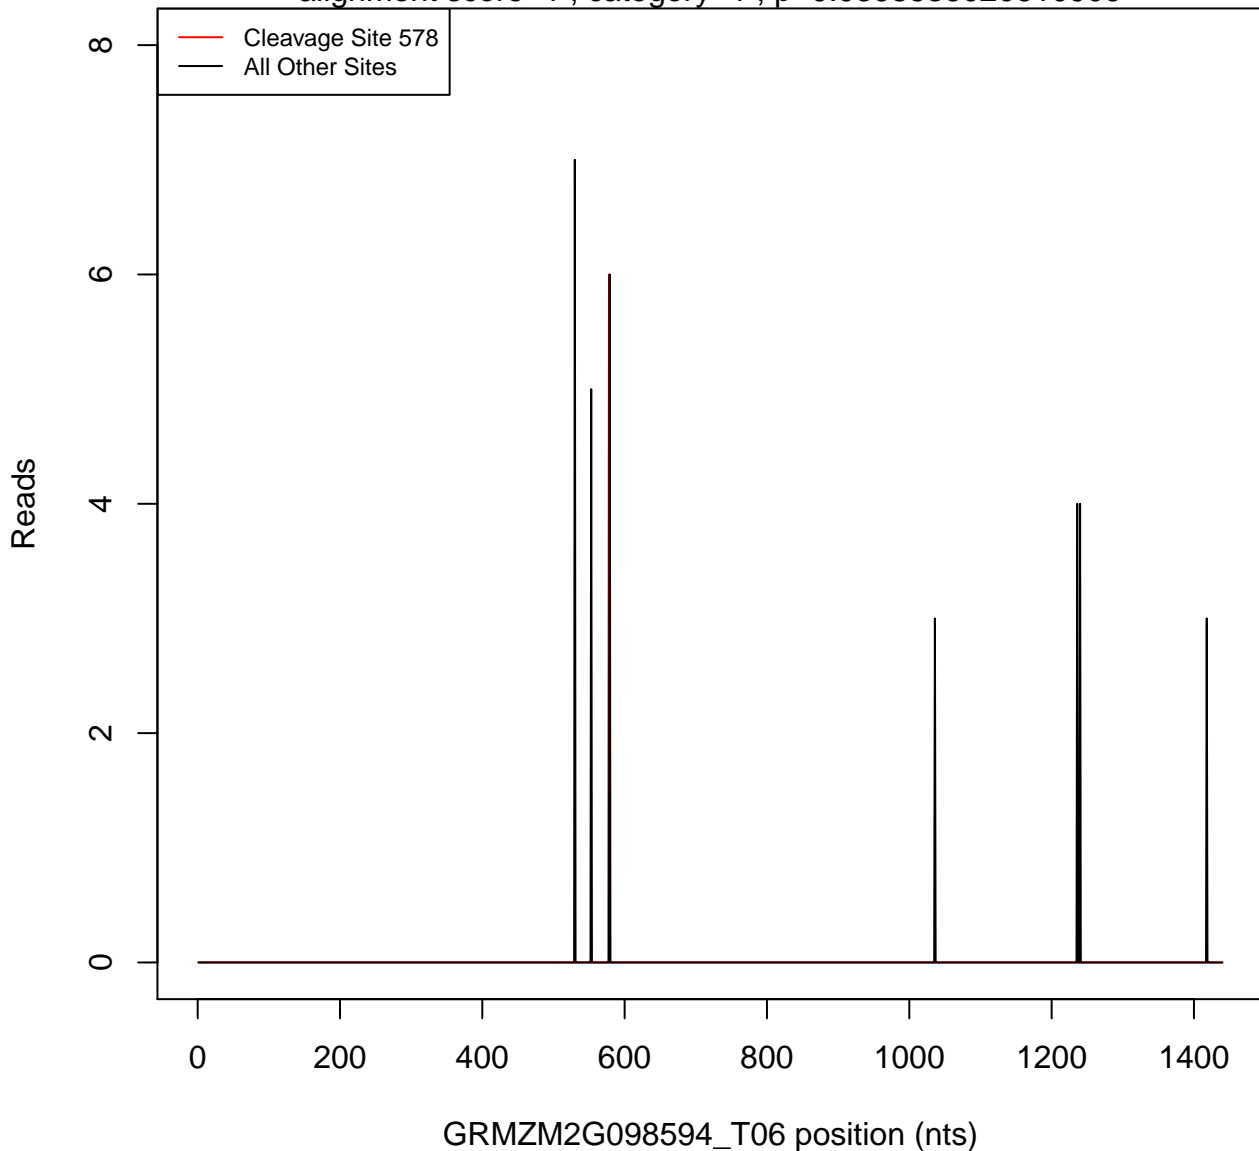

**zma-miR396d slicing GRMZM2G098594\_T06 at nt 578**

alignment score=1 , category=1 , p=0.0398536020610909

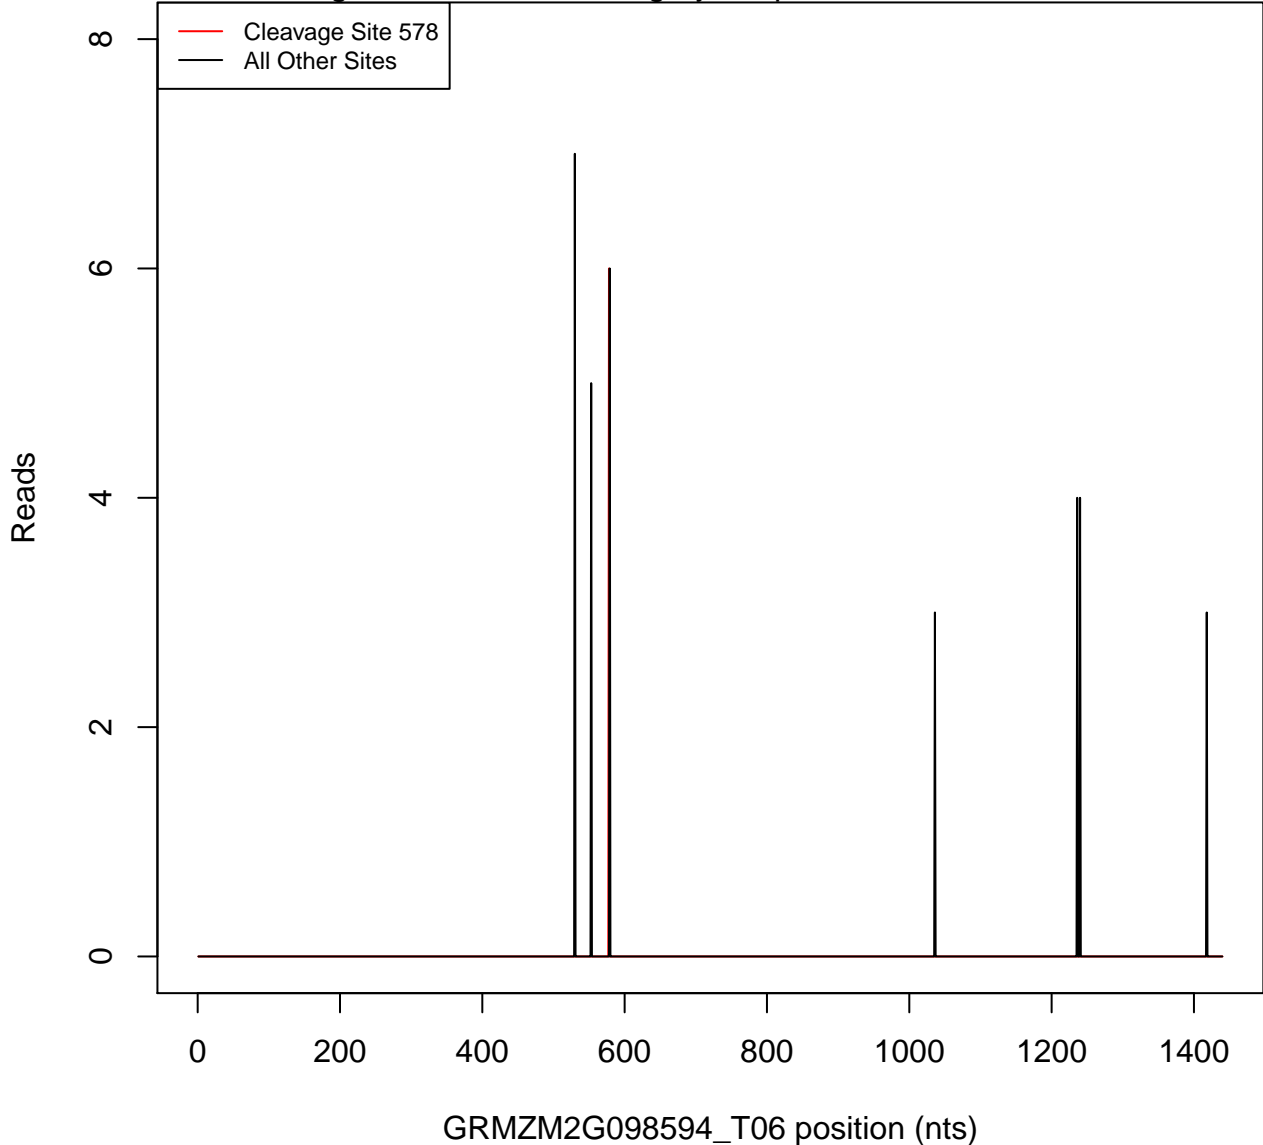

# zma-miR169c slicing GRMZM5G857944\_T01 at nt 1075

alignment score=3 , category=0 , p=0.0114817201554034

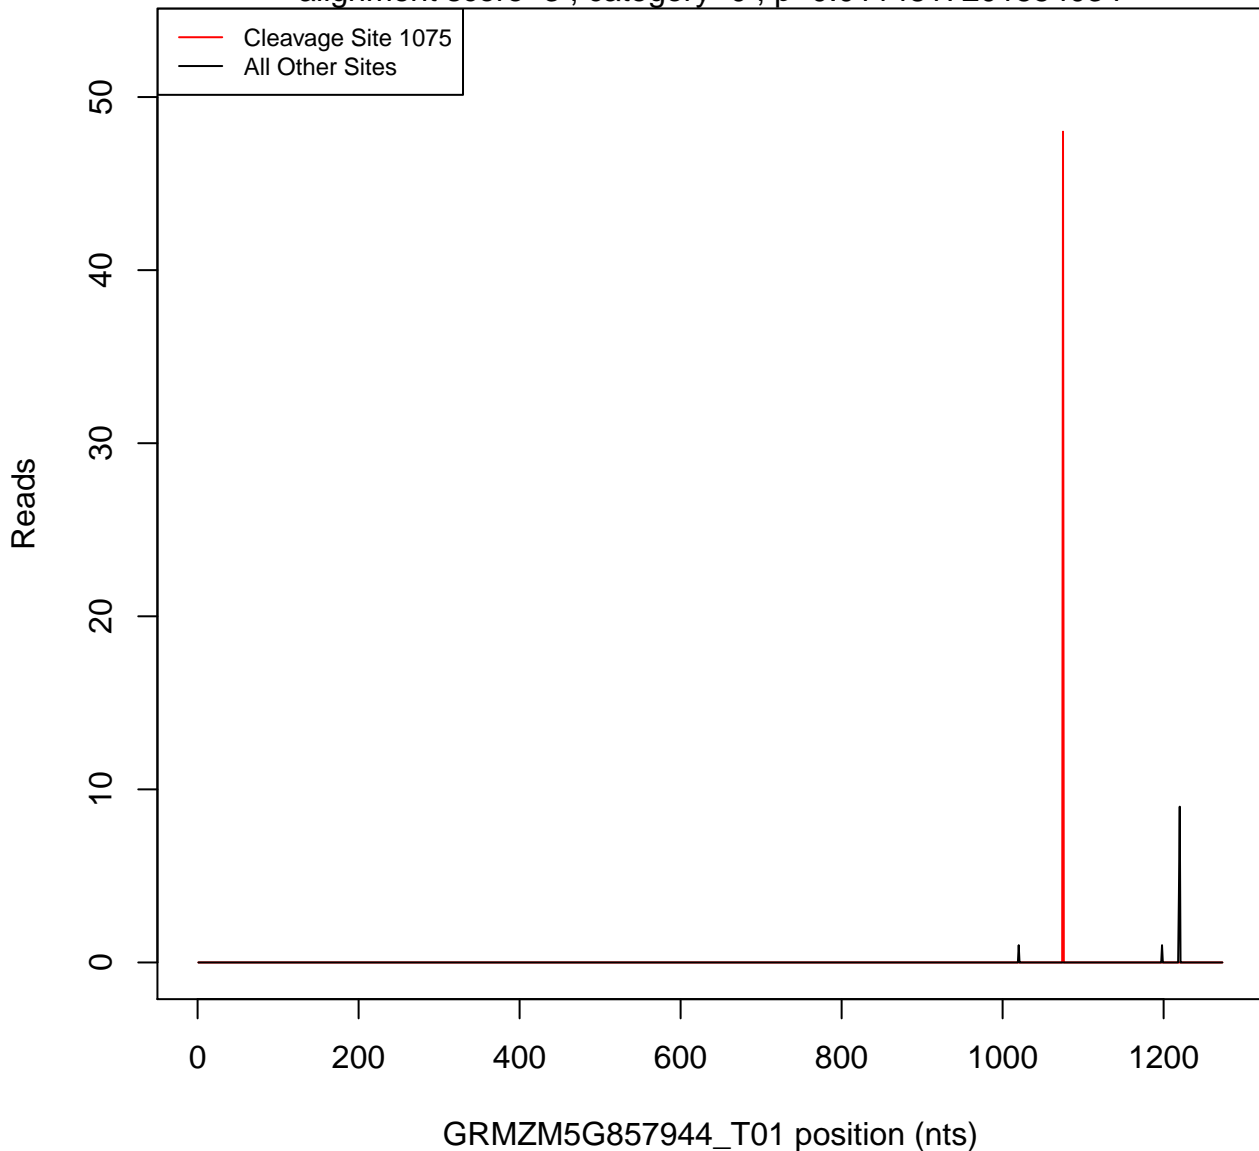

# zma-miR169f slicing GRMZM5G857944\_T01 at nt 1075

alignment score=3 , category=0 , p=0.0152795895672182

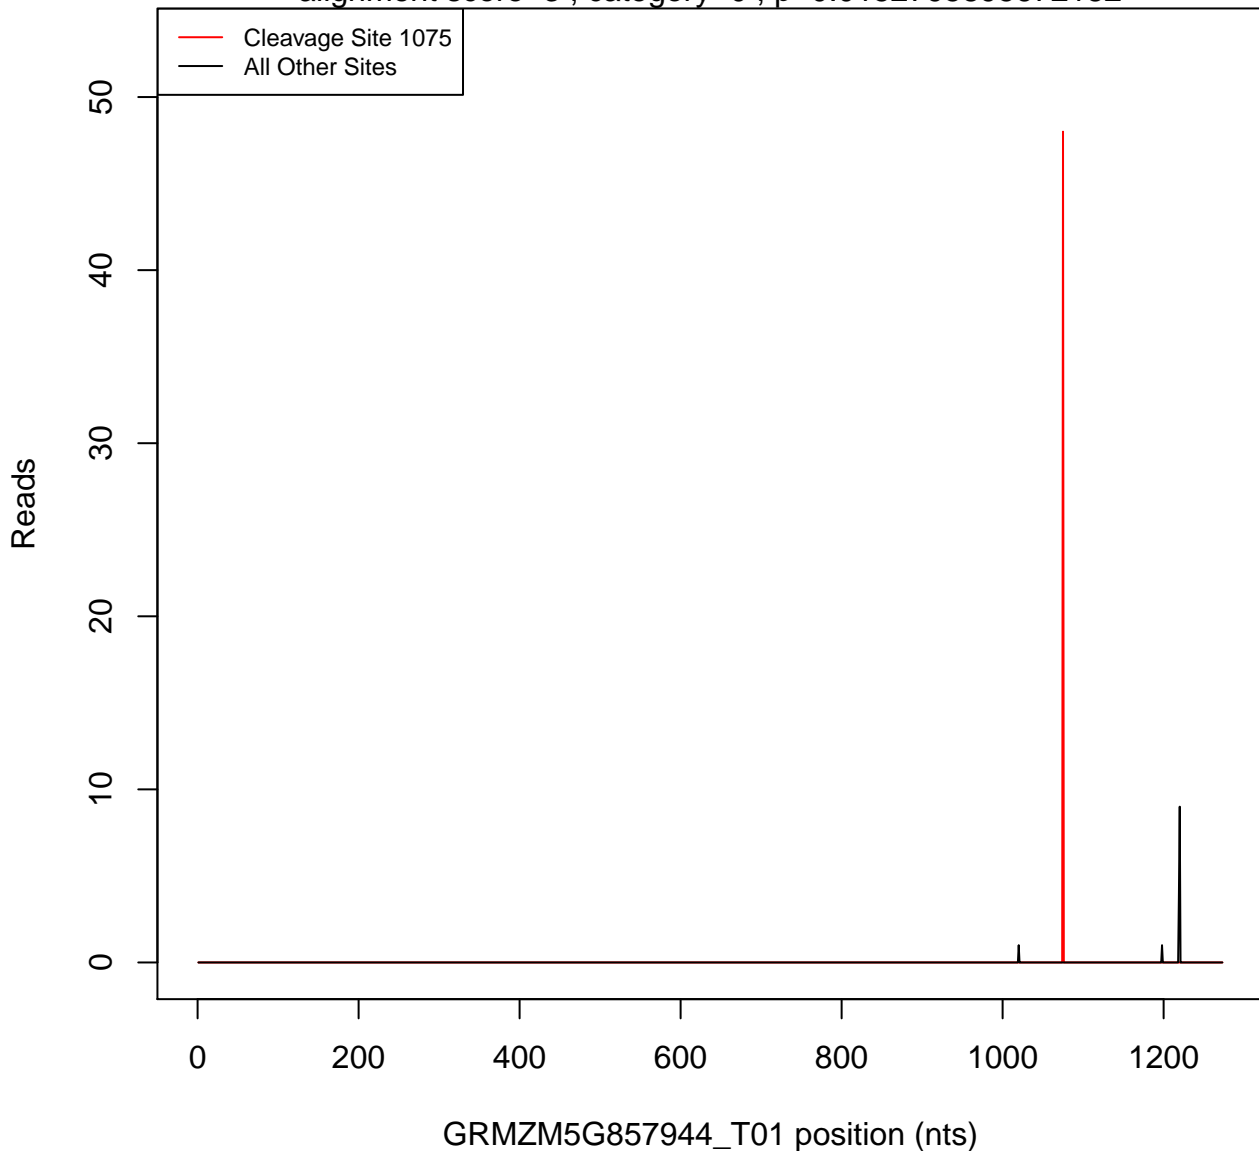

# zma-miR169h slicing GRMZM5G857944\_T01 at nt 1075

alignment score=3 , category=0 , p=0.0152795895672182

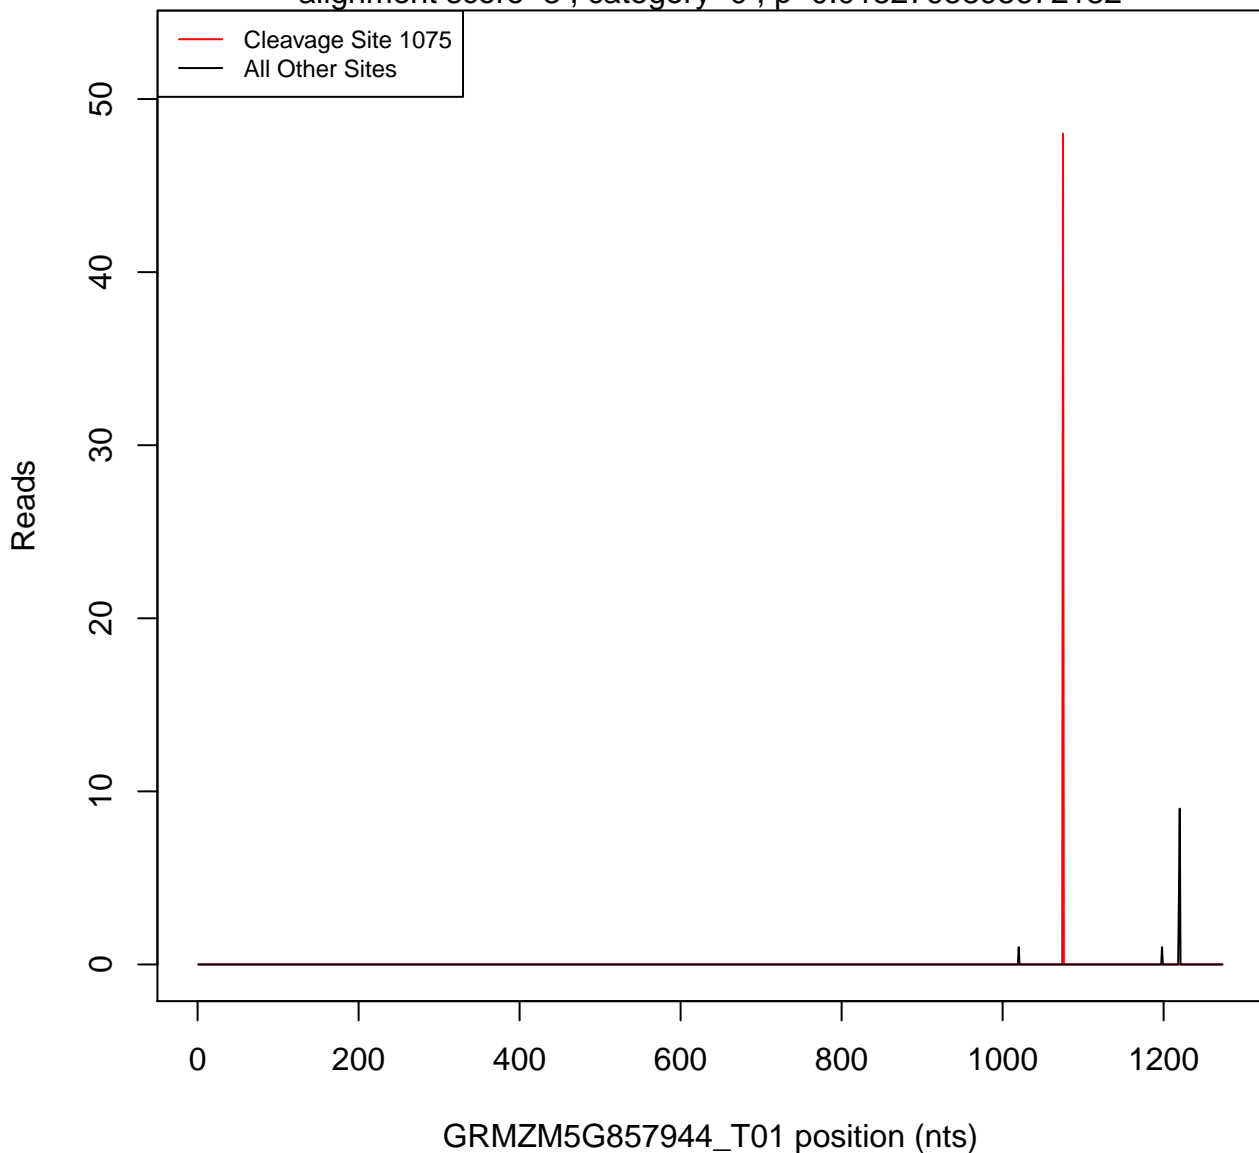

# zma-miR169i slicing GRMZM5G857944\_T01 at nt 1075

alignment score=2 , category=0 , p=0.0140152571318597

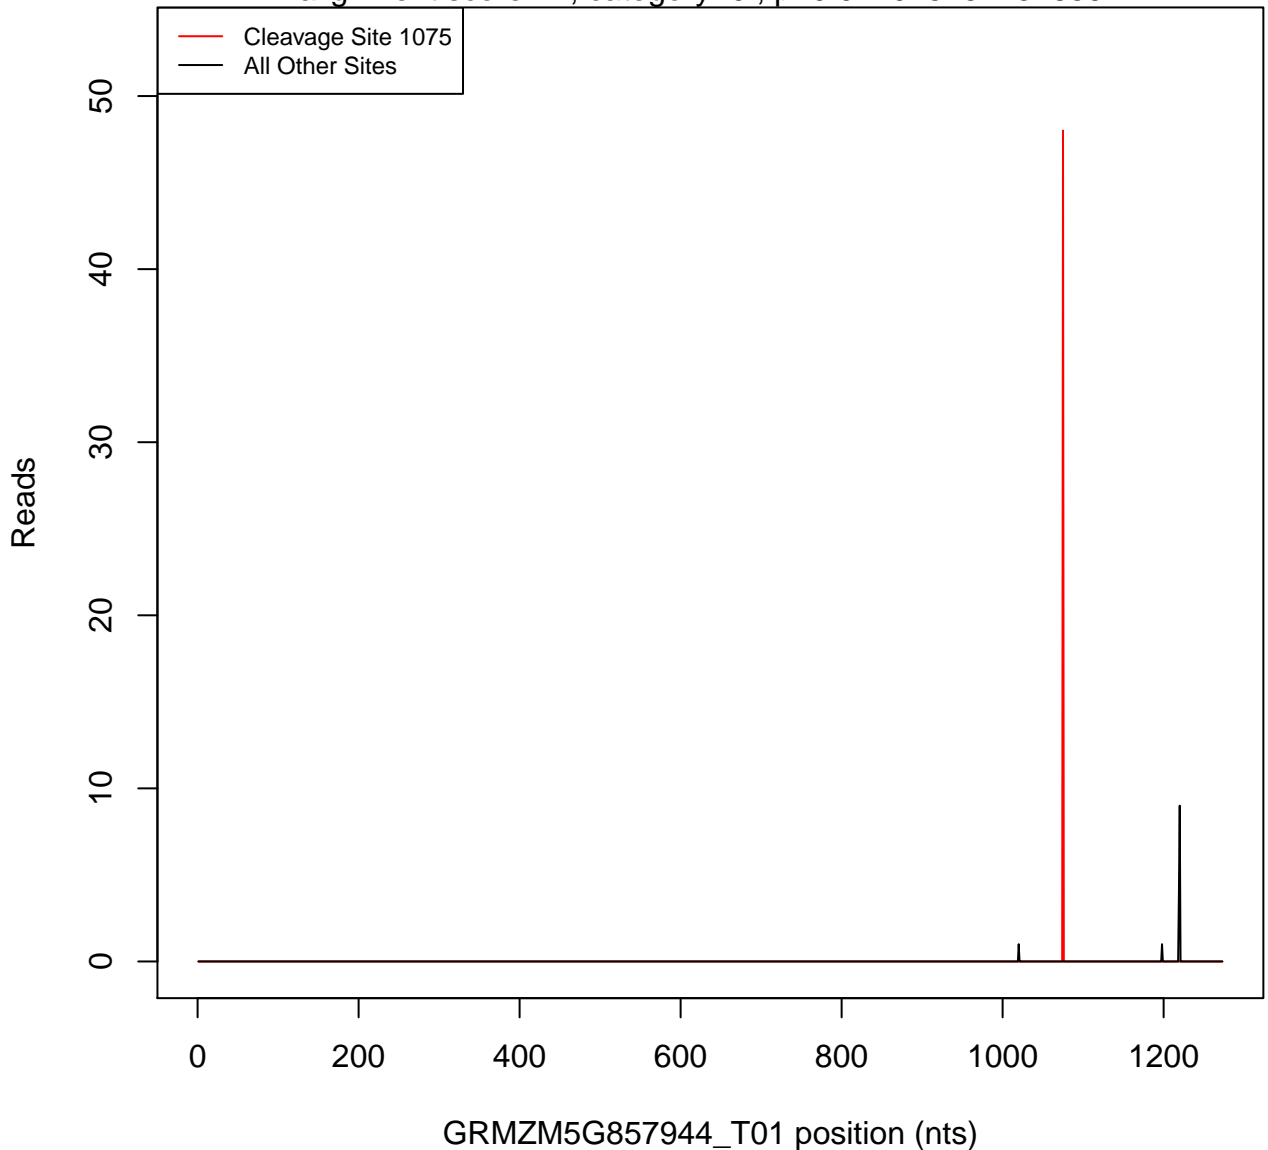

# zma-miR169j slicing GRMZM5G857944\_T01 at nt 1075

alignment score=2 , category=0 , p=0.0140152571318597

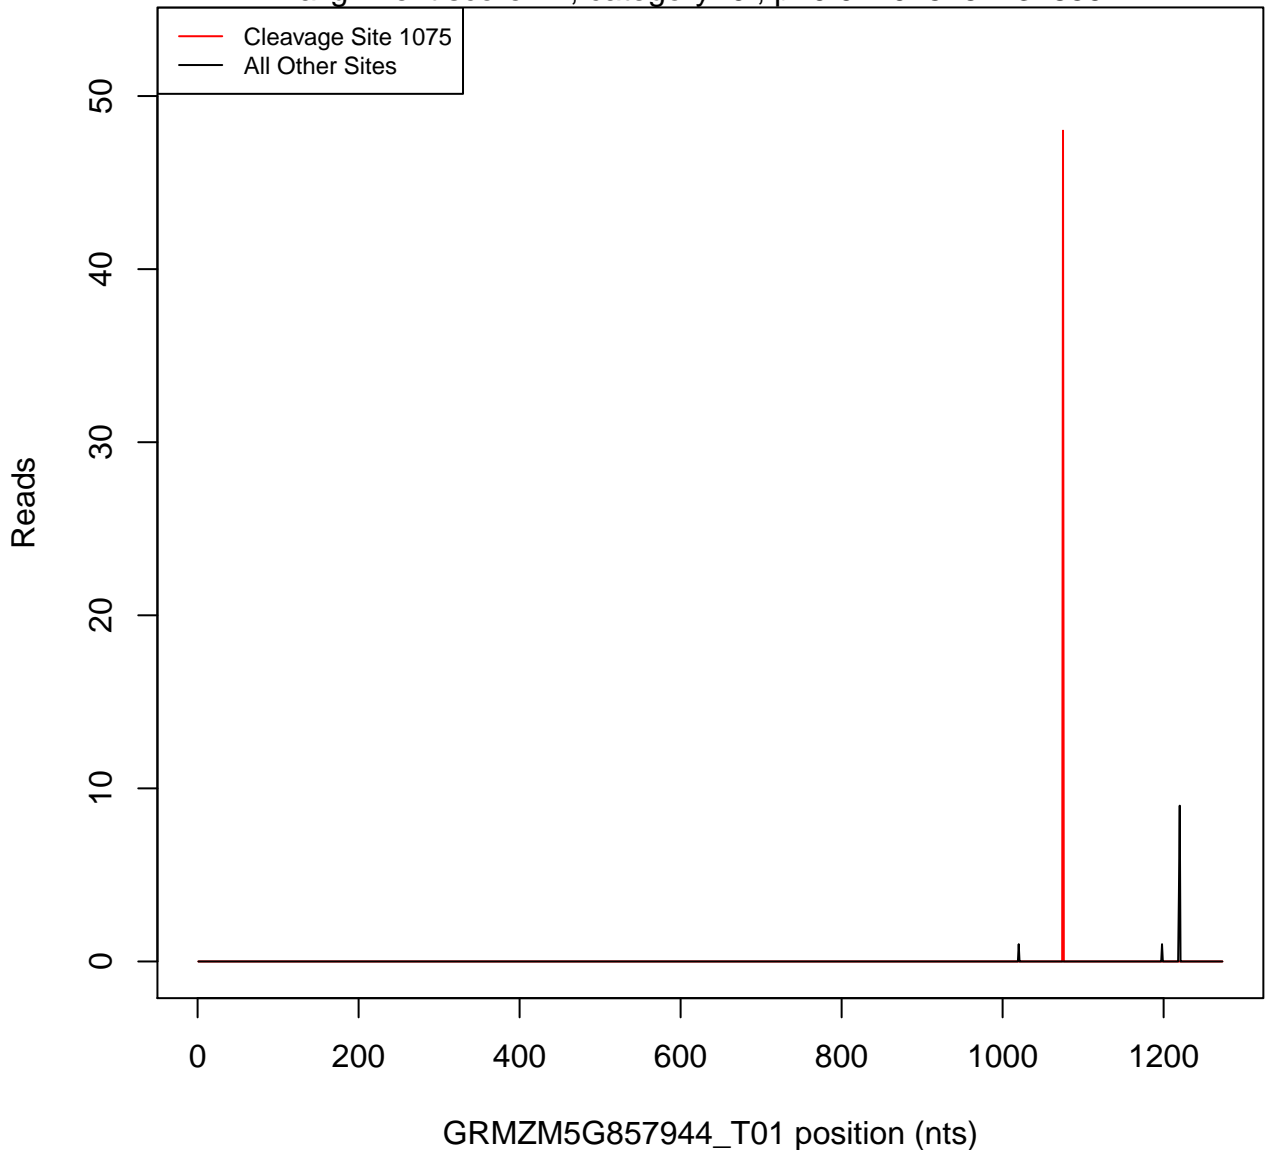

# zma-miR169k slicing GRMZM5G857944\_T01 at nt 1075

alignment score=2 , category=0 , p=0.0140152571318597

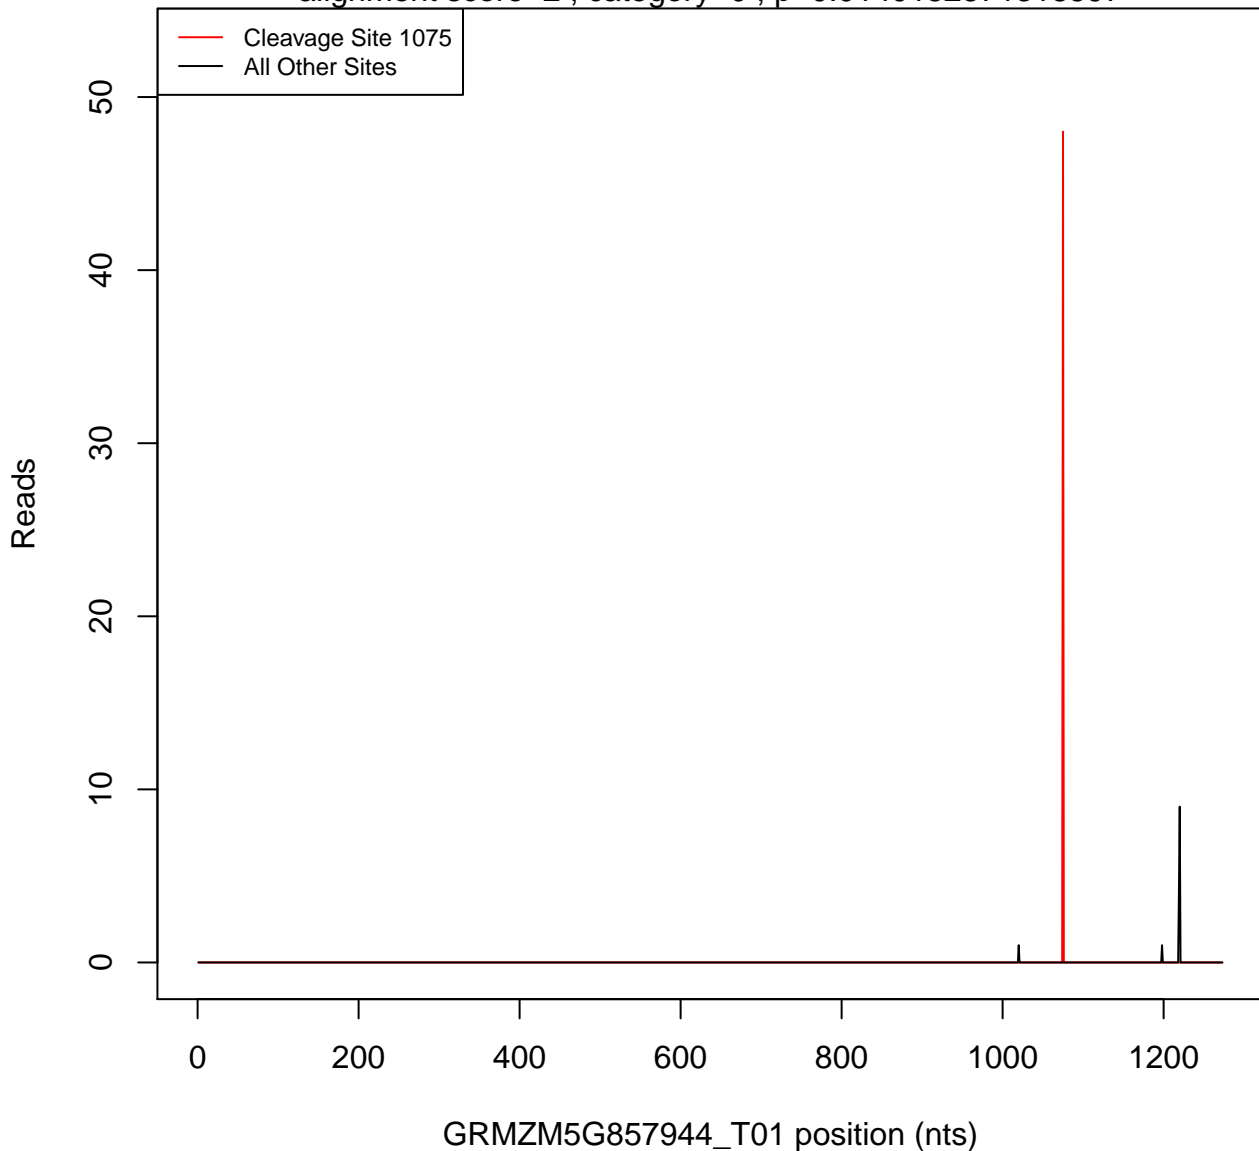

**zma-miR169c slicing GRMZM5G857944\_T02 at nt 982**

alignment score=3 , category=0 , p=0.0114817201554034

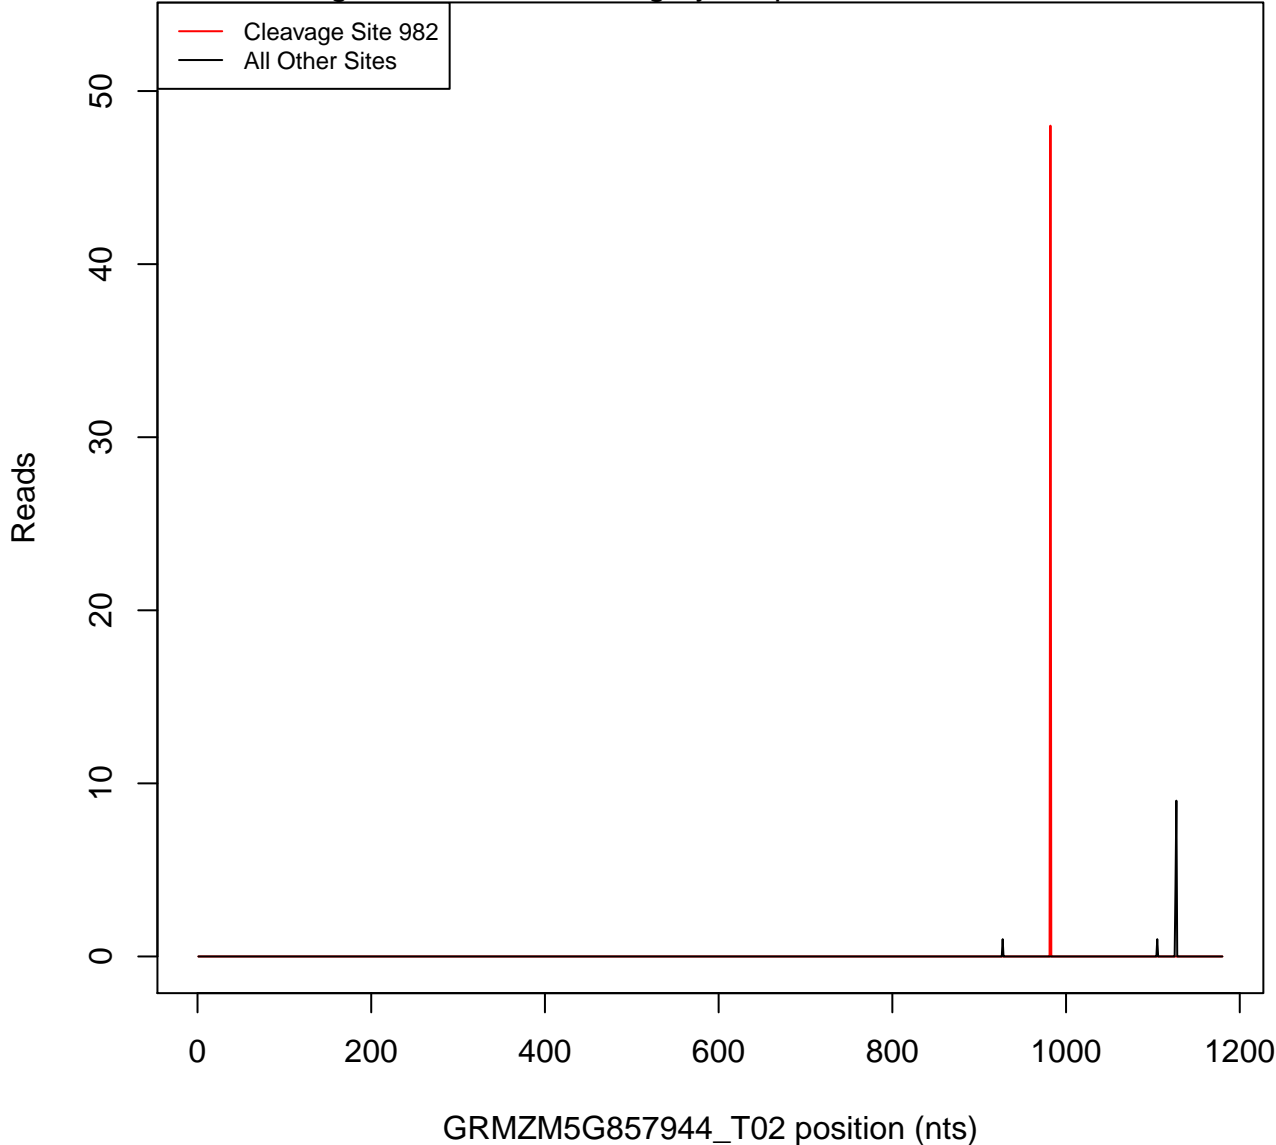

# zma-miR169f slicing GRMZM5G857944\_T02 at nt 982

alignment score=3 , category=0 , p=0.0152795895672182

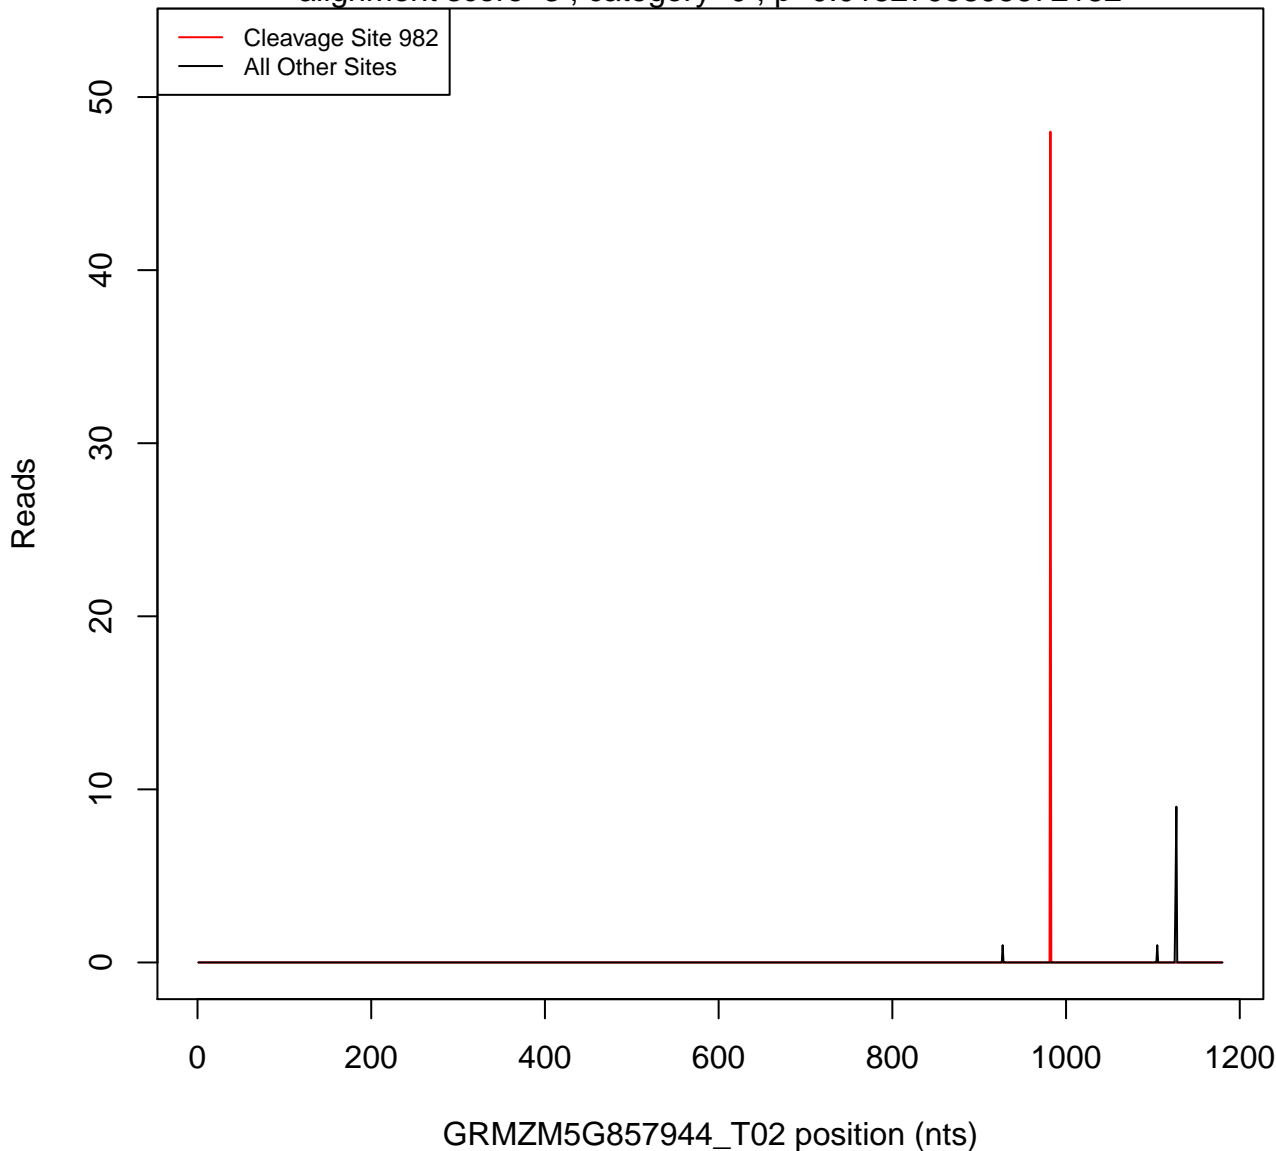

**zma-miR169h slicing GRMZM5G857944\_T02 at nt 982**

alignment score=3 , category=0 , p=0.0152795895672182

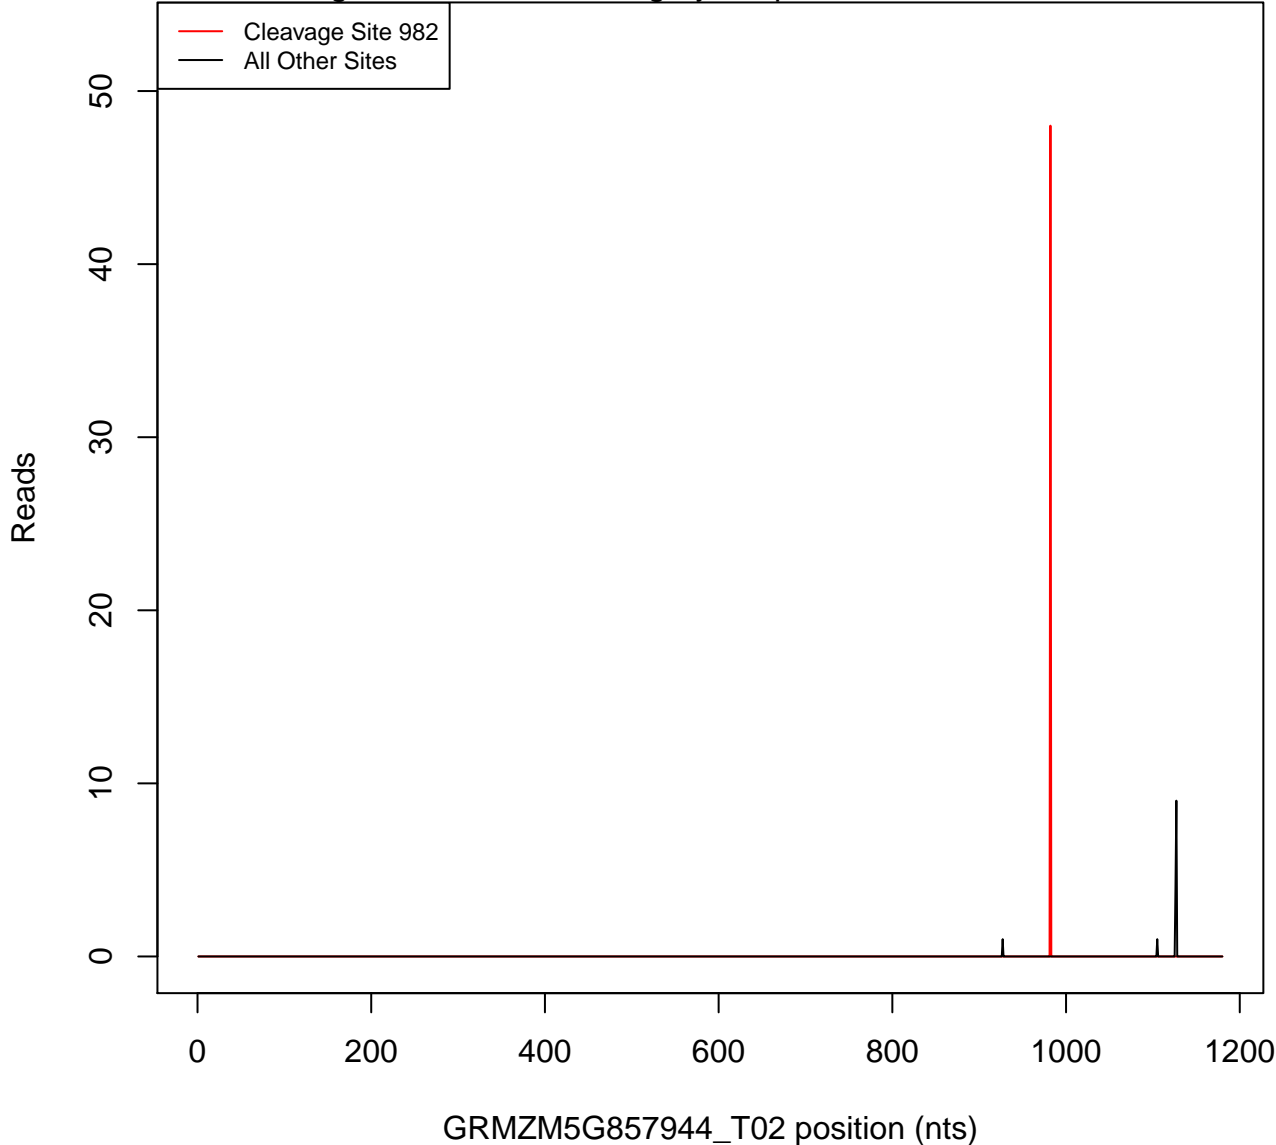

# zma-miR169i slicing GRMZM5G857944\_T02 at nt 982

alignment score=2 , category=0 , p=0.0140152571318597

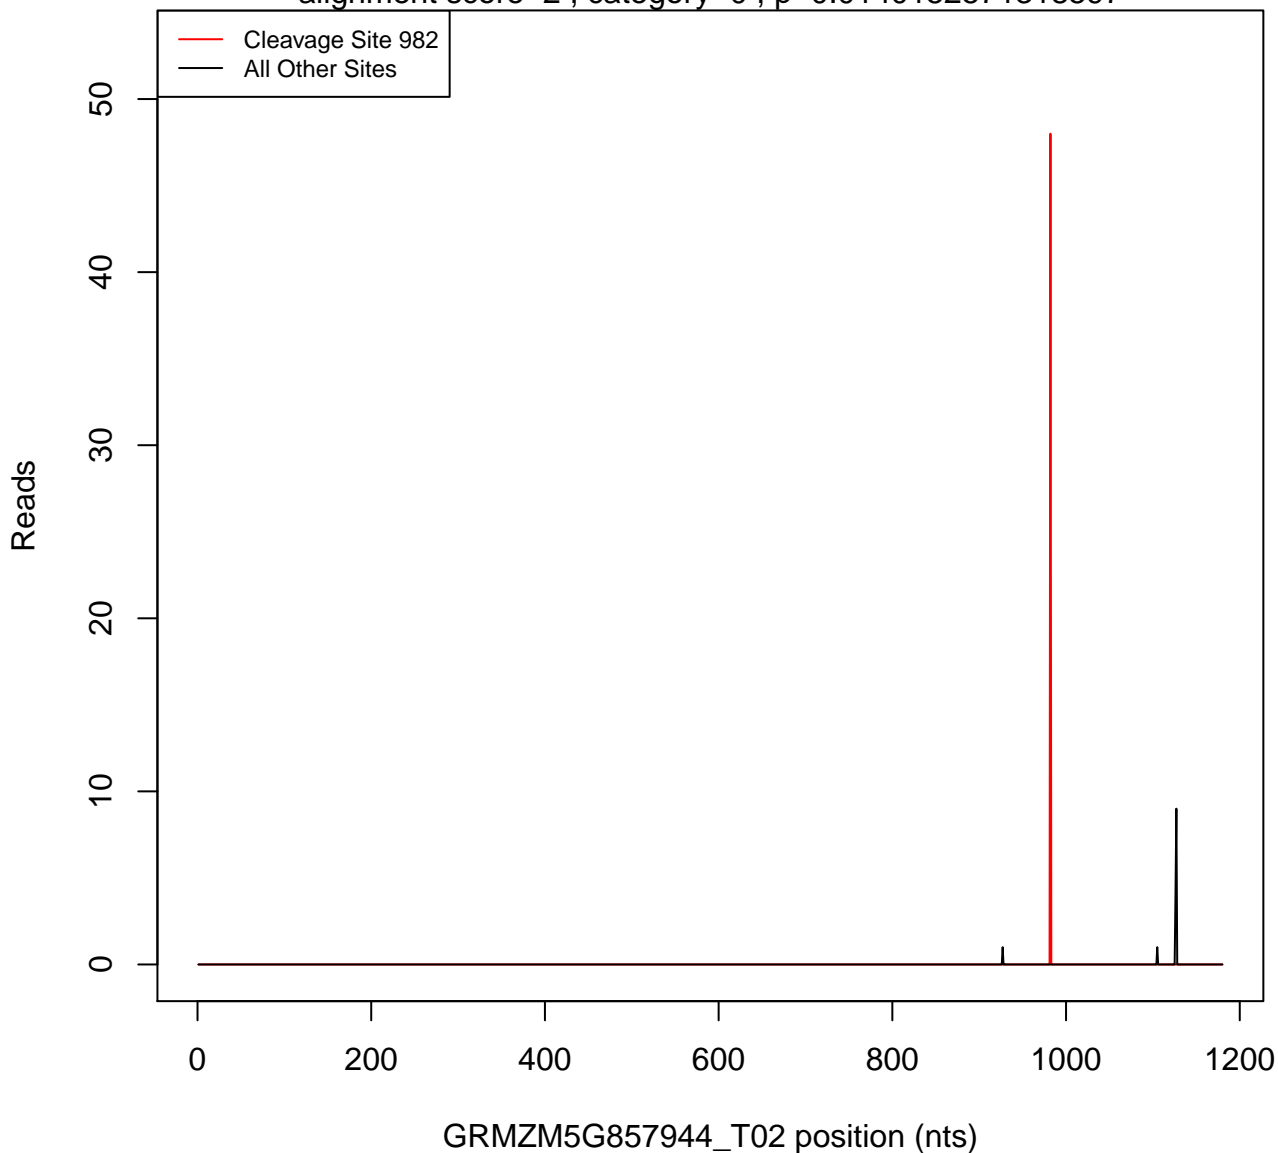

# zma-miR169j slicing GRMZM5G857944\_T02 at nt 982

alignment score=2 , category=0 , p=0.0140152571318597

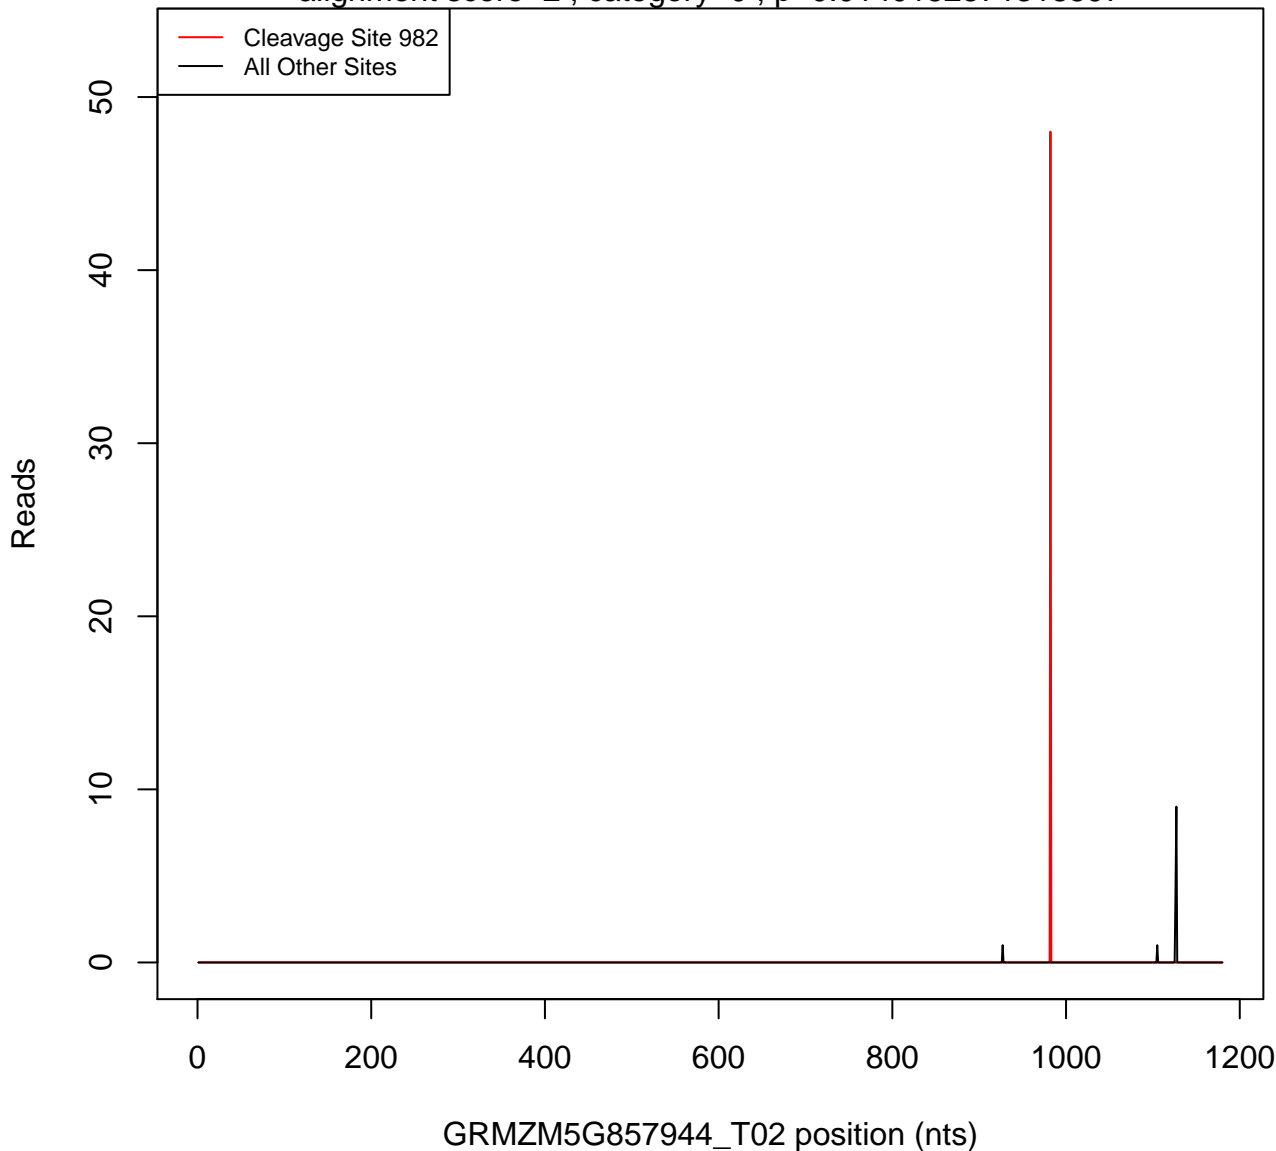

# zma-miR169k slicing GRMZM5G857944\_T02 at nt 982

alignment score=2 , category=0 , p=0.0140152571318597

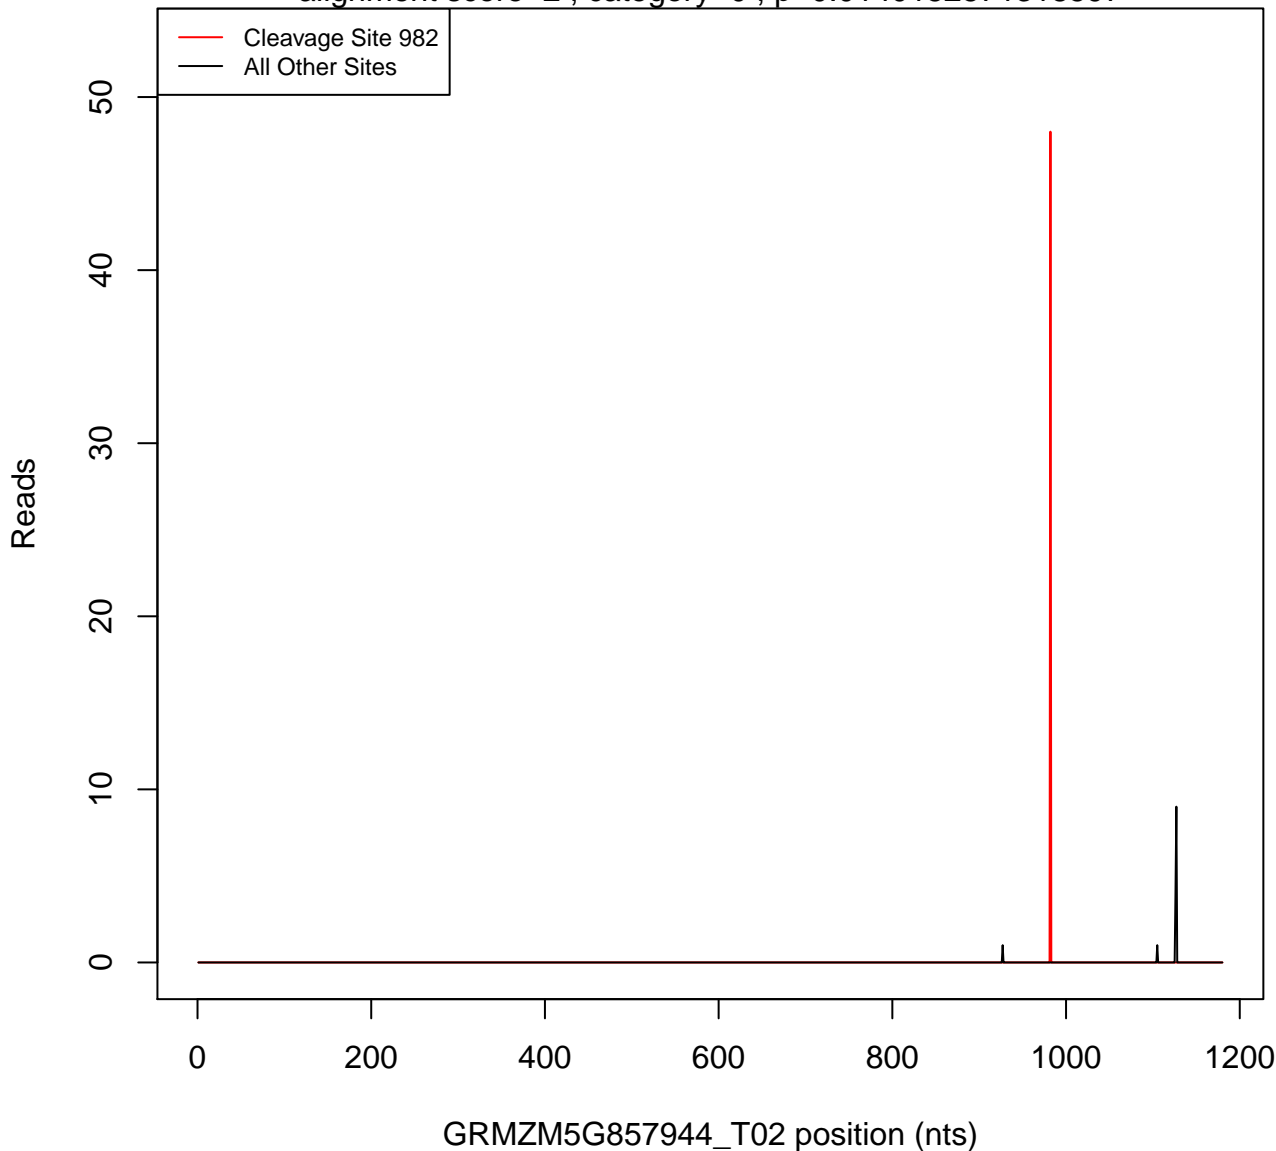

**zma-miR169c slicing GRMZM5G857944\_T03 at nt 958**

alignment score=3 , category=0 , p=0.0114817201554034

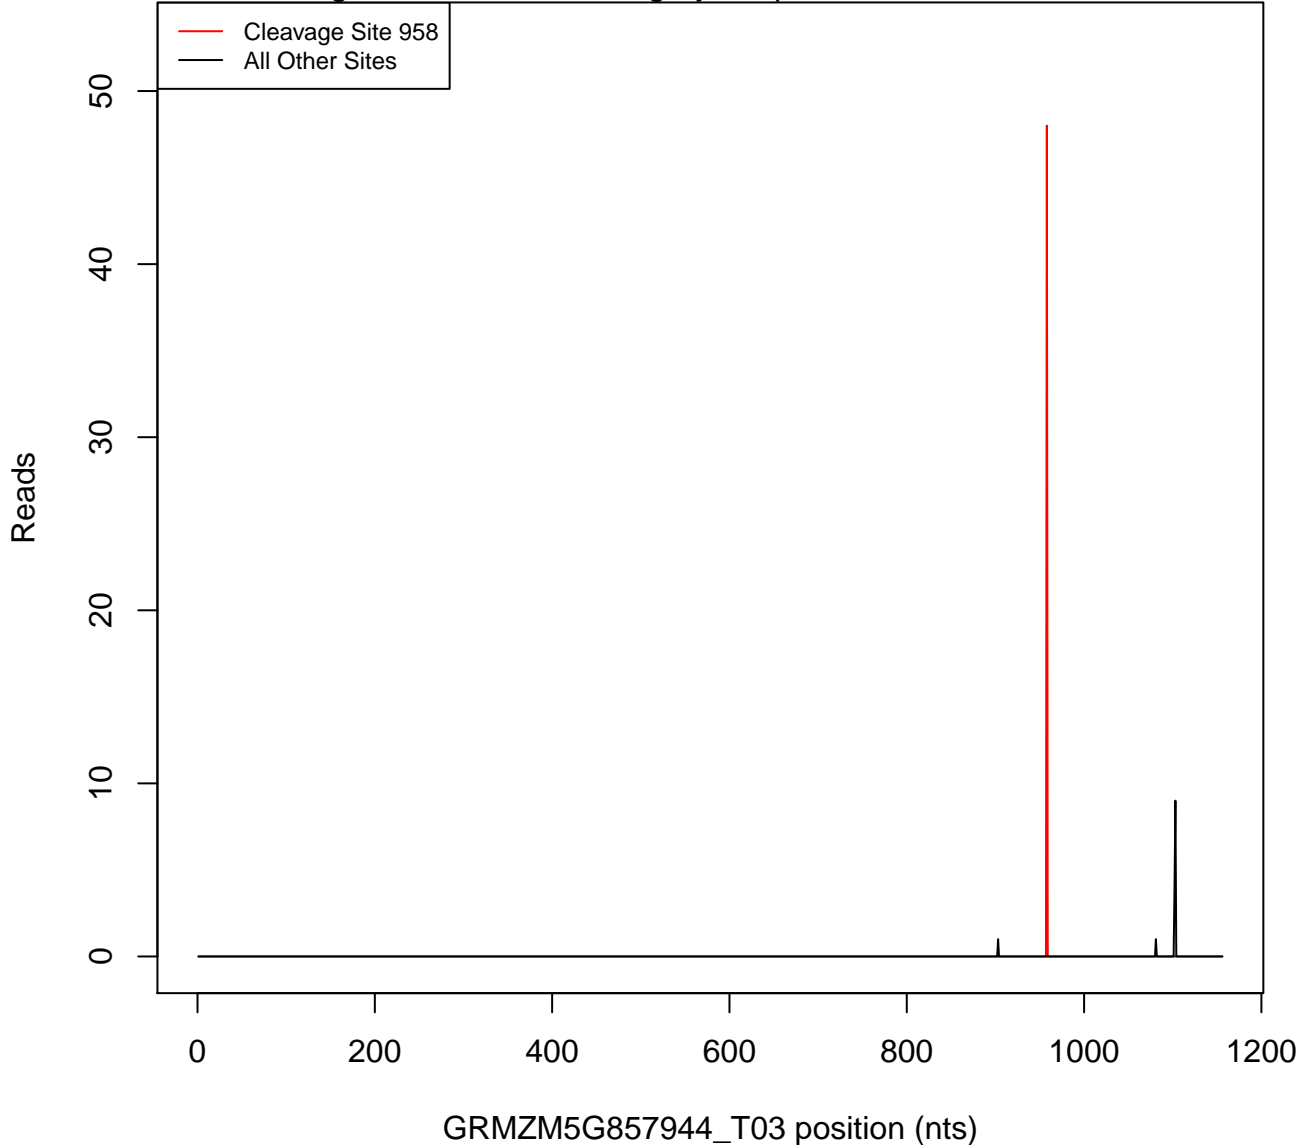

# zma-miR169f slicing GRMZM5G857944\_T03 at nt 958

alignment score=3 , category=0 , p=0.0152795895672182

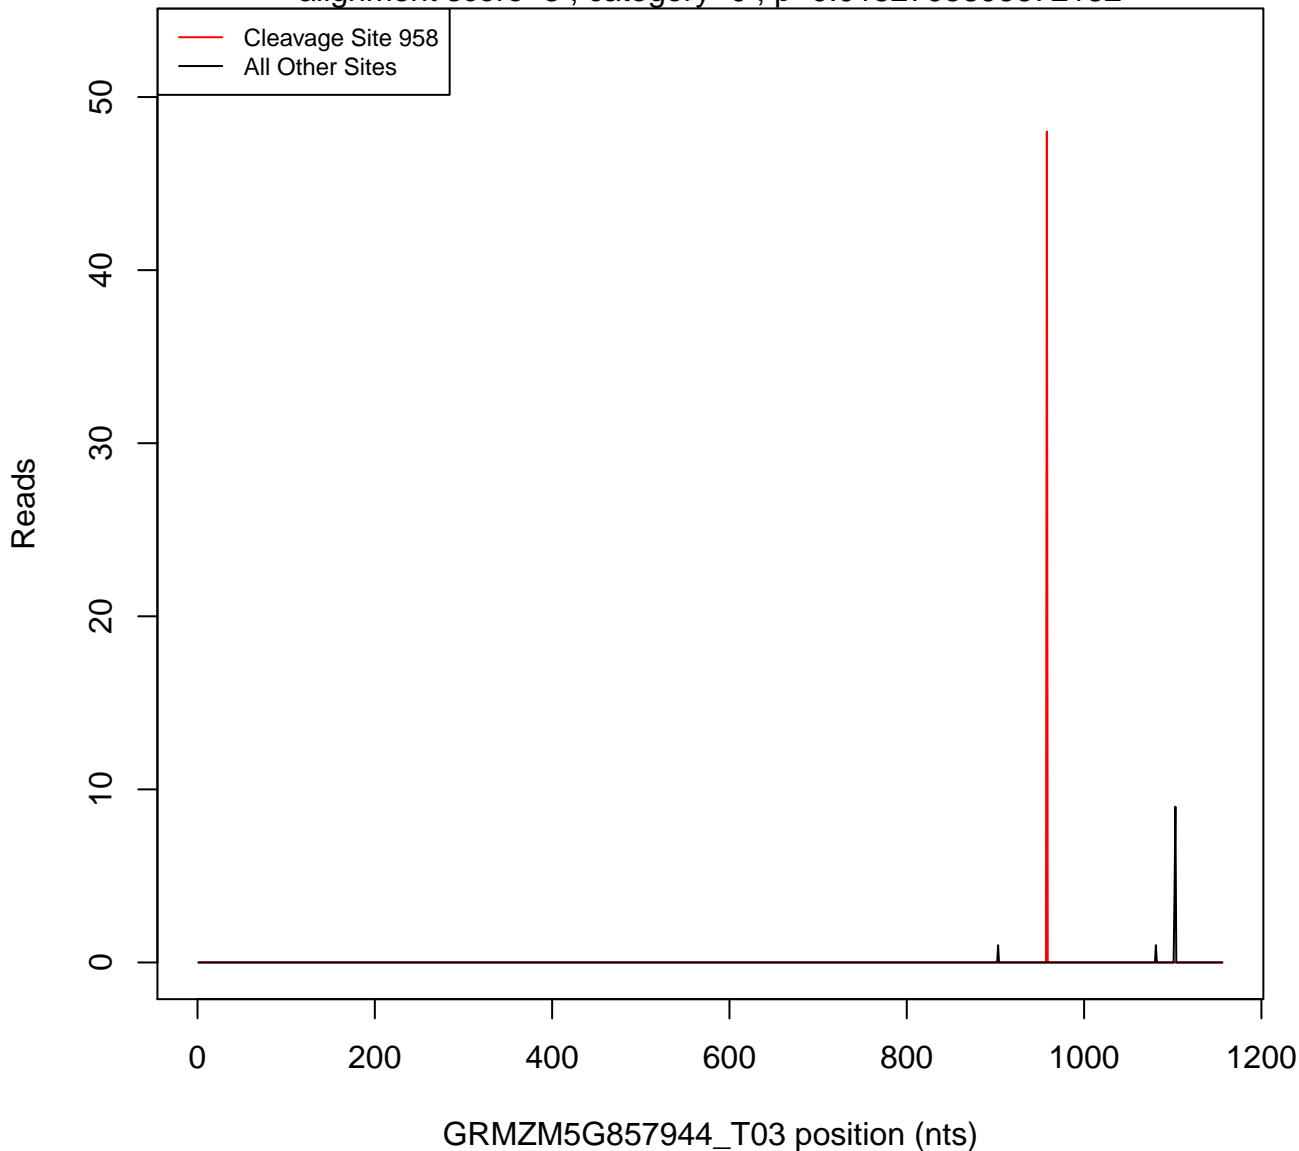

**zma-miR169h slicing GRMZM5G857944\_T03 at nt 958**

alignment score=3 , category=0 , p=0.0152795895672182

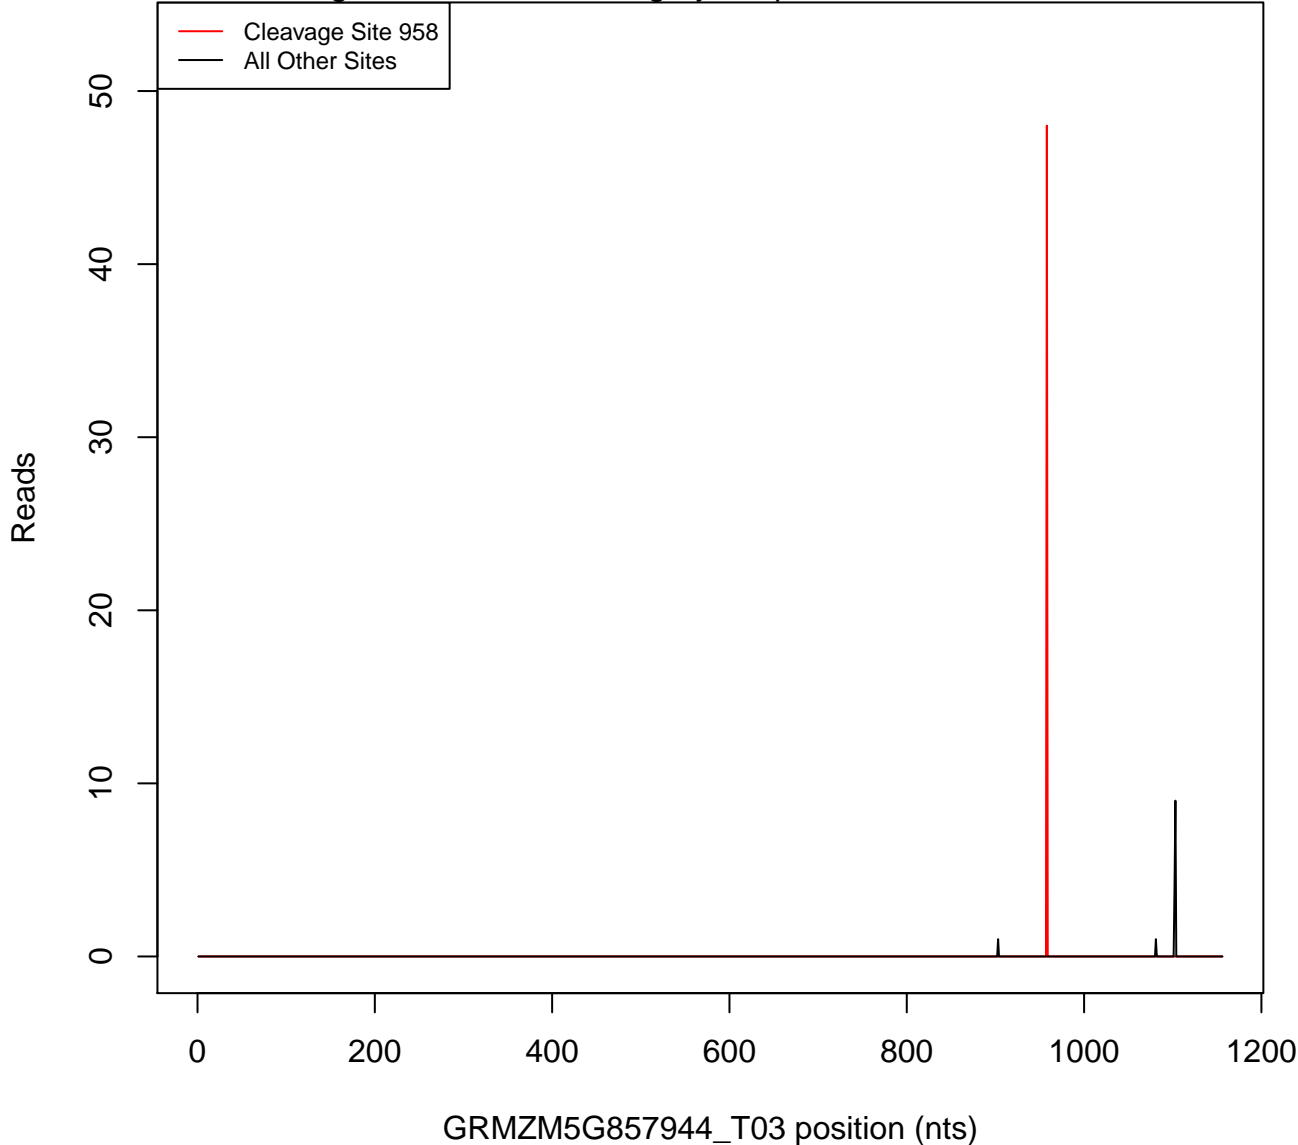

# zma-miR169i slicing GRMZM5G857944\_T03 at nt 958

alignment score=2 , category=0 , p=0.0140152571318597

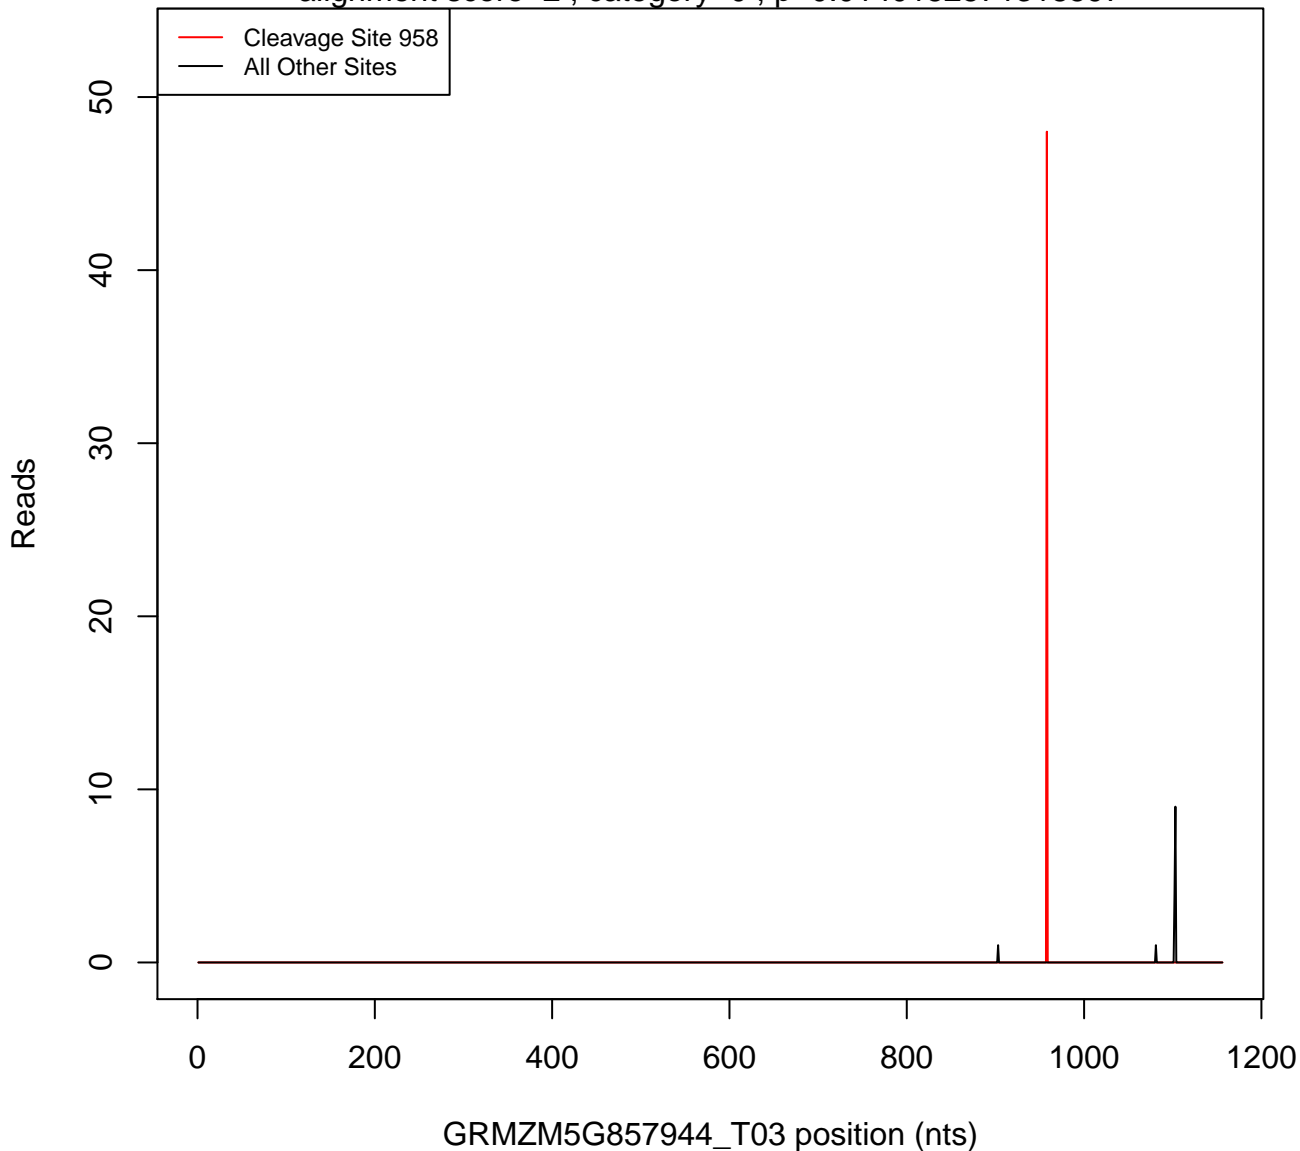

# zma-miR169j slicing GRMZM5G857944\_T03 at nt 958

alignment score=2 , category=0 , p=0.0140152571318597

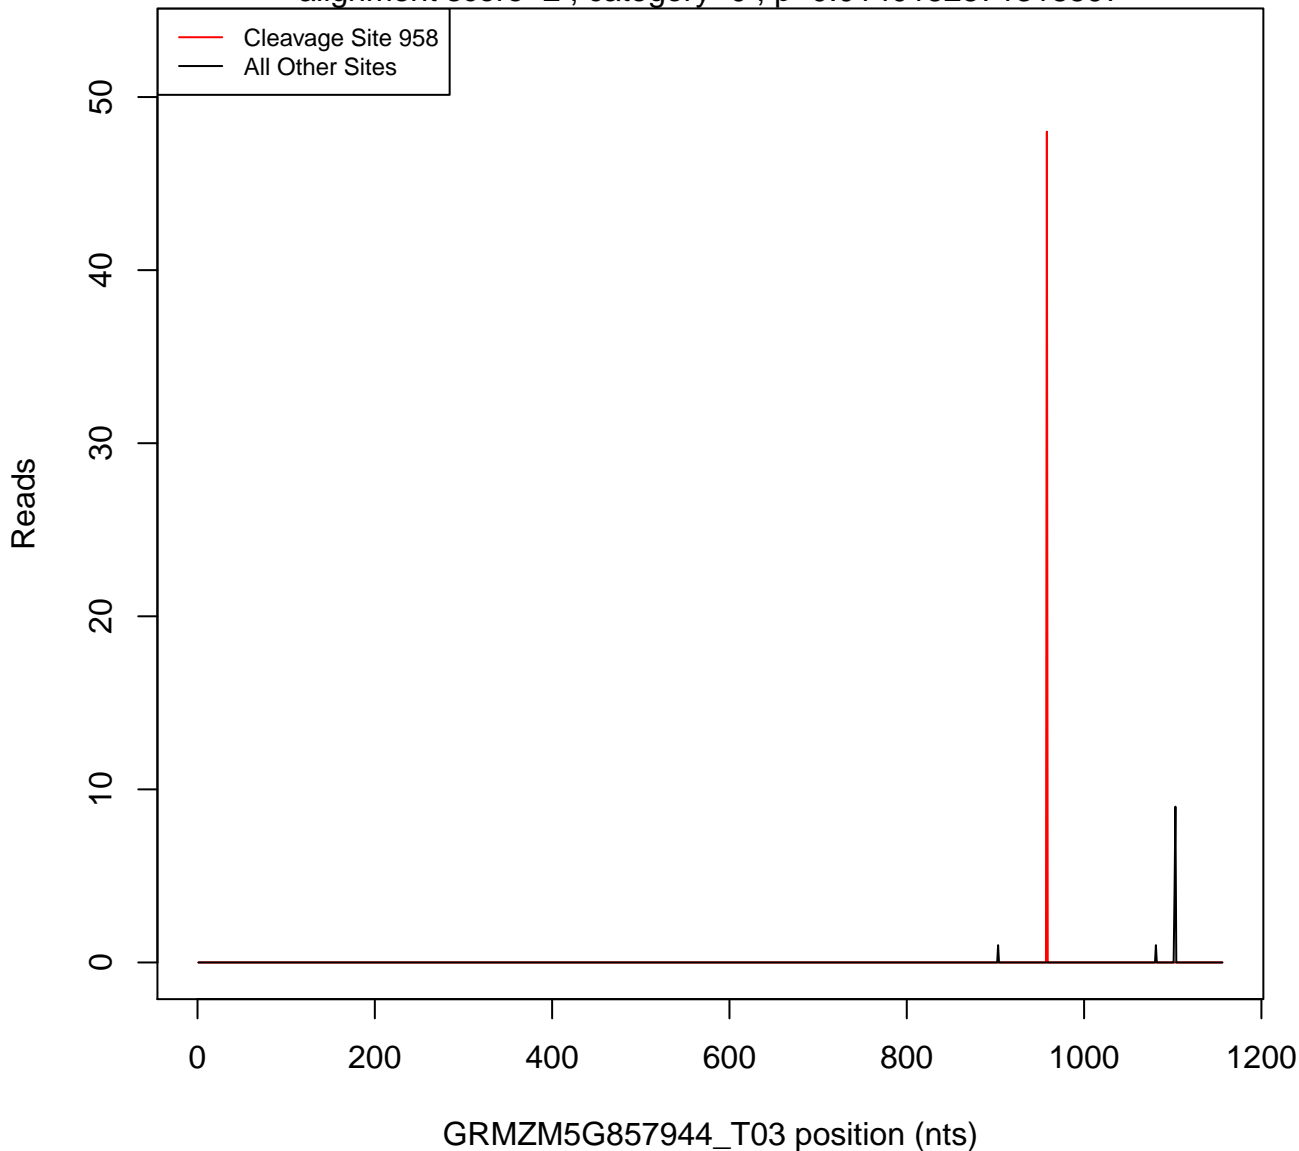

**zma-miR169k slicing GRMZM5G857944\_T03 at nt 958**

alignment score=2 , category=0 , p=0.0140152571318597

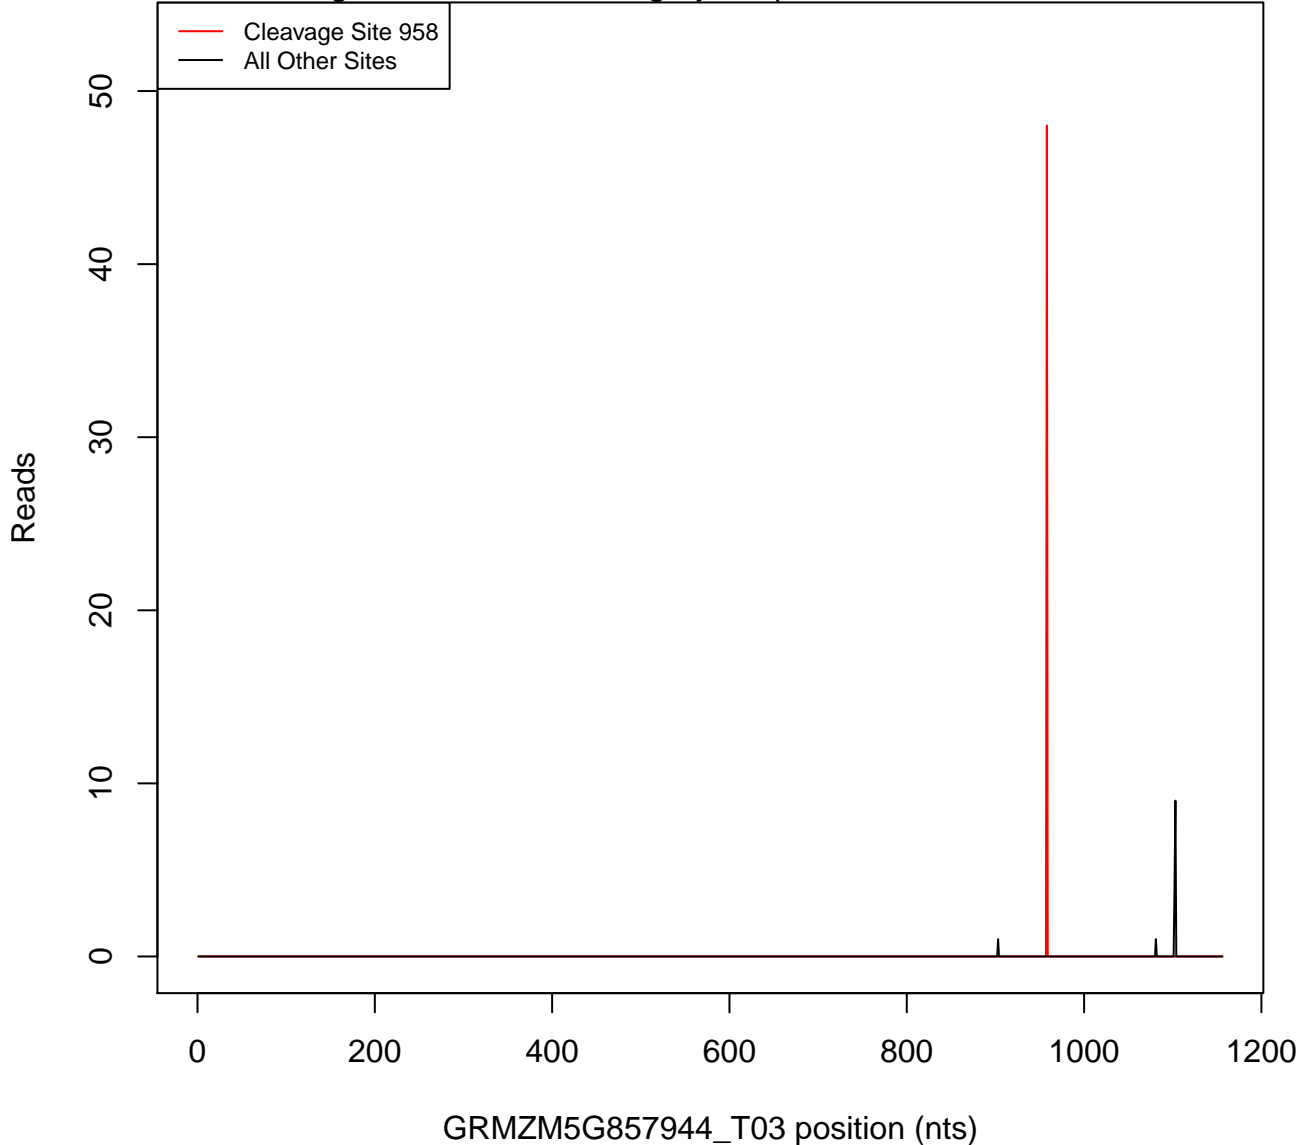

# zma-miR172a slicing GRMZM2G076602\_T01 at nt 908

alignment score=3 , category=0 , p=0.0314894213518102

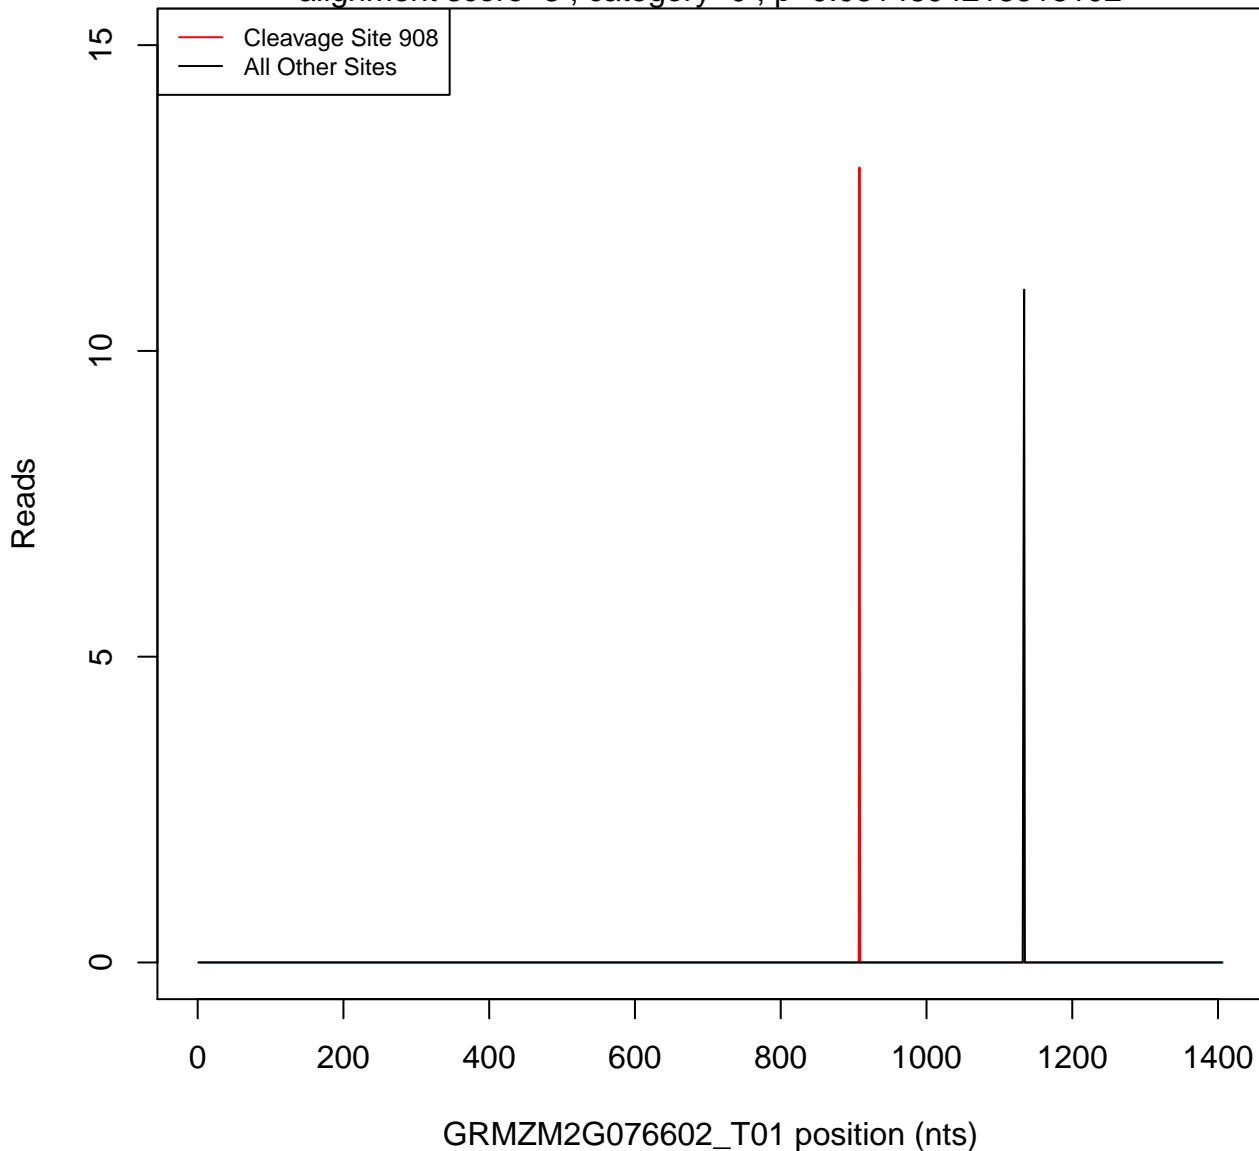

**zma-miR172d slicing GRMZM2G076602\_T01 at nt 908**

alignment score=3 , category=0 , p=0.0314894213518102

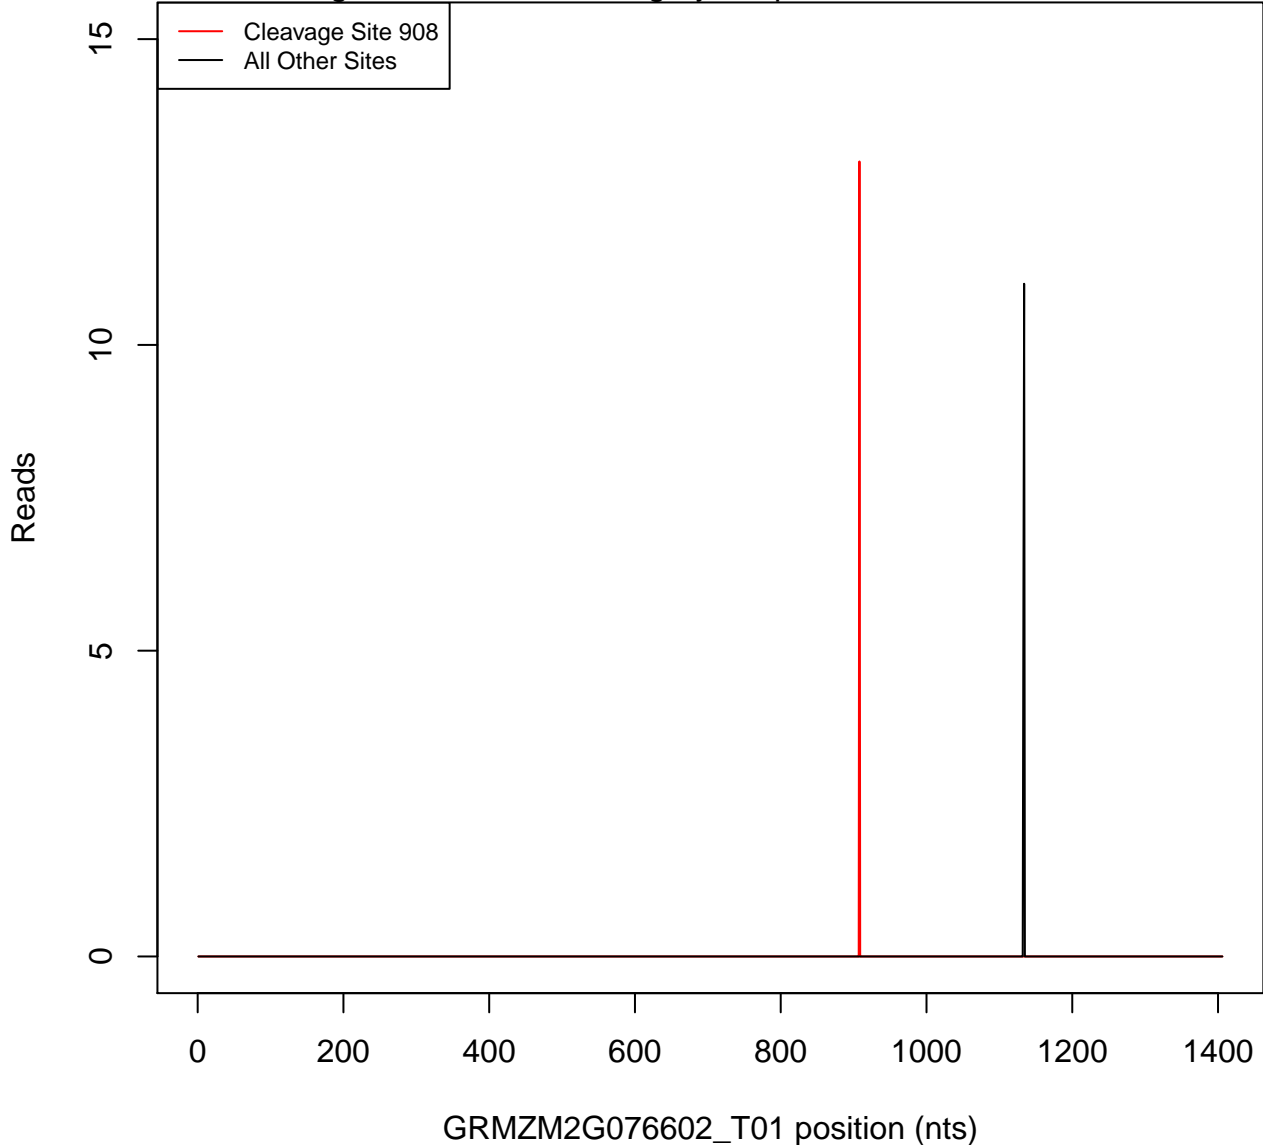

**zma-miR172e slicing GRMZM2G076602\_T01 at nt 908**

alignment score=3 , category=0 , p=0.0417639806888053

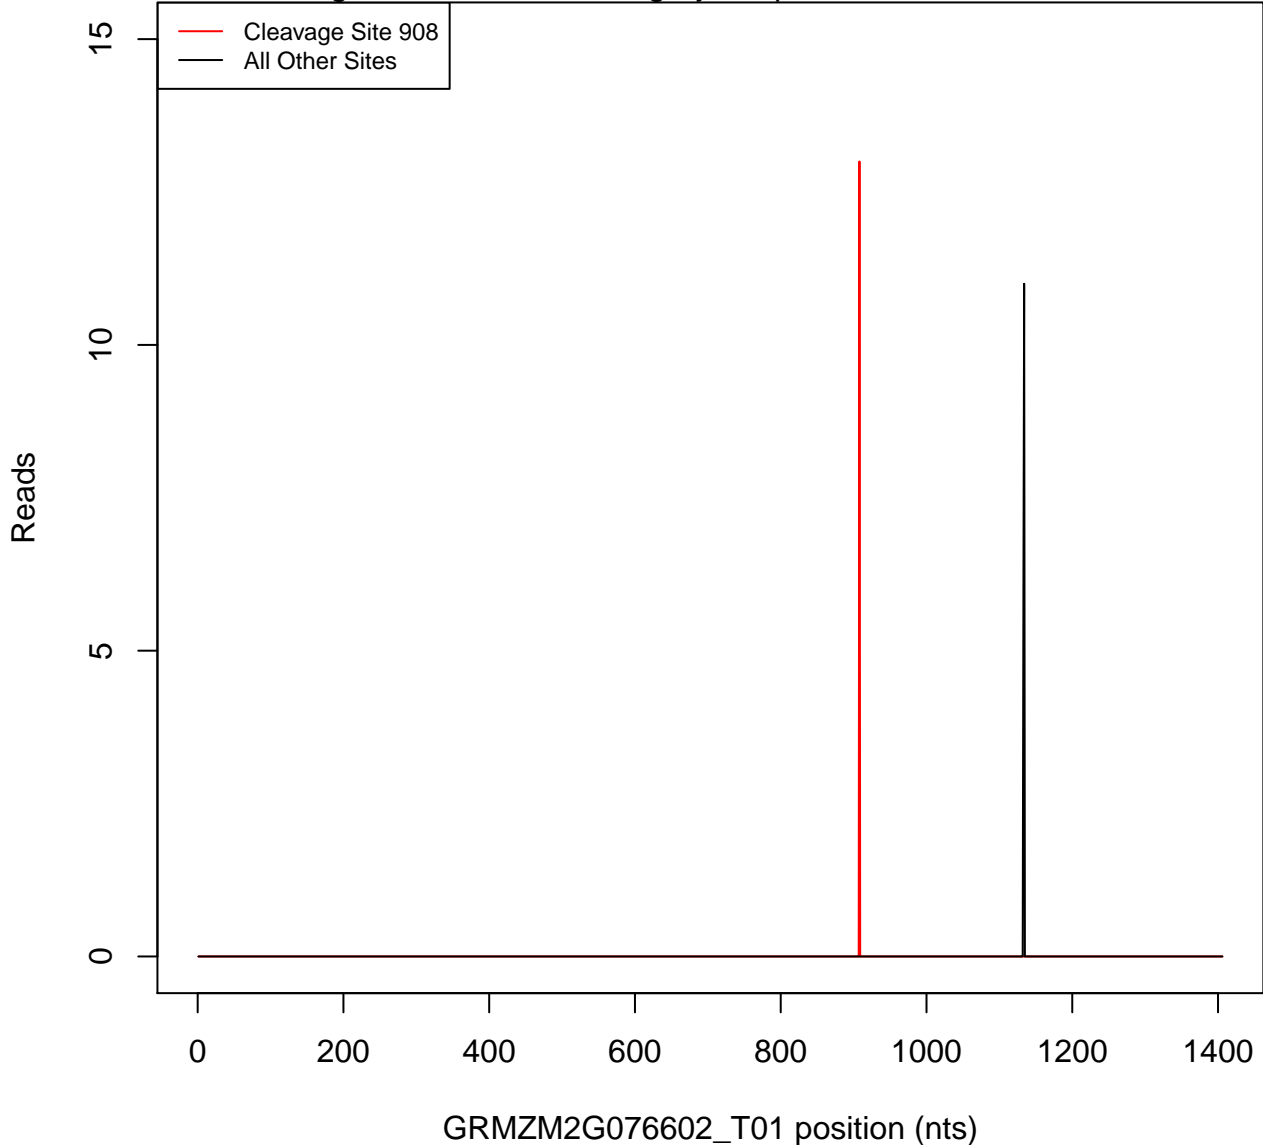

# zma-miR172a slicing GRMZM2G176175\_T01 at nt 1550

alignment score=1 , category=0 , p=0.0435069344860474

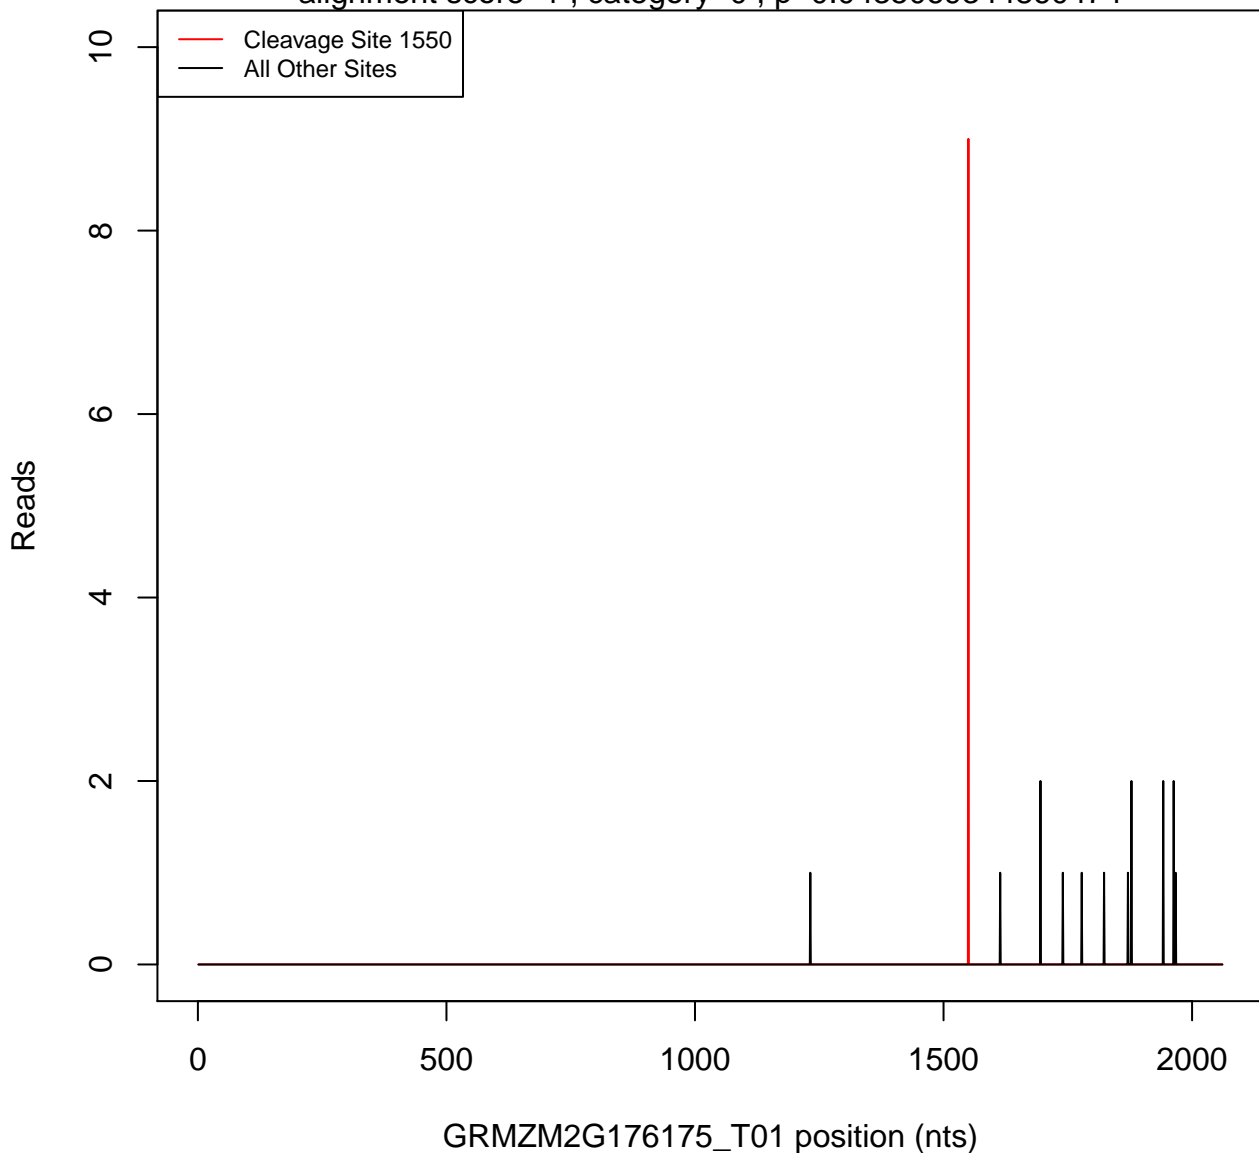

# zma-miR172d slicing GRMZM2G176175\_T01 at nt 1550

alignment score=1 , category=0 , p=0.0435069344860474

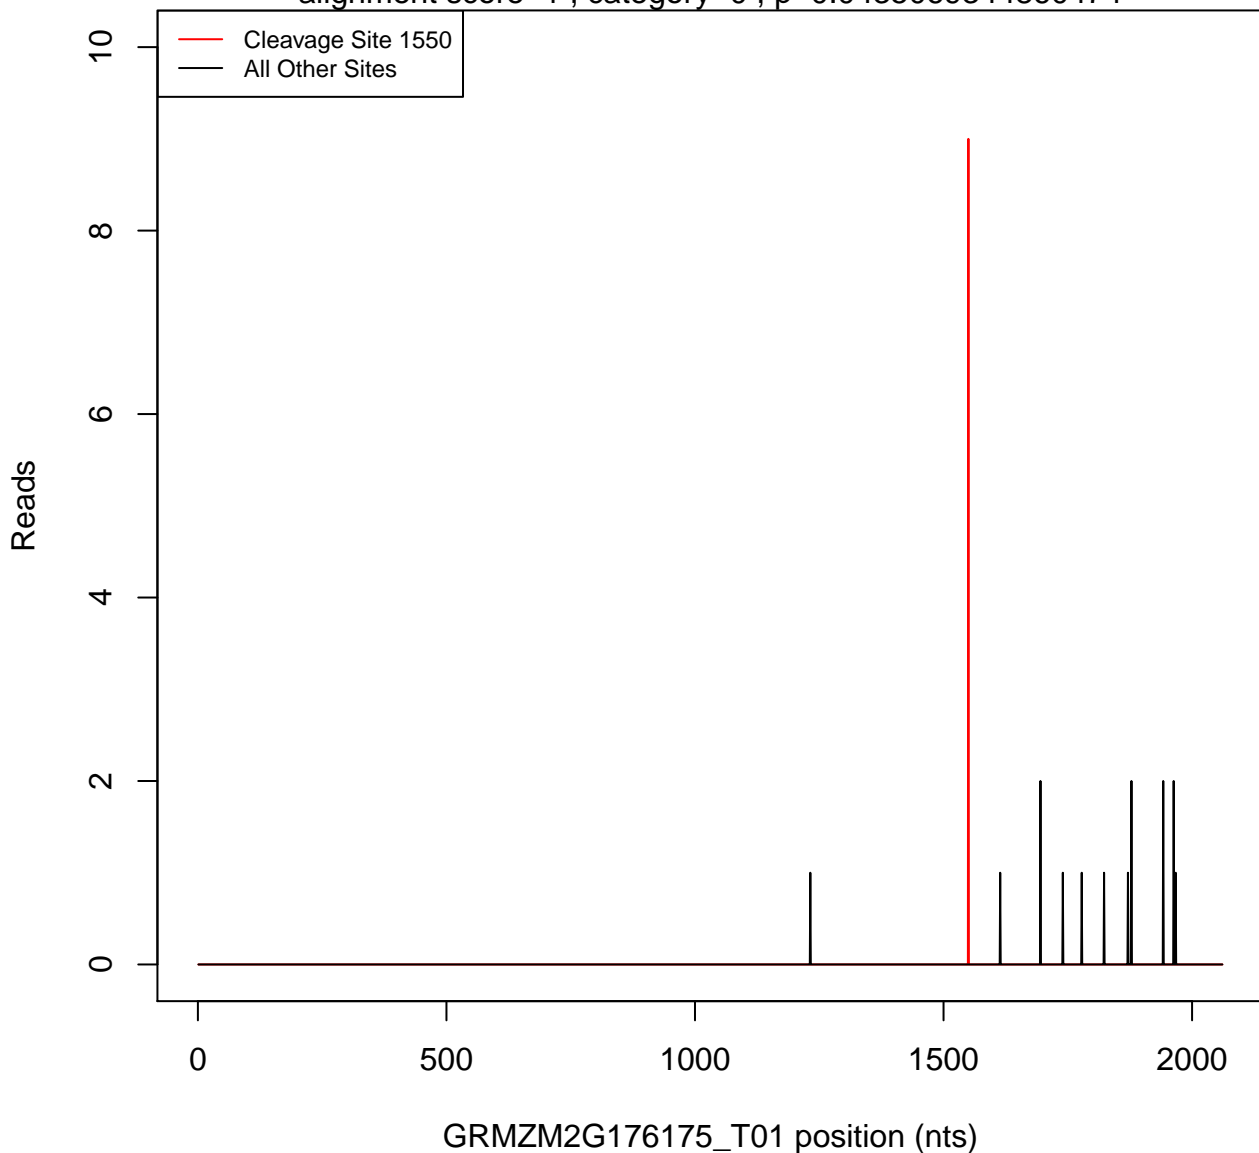

# zma-miR172e slicing GRMZM2G176175\_T01 at nt 1550

alignment score=2.5 , category=0 , p=0.0336379510025304

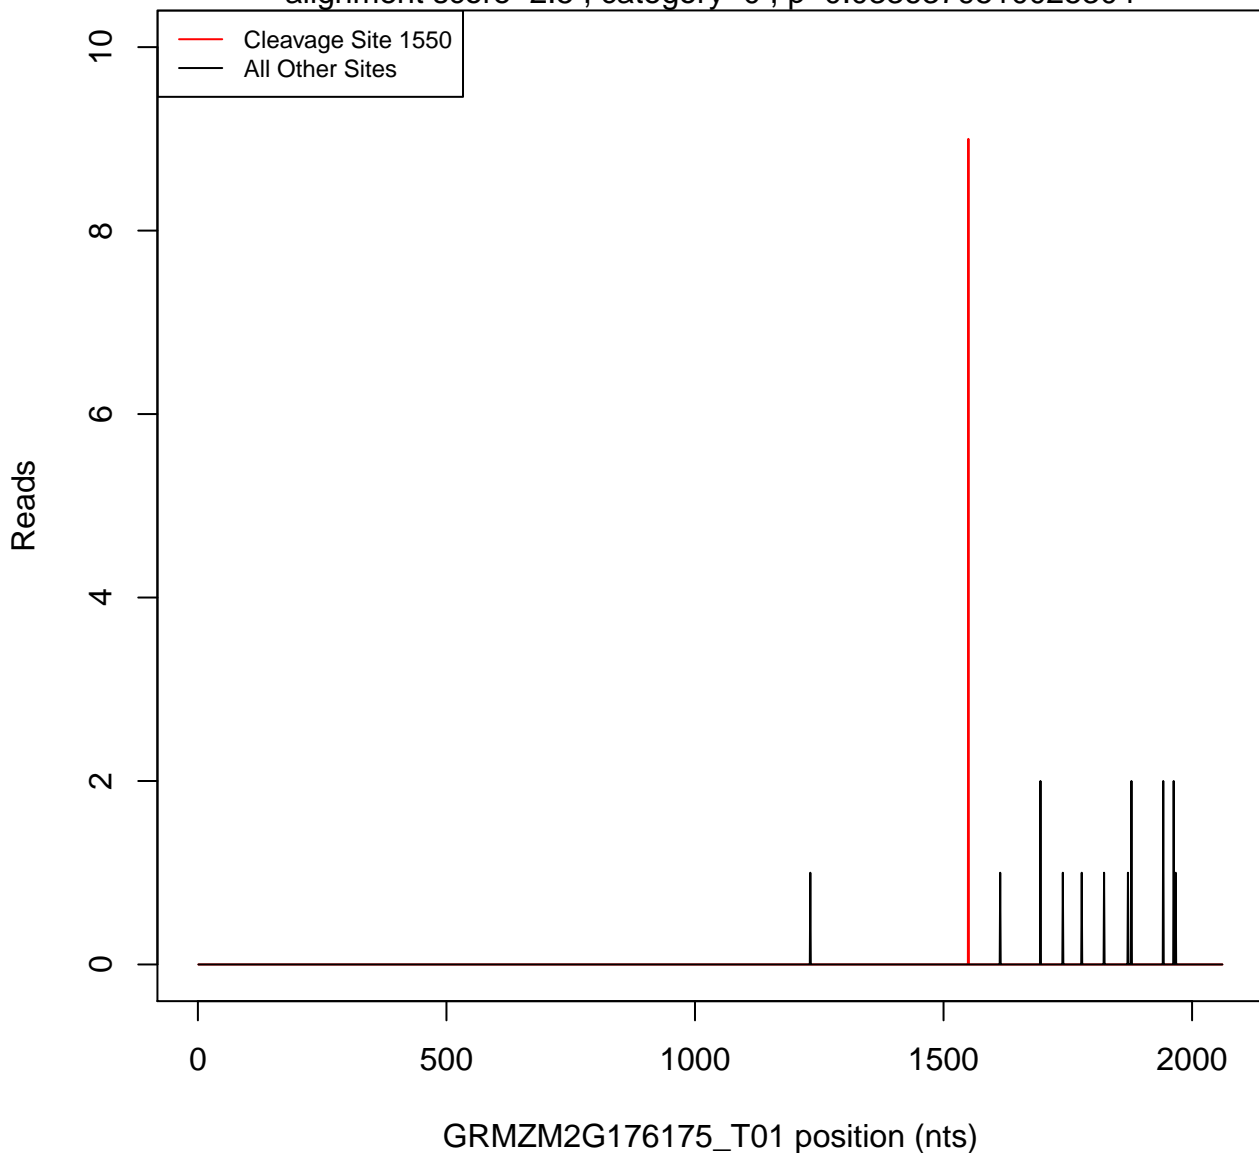

# zma-miR172a slicing GRMZM2G176175\_T02 at nt 1553

alignment score=1 , category=0 , p=0.0435069344860474

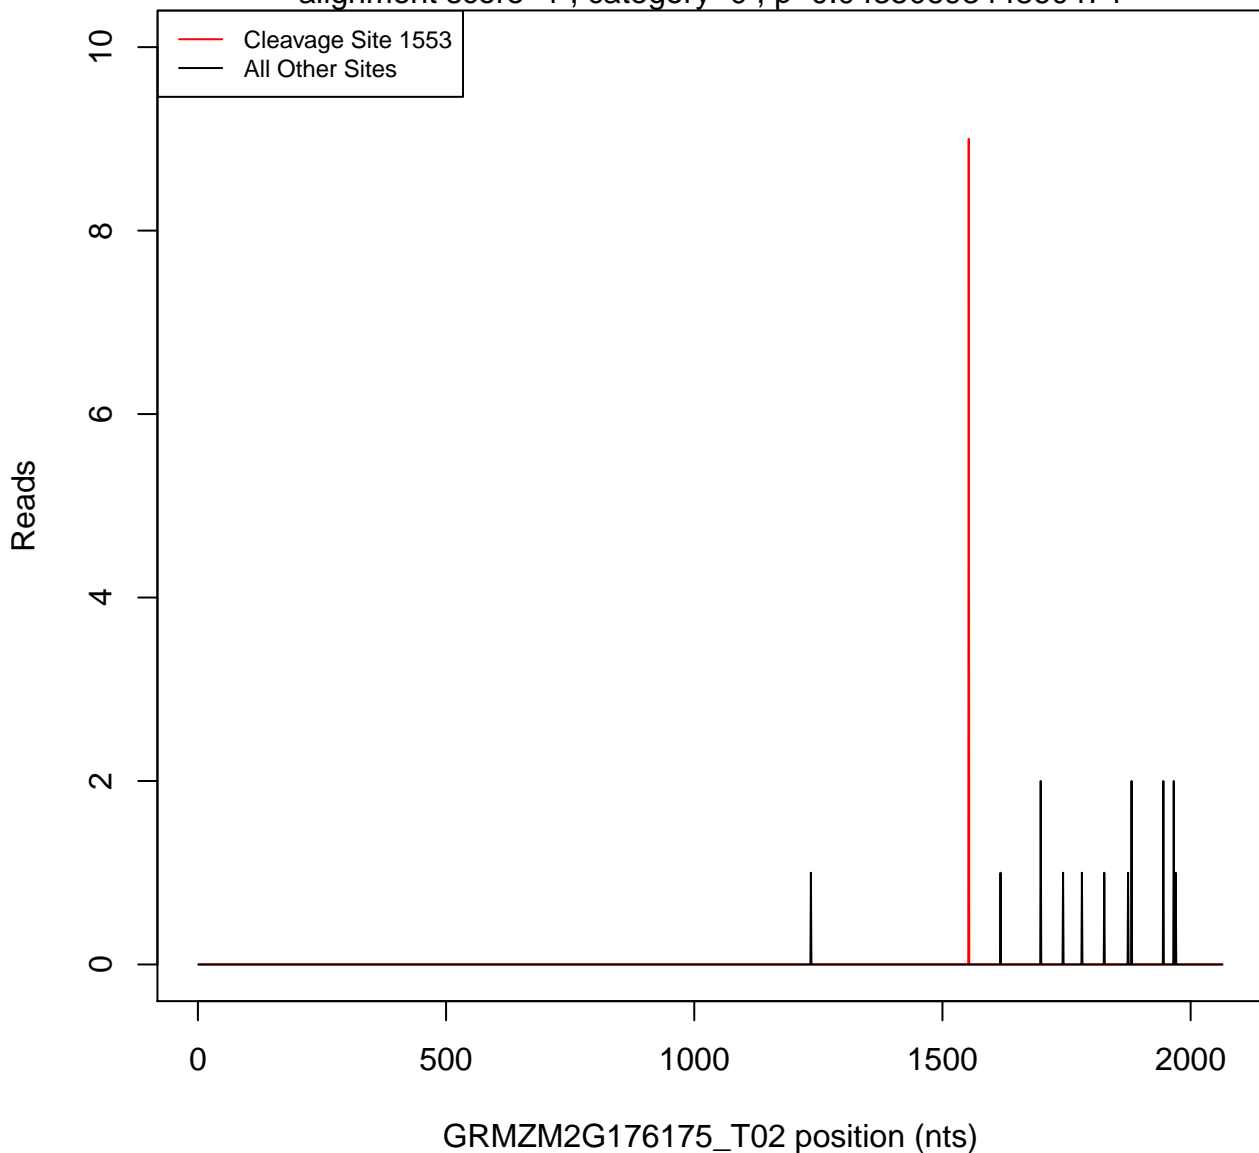

# zma-miR172d slicing GRMZM2G176175\_T02 at nt 1553

alignment score=1 , category=0 , p=0.0435069344860474

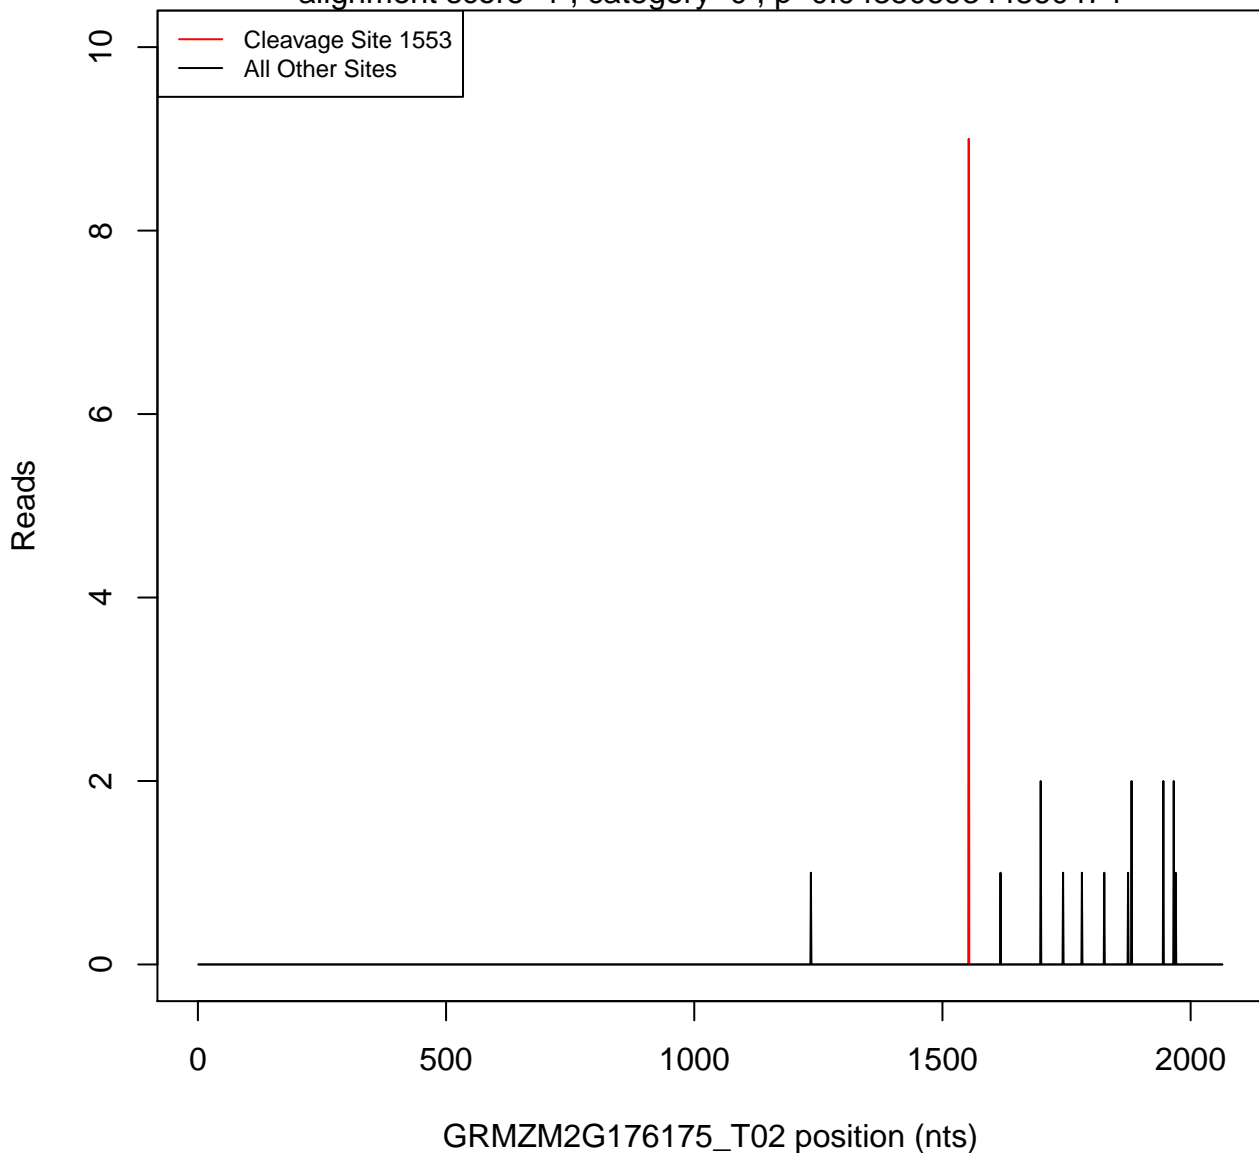

# zma-miR172e slicing GRMZM2G176175\_T02 at nt 1553

alignment score=2.5 , category=0 , p=0.0336379510025304

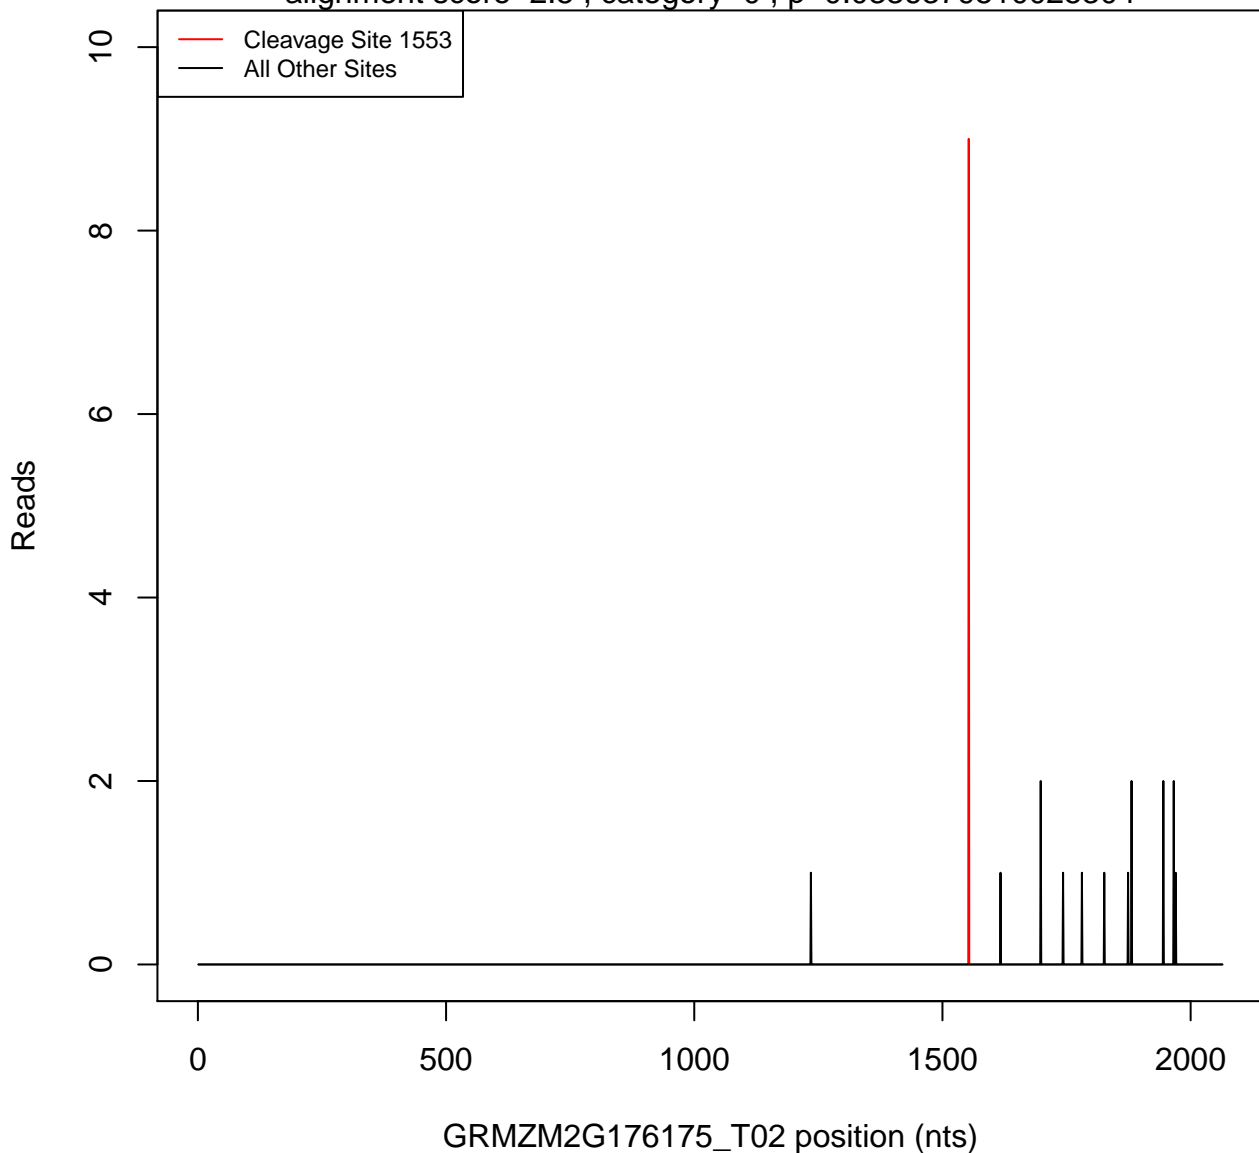

# zma-miR172e slicing GRMZM2G477872\_T01 at nt 4288

alignment score=7 , category=1 , p=0.0334189211509619

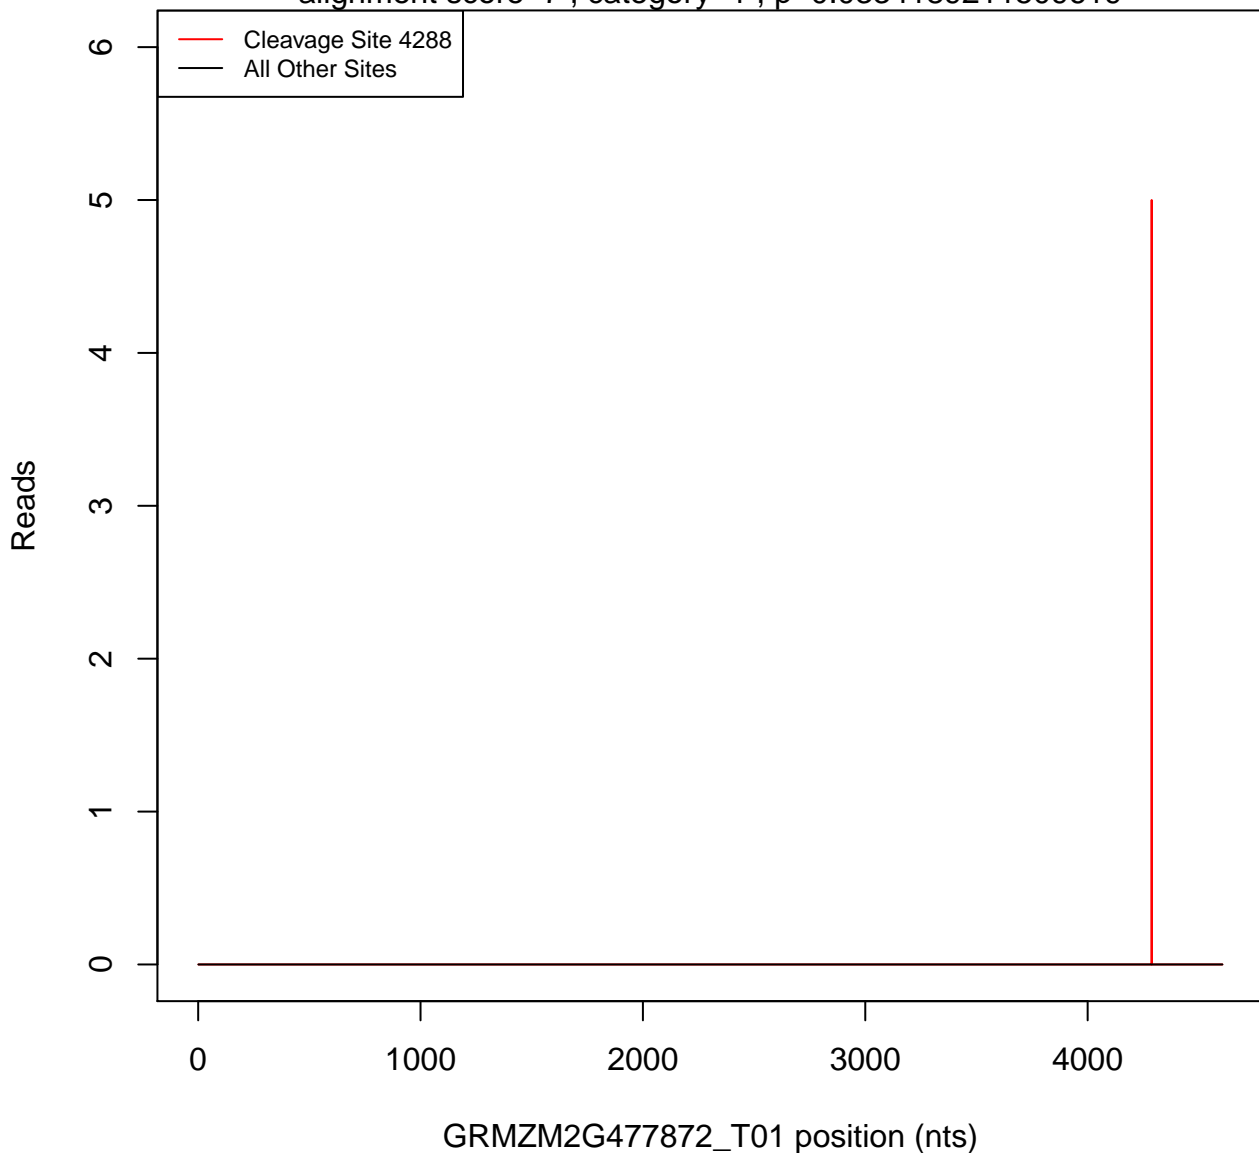

# zma-miR172e slicing GRMZM5G879527\_T01 at nt 2102

alignment score=4.5 , category=0 , p=0.0303257132770935

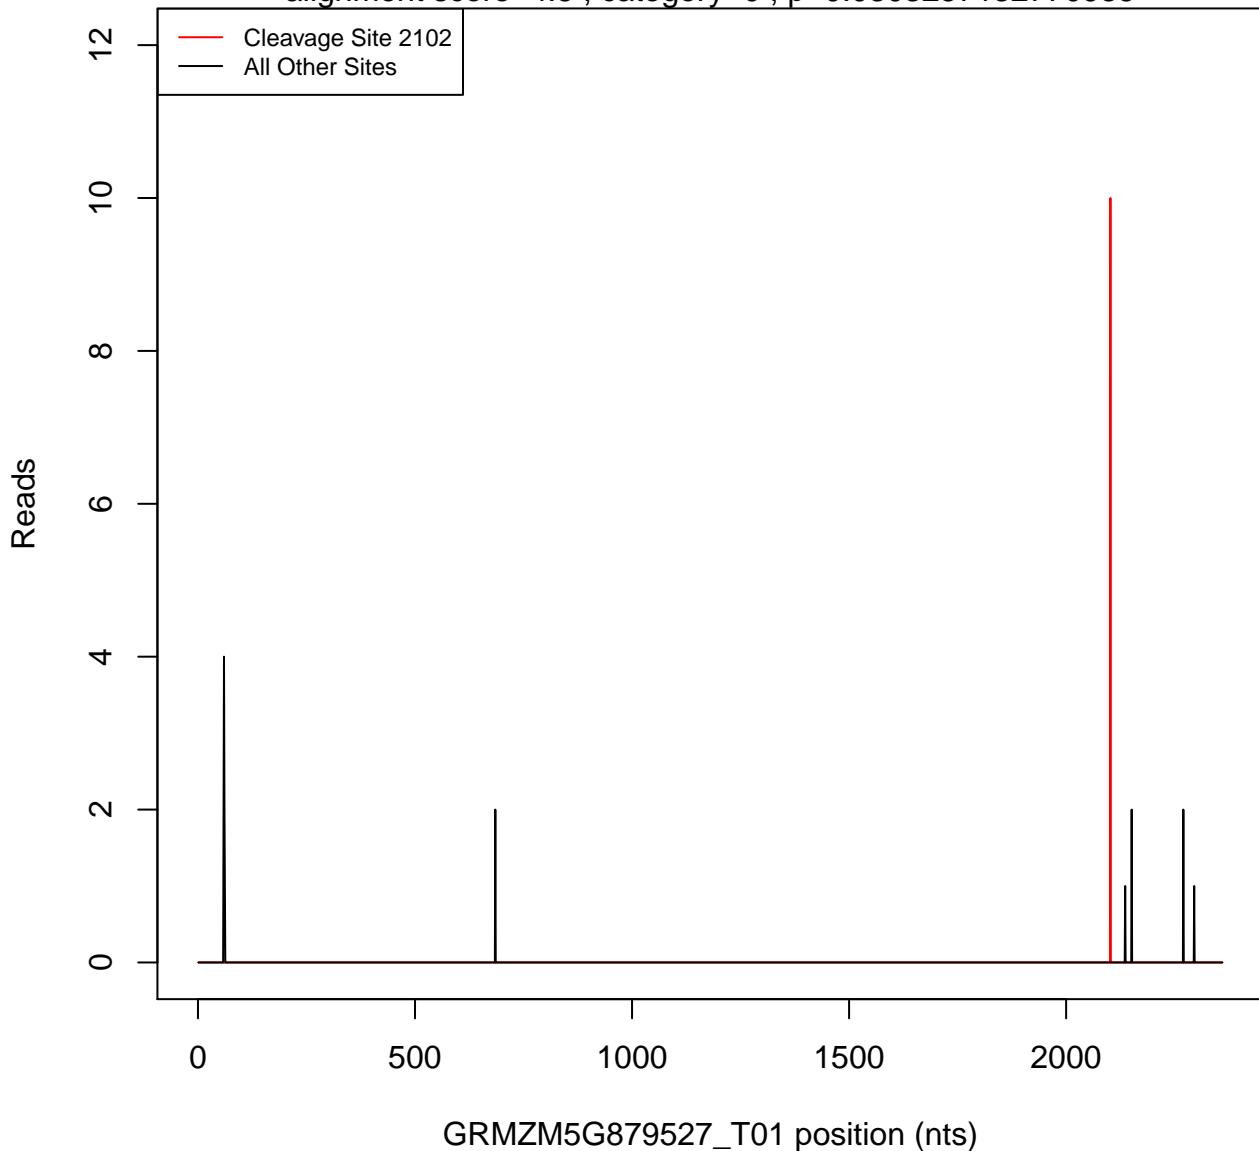

# zma-miR172e slicing GRMZM5G879527\_T02 at nt 1781

alignment score=4.5 , category=0 , p=0.0303257132770935

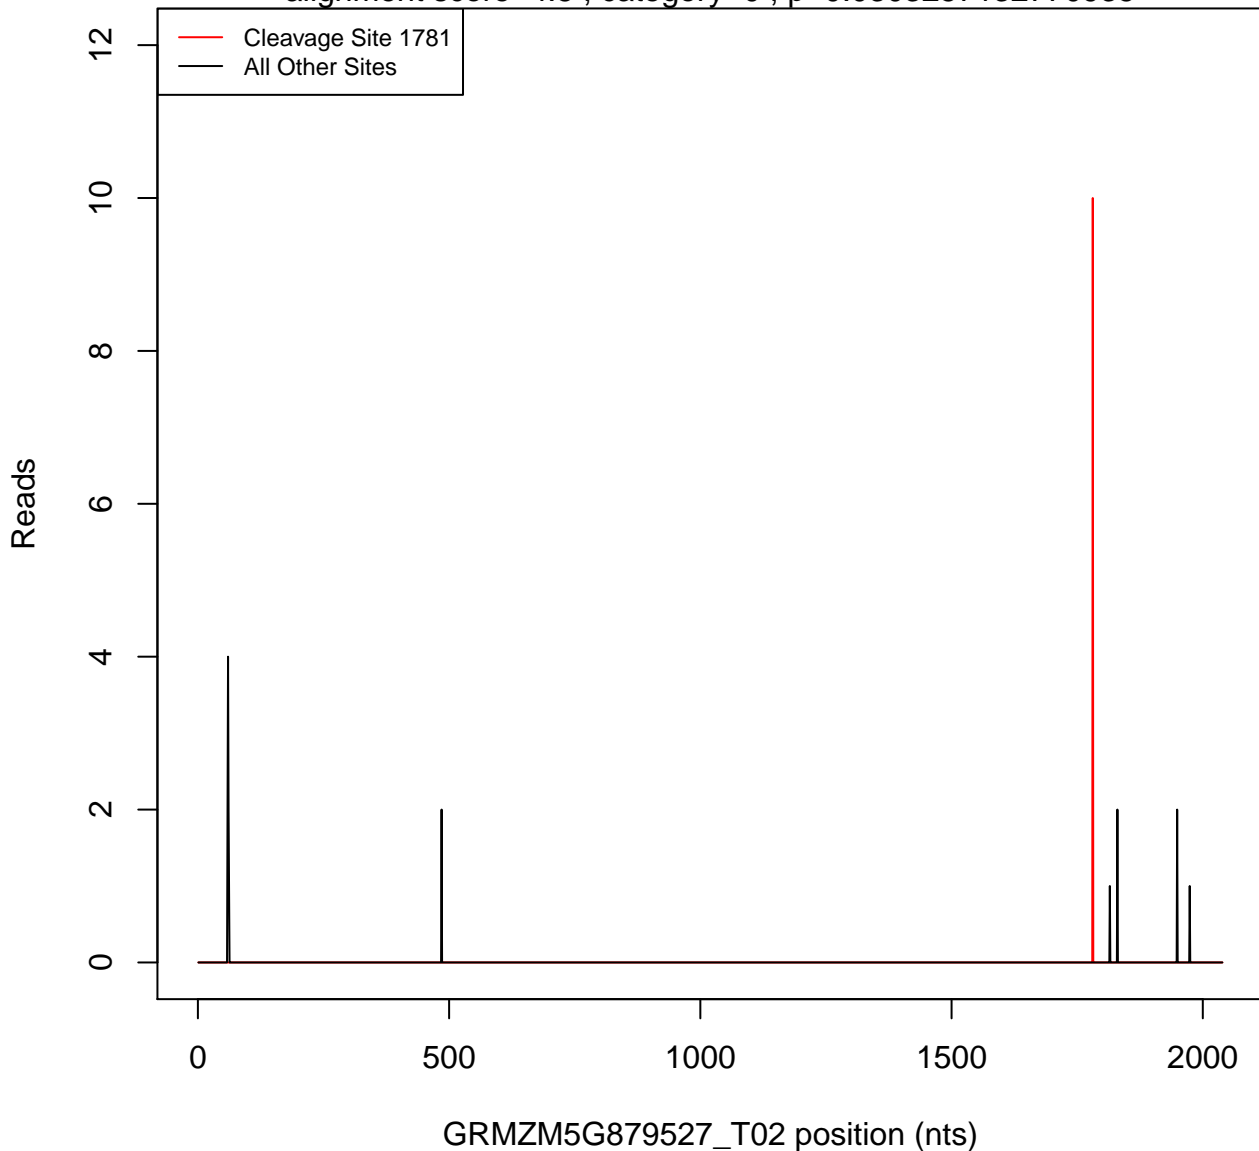

# zma-miR172e slicing GRMZM5G879527\_T03 at nt 2153

alignment score=4.5 , category=0 , p=0.0303257132770935

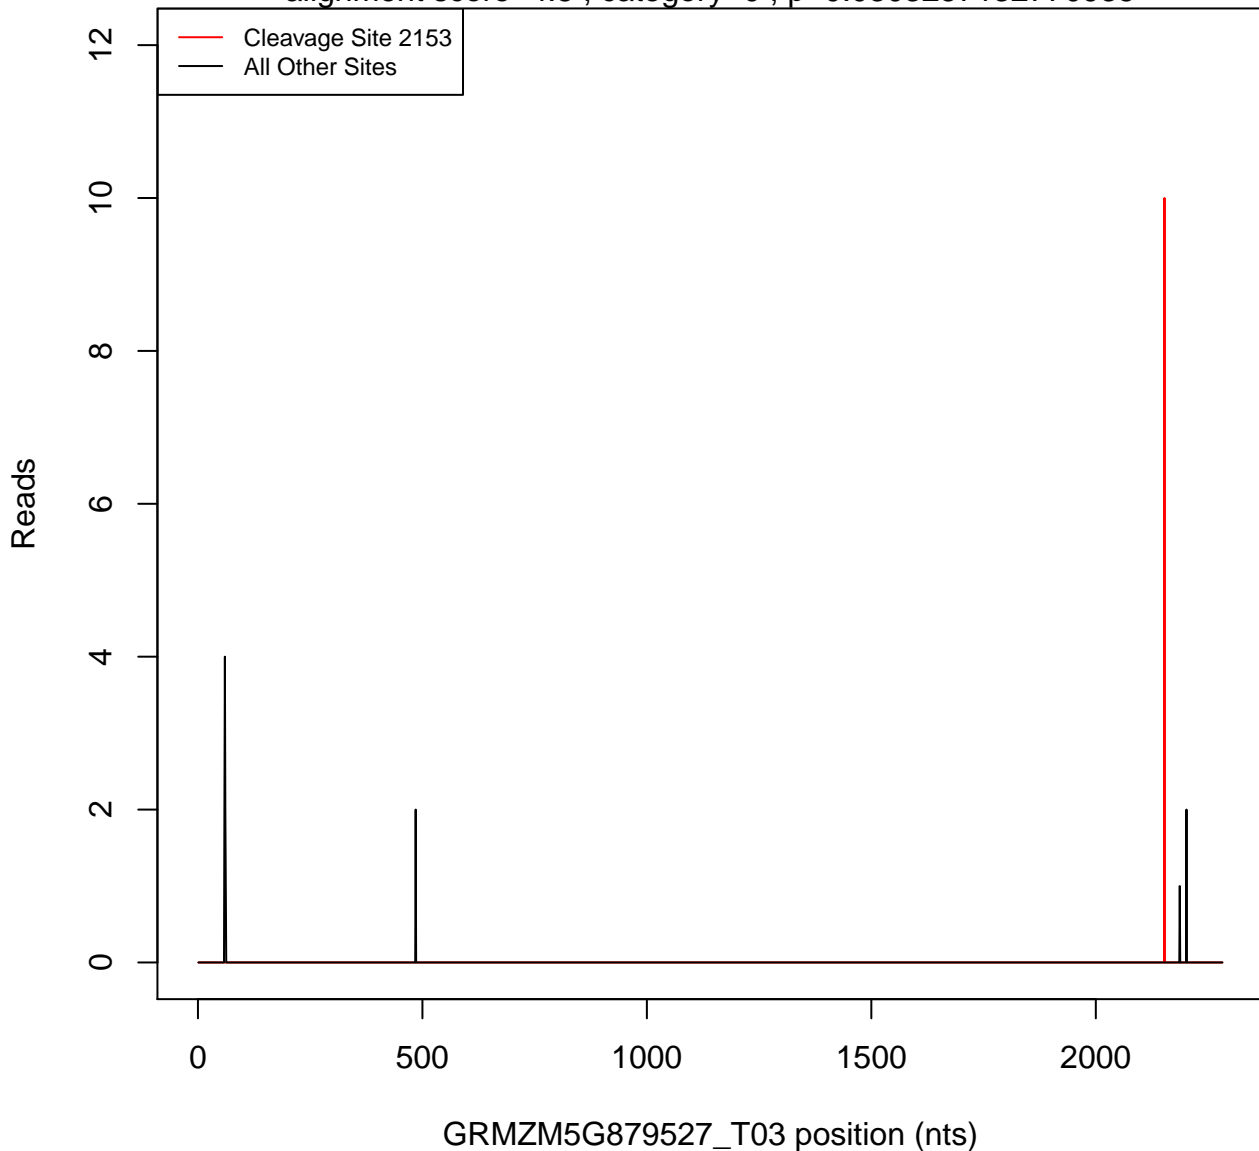

# zma-miR172e slicing GRMZM5G879527\_T04 at nt 1093

alignment score=4.5 , category=0 , p=0.0303257132770935

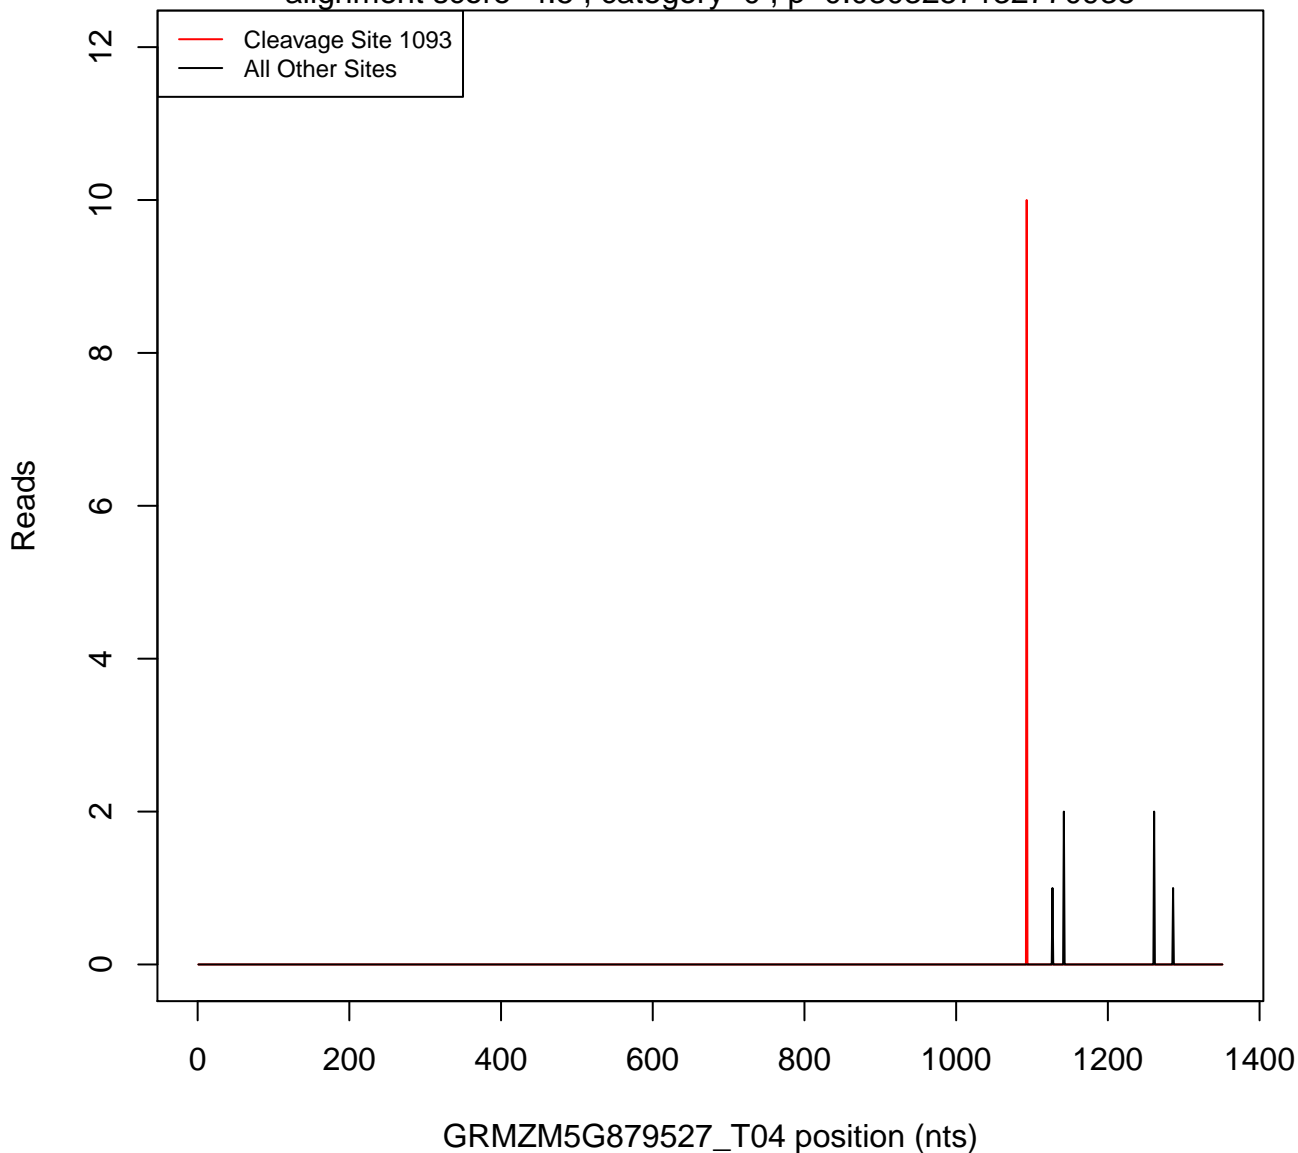

# zma-miRs4 slicing GRMZM2G000686\_T01 at nt 2131

alignment score=5 , category=0 , p=0.0333423462109232

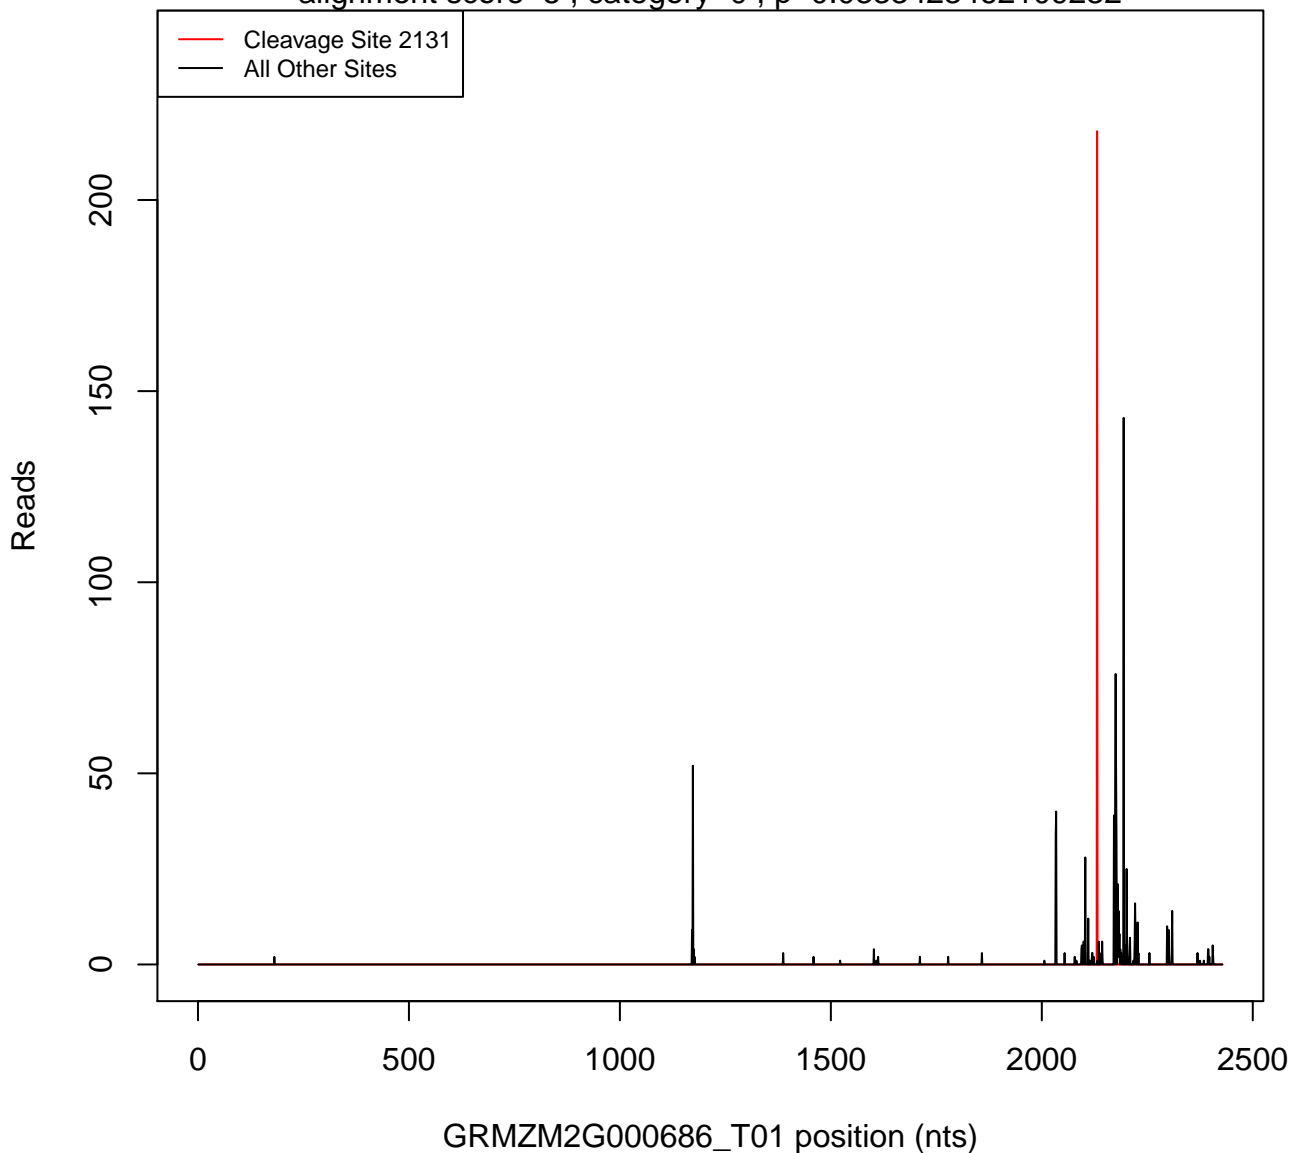

# zma-miRs4 slicing GRMZM2G000686\_T02 at nt 1021

alignment score=5 , category=0 , p=0.0333423462109232

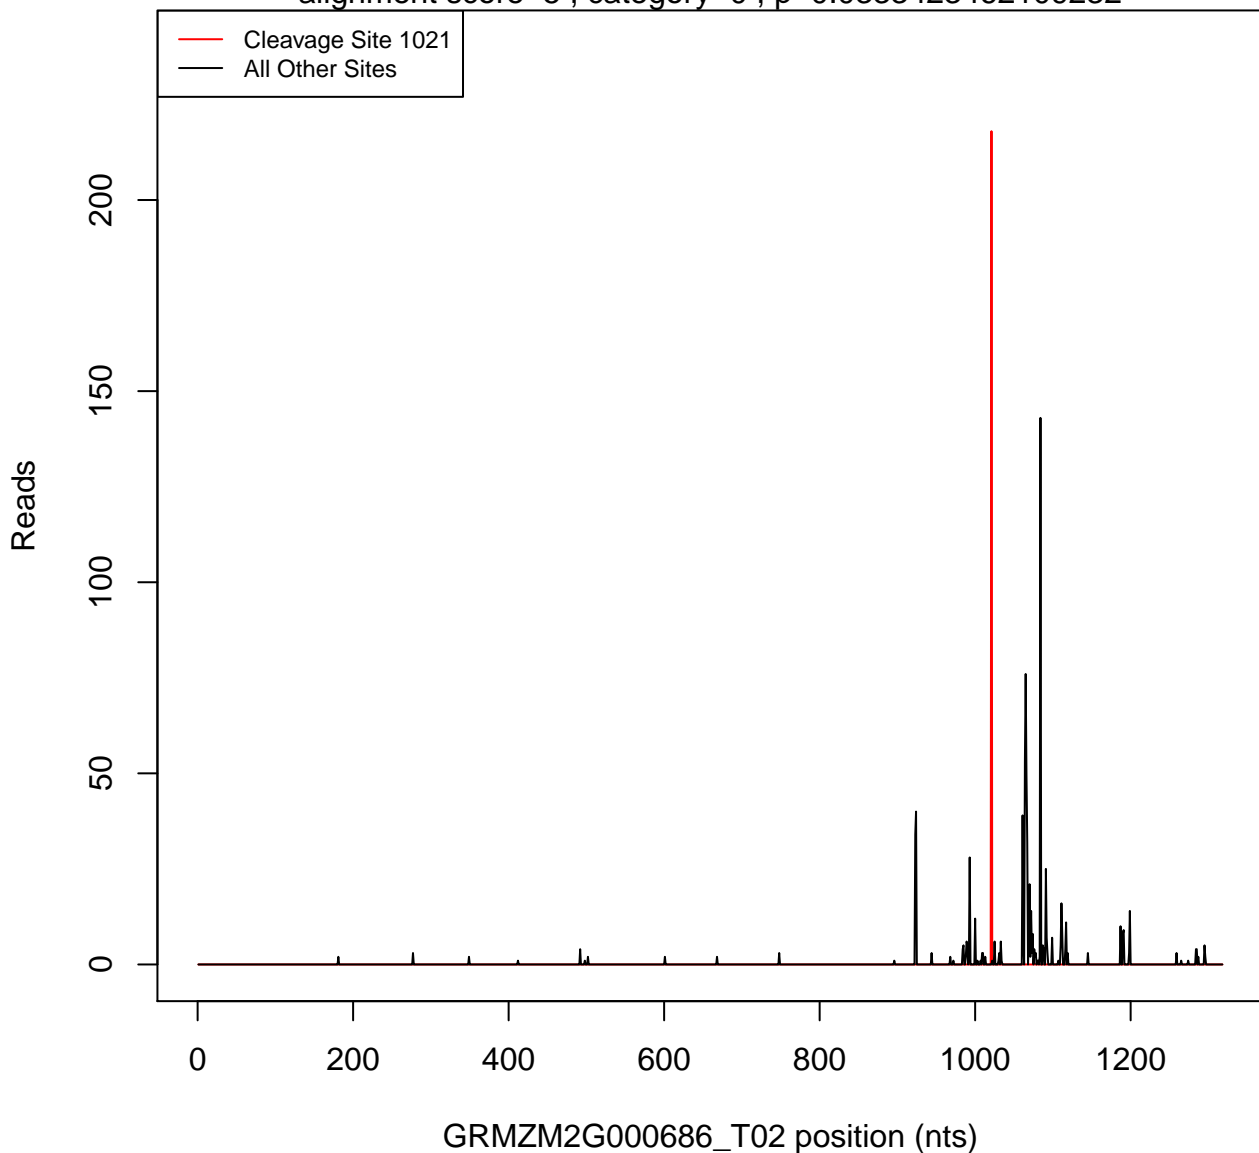

# zma-miRs4 slicing GRMZM2G000686\_T03 at nt 1017

alignment score=5 , category=0 , p=0.0333423462109232

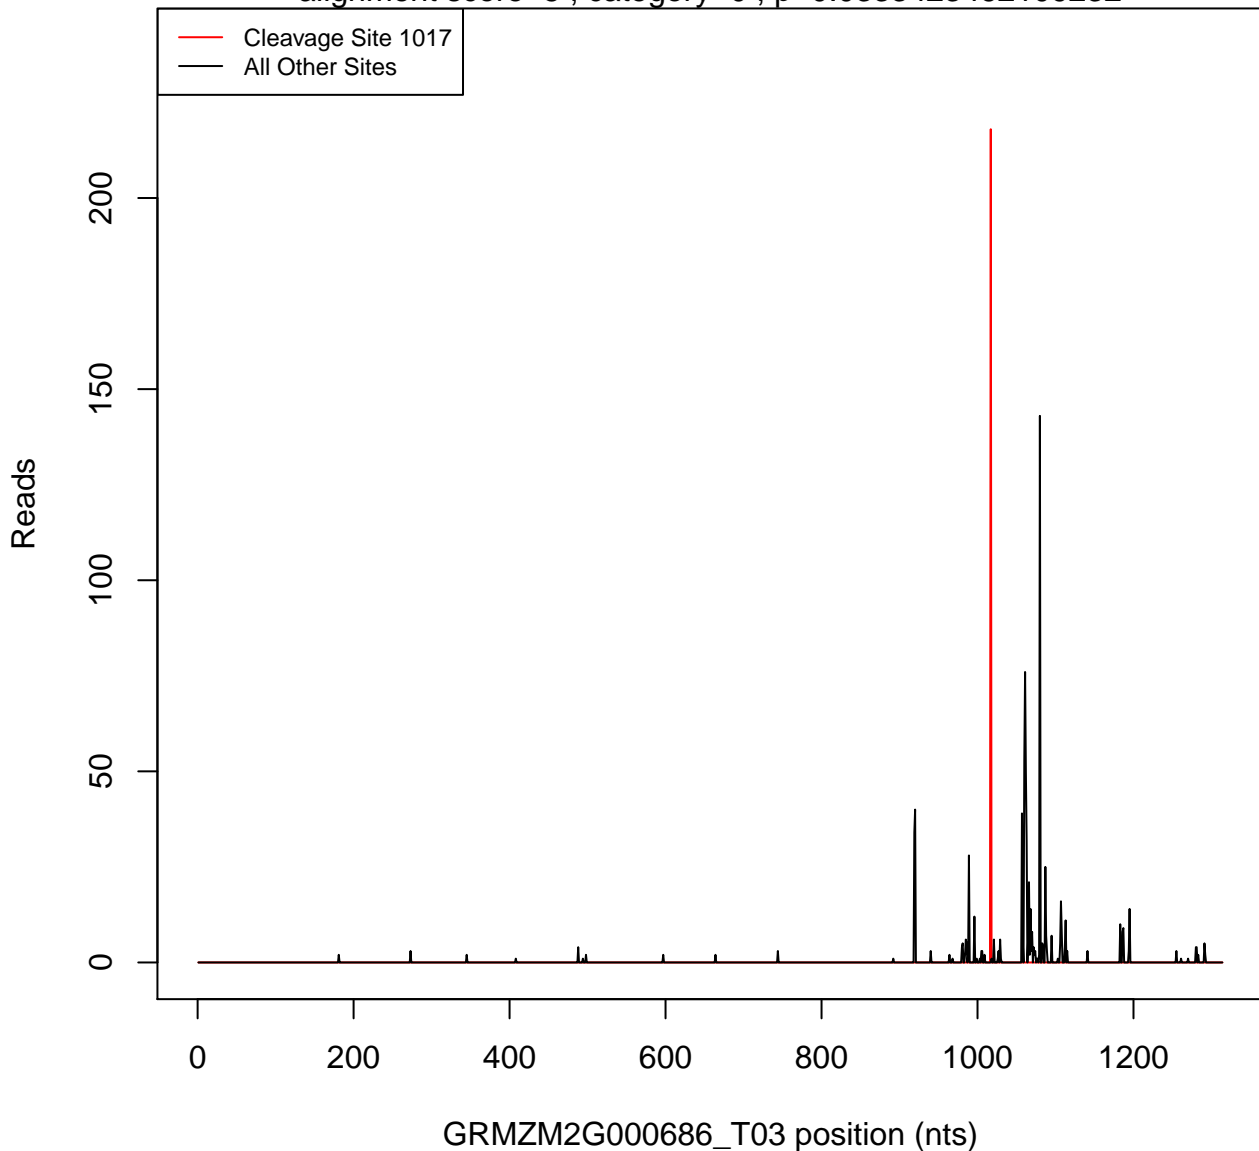

# zma-miRs4 slicing GRMZM2G000686\_T04 at nt 973

alignment score=5 , category=0 , p=0.0333423462109232

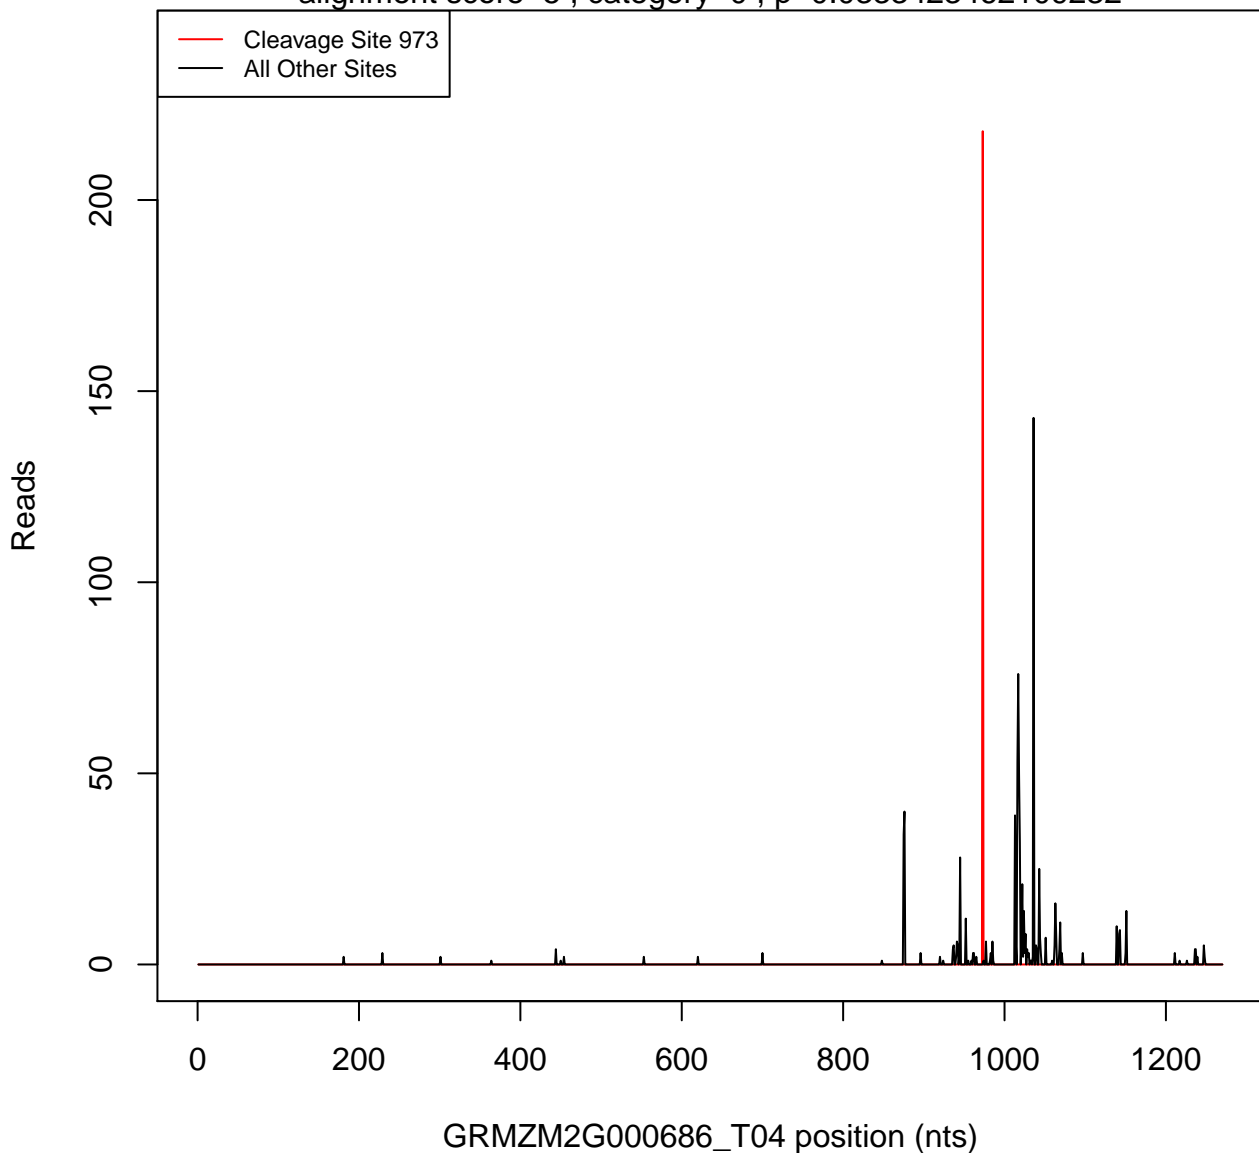

# zma-miRs4 slicing GRMZM2G000686\_T05 at nt 945

alignment score=5 , category=0 , p=0.0333423462109232

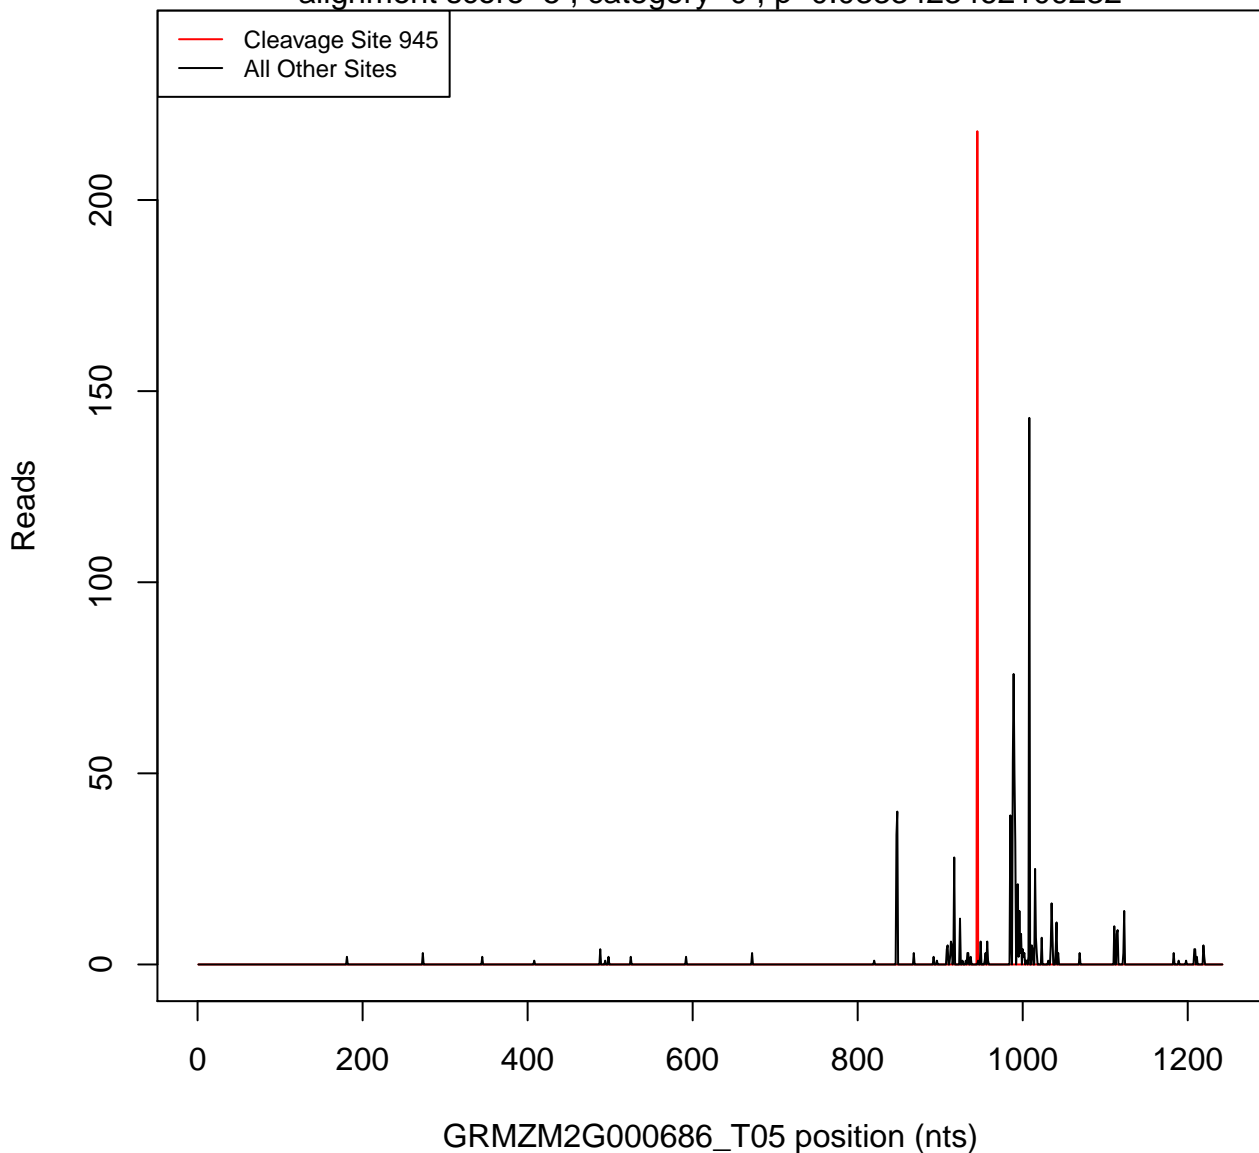

# zma-miRs4 slicing GRMZM2G000686\_T06 at nt 901

alignment score=5 , category=0 , p=0.0333423462109232

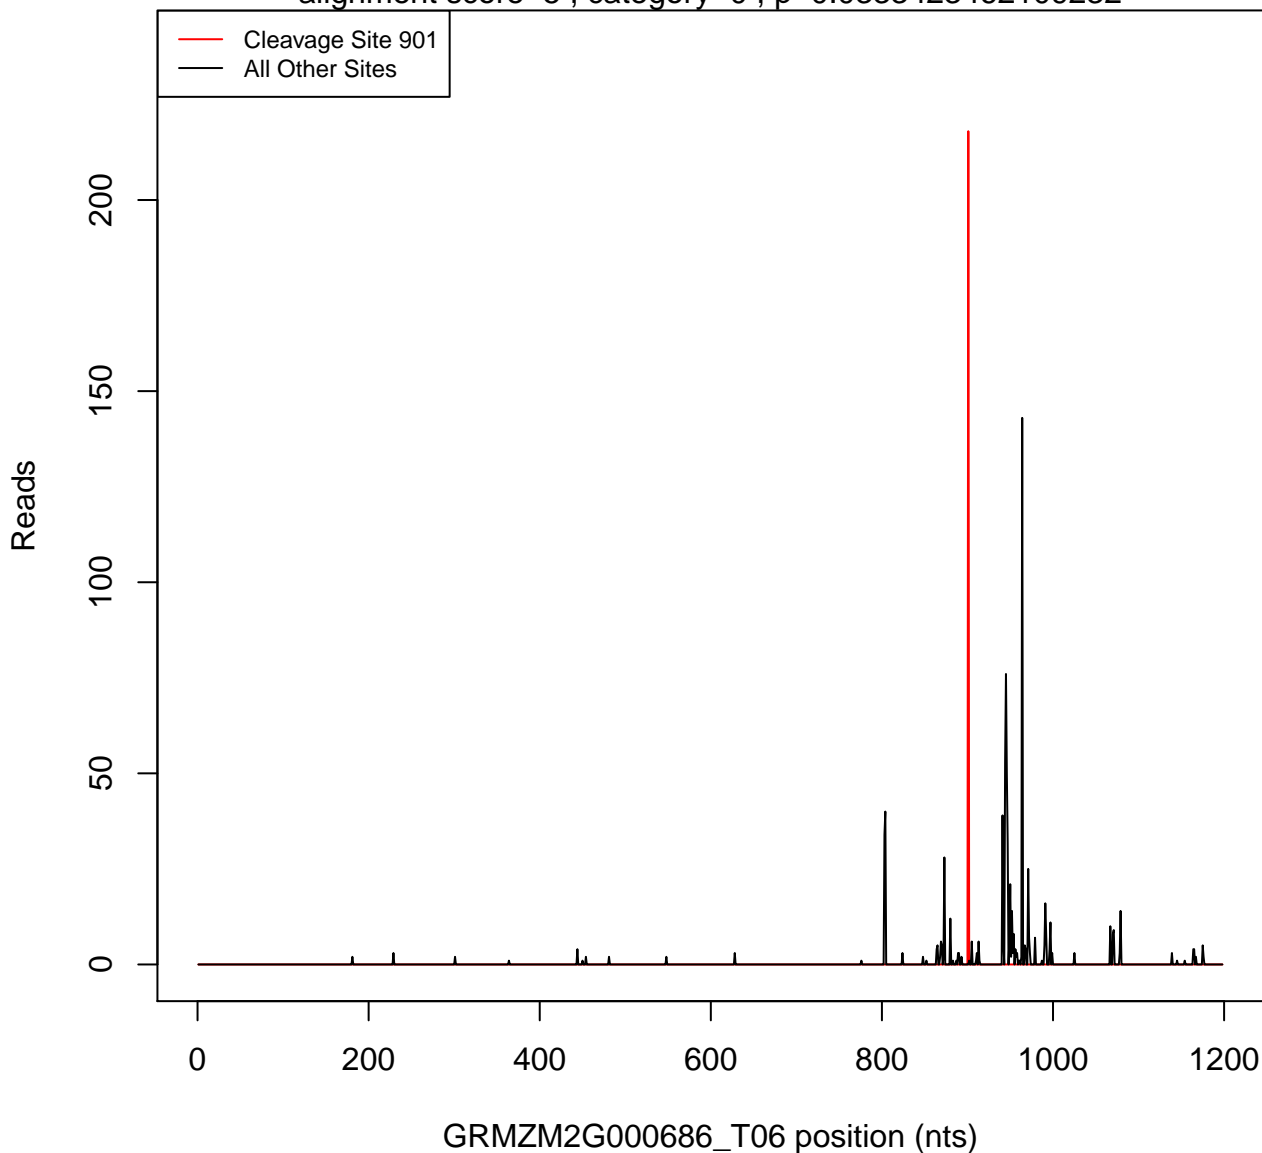

# zma-miRs4 slicing GRMZM2G000686\_T07 at nt 1385

alignment score=5 , category=0 , p=0.0333423462109232

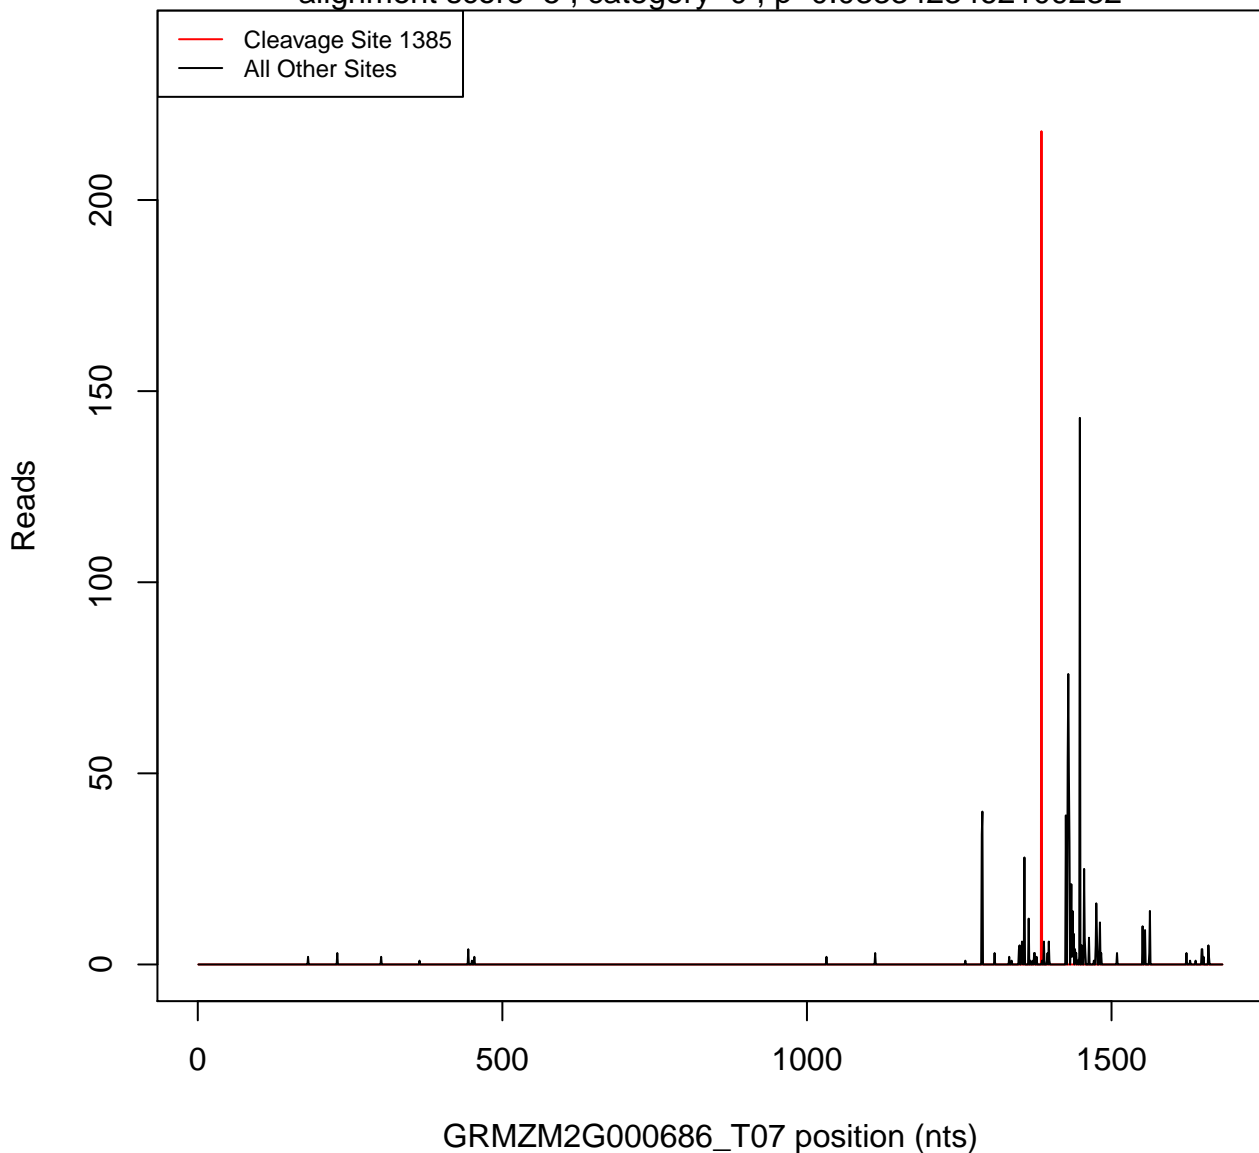

# zma-miRs4 slicing GRMZM2G000686\_T08 at nt 1117

alignment score=5 , category=0 , p=0.0333423462109232

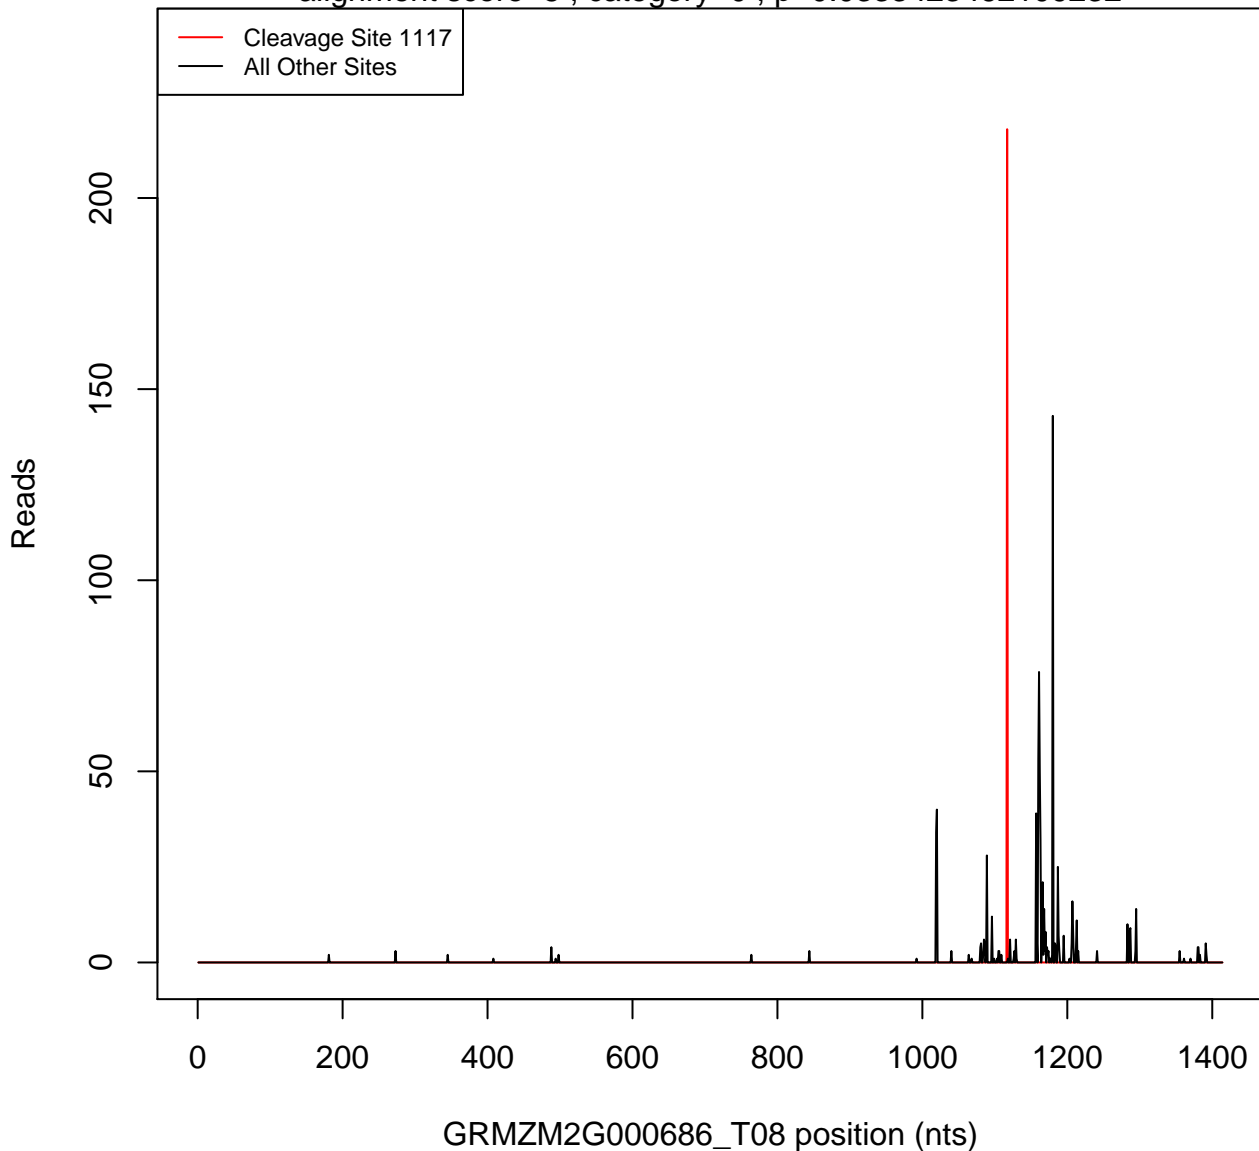

# zma-miRs4 slicing GRMZM2G000686\_T09 at nt 1002

alignment score=5 , category=0 , p=0.0333423462109232

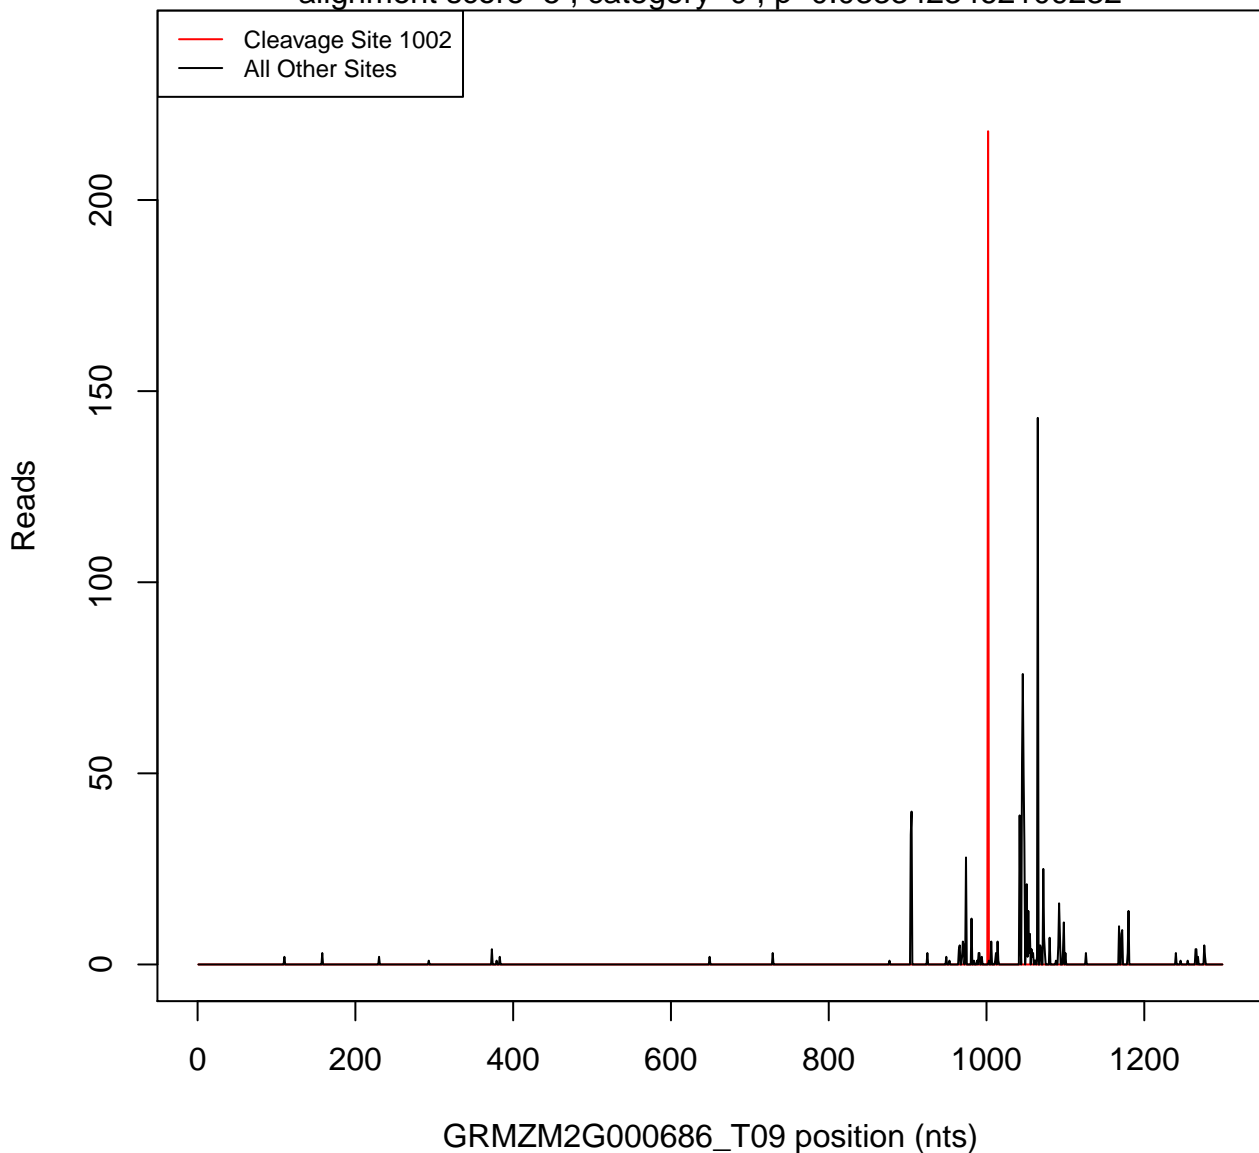

# zma-miRs4 slicing GRMZM2G000686\_T10 at nt 1311

alignment score=5 , category=0 , p=0.0333423462109232

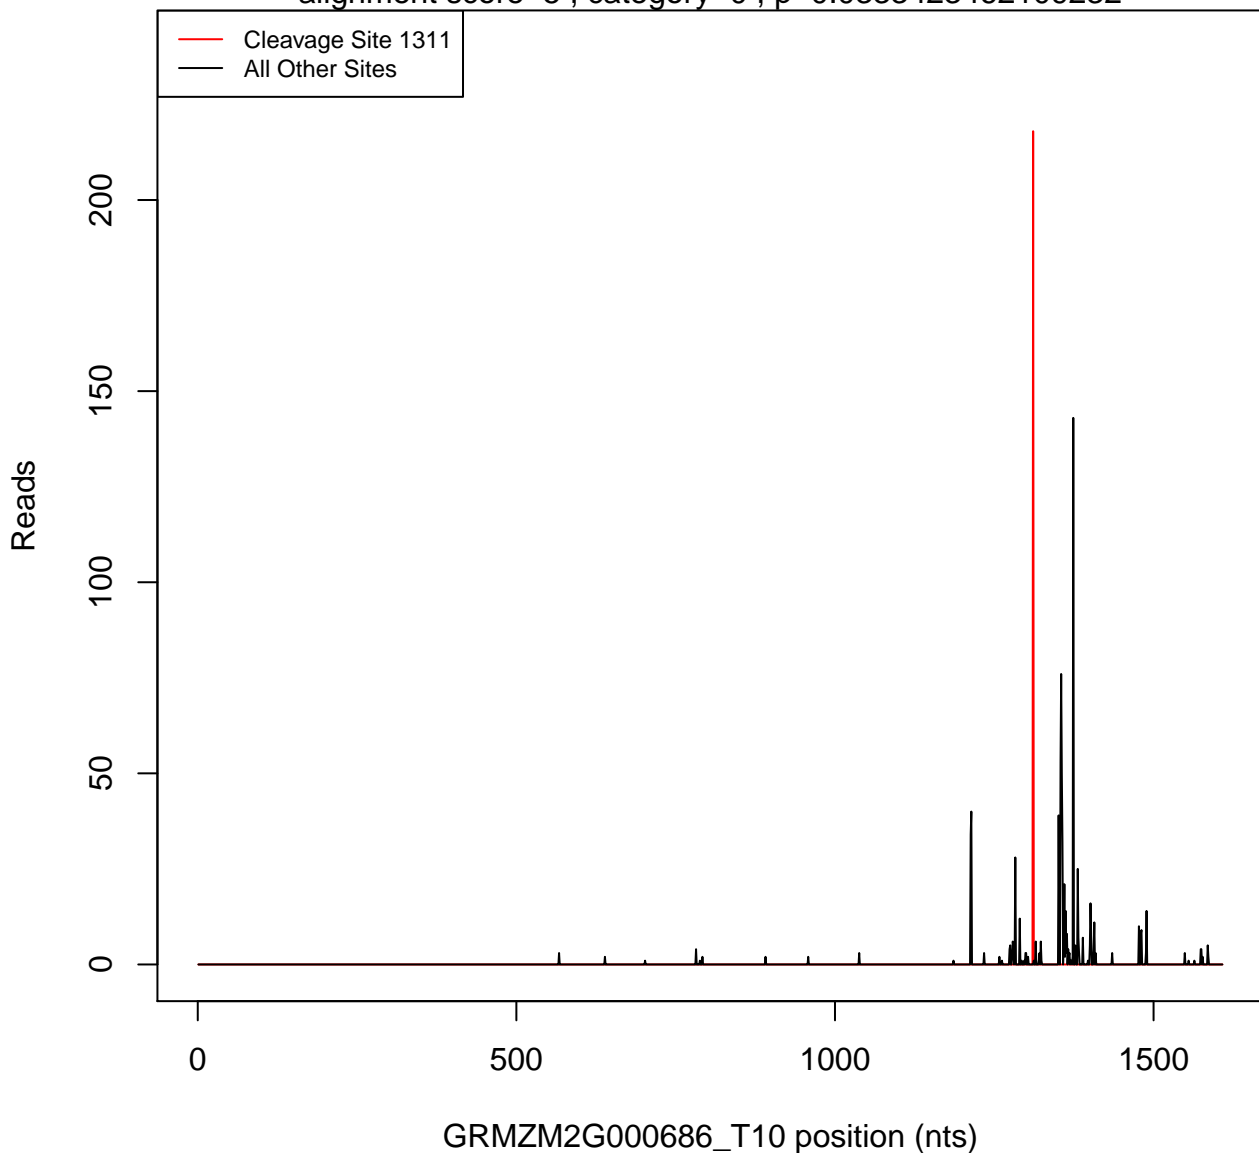

# zma-miRs4 slicing GRMZM2G165488\_T01 at nt 1597

alignment score=4.5 , category=0 , p=0.0370814055139441

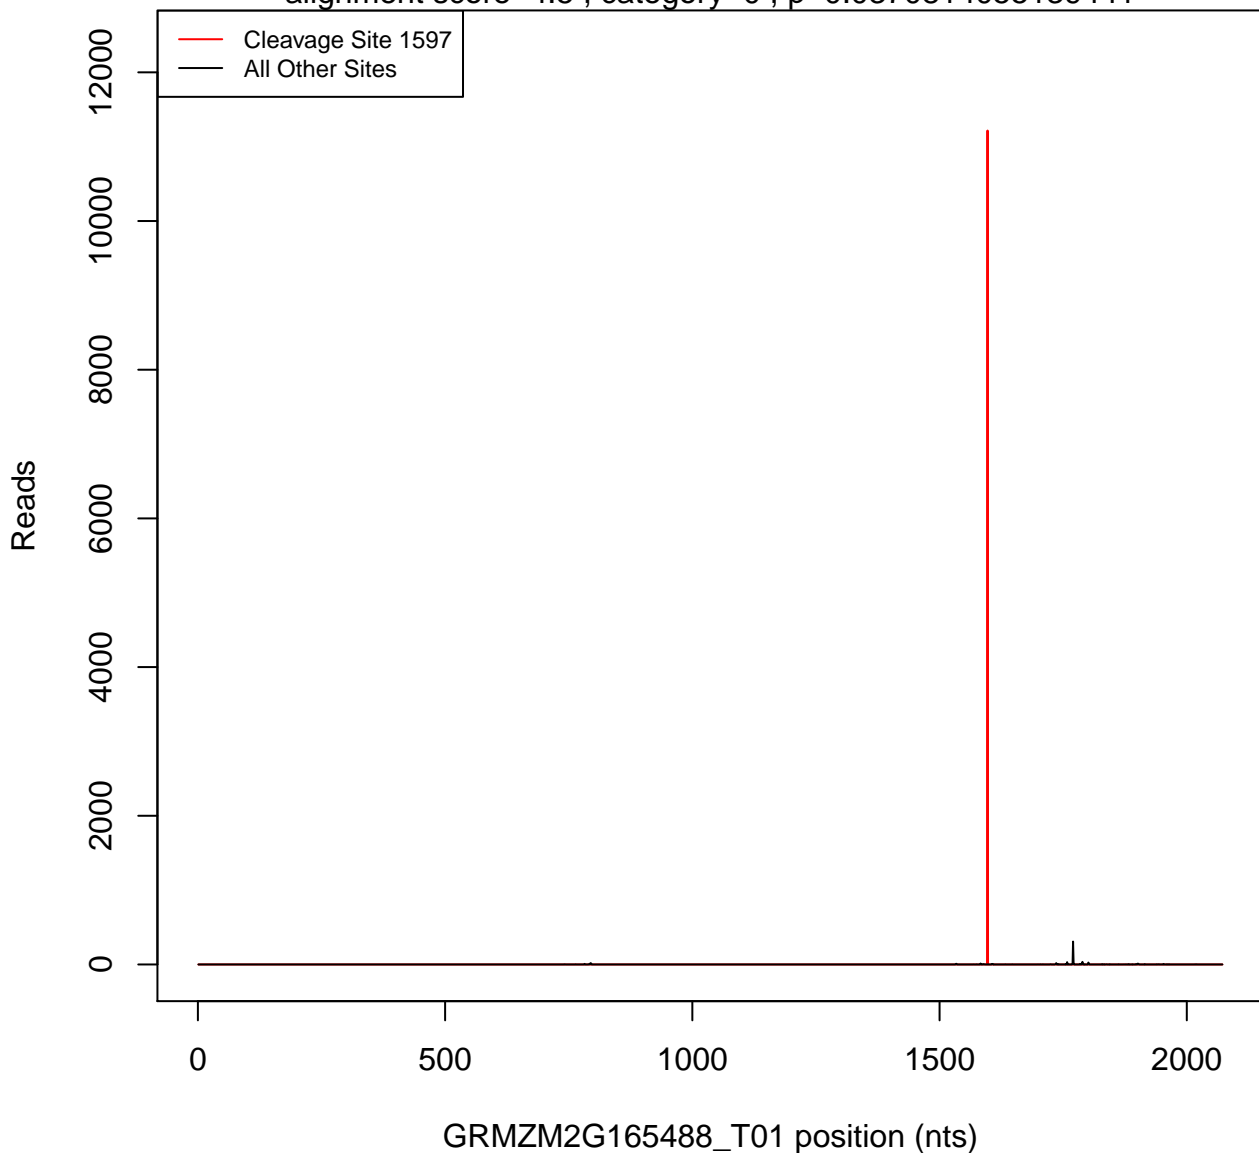

# zma-miRs4 slicing GRMZM2G165488\_T02 at nt 2151

alignment score=4.5 , category=0 , p=0.0370814055139441

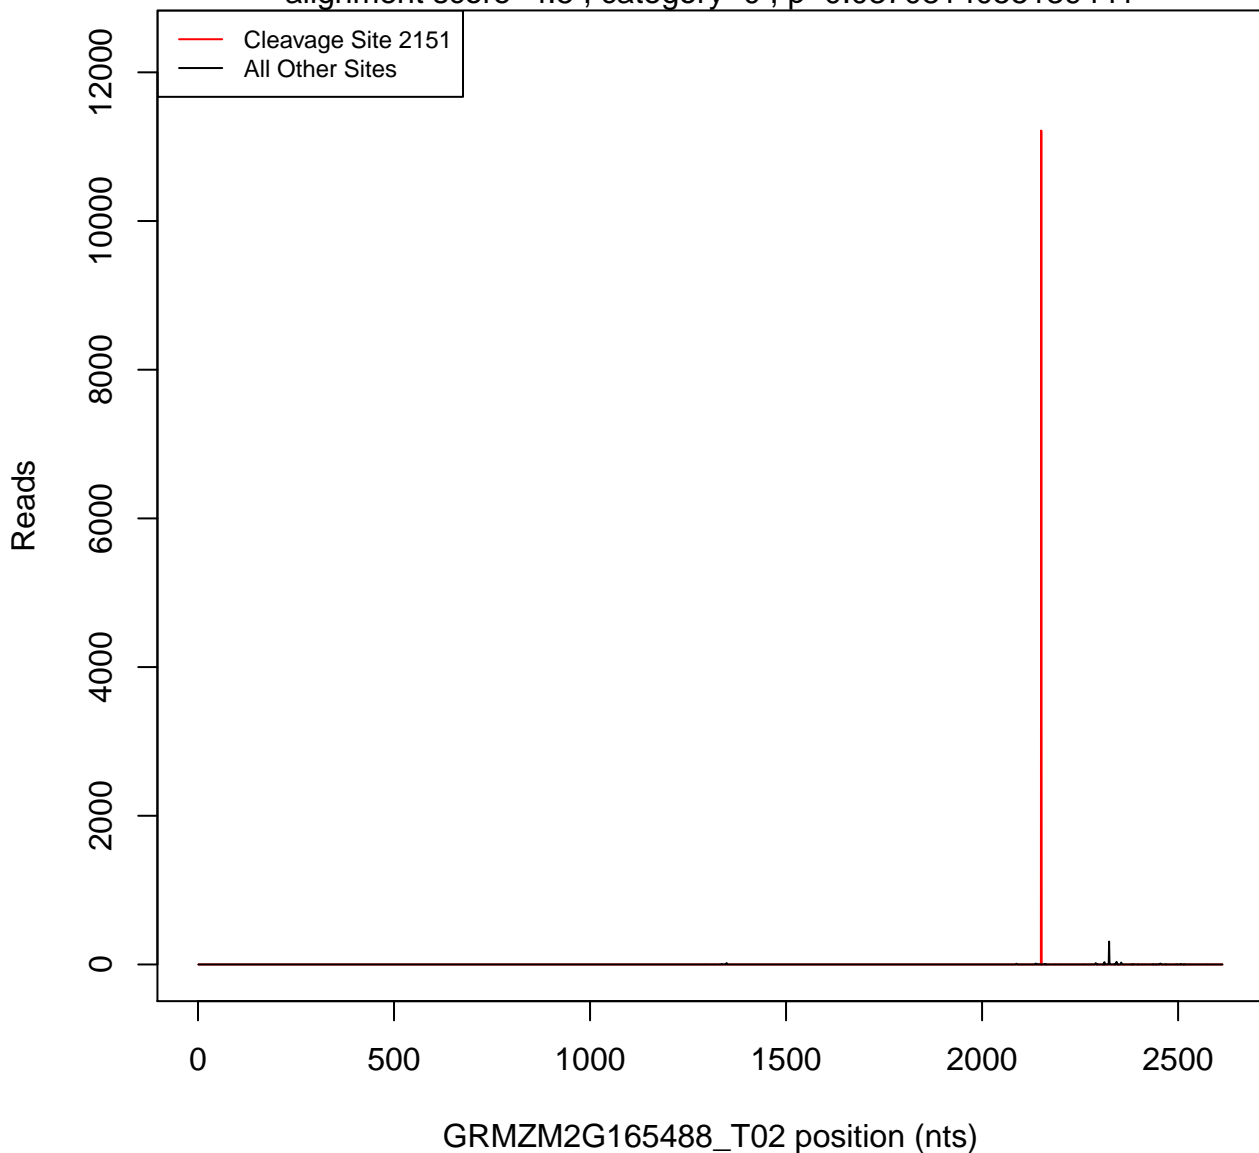

# zma-miRs4 slicing GRMZM2G165488\_T03 at nt 1368

alignment score=4.5 , category=0 , p=0.0370814055139441

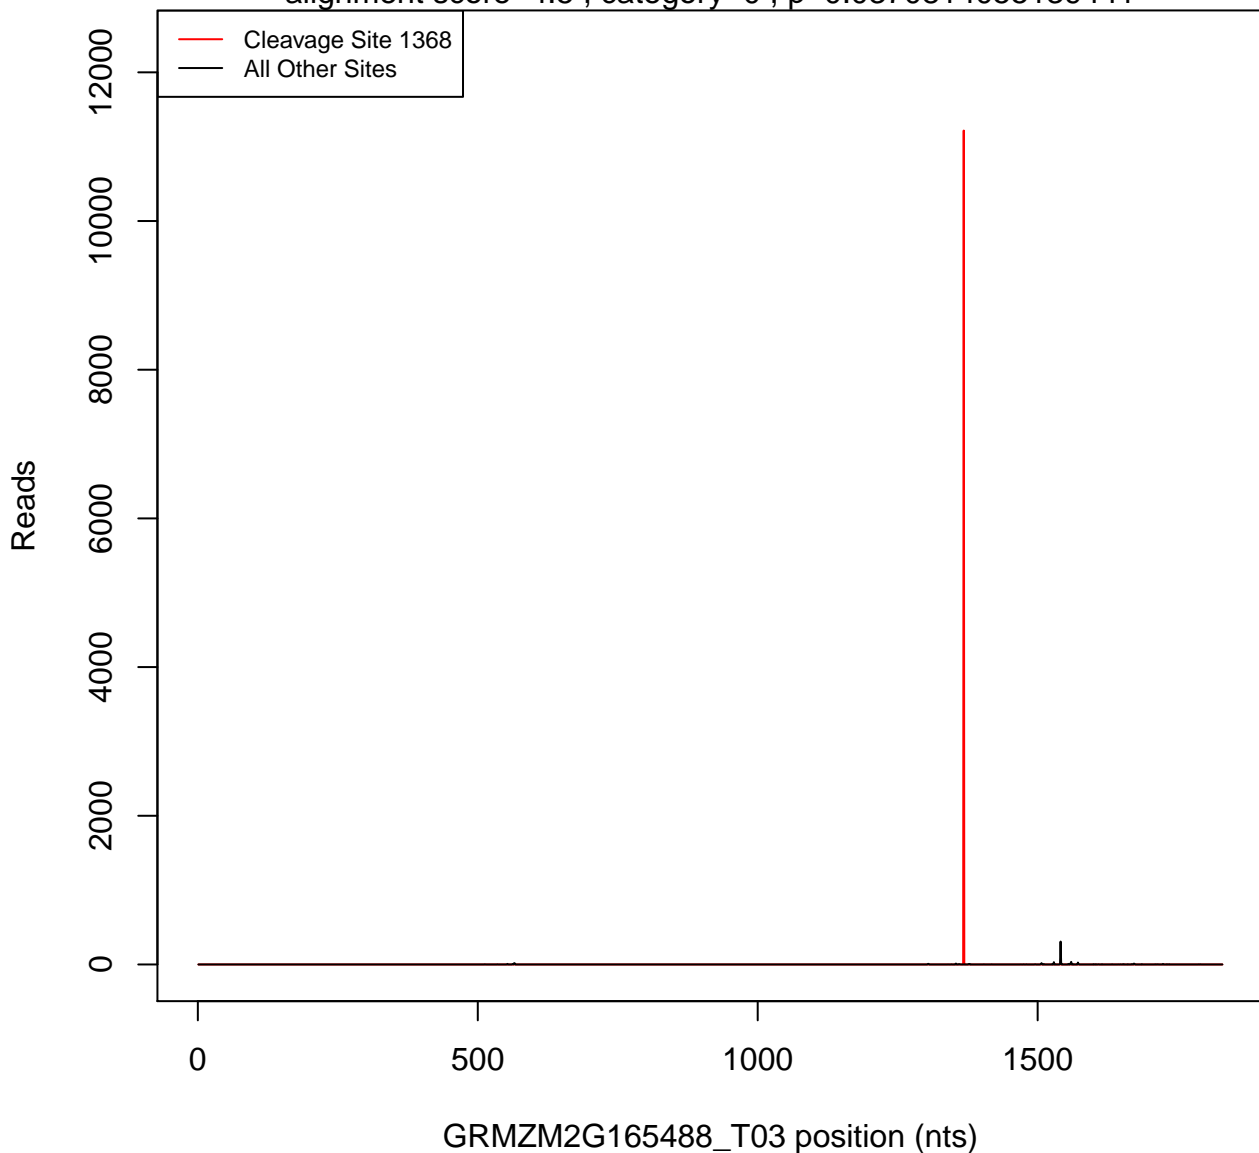

# zma-miRs4 slicing GRMZM2G165488\_T04 at nt 1574

alignment score=4.5 , category=0 , p=0.0370814055139441

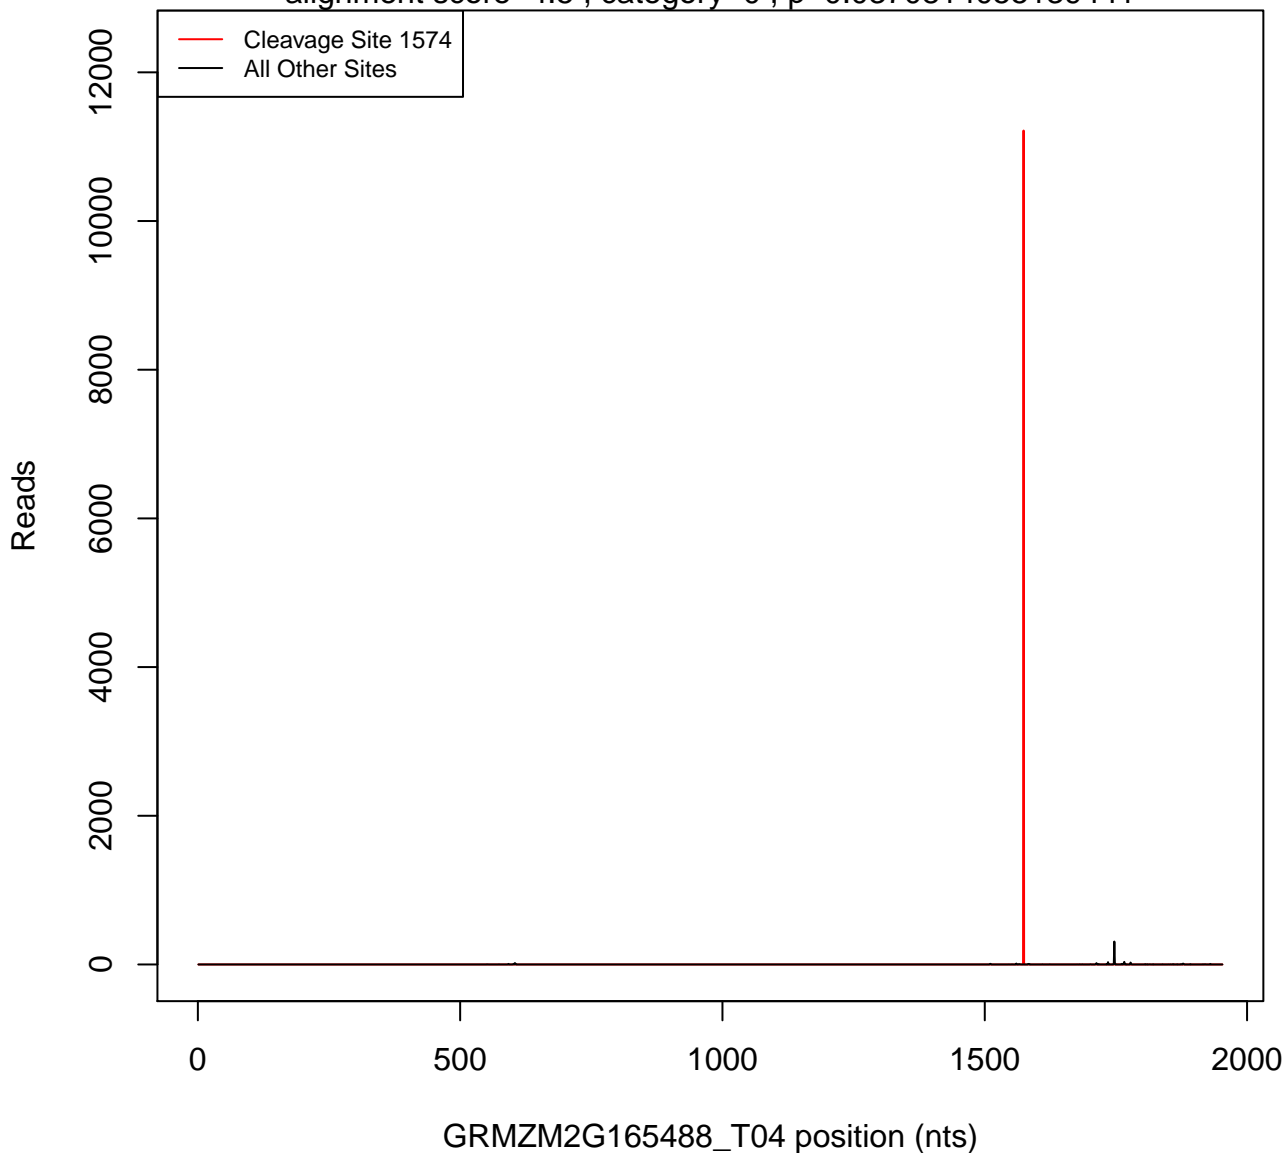

# zma-miRs4 slicing GRMZM5G829103\_T02 at nt 1826

alignment score=4.5 , category=0 , p=0.0370814055139441

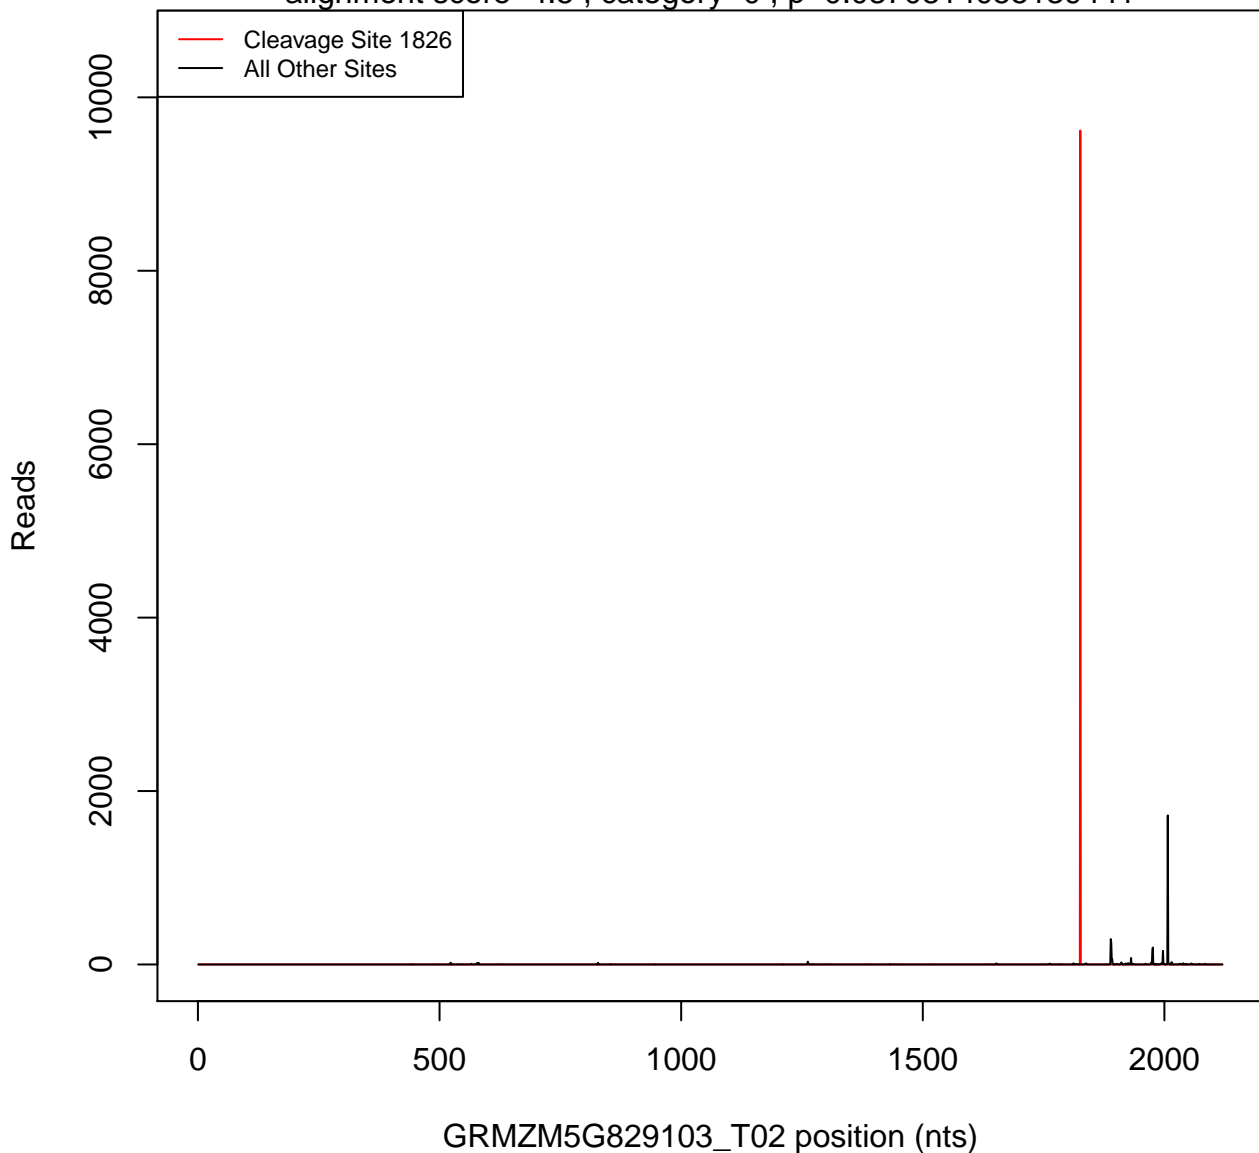

# zma-miRs4 slicing GRMZM5G829103\_T03 at nt 1332

alignment score=4.5 , category=0 , p=0.0370814055139441

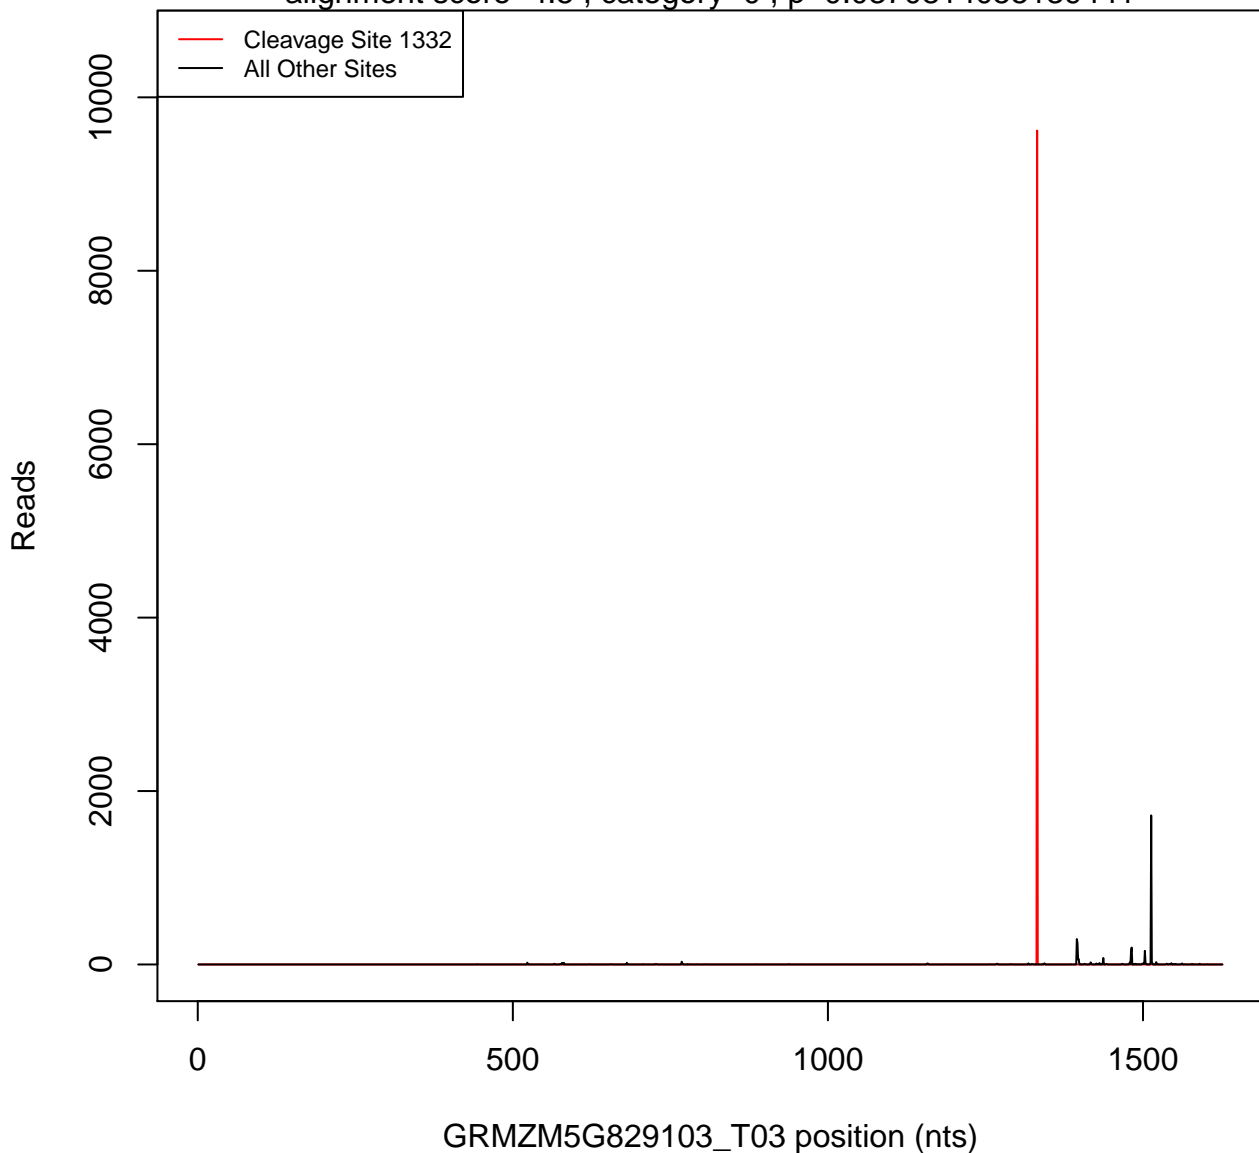

# zma-miRs4 slicing GRMZM5G829103\_T04 at nt 1976

alignment score=4.5 , category=0 , p=0.0370814055139441

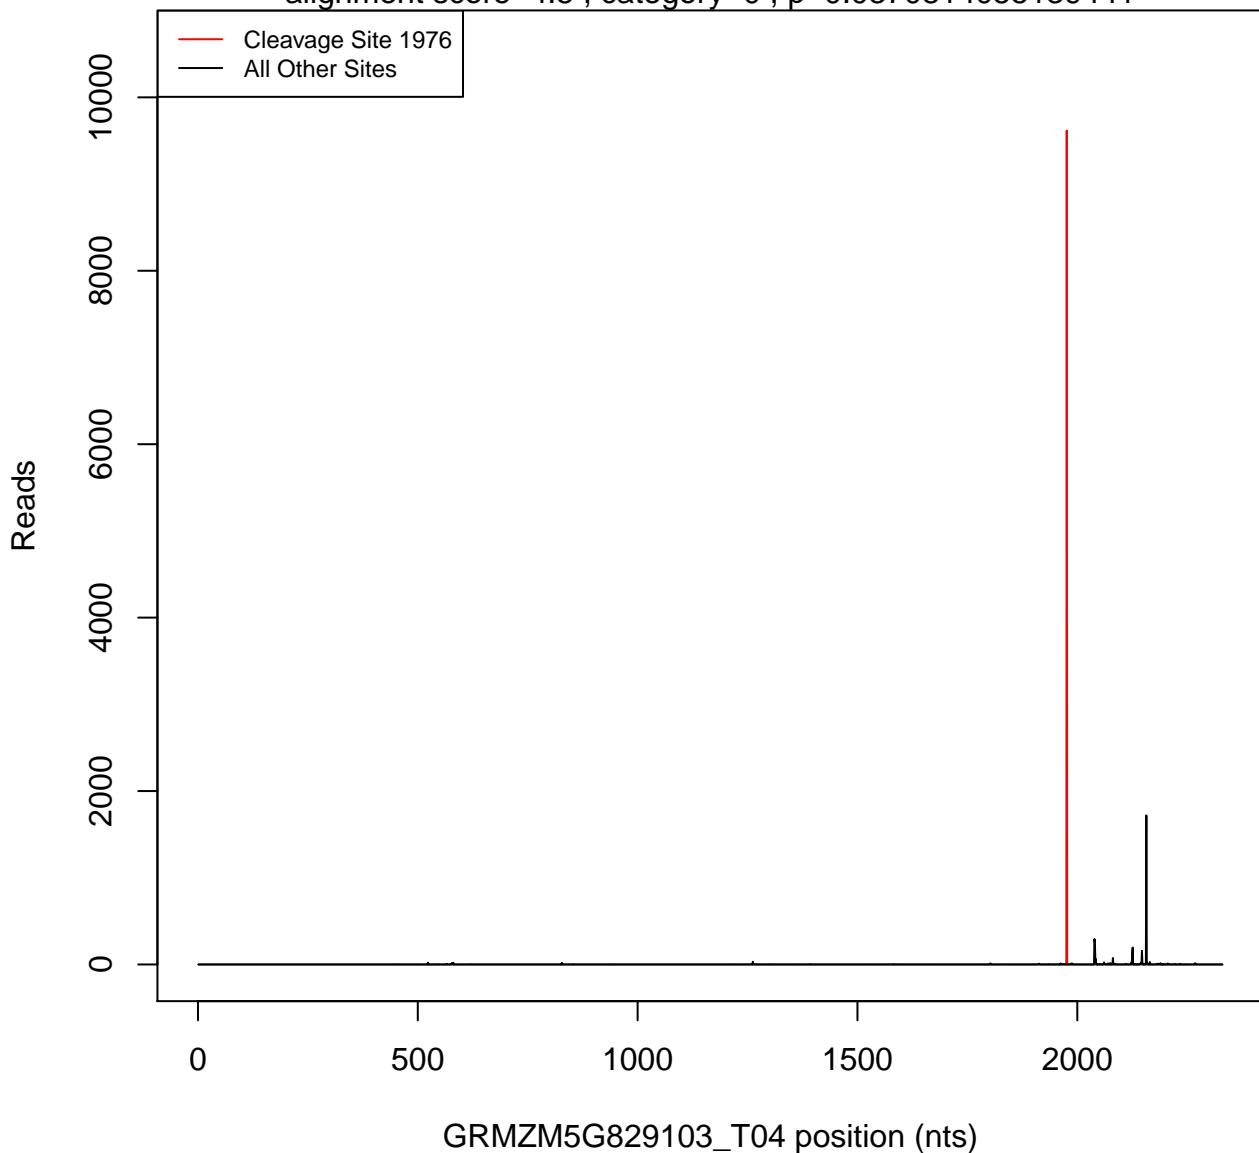

# zma-miRs4 slicing GRMZM5G829103\_T06 at nt 1299

alignment score=4.5 , category=0 , p=0.0370814055139441

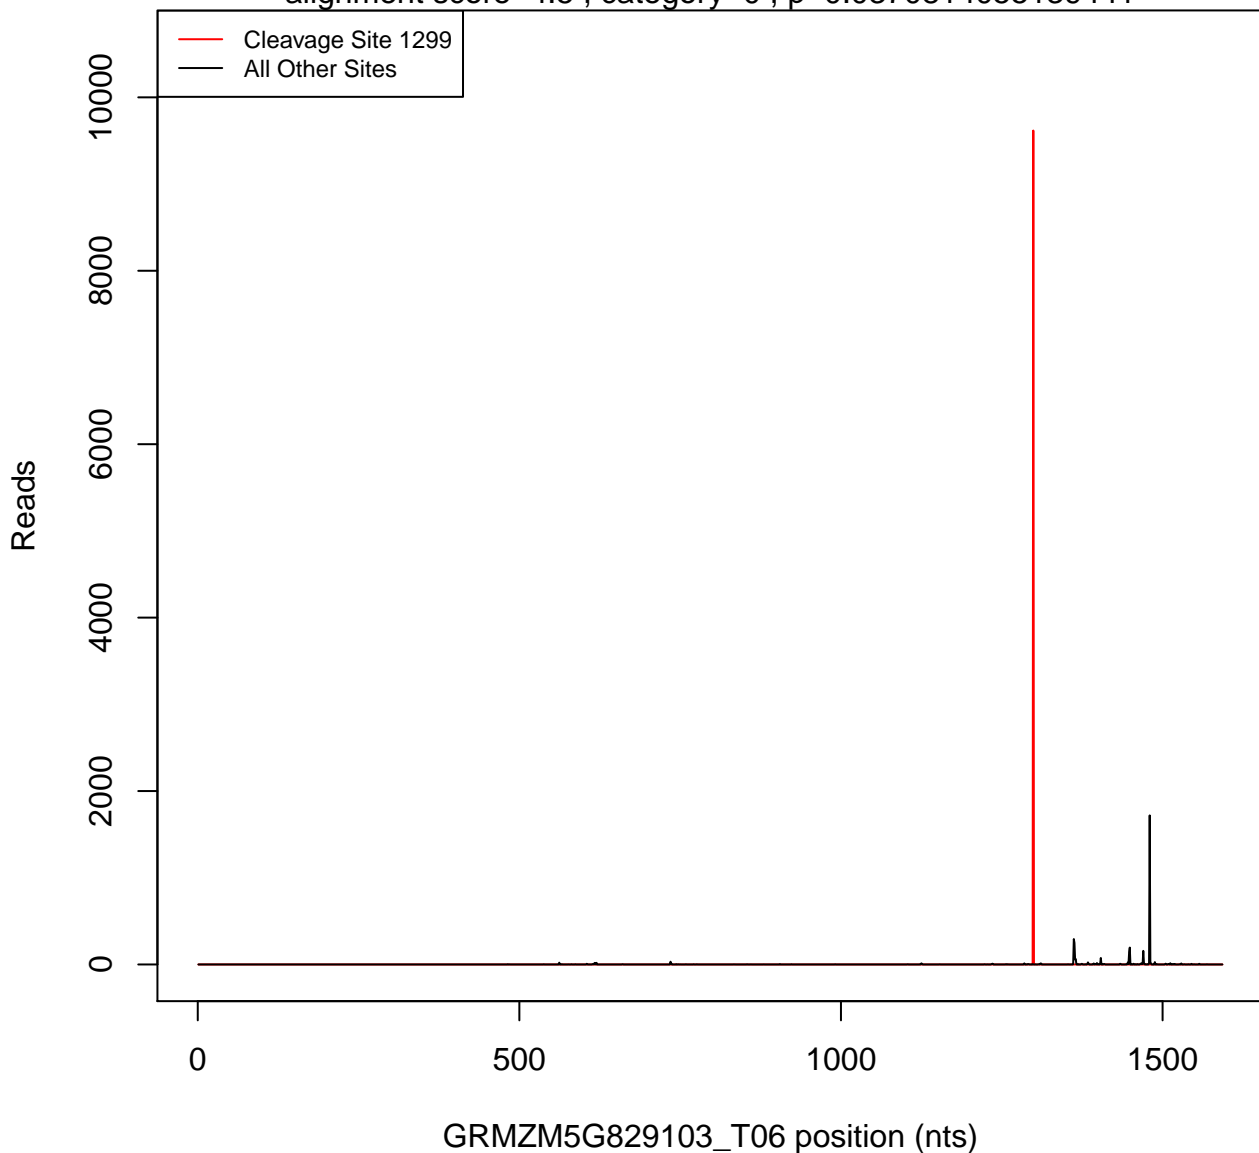

# zma-miRs4 slicing GRMZM5G829103\_T07 at nt 1371

alignment score=4.5 , category=0 , p=0.0370814055139441

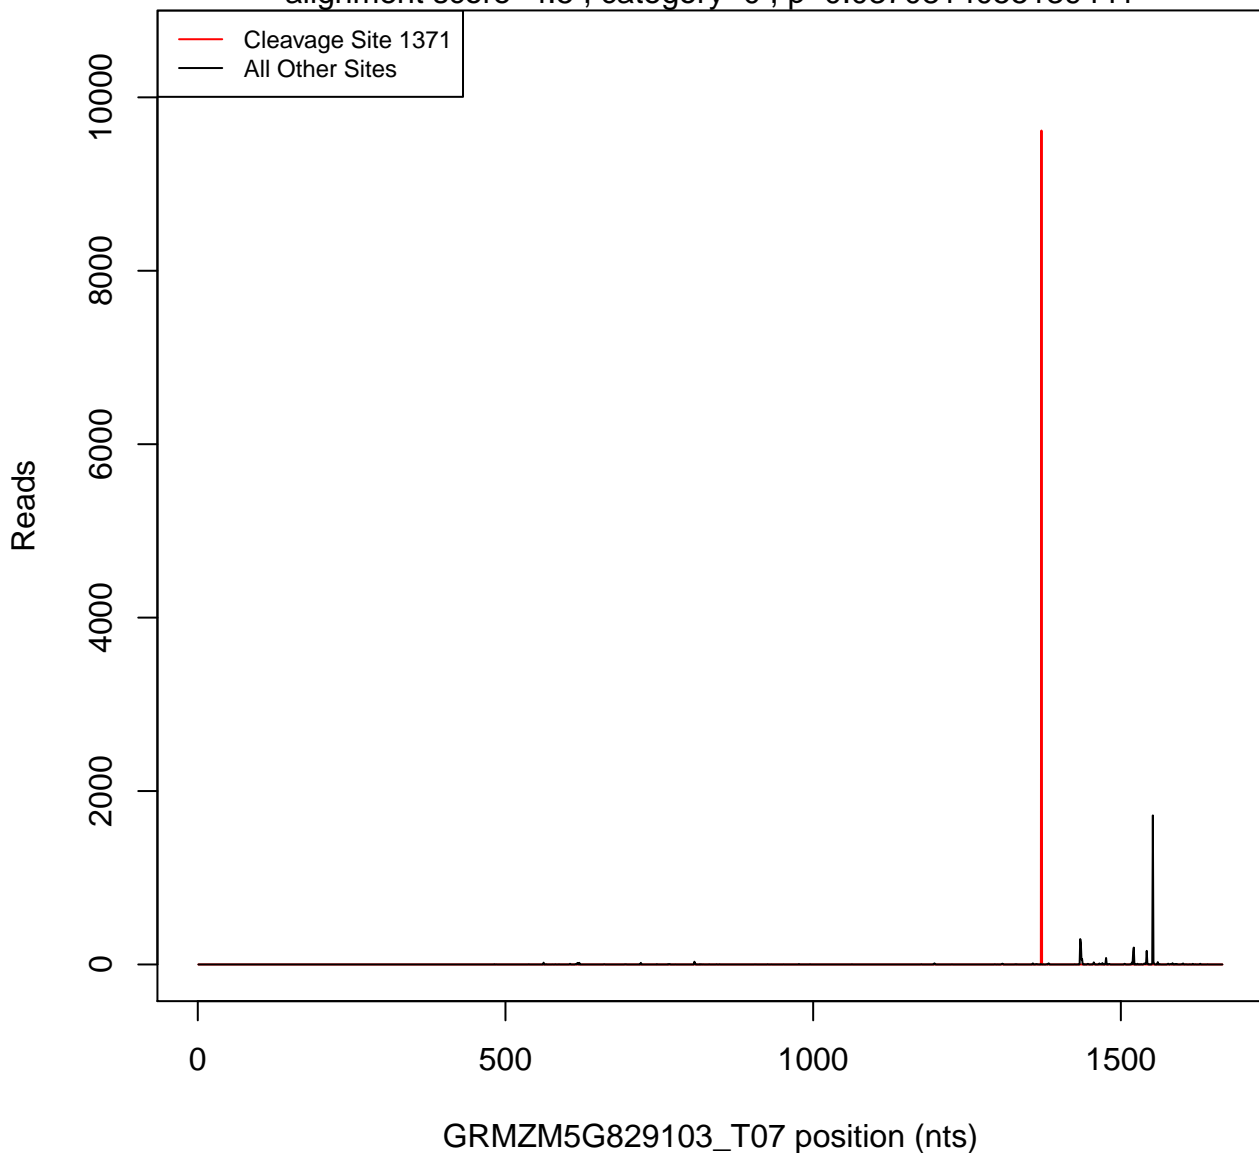

# zma-miRs14 slicing GRMZM2G079683\_T01 at nt 994

alignment score=4 , category=4 , p=0.0384649909250319

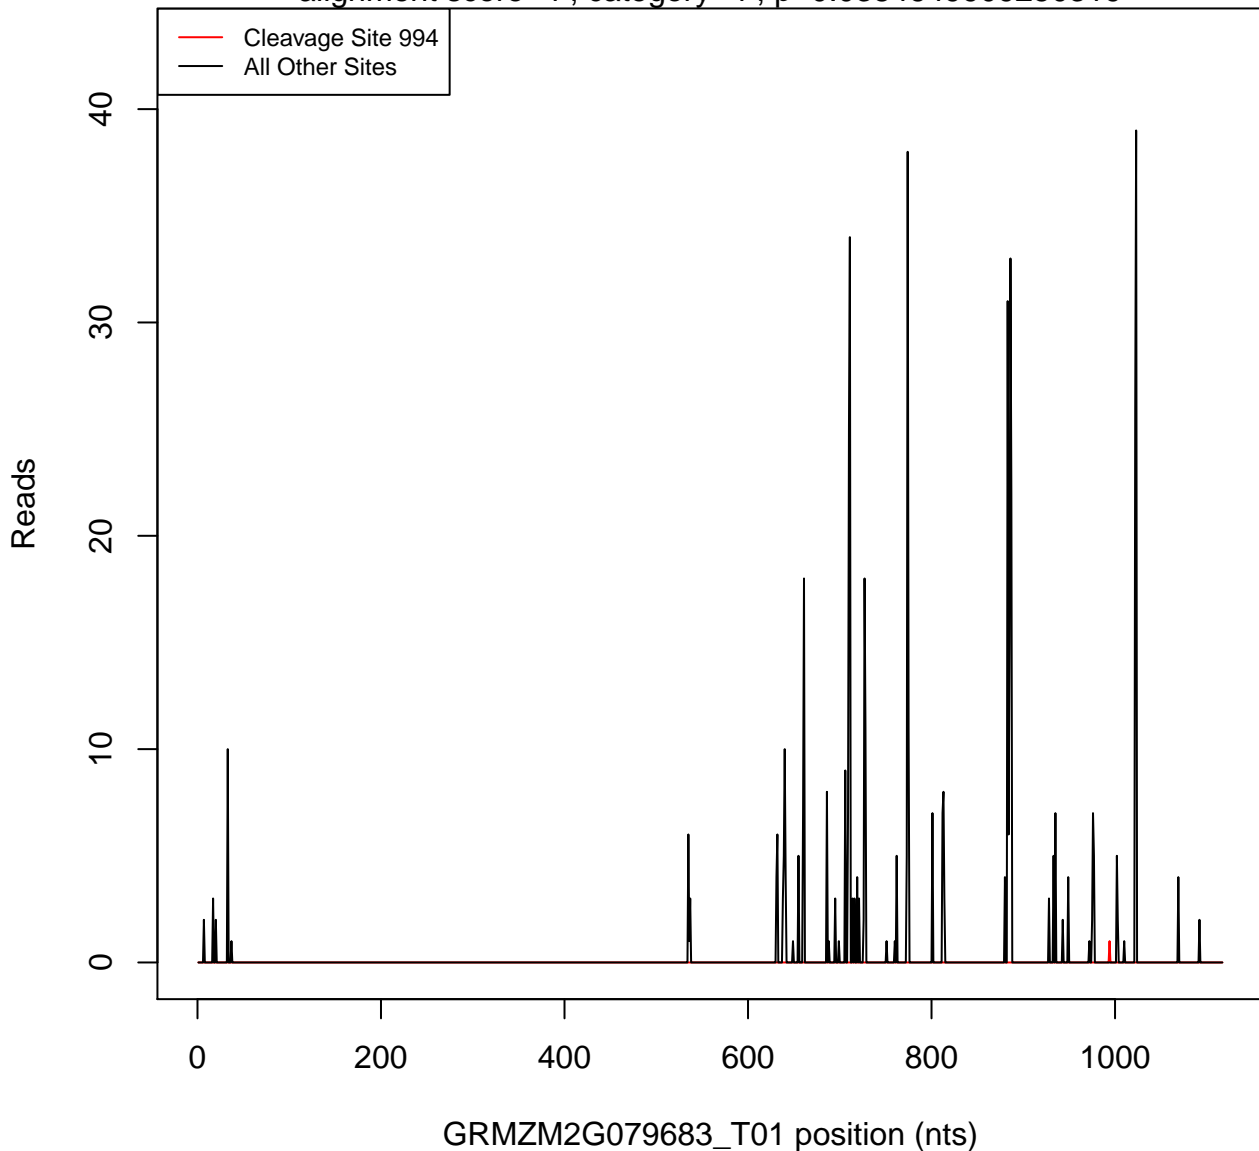

# ta-siRNA3a slicing GRMZM2G030710\_T01 at nt 1560

alignment score=2.5 , category=0 , p=0.0311067736590933

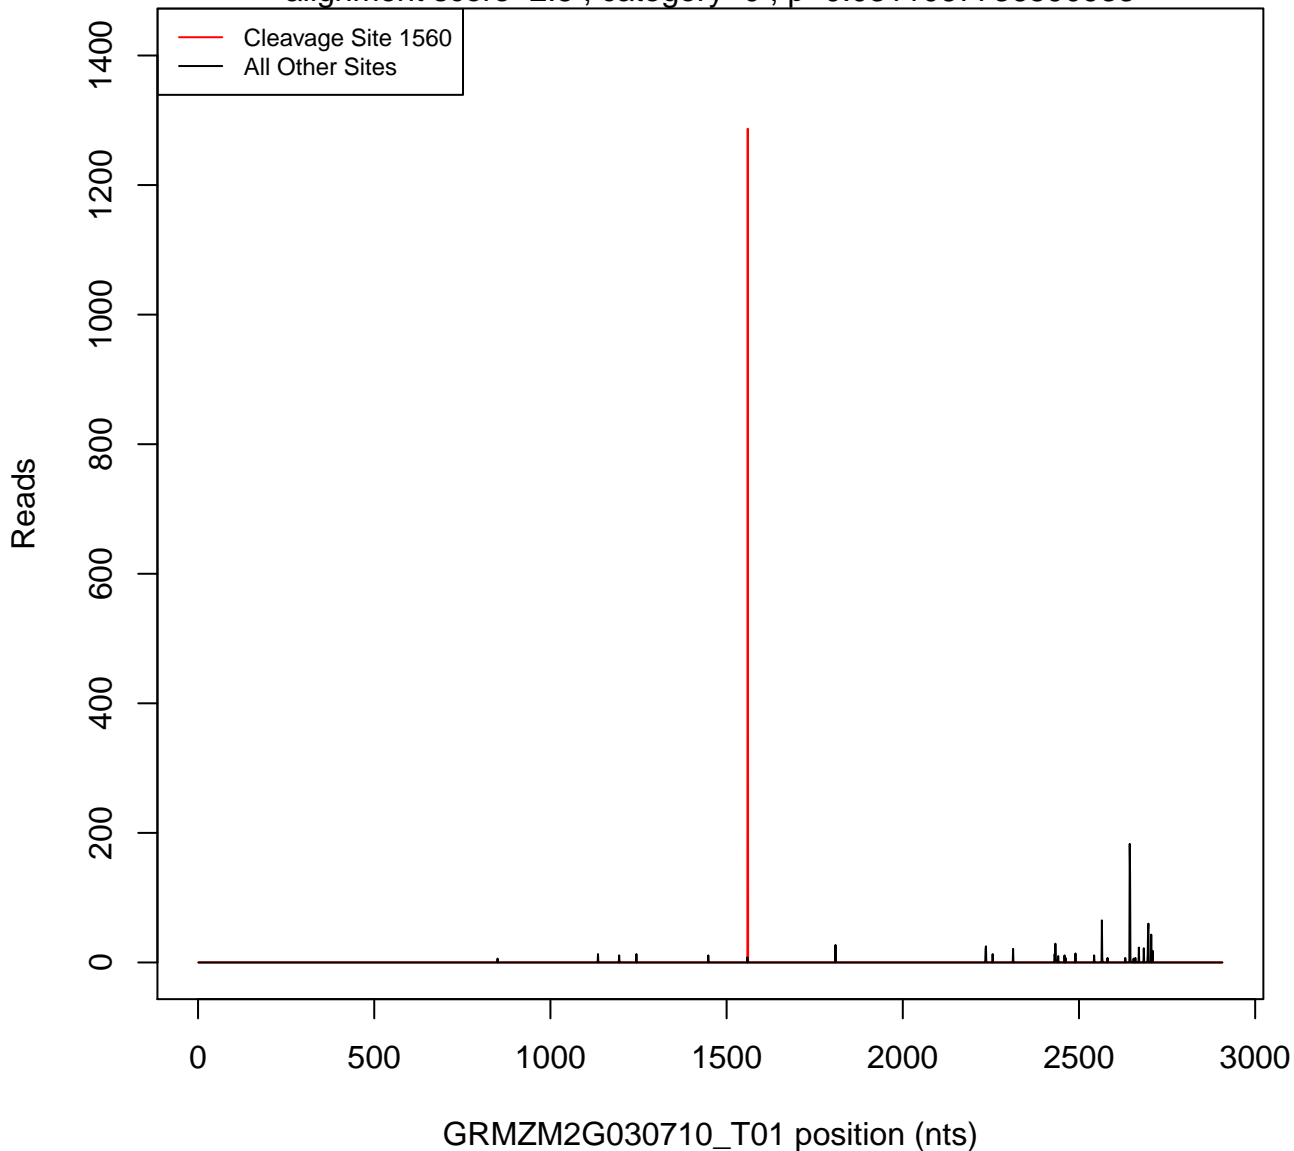

# ta-siRNA3b slicing GRMZM2G030710\_T01 at nt 1560

alignment score=0 , category=0 , p=0.0406277669138086

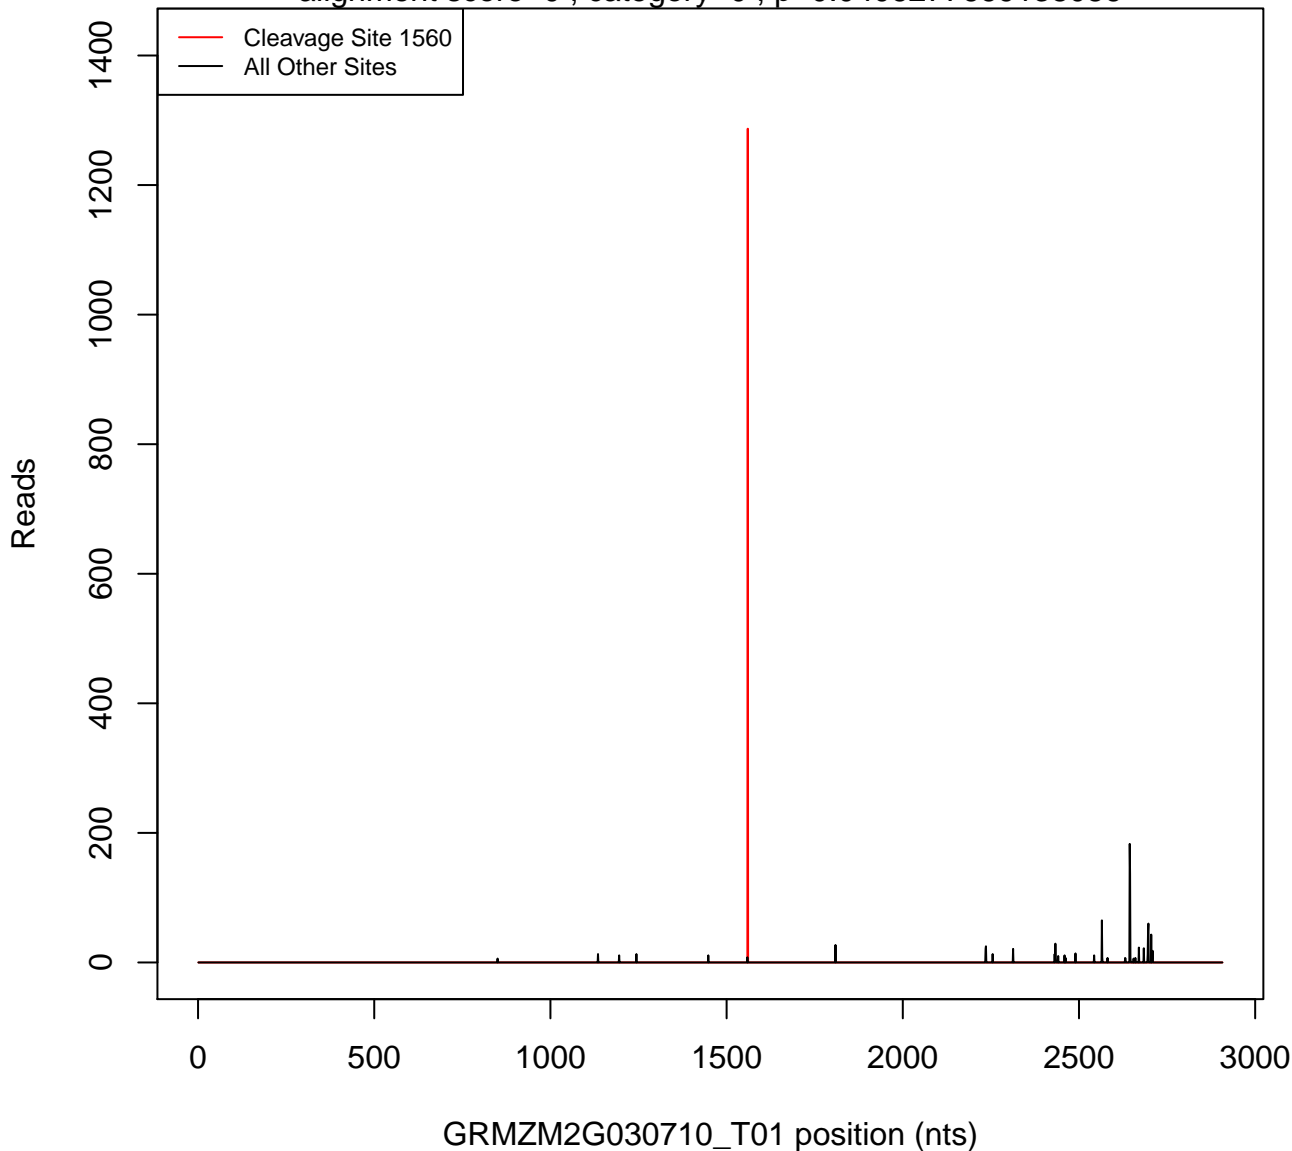

# ta-siRNA3c slicing GRMZM2G030710\_T01 at nt 1560

alignment score=1 , category=0 , p=0.0353075965124038

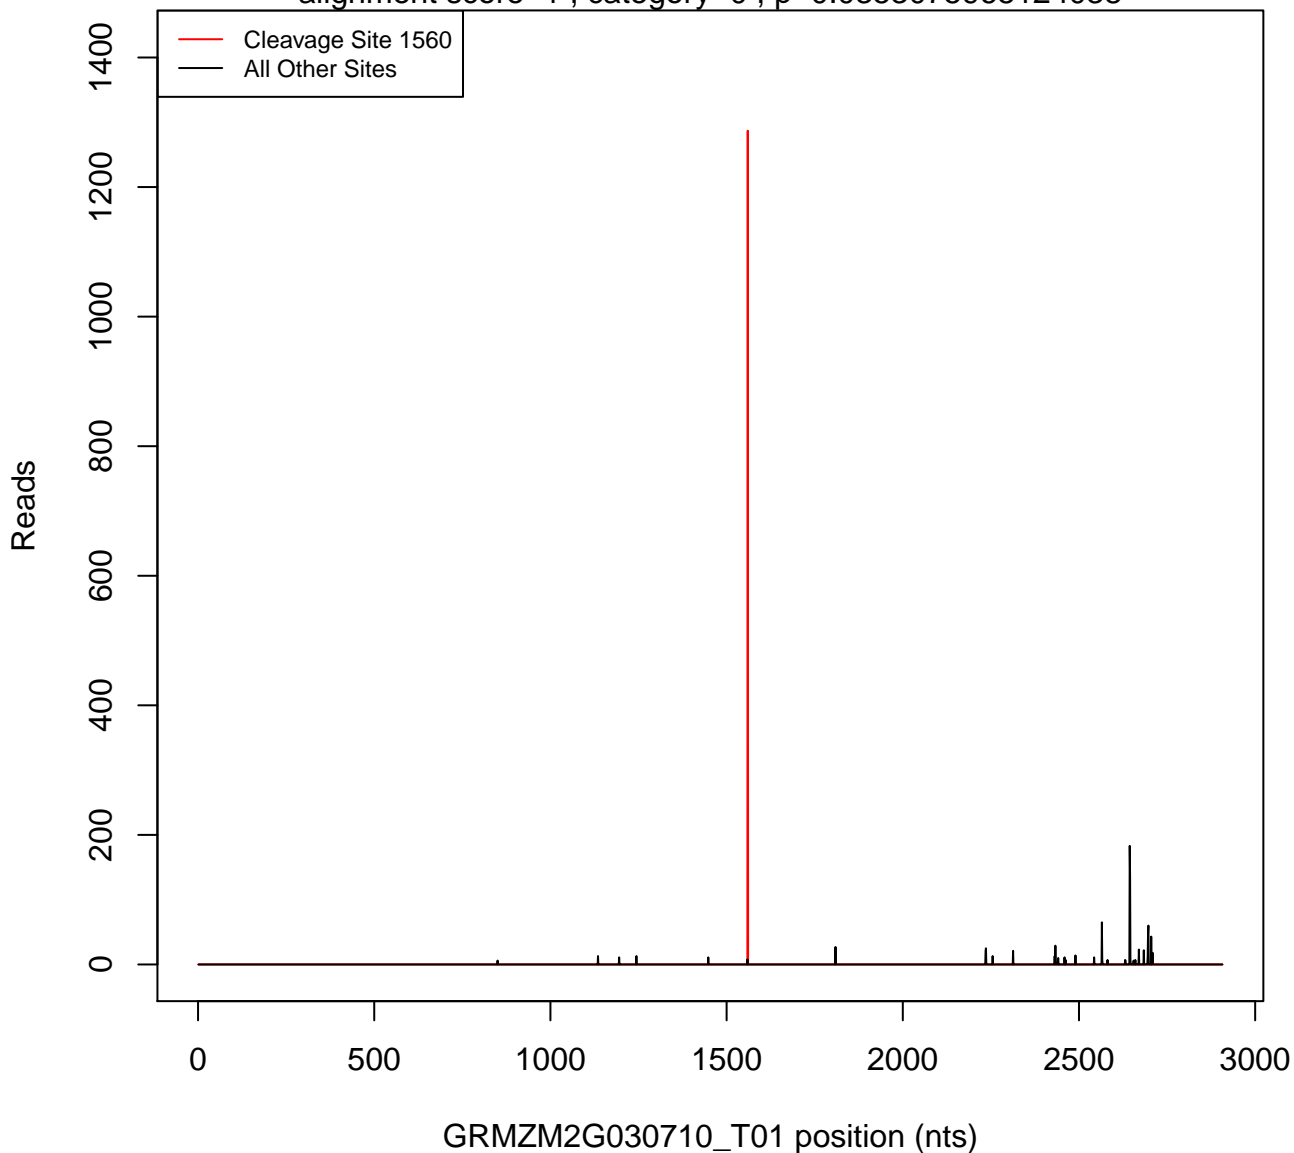

# ta-siRNA3a slicing GRMZM5G874163\_T01 at nt 1683

alignment score=3 , category=0 , p=0.0417639806888053

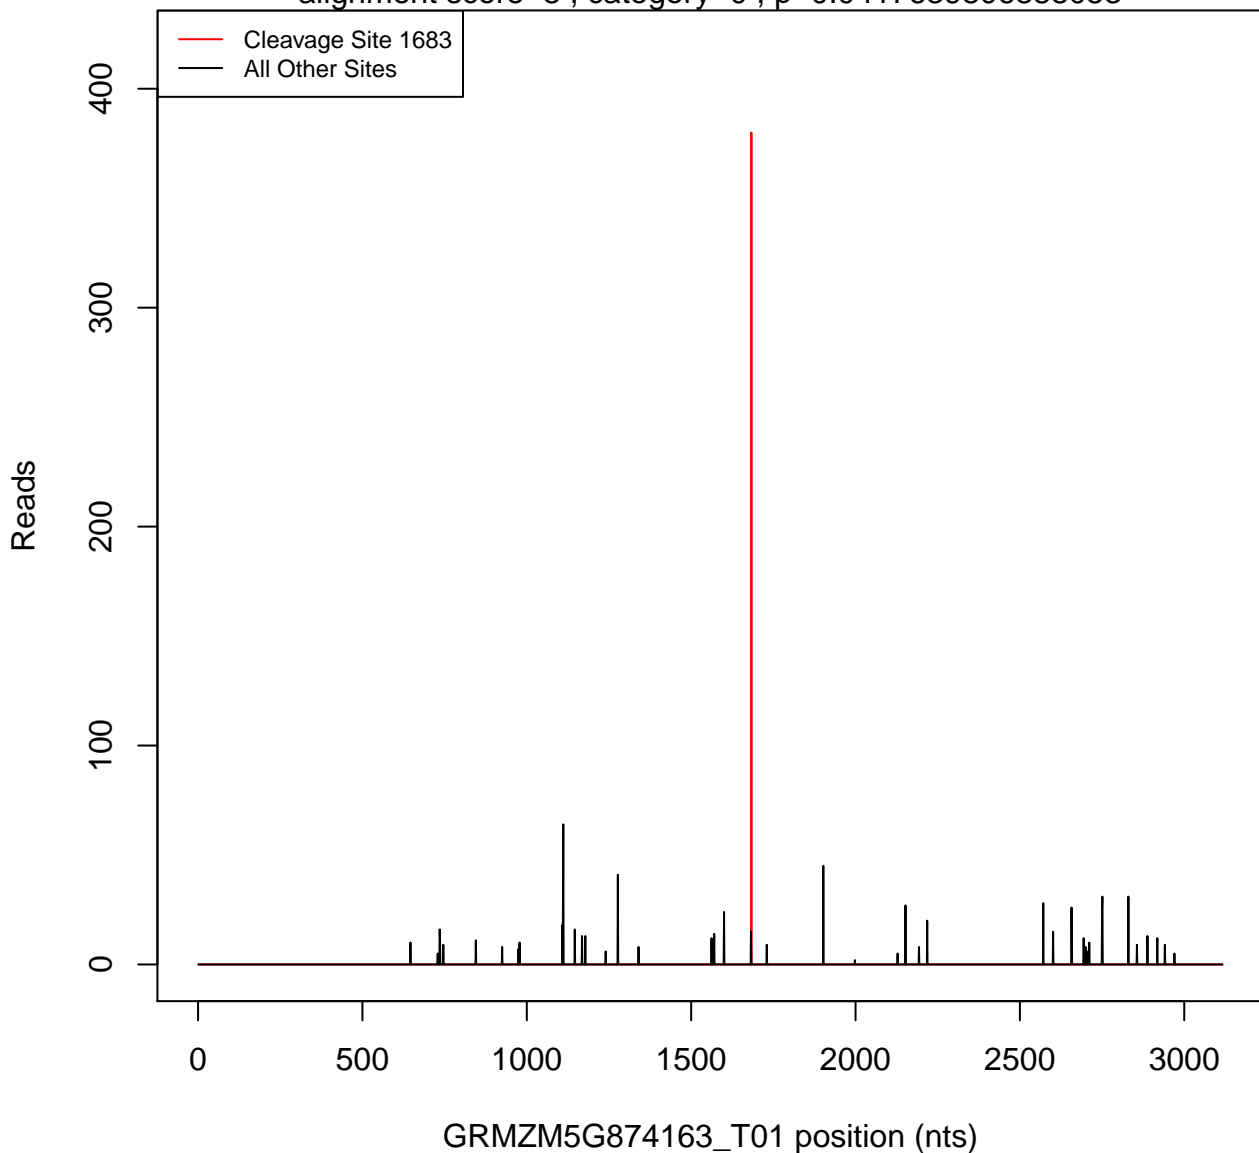

# ta-siRNA3d slicing GRMZM5G874163\_T01 at nt 1683

alignment score=1.5 , category=0 , p=0.0234219924605628

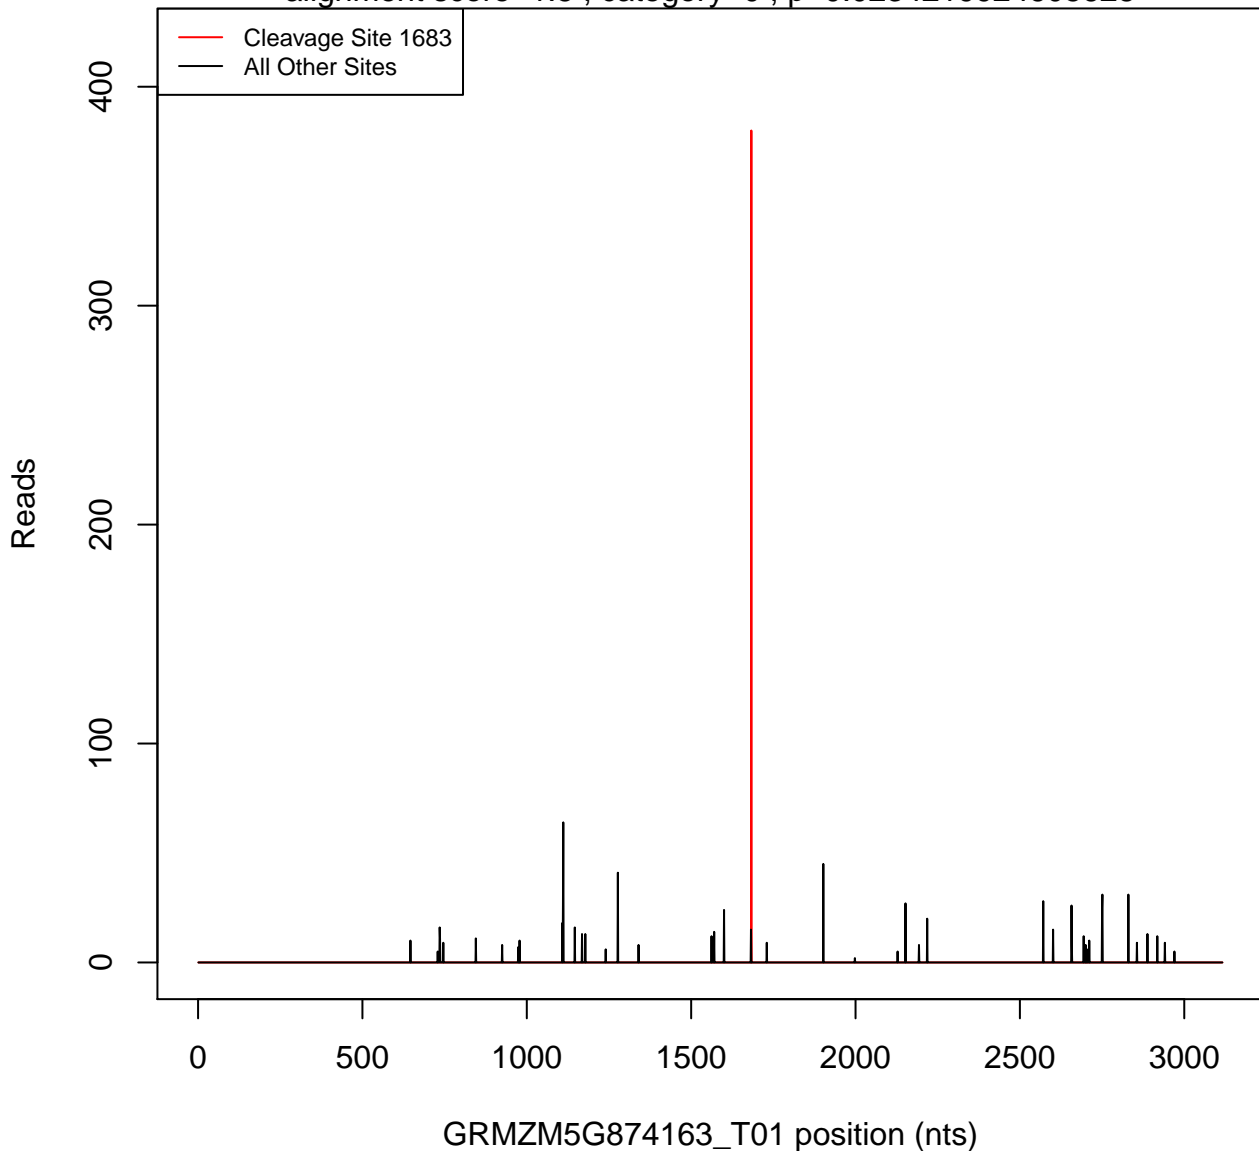

# ta-siRNA3a slicing GRMZM5G874163\_T02 at nt 1688

alignment score=3 , category=0 , p=0.0417639806888053

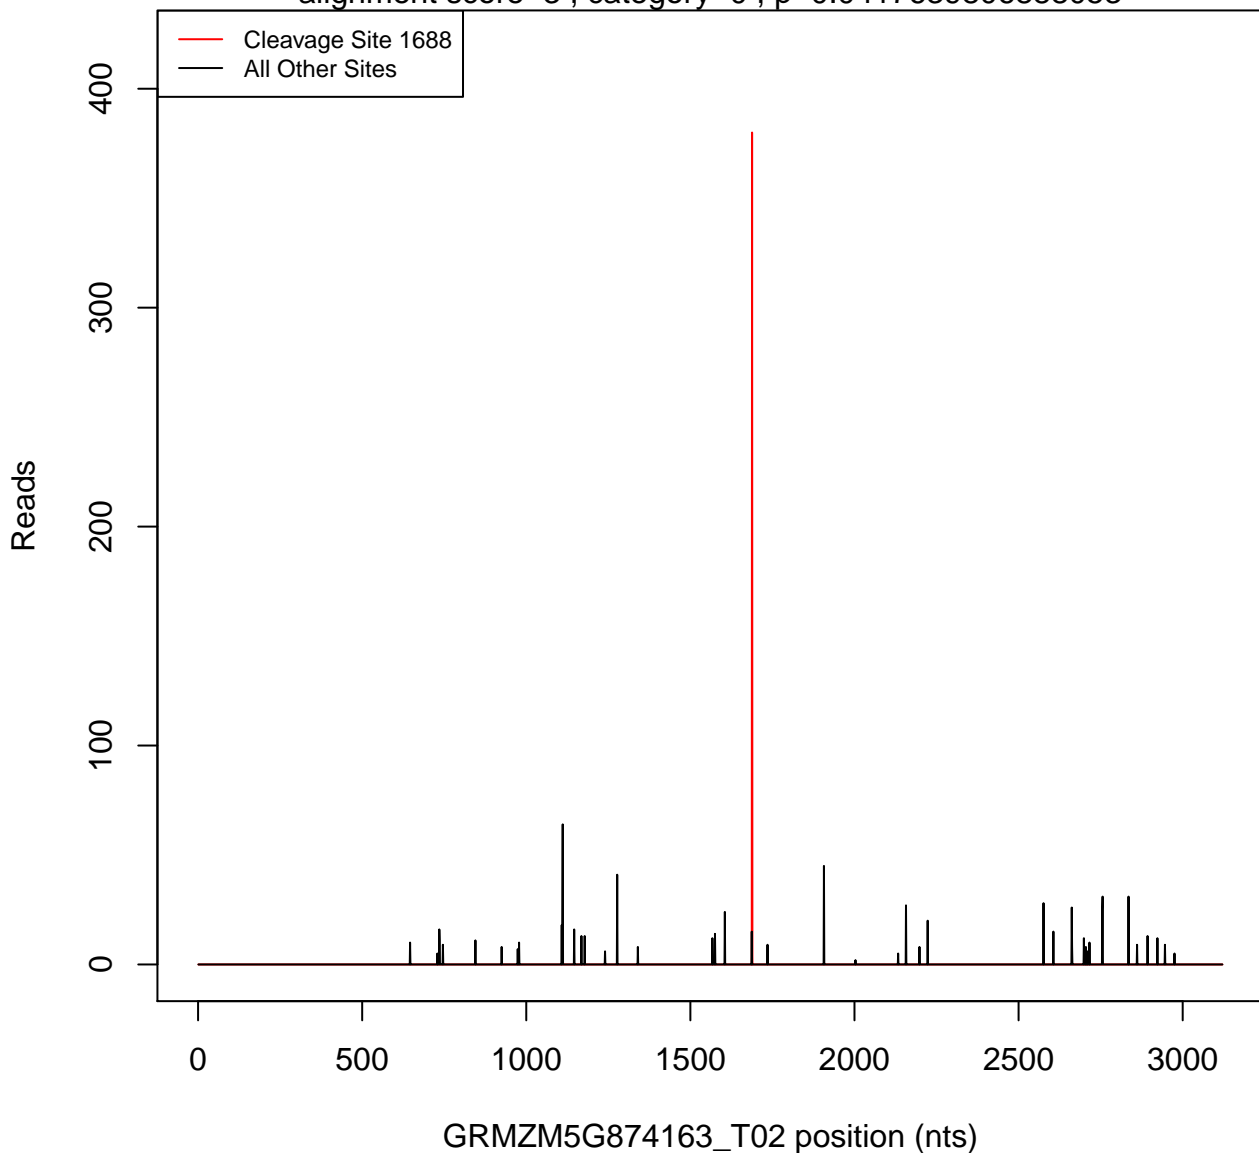

# ta-siRNA3d slicing GRMZM5G874163\_T02 at nt 1688

alignment score=1.5 , category=0 , p=0.0234219924605628

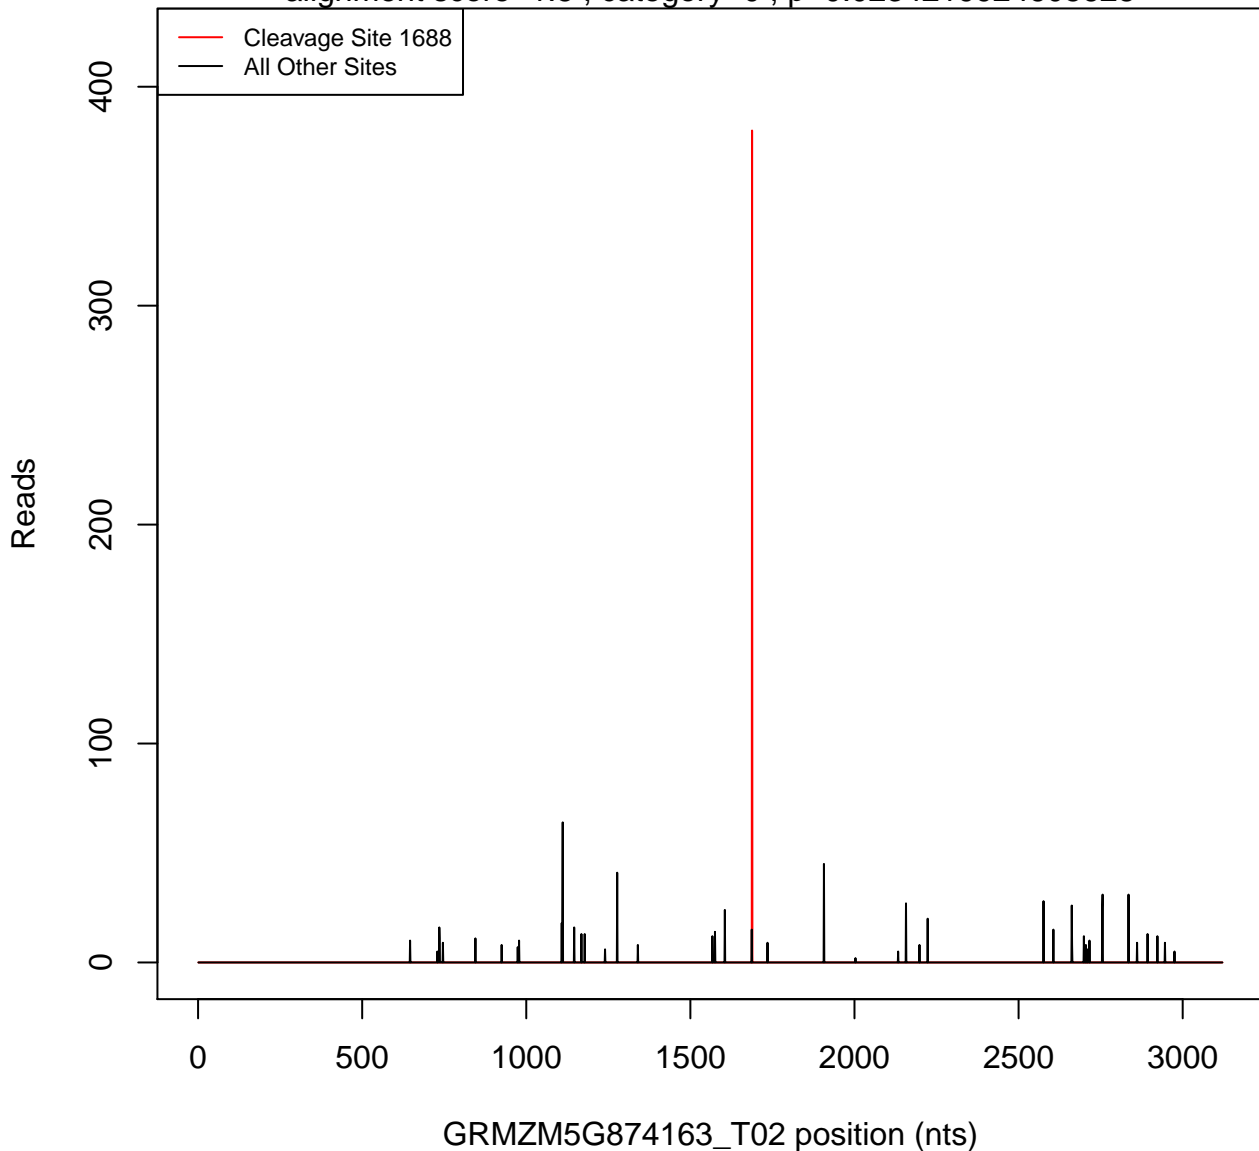

# ta-siRNA3a slicing GRMZM5G874163\_T03 at nt 1596

alignment score=3 , category=0 , p=0.0417639806888053

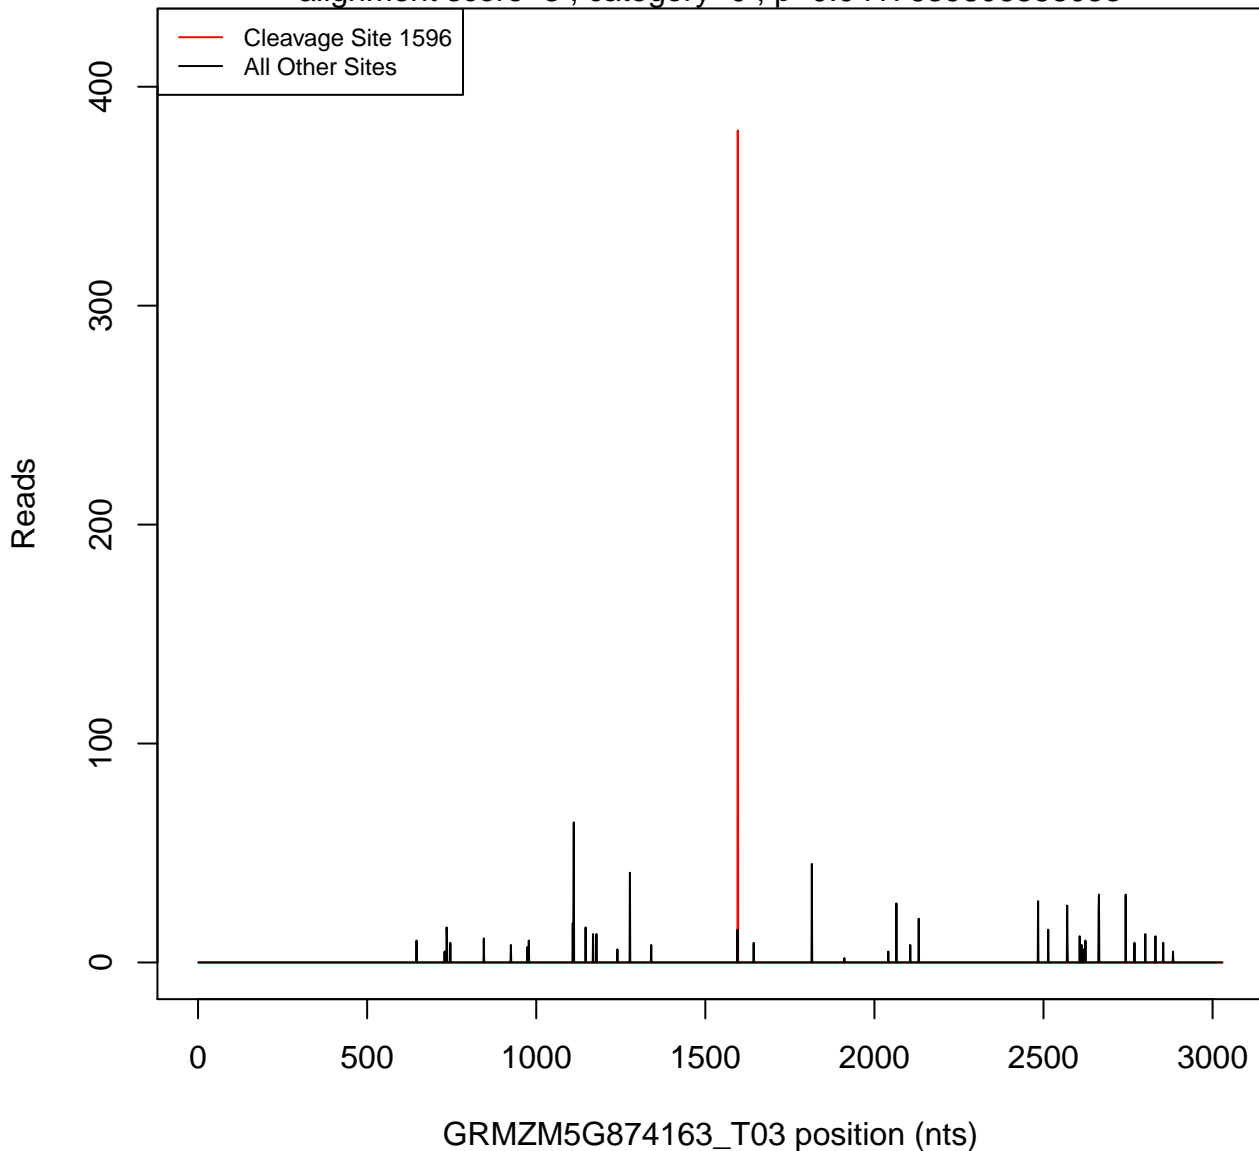

# ta-siRNA3d slicing GRMZM5G874163\_T03 at nt 1596

alignment score=1.5 , category=0 , p=0.0234219924605628

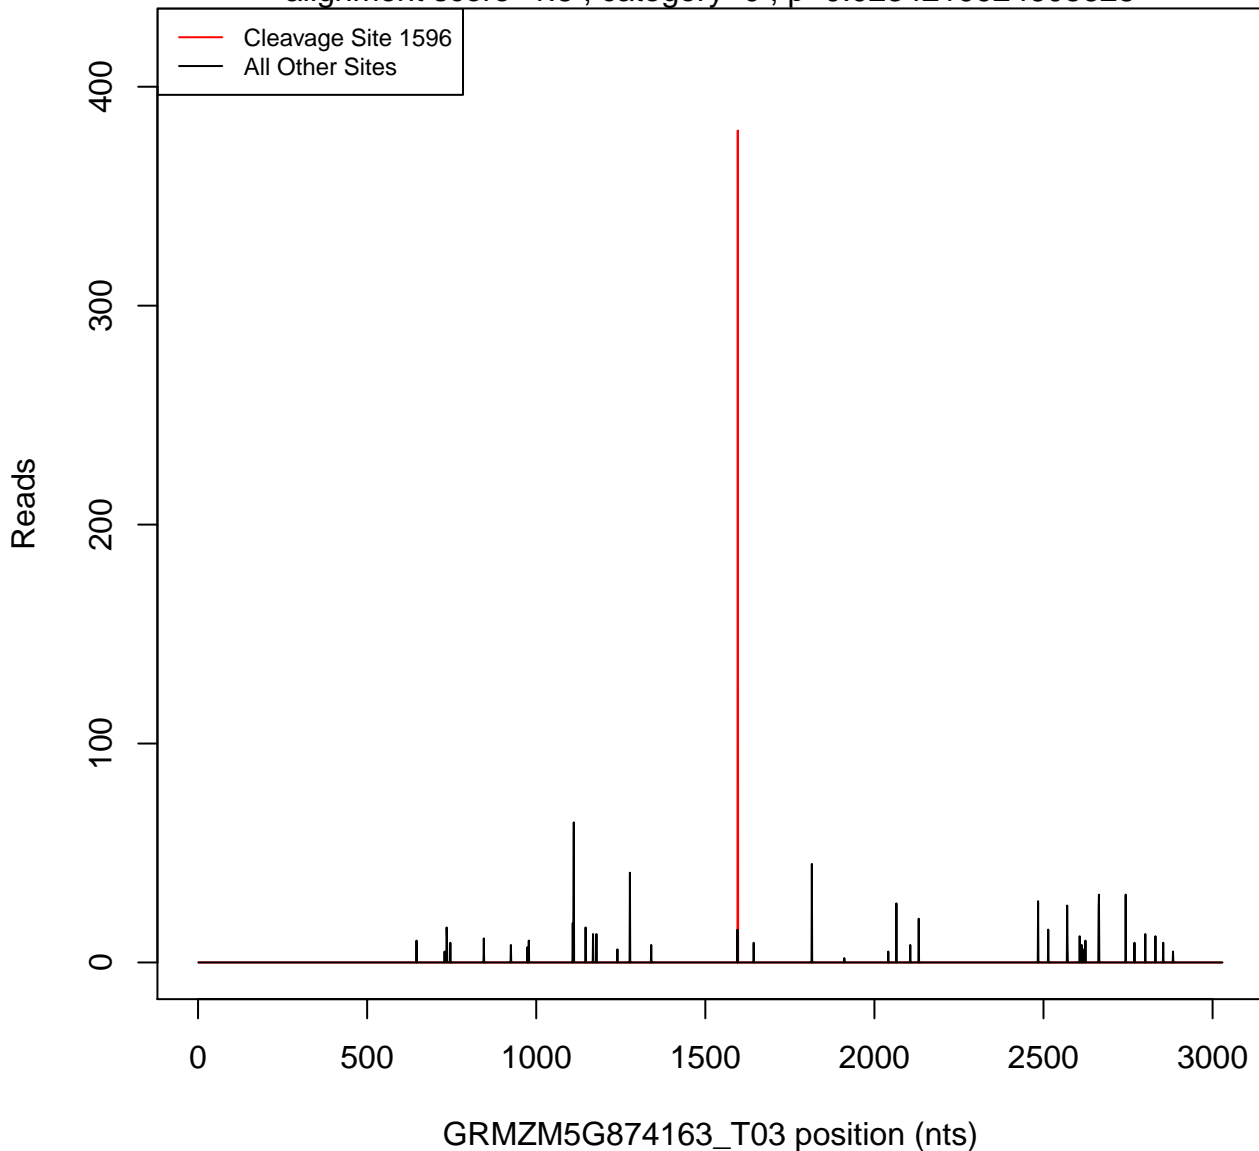

**Supplement:** Additional file 11: Figure S4 — T-plots for some miRNA and ta-siRNA targets in four developmental stages of maize ears.

How the deposited data were processed for this re-analysis (not part of the article)

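One small RNA library, made from RNA of maize ears of 4 developmental stages pooled together, and 4 degradome libraries, 1 for each of stages I to IV, were analysed. There are no replicates. The authors sequenced each library on an Illumina instrument, trimmed adaptors, removed contaminated or low-quality reads and collapsed identical reads, and the deposited values are counts of reads for each distinct sequence, with its length and without normalization or alignment. The authors' matching to the maize genome and their search for sliced targets came after the deposited counts and are not part of them. The microarray and RT-PCR data were not analysed here.

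The small RNA library held 10663436 reads, and the degradome libraries 13638690, 18257616, 9477595 and 8393209 reads in stages I, II, III and IV. The smallest amount shown was set at 3 reads, which is 0.281 rpm (reads scaled to library size) in the small RNA library and 0.220, 0.164, 0.317 and 0.357 rpm in the degradome libraries. Intervals cover 95%, by Wilson's method for shares and by the Clopper-Pearson method for reads of a miRNA or a site. They cover counting error only, because PCR copies cannot be told from independent molecules. No p-value was computed across stages, since each stage is a single library. The 1 contrast with a p-value, of target categories between conserved and non-conserved miRNAs, used Fisher's exact test, two-sided.

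Mature miRNAs, miRNA*, precursors and target sites were taken from the paper's Tables S2 to S4, S8 and S11. Reads were counted for the exact mature sequence. The alternatives were reads with the same first 18 nt, reads within 2 nt of both ends on the precursor, and reads summed over loci. For the last, each named entry of Table S4 counted as 1 locus. Families were ranked by exact reads of their distinct mature sequences. Results name every miRNA or target gene that the paper's sentence names, the 3 target genes with most cleavage reads in each degradome library, the 6 families with most small RNA reads, and the new miRNAs with most and fewest reads. This rule was set before the data were examined. Gene names come from the RefSeq gene table, in which 92 of the 132 target genes of Table S8 had a match.

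Without a genome or transcripts, the cleavage sites of Table S8 were located by their tags. Tags starting opposite miRNA nucleotide 10 had to pair with the miRNA over nucleotides 1 to 10. The penalty was 1 for a mismatch and 0.5 for a G:U pair, each doubled after nucleotide 1, and 2 for an unpaired tag base, and it could not exceed the listed alignment score. The reads of a tag and its 5′ parts of 18 nt or more also had to sum to the listed reads in every listed stage. A site was kept when exactly 1 start met these terms and at most 20 of 100 sets of shuffled miRNAs gave a single start as well. Sites whose listed reads were shared by more than 400000 tags were left out. These terms were set while the search was written, on the data. Cleavage reads were then counted in tags of 20 nt or more that share the first 20 nt of the located tag. As an alternative, reads of the located tag and its 5′ parts of 18 nt or more were summed, without tags that run past it or have another 3′ sequence. The search was tested on simulated data: of 60 planted sites, 100% were located, and 0% with shuffled miRNAs. The simulated tags were random and far fewer than the real ones, and the reads of each planted site were known in every stage. These rates therefore do not carry over to the real search. There, 61 of 160 combinations were located, and 3.70% of the shuffled sets gave a single start for them. Since the listed reads were part of the search, reads at located sites in listed stages are not an independent check of Table S8, whereas reads in stages it does not list are. Categories and alignment scores were taken from Table S8.

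Chance starts at the cleavage position were counted with miRNAs shuffled 100 times, keeping dinucleotides or single bases, with a perfect match over nucleotides 1 to 10 in place of an alignment score. Each miRNA sequence was shuffled on its own, and each different run of 10 bases was counted a single time. Shuffled sets could thus hold more such runs than the real miRNAs. Expected numbers of distinct sequences at equal depth came from the hypergeometric formula, which differed from the mean of 50 simulated draws by 0.0652%. The bases after nucleotides 18 and 19 of short tags were read from longer tags that begin with the same 18 or 19 nt. Such bases were known for starts that hold 46.7%, 50.9%, 48.0% and 39.5% of the reads in stages I, II, III and IV. Libraries that stand apart were sought with Dixon's ratio at a critical value of 0.829 for 4 samples.

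Left out for lack of a genome, transcripts or a sequence were genome-matched shares, shares in genes, introns and intergenic regions, recomputed categories, the ta-siRNA targets, and the reads of miR482, miR397 and miR2118. The calculations used Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1 and matplotlib 3.10.9.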

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

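The tests on the start of miR827 reads and on the precursor reads of stage I were chosen before their results were seen, and the other tests in this part were chosen afterwards. With 4 degradome libraries, 14 measures were compared by Dixon's ratio, and 2 of them exceeded its 95% critical value, where 0.7 would exceed it by chance. Each stage has 1 library, so a biological difference between stages cannot be separated from a difference between libraries.

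Reads of 18 to 19 nt made up 44.7% of the stage IV degradome library, far from the other 3 libraries at 24.6% to 27.9%. Tags of 19 nt depended on the base after nucleotide 19: in stage IV, 98.1% of the 19 nt reads with a known next base were at starts followed by A, and in stages I to III between 91.6% and 95.9% were at starts followed by T. In stage IV, 45.9% of the reads at starts followed by A were 19 nt long, and A followed 47.8% of the reads, whereas in stages I to III T followed 17.9% to 22.1%. A candidate explanation is therefore that tags were cut short where the following bases matched bases particular to a library, such as the end of an adapter. The adapter sequences were not used here, and no biological explanation was tested.

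The stage I library had 77.5 rpm on miRNA precursors, below the 152 to 166 rpm of the other 3 libraries. Counted in tags of 20 to 21 nt, stage I no longer stood apart, with a gap of 0.342 of the range, but it was still the lowest with 52.9 rpm against 75.5 to 119 rpm. Without the precursors of miR159 and miR319 the gap was 0.408 of the range, and stage I was again the lowest with 48.4 rpm against 63.9 to 86.4 rpm. Short tags or a few precursors may thus account for part of the distance of stage I, not for its place as the lowest, and no biological explanation was tested.

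The small RNA library held 2100 reads of the miR827 sequence, a family that the paper reports from the microarray and not from this library. Of the 2189 reads that contain nucleotides 3 to 18 of the sequence, 98.9% started within 1 nt of its 5′ end. The 2100 exact reads are among these, and reads from the rest of a longer transcript were not counted, so pieces of a longer transcript were not excluded. Contamination from another sample and a biological explanation were not tested.

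In 11 combinations of gene and stage that Table S8 does not list, a located tag and its 5′ parts of 18 nt or more had 10 or more reads. They had reads in 16 of the 55 unlisted combinations. From the values of Table S8, the tag of GRMZM2G078274 lies at 5 transcript positions and that of GRMZM2G089640 at 4. GRMZM2G475882 is listed with the same 33 reads in stage III as GRMZM2G078274, so genes may share such tags. Which transcripts gave the reads was not tested, since transcripts were not used here, and neither was a biological explanation.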

How the results depend on the processing

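Unless said otherwise, the alternatives were set before the data were examined. Of the alternatives set at that point for the principal results, 59 left the value within its interval, or within 1.5 times for a count, 41 moved it and 4 moved a comparison past its threshold. The cause was not tested for any change below unless a value is given for it. Of the alternatives added after seeing the data, 13 left the result in place, 14 moved it, 3 took it past its threshold and 1 reversed it.

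With distinct sequences in place of reads, the small RNA shares of 24, 22 and 21 nt were 62.3%, 10.0% and 6.53%, and within reads of 20 to 24 nt they were 59.0%, 17.2% and 10.7%. The 24 nt class was the largest under each of these. The share of the 2 largest families was 86.0% with the same first 18 nt, 84.4% within 2 nt of both ends, 87.0% summed over loci and, added after seeing the data, 83.6% with reads over the middle base of the precursor arm. The rank of miR159 was 9 with the same first 18 nt, 17 within 2 nt of both ends, 19 summed over loci and 9 with reads over the middle base. For 13 named families, the same first 18 nt raised 9 values, sums over loci 9, reads over the middle base 9 and reads within 2 nt 7, and none fell.

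Weighted by reads, the new miRNAs had U at nucleotide 1 in 98.0%, A at nucleotide 10 in 95.6%, A at nucleotide 11 in 95.2%, U at nucleotide 21 in 0.797%, U at nucleotide 22 in 0.194% and a 21 nt share of 4.00%. Weighted without miRs6, A at nucleotide 11 was 2.67% and, added after seeing the data, the 21 nt share was 80.7%, so the weighted values rested on miRs6. With all mature miRNAs of Table S4, A at nucleotide 10 was 41.0%. Weighting these by reads, added after seeing the data, gave 99.7% U at nucleotide 1, 6.89% A at nucleotide 10, 3.04% U at nucleotide 21 and 0.194% U at nucleotide 22.

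Limited to 20 nt, the degradome reads were 5820768, 7496597, 3808812 and 3391088 in stages I, II, III and IV, and the distinct sequences 718587, 1192304, 268144 and 1065096. Limited to 20 to 21 nt, only stage IV moved past 1.5 times, to 4632953 reads and 1407779 distinct sequences.

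Reads at located sites fell with tags of exactly 20 nt, to 780 in stage I, 1867 in stage II and 880 in stage III. The located tag and its 5′ parts of 18 nt or more, a setting added after seeing the data, gave 24585 in stage II and 4404 in stage IV. Against stage I, the ratios of 2.62 in stage II, 0.975 in stage III and 2.06 in stage IV became 2.39, 1.13 and 3.49 with exact 20 nt tags, 1.955, 1.40 and 3.35 in rpm, and 16.1, 1.06 and 2.88 with the located tag and its 5′ parts. Stages II and IV stayed above stage I throughout, while the order of stages II and IV and the side of 1 on which stage III fell depended on the setting. Among 147 values of single sites, exact 20 nt tags lowered 46, the located tag and its 5′ parts raised 35 and lowered 2, and reads within 1 nt raised 13.

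With an alignment score of at most 4, category 1 fell from 34 to 6 entries of gene and stage, and miR529, added after seeing the data, from 18 to 4 genes. With tags at no more than 20 transcript positions, category 1 had 16 entries and miR529 4 genes. With at least 2 reads, category 4 had 0 entries, as each of its lines lists 1 read. The limit of 20 transcript positions could not change the located genes, since each of their tags lies at no more than 10. The share of located genes with reads in all 4 stages was 25.0% with exact 20 nt tags, added after seeing the data.

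With single-base shuffles, 2, 0, 0 and 2 of 100 shuffled sets had as many tag starts as the real miRNAs in stages I, II, III and IV, where dinucleotide shuffles gave 28, 26, 9 and 38. Shuffled sets could hold more different first 10 bases than the real miRNAs, which tends to raise these numbers. Added after seeing the data, starts with 10 or more reads gave 21, 30, 4 and 1 sets in stages I, II, III and IV, and reads in place of starts gave 51, 8, 18 and 0 sets. Without miRs4, added after seeing the data, the odds ratio of categories 0 to 2 in conserved against non-conserved targets reversed from 0.965 to 1.52 (Fisher's exact test, p = 0.694), so its direction was not determined.

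Depth limits the low counts: miRNAs and sites with fewer than 3 reads, all category 4 entries among them, lie below the smallest amount set for this depth. Not run, for lack of a genome or transcripts, were the genome-matched length shares, the genome-matched and single-location shares and their alternatives, the shares in genes and introns, 1 transcript per gene, categories at equal depth, and the alignment score limit for shuffled miRNAs.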

Differences from the paper's values

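Of 58 values that the paper states and that were also computed, 15 differ by more than 1.5 times and are given here. Others differ by less, such as 53.3% against the paper's 48.55% for reads of 24 nt. The alternatives below were set before the data were examined unless said otherwise.

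The share of target genes with reads in all 4 stages was 42.3% for the located tags, against the paper's 15%. It was 40.3% with libraries drawn down to the smallest and 34.6% with at least 2 reads, so neither closed the gap. A limit of 20 transcript positions per tag removed none of the located genes and left 42.3%, so it was no test of the gap. The 2 shares cover different genes. The recount of Table S8 gave 14.8% over 128 genes and, chosen after seeing the values, 34.6% over the 52 located genes. The 34.6% and the 42.3% come from the same 52 genes. The 95% interval of the 42.3% (29.9% to 55.8%) therefore does not measure the difference between them. Some of the 52 genes also share a tag, as there are 45 distinct tags, and the interval does not allow for that.

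The recount of Table S8 took in target genes of non-conserved miRNAs and of ta-siRNAs. It counted each gene once in a stage, by its lowest category. In this recount, category 0 held 13 genes in stage III against the paper's 7. It stayed at 13 with an alignment score of at most 4, with at least 2 reads and with tags at no more than 20 transcript positions. Category 1 held 6 genes in stage IV against the paper's 3. The paper's list of conserved targets alone has 3 there, so this gap came from the genes covered. Tags at no more than 20 transcript positions gave 4, within 1.5 times of the paper's value, whereas a score of at most 4 gave 0 and at least 2 reads gave 6. Category 3 held 3 genes in stage IV against the paper's 5, under each of these alternatives too. The paper's list of conserved targets gives category 3 to 5 genes there. GRMZM2G089361 is among them and has a lower category under miR319, so the gap came at least in part from counting by lowest category. Category 4 held 7 genes in stage I against the paper's 4. Here too the paper's list of conserved targets alone has 4, so the gap came from the genes covered. A score of at most 4 gave 6, within 1.5 times, whereas at least 2 reads gave 0 and tags at no more than 20 transcript positions gave 7.

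Exact reads of zma-miR159a numbered 21 against the paper's cloning frequency of 758. The same first 18 nt gave 765, and reads within 2 nt of both ends gave 60, which left the gap open. For zma-miR319b the exact reads were 90 against the paper's 1709, and 1513 with the same first 18 nt and 1579 within 2 nt. For zma-miR395a they were 0 against the paper's 1, with 0 for the same first 18 nt and 1 within 2 nt. For zma-miR399e they were 3 against the paper's 9, with 9 for the same first 18 nt and 7 within 2 nt. For zma-miR2275b-5p there was 1 read against the paper's 2, with 2 under both alternatives. For zma-miRs12 there was 1 read against the paper's 14, with 15 for the same first 18 nt and 10 within 2 nt. Reads over the middle base of the precursor arm, an alternative chosen after seeing the values, gave 758, 1719, 1, 9, 2 and 14 for these 6 miRNAs.

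Distinct degradome sequences on miRNA precursors numbered 83 in stage I, 159 in stage II, 45 in stage III and 120 in stage IV, against the paper's 5, 3, 2 and 6 in Table S7. With sequences of 20 to 21 nt they were 52, 116, 28 and 68, which did not close the gap.

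The paper places miR159 among the 6 most abundant families. By exact reads it ranked 19 and miR164 ranked 6. By the same first 18 nt miR159 ranked 9, and within 2 nt of both ends it ranked 17. With the paper's own frequencies summed over loci it ranked 9. Under these 3 counts miR319 ranked 6. The paper reports miR827 as absent from the sequencing data, where 2100 exact reads were found. It gives A as the usual base at positions 10 and 11 and U as the most common at positions 21 and 22 of the new miRNAs. In distinct sequences, U led at position 10, C at position 11 and G at position 21, while U led at position 22 with 40.0% of 5 sequences. Weighted by reads, A made up 95.6% at position 10 and 95.2% at position 11, values that rested on miRs6. For U at the 5′ end, the paper's share is higher than the 71.4% of distinct sequences, and the share weighted by reads was 98.0%. The paper describes reads for zma-miR169g, zma-miR160e* and the miRNA* of zma-miR171h/k, which had 0 exact reads each. Within 2 nt of both ends on their precursors they had 9, 3 and 3 reads. It gives 3 shared MYB targets for miR159 and miR319, and the recount of Table S8 gave 2 shared genes. The paper annotates GRMZM2G028054 as a MYB gene and the other, GRMZM2G089361, as a TCP gene. For miR160 it counts 6 ARF targets, and Table S8 lists 7 genes. Where the paper gives its library totals it calls the sequences 20 nt, and these totals equalled those of all lengths, of which tags of 20 nt made up 40.2% to 42.7% of the reads.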

Other observations

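Chosen before their results were seen were the test of starts followed by TGG and the test with shuffled miRNAs. The other tests in this part were chosen afterwards.

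At the miR169 sites of GRMZM5G829103 and GRMZM2G165488, reads of tags with the same first 18 nt were 44.9 and 289 times higher in stage II than in stage I in rpm, so the smaller of these rises, 44.9, was left after scaling by library depth. Nearly all of these stage II reads were tags of 18 nt, and in both the bases after nucleotide 18 were TGG. Over all starts followed by TGG, 97.6% of the stage II reads were in 18 nt tags, so the short length may come from tags cut short where the next bases match bases particular to that library. Starts followed by TGG also gained reads from stage I to stage II, with a median log2 ratio of 2.20 over 925 starts, against a median of -0.42 over 35602 other starts. The rise at GRMZM5G829103 exceeded that at 92.3% of the starts followed by TGG and lay within their middle 95%. The rise at GRMZM2G165488 exceeded 99.7% of them, with a log2 ratio of 8.13 against up to 9.72 among starts followed by TGG. This site was singled out for its large rise, so its place among these starts cannot decide whether the gain accounts for it. At the 6 other located miR169 sites the median ratio of stage II to stage I was 1.10, from 0.176 to 4.54 and above 1 at 3 sites, so more cleavage by miR169 in stage II could be neither seen nor excluded. In tags of 20 nt or more, GRMZM2G165488 had 15 reads in stage I and 17 in stage II.

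Few target genes are listed in all 4 stages. With every library drawn down to the smallest, a mean of 20.98 located genes had reads in all 4 stages, against 22 at full depth. Drawing down can only lower this number, so it could not show whether shallow libraries keep the number small, and depth was not excluded. Among 55 combinations of gene and stage that Table S8 does not list, 16 had reads of the located tag or its 5′ parts of 18 nt or more, which may account for part of it.

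Of the 18 miR529 genes of Table S8, 14 were listed with the reads of a single repeat tag, so the size of this list may reflect how often that tag matches transcripts rather than cleavage by miR529.

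Weighted by reads, the most common base of the new miRNAs was that of miRs6 at 22 of 22 positions, against 8 positions in distinct sequences and 6 in weighted reads without miRs6. Since miRs6 held 95.0% of these reads, the weighted result was fixed in advance and does not tell how the paper's composition arose. At positions 21 and 22, where the paper gives U, the weighted reads had U in 0.797% and 0.194%.

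Reads over the middle base of the mature sequence on its precursor equalled the cloning frequency of Table S4 for 98 of the 122 mature miRNAs, against 8 for exact reads. The listed frequencies are therefore consistent with reads summed over the arm of a precursor.

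At equal depth, stage IV had 1.13 times as many distinct degradome sequences as the next highest library, so its number of distinct sequences was not a matter of depth. Whether it reflects the stage or the library was not tested, and no biological explanation was tested.

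With all miRNAs together, at least 9 of 100 dinucleotide shuffles had as many tag starts opposite miRNA nucleotide 10 in each library. The real sequences have 49 different first 10 bases, and shuffled sets of the 62 sequences could hold more. This tends to raise the shuffled counts, so how many starts are chance matches was not settled. With the conserved miRNAs alone, 25, 37, 13 and 11 of 100 dinucleotide shuffles had as many starts in stages I, II, III and IV, and 0 of 100 single-base shuffles did in each stage. The 41 conserved sequences have 28 different first 10 bases, so the same limit holds for them. Dinucleotide shuffles of these miRNAs had as many starts with 10 or more reads in 20, 23, 3 and 3 sets, and as many reads in 39, 2, 9 and 0 sets, both measures chosen after seeing the data. At the 21 new miRNAs, the starts numbered 28, 54, 12 and 13 in stages I, II, III and IV, against shuffled means of 25.0, 46.6, 9.78 and 25.1. The first 10 bases of these 21 all differ, so this limit does not apply to them.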
